# Variation in ubiquitin system genes creates substrate-specific effects on proteasomal protein degradation

**DOI:** 10.7554/eLife.79570

**Published:** 2022-10-11

**Authors:** Mahlon A Collins, Gemechu Mekonnen, Frank Wolfgang Albert

**Keywords:** genetic variation, gene expression, ubiquitin system, QTL, complex trait, *S. cerevisiae*

## Abstract

Precise control of protein degradation is critical for life, yet how natural genetic variation affects this essential process is largely unknown. Here, we developed a statistically powerful mapping approach to characterize how genetic variation affects protein degradation by the ubiquitin-proteasome system (UPS). Using the yeast *Saccharomyces cerevisiae*, we systematically mapped genetic influences on the N-end rule, a UPS pathway in which protein N-terminal amino acids function as degradation-promoting signals. Across all 20 possible N-terminal amino acids, we identified 149 genomic loci that influence UPS activity, many of which had pathway- or substrate-specific effects. Fine-mapping of four loci identified multiple causal variants in each of four ubiquitin system genes whose products process (*NTA1*), recognize (*UBR1* and *DOA10*), and ubiquitinate (*UBC6*) cellular proteins. A *cis*-acting promoter variant that modulates UPS activity by altering *UBR1* expression alters the abundance of 36 proteins without affecting levels of the corresponding mRNA transcripts. Our results reveal a complex genetic basis of variation in UPS activity.

## Introduction

Protein degradation is an essential biological process that occurs continuously throughout the life of a cell. Degradative protein turnover helps maintain protein homeostasis by regulating protein abundance and eliminating misfolded and damaged proteins from cells (Varshavsky, 2011; Collins and Goldberg, 2017; Hanna and Finley, 2007). In eukaryotes, most protein degradation occurs through the concerted actions of the ubiquitin system and the proteasome, together known as the ubiquitin-proteasome system (UPS) (Coux et al., 1996; Collins and Goldberg, 2017; Hershko and Ciechanover, 1998; Bachmair et al., 1986; Ciechanover et al., 2000). Ubiquitin system enzymes bind degradation-promoting signal sequences, termed degrons (Varshavsky, 1991), in cellular proteins and mark them for degradation by covalently attaching chains of the small protein ubiquitin (Bett, 2016; Hershko and Ciechanover, 1998; Finley et al., 2012). The proteasome binds poly-ubiquitinated proteins, then processively deubiquitinates, unfolds, and degrades them to small peptides (Kisselev et al., 1999). The UPS degrades a wide array of proteins spanning diverse biological functions and subcellular localizations (Schwanhäusser et al., 2011; Kong et al., 2021; Christiano et al., 2020). By controlling the turnover of a large fraction of the cellular proteome, the UPS regulates numerous aspects of cellular physiology and function, including gene expression, protein homeostasis, cell growth and division, stress responses, and energy metabolism (Varshavsky, 2011; Hershko and Ciechanover, 1998; Hanna and Finley, 2007; Pohl and Dikic, 2019).

Because of the central role of UPS protein degradation in regulating protein abundance, variation in UPS activity can influence a variety of cellular and organismal phenotypes (Varshavsky, 2011; Schwartz and Ciechanover, 1999; Hanna and Finley, 2007; Schmidt and Finley, 2014). Physiological variation in UPS activity enables cells to respond to changes in their internal and external environments. For example, UPS activity increases when misfolded or oxidatively damaged proteins accumulate, preventing these molecules from damaging the cell (Sontag et al., 2014; Grimm et al., 2012; Finley and Prado, 2020). Conversely, UPS activity decreases during nutrient deprivation, when the energetic demands of UPS protein degradation would be costly to the cell (Waite et al., 2016; Laporte et al., 2008; Bajorek et al., 2003). Variation in UPS activity may also create discrepancies between protein degradation and the proteolytic needs of the cell, leading to adverse phenotypic outcomes. For example, age-related declines in UPS activity exacerbate the accumulation of damaged and misfolded proteins that occurs during aging, compromising protein homeostasis and, in turn, cellular viability (Stolzing and Grune, 2001; Baraibar and Friguet, 2012; Shringarpure and Davies, 2002). Understanding the sources of variation in UPS activity thus has considerable implications for our understanding of the many traits influenced by protein degradation.

A handful of examples have shown that variation in UPS activity can be caused by individual genetic differences. Rare mutations that ablate or diminish the function of ubiquitin system or proteasome genes impair UPS protein degradation and cause a variety of incurable syndromes. For example, nonsense and frameshift mutations in *UBR1*, an E3 ubiquitin ligase that targets proteins for proteasomal degradation, cause the developmental disorder Johanson-Blizzard Syndrome (Zenker et al., 2005). Several *UBR1* missense mutations that moderately decrease Ubr1 activity cause less severe forms of Johanson-Blizzard Syndrome (Hwang et al., 2011), suggesting a continuum of variant effects on UPS activity, similar to other genetically complex traits. More recently, proteasome gene missense mutations that impair proteasome assembly and reduce proteasome activity were shown to cause the autoimmune disorder proteasome-associated autoinflammatory syndrome (Brehm et al., 2015; Arima et al., 2011; Liu et al., 2012), further establishing individual genetic differences as a potentially important source of variation in UPS activity. Genome-wide association studies have also linked variation in ubiquitin system (Xia et al., 2014; Diskin et al., 2012) and proteasome genes (Cho et al., 2011) to a variety of disorders, but have neither established the individual causal variants nor tested their effects on UPS activity.

Our understanding of how natural genetic variation affects the UPS comes largely from these limited examples, leaving critical knowledge gaps in several key areas. First, a focus on rare, large-effect mutations linked to Mendelian syndromes likely provides a narrow, incomplete view of the genetics of UPS activity. Most traits are genetically complex, shaped by many loci of small effect and few loci of large effect throughout the genome (Mackay et al., 2009; Ehrenreich et al., 2009), suggesting that variants that completely or largely ablate UPS gene functions represent only one extreme of a continuum of genetic effects on UPS activity. Second, we have virtually no knowledge of how natural variation in non-UPS genes affects UPS activity. Third, variation in UPS activity can differentially affect the degradation of distinct UPS substrates (Christiano et al., 2020; Kong et al., 2021). Whether genetic effects on UPS activity affect the turnover of distinct proteins consistently or in a substrate-specific manner remains a fundamentally open question. Finally, we do not know how genetic effects on UPS activity influence other traits. For example, many genetic effects on gene expression influence protein levels without altering mRNA abundance for the same gene (Battle et al., 2015; Ghazalpour et al., 2011; Mirauta et al., 2020; Albert et al., 2014; Brion et al., 2020; Chick et al., 2016; Cenik et al., 2015; Abell et al., 2022; Foss et al., 2011). These protein-specific effects could arise through differences in UPS activity, but there have been no efforts to understand how natural variation that alters UPS activity influences global gene expression at the protein and RNA levels.

Technical challenges have precluded a comprehensive view of the genetics of UPS activity. Mapping genetic influences on a trait with high statistical power requires assaying large, genetically diverse populations of thousands of individuals (Bloom et al., 2013). At this scale, in vitro biochemical assays of UPS activity are impractical. Several synthetic reporter systems can measure UPS activity with high-throughput in vivo (Geffen et al., 2016; Yu et al., 2016; Yen et al., 2008). However, these systems use genetically encoded fluorescent proteins coupled to degrons to measure UPS activity. When deployed in genetically diverse populations, their output is likely confounded from genetic effects on reporter expression levels.

Here, we leveraged advances in synthetic reporter design to obtain high-throughput, reporter expression level-independent measurements of UPS activity in millions of live, single cells. We use these measurements to map genetic influences on the N-end rule, a UPS pathway that recognizes degrons in protein N-termini (N-degrons) (Varshavsky, 1991) of thousands of endogenous cellular proteins (Kats et al., 2018; Bartel et al., 1990; Hwang et al., 2010; Varshavsky, 2011). Different N-degrons are processed by one of two distinct targeting systems (Figure 1A), which allowed us to test for potential pathway-specific effects of natural genetic variation on UPS activity. Systematic, statistically powerful genetic mapping revealed the complex, polygenic genetic architecture of UPS activity. Across the set of 20 N-degrons, we identified 149 loci influencing UPS activity, many of which had pathway- or substrate-specific effects. Resolving causal nucleotides at four loci identified regulatory and missense variants in ubiquitin system genes whose products process, recognize, and ubiquitinate cellular proteins. By measuring the effect of a causal variant in the *UBR1* promoter on the transcriptome and proteome, we implicate genetic influences on UPS activity as a potentially prominent source of post-translational variation in gene expression.

**Figure 1.**
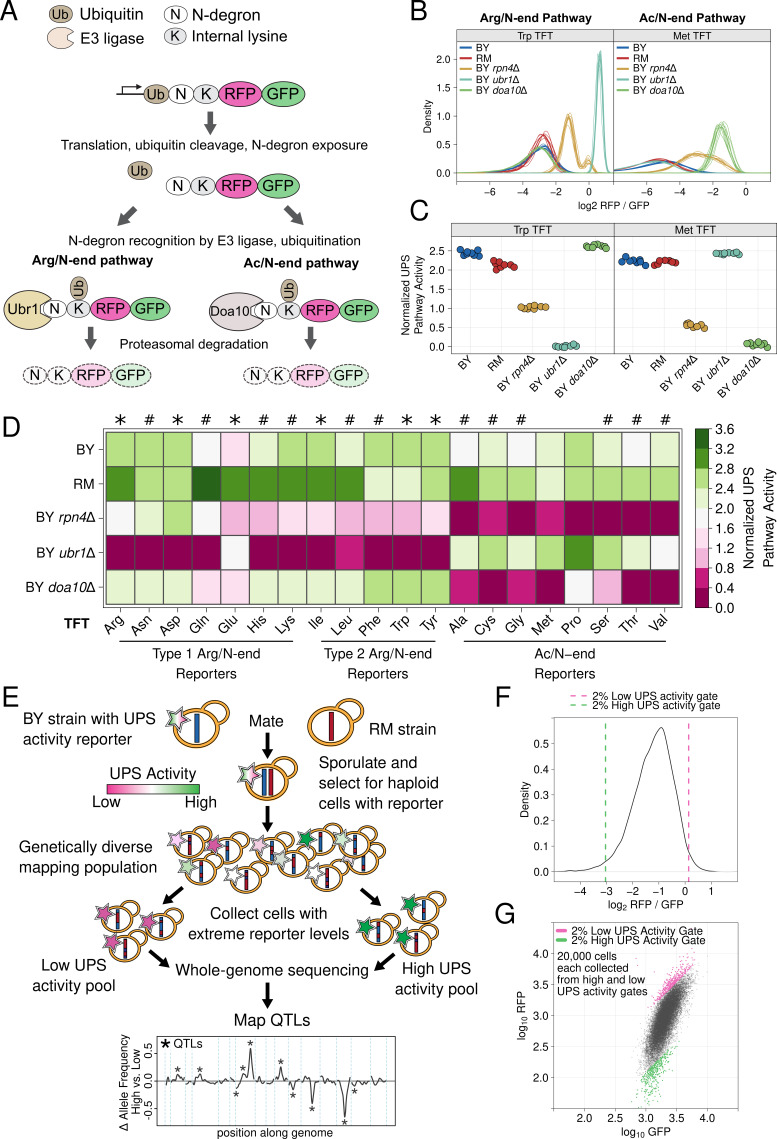
UPS N-end rule activity reporters and genetic mapping method. (**A**) Schematic of the production and degradation of UPS activity reporters according to the UPS N-end rule. (**B**) Density plots of the log_2_ RFP / GFP ratio from 10,000 cells for each of 8 independent biological replicates per strain per reporter for representative Arg/N-end and Ac/N-end pathway reporters. "BY" and "RM" are genetically divergent yeast strains. "BY *rpn4*Δ", "BY *ubr1*Δ”, and "BY *doa10*Δ" carry the indicated gene deletions in the BY background and were used as reporter control strains. (**C**) The median from each biological replicate in B. was scaled, normalized, and plotted as a stripchart such that y axis values are directly proportional to UPS activity. (**D**). Heatmap for all strains and N-degrons using data generated as in C. Symbols above the heatmap denote significant UPS activity differences between BY and RM. "*" indicates 0.05 > Tukey HSD *p >* 1e-6; “#” indicates Tukey HSD *p *< 1e-6. (**E**) Schematic of the bulk segregant analysis genetic mapping method used to identify UPS activity QTLs. (**F**) Density plot of the UPS activity distribution for a genetically diverse mapping population harboring the tryptophan (Trp) N-degron reporter. Dashed vertical lines show the thresholds used to collect cells with extreme UPS activity, which correspond to the high and low UPS activity pools denoted in E. (**G**) Backplot of the cells collected in F. onto a scatter plot of GFP and RFP. Figure 1—source data 1.Results of all between-strain comparisons for all N-degron TFTs.

**Figure 1—figure supplement 1.**
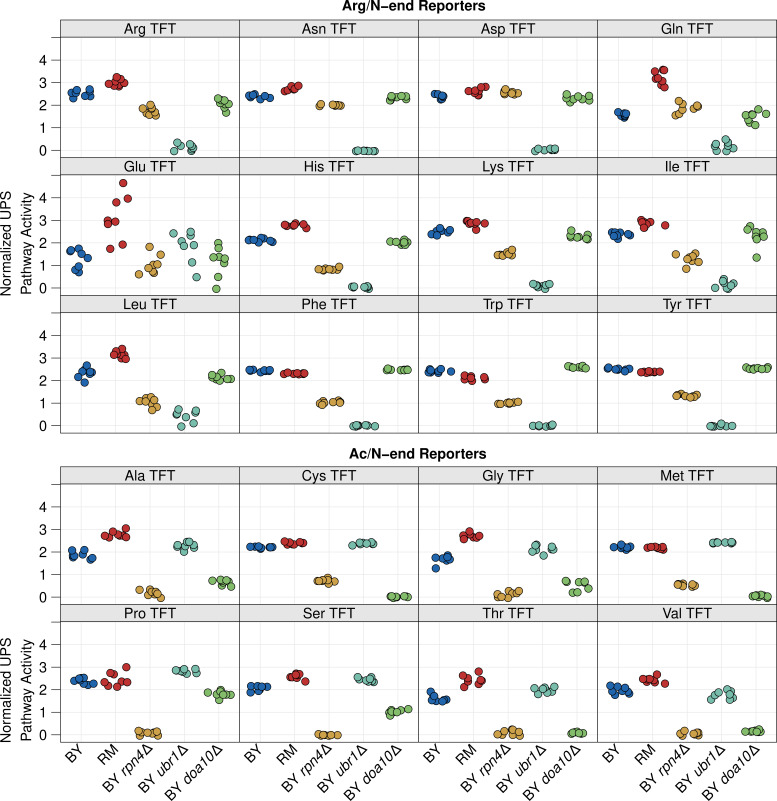
Comparison of UPS activity between strains across N-degron reporters. The -log_2_ RFP / GFP ratio value was extracted from 10,000 cells from each of 8 independent biological replicates per strain per reporter and converted to Z-scores. High values correspond to high UPS activity and low values correspond to low UPS activity. Tukey HSD *p*-values for each between strain comparison for each reporter are listed in Figure 1—source data 1.

**Figure 1—figure supplement 2.**
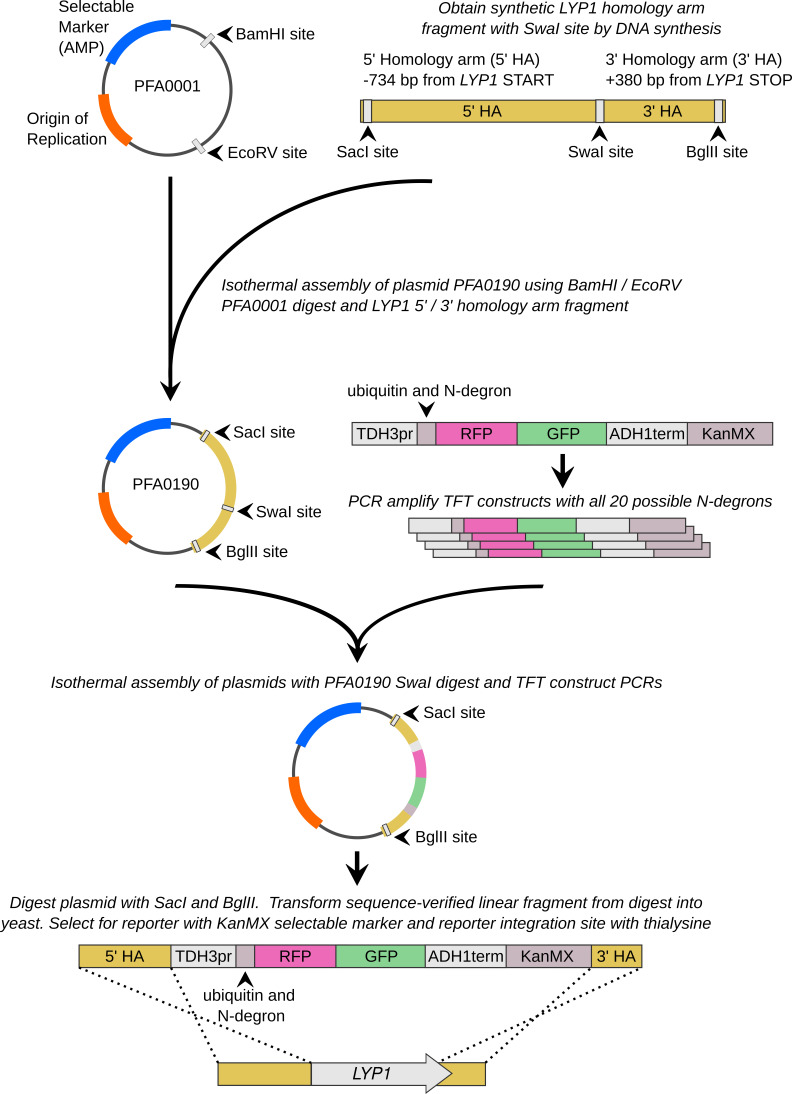
Overview of the constructs and strain construction steps used to generate yeast strains harboring TFT UPS activity reporters.

## Results

### Single-cell measurements identify heritable variation in UPS activity

To understand how genetic variation influences UPS activity, we focused on the N-end rule, in which a protein’s N-terminal amino acid functions as an N-degron that results in a protein’s ubiquitination and proteasomal degradation (Figure 1A). The UPS N-end rule can be subdivided into the Arg/N-end and Ac/N-end pathways based on the molecular properties and recognition mechanisms of each pathway’s constituent N-degrons (Figure 1A; Varshavsky, 2011). We reasoned that the breadth of degradation signals and recognition mechanisms encompassed in the N-end rule would allow us to identify diverse genetic influences on UPS activity and that the well-characterized effectors of the N-end rule would aid in defining the molecular mechanisms of variant effects. We used a previously described approach (Varshavsky, 2005) to generate constructs containing each of the 20 possible N-degrons and appended these sequences to tandem fluorescent timers (TFTs; Figure 1A; Khmelinskii et al., 2012). TFTs are fusions of a rapidly maturing green fluorescent protein (GFP) and a slower maturing red fluorescent protein (RFP) (Khmelinskii et al., 2012; Khmelinskii and Knop, 2014). The TFT’s output, expressed as the -log_2_ RFP / GFP ratio, is directly proportional to its degradation rate and, when fused to N-degrons, measures UPS N-end rule activity (Kats et al., 2018; Kong et al., 2021; Khmelinskii et al., 2012). Because the TFT is expressed as a single protein construct, the output of the TFT is also independent of its expression level (Kats et al., 2018; Khmelinskii et al., 2014; Khmelinskii et al., 2012; Kong et al., 2021), enabling its use in genetically diverse populations.

We characterized the performance of our TFTs by measuring their output in yeast strains with gene deletions that alter UPS activity towards N-end rule substrates. As expected, deleting the E3 ubiquitin ligases of the Arg/N-end (*UBR1*) and the Ac/N-end (*DOA10*) pathways specifically stabilized N-degron TFTs from these pathways (corrected *p <* 0.05 vs. the BY strain, Figure 1B–D, Figure 1—figure supplement 1, Figure 1—source data 1). Deleting *RPN4*, which encodes a transcription factor for proteasome genes, reduces proteasome activity (Xie and Varshavsky, 2001) and stabilized reporters from both the Arg/N-end and Ac/N-end pathways (corrected *p *< 0.05 vs. the BY strain, Figure 1B–D, Figure 1—figure supplement 1, Figure 1—source data 1). These results show that our TFTs provide sensitive, quantitative, substrate-specific measures of UPS N-end rule activity.

To understand how natural genetic variation influences UPS activity, we compared two genetically divergent *S. cerevisiae* strains, the "BY" laboratory strain and the "RM" vineyard strain (Ehrenreich et al., 2009). RM had higher UPS activity than BY for 9 of 12 Arg/N-degrons and 6 of 8 Ac/N-degrons (corrected *p* < 0.05, Figure 1D, Figure 1—figure supplement 1, Figure 1—source data 1). BY had higher UPS activity than RM for the phenlyalanine, tryptophan, and tyrosine Arg/N-degrons (corrected *p* < 0.05, Figure 1D, Figure 1—figure supplement 1, Figure 1—source data 1). BY and RM had similar activity towards the methionine and proline Ac/N-degrons (corrected *p* > 0.05, Figure 1D, Figure 1—figure supplement 1, Figure 1—source data 1). Together, these results show that individual genetic differences create heritable, substrate-specific variation in UPS activity.

### Genetic mapping reveals a complex, polygenic genetic architecture for UPS activity

We mapped quantitative trait loci (QTLs) for UPS activity using bulk segregant analysis (Figure 1E; Michelmore et al., 1991; Ehrenreich et al., 2010; Albert et al., 2014). In our implementation, this approach attains high statistical power by comparing whole-genome sequence data from pools of thousands of single cells with extreme UPS activity selected from a large population of haploid, recombinant progeny obtained by crossing BY and RM (Figure 1E–G; Ehrenreich et al., 2010; Albert et al., 2014). Using this method, we reproducibly identified 149 UPS activity QTLs across the set of 20 N-degrons at a false discovery rate of 0.5% (Figure 2A/B, Figure 2—source data 1, Supplementary file 1, Appendix 1). The number of QTLs per reporter ranged from 1 (for the Ile N-degron) to 15 (for the Ala N-degron) with a median of 7 (Figure 2B, Figure 2—source data 1). Using the absolute difference in allele frequency between the high and low UPS activity pools as a measure of effect size, we found that most QTLs had small effects, with only 5 loci (3%) causing an allele frequency difference greater than 0.5 (Figure 2C, Figure 2—source data 1). Thus, UPS activity is a complex, polygenic trait, shaped by variation throughout the genome.

**Figure 2.**
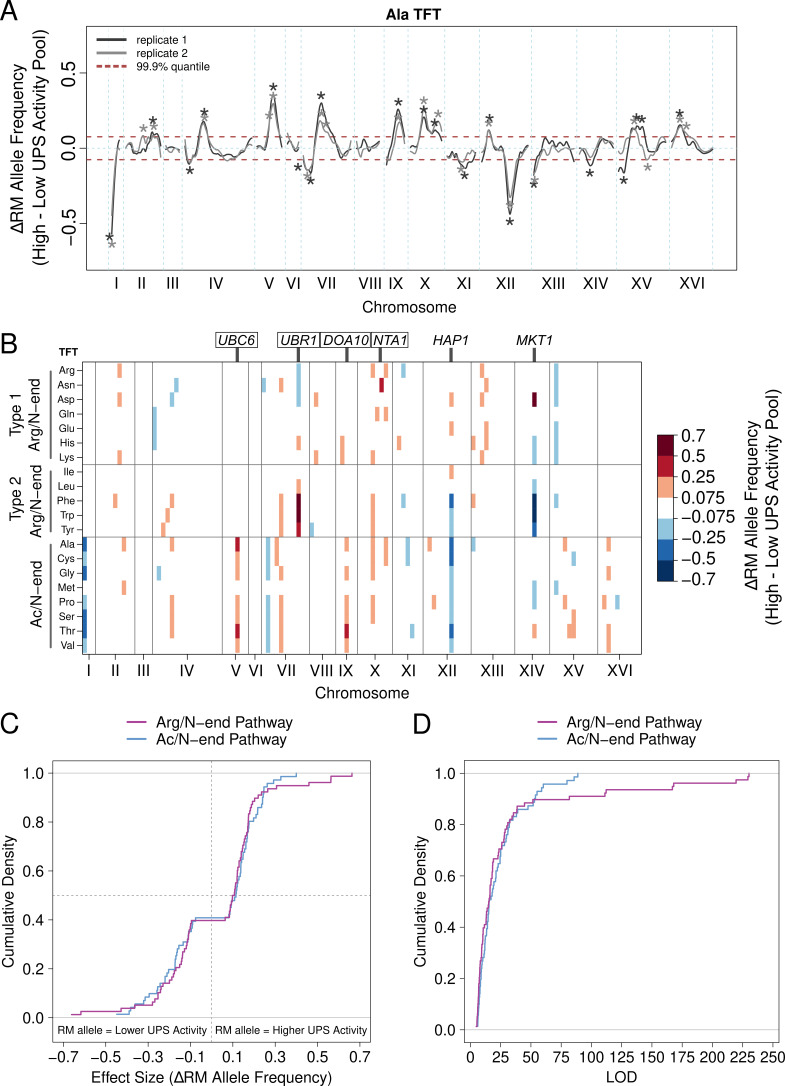
UPS activity QTL mapping results. (**A**) Results from the alanine (Ala) N-degron reporter illustrate the results and reproducibility of the method. Asterisks denote QTLs, colored by biological replicate. (**B**) QTL mapping results for the 20 N-degrons. Colored blocks of 100 kb denote QTLs detected in each of two independent biological replicates, colored according to the direction and magnitude of the effect size (RM allele frequency difference between high and low UPS activity pools). Experimentally validated (boxed) and candidate (unboxed) causal genes for select QTLs are annotated above the plot. (**C**) Cumulative distributions of the effect size and direction for Arg/N-end and Ac/N-end QTLs. (**D**) Cumulative distribution of LOD scores for Arg/N-end and Ac/N-end QTLs. Figure 2—source data 1.All N-end rule QTLs."chr" = chromosome, "LOD" = logarithm of the odds, "QTL_CI_left" = left index of QTL confidence interval, "QTL_peak" = peak position of QTL, "QTL_CI_right" = right index of QTL confidence interval. Figure 2—source data 2.All distinct N-end rule QTL regions."chr" = chromosome, "QTL_CI_left" = left index of QTL confidence interval, "QTL_peak" = peak position of QTL, "QTL_right_CI" = right index of QTL confidence interval, "LOD" = logarithm of the odds, "RM_AFD" = RM allele frequency difference between high and low UPS activity pools.

Analysis of the set of UPS QTLs revealed several patterns. First, the RM allele was associated with higher UPS activity in a significant majority of UPS QTLs (89 out of 149, 60%, binominal test *p* = 0.021, Figure 2C), a result that is consistent with our observation that RM had higher UPS activity for 15 of 20 N-degrons (Figure 1D, Figure 1—source data 1). Second, the number and patterns of QTLs differed between the Ac/N-end and Arg/N-end pathways (Figure 2B, Figure 2—source data 1). The Ac/N-end pathway was affected by a significantly higher number of QTLs per reporter than the Arg/N-end pathway (9 vs 7, respectively, Wilcoxon test *p* = 0.021), while the QTLs with the largest effect sizes were found for the Arg/N-end pathway (Figure 2C / D, Figure 2—source data 1).

Third, multiple QTLs for distinct N-degrons occurred in close proximity and had the same direction of effect (Figure 2B), suggesting these QTLs may result from the same causal genes or variants. To better understand potential pleiotropy among the set of UPS activity QTLs, we computed overlap among the set of 149 UPS activity QTLs. We considered QTLs for distinct N-degrons overlapping when their peak position occurred within 100 kb and they had the same direction of effect (the sign of the RM allele frequency between the high and low UPS activity pools). Applying these criteria revealed that the 149 UPS activity QTLs were located at 35 distinct QTL regions (Figure 2—source data 2). Of these 35 regions, 23 (66%) affected only reporters from either the Arg/N-end (12) or Ac/N-end (11) pathways of the N-end rule (Figure 2—source data 2). Five of the 23 pathway-specific QTL regions affected only individual N-degrons (Figure 2—source data 2). Use of more lenient LOD score thresholds for QTL detection did not alter these general conclusions (Figure 2—source data 2, Supplementary file 2). Thus, the majority of QTLs for the N-end rule are pathway-specific, revealing considerable complexity in the genetics of UPS protein degradation.

### Multiple causal DNA variants in *UBR1* create substrate-specific effects on UPS activity

We leveraged the high degree of pathway specificity in our N-end rule QTLs to aid in the identification of causal genes in broad genomic QTL regions. A QTL on chromosome VII detected with 8 of 12 Arg/N-degron reporters (Figure 2B) was centered on *UBR1*, the E3 ligase that recognizes Arg/N-degrons and targets them for UPS protein degradation (Figure 3A). To determine whether *UBR1* contains causal DNA variants for UPS activity towards Arg/N-degrons, we used the CRISPR-swap allelic engineering method (Lutz et al., 2019) to create BY strains with RM *UBR1* alleles (see ‘Materials and methods’). Arg/N-degrons are classified as Type 1 or 2 depending on their Ubr1 binding site (Varshavsky, 2011; Bartel et al., 1990). The RM allele at the chromosome VII QTL was associated with decreased UPS activity towards Type 1 Arg/N-degrons and increased UPS activity towards Type 2 Arg/N-degrons (Figure 2B). We therefore tested the effects of the RM *UBR1* alleles on two Type 1 (asparagine [Asn] and aspartate [Asp]) and two Type 2 Arg/N-degrons (tryptophan [Trp] and phenylalanine [Phe]).

**Figure 3.**
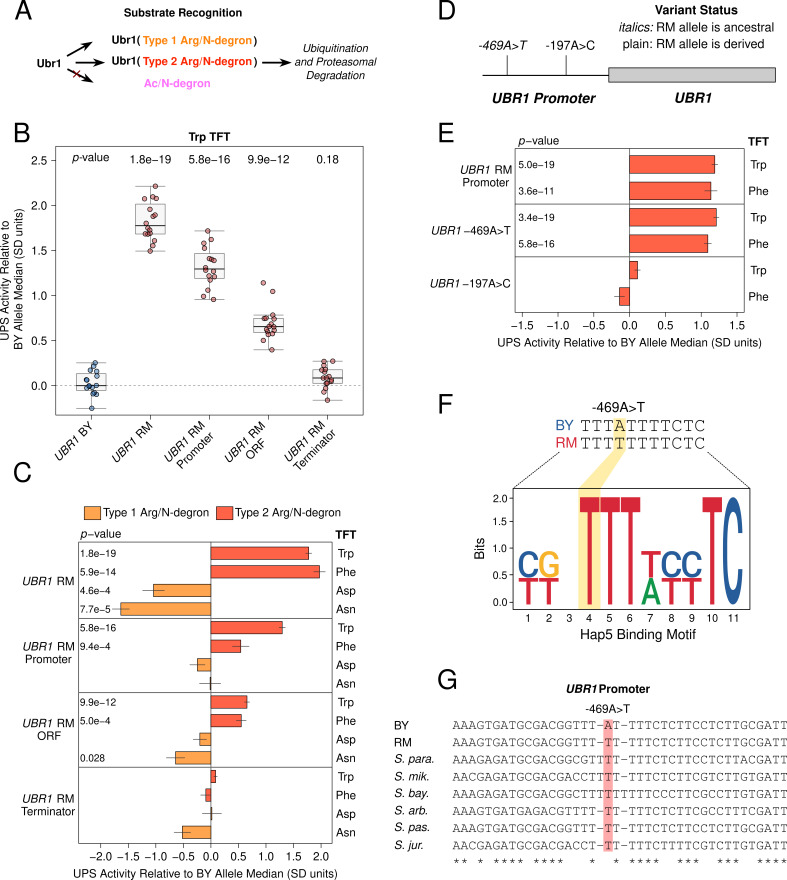
Substrate-specific effects of *UBR1* variants on the degradation of Arg/N-degrons. (**A**) Schematic illustrating Ubr1’s role in Arg/N-degron recognition. (**B**) Multiple causal DNA variants in *UBR1* shape UPS activity towards the Trp N-degron. The BY strain was engineered to contain full or partial RM *UBR1* alleles as indicated and UPS activity towards the Trp N-degron TFT was measured by flow cytometry. UPS activity was Z-score normalized and scaled relative to the median of a control BY strain engineered to contain the full BY *UBR1* allele. Each point in the plot shows the median of 10,000 cells for each of 16 independent biological replicates per strain. *p*-values at the top of the plot display the Benjamini-Hochberg corrected *p*-value for the t-test of the indicated strain versus the strain with the BY *UBR1* allele. Box plot center lines, box boundaries, and whiskers display the median, interquartile range, and 1.5 times the interquartile range, respectively. (**C**). Barchart summarizing the effects of RM *UBR1* alleles on UPS activity towards the indicated Type 1 and 2 Arg/N-degrons using data generated as in B. *p*-values in the plot display the Benjamini-Hochberg corrected *p*-value for the t-test of the indicated strain versus the control strain engineered to contain the BY *UBR1* allele. (**D**) Diagram of the individual BY / RM *UBR1* promoter variants. (**E**) as in C., but for the RM *UBR1* promoter and individual BY / RM *UBR1* promoter variants. (**F**) Sequence logo of the Hap5 binding motif created by the causal –469A>T *UBR1* promoter variant. (**G**) Multi-species alignment of the *UBR1* promoter at the causal –469A>T variant. Abbreviations: ‘*S. para.’*, *Saccharomyces paradoxus; ‘S. mik.’*, *Saccharomyces mikatae;* ‘*S. bay.’*, *Saccharomyces bayanus; ‘S. arb’*, *Saccharomyces arboricola; ‘S. pas.’*, *Saccharomyces pastorianus; ‘S. jur’*, *Saccharomyces jurei*.

**Figure 3—figure supplement 1.**
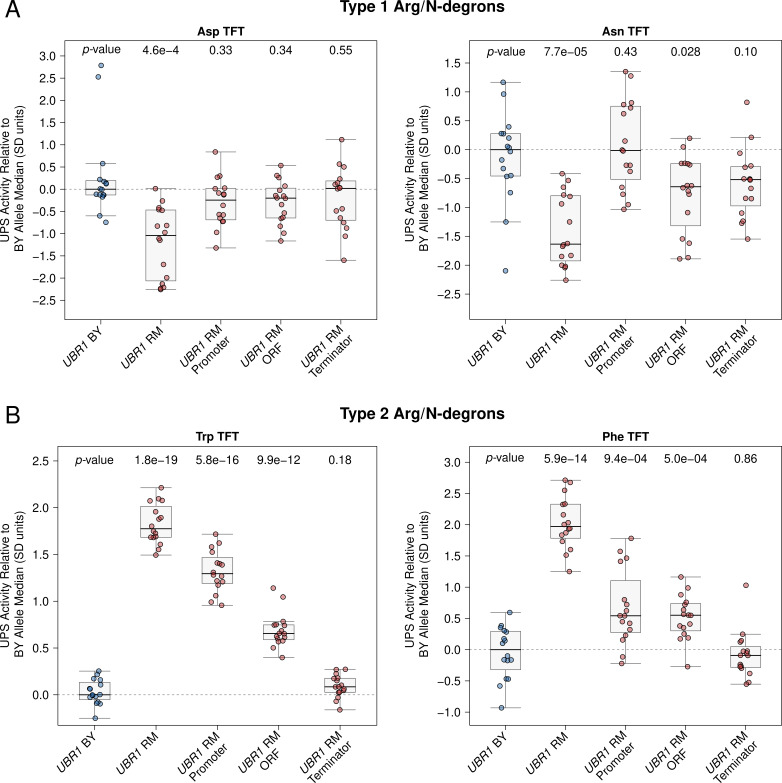
Raw *UBR1* full gene fine-mapping data. Raw *UBR1* full gene fine-mapping results. The BY strain was engineered to contain full or partial RM *UBR1* alleles as indicated and UPS activity towards the indicated Type 1 and Type 2 Arg/N-degron TFTs was measured by flow cytometry. UPS activity was Z-score normalized and scaled relative to the median of a control BY strain engineered to contain the full BY *UBR1* allele. Each point in the plot shows the median of 10,000 cells for each of 16 independent biological replicates per strain per reporter. *p*-values at the top of the plot display the Benjamini-Hochberg-corrected *p*-value for the t-test of the indicated strain versus the strain with the BY *UBR1* allele. Box plot center lines, box boundaries, and whiskers display the median, interquartile range, and 1.5 times the interquartile range, respectively. (**A**) UPS activity towards the indicated Type 1 Arg/N-degrons. (**B**) UPS activity towards the indicated Type 2 Arg/N-degrons.

**Figure 3—figure supplement 2.**
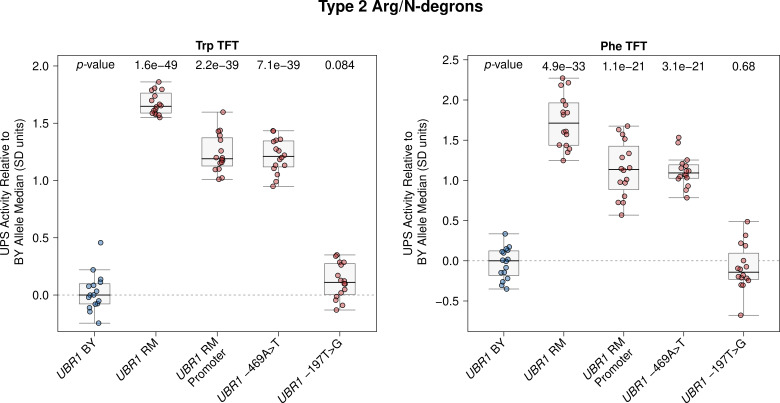
Raw *UBR1* promoter fine-mapping data. Fine-mapping the causal nucleotide in the *UBR1* promoter. The BY strain was engineered to carry the RM *UBR1* promoter or one of the two single nucleotide BY / RM *UBR1* promoter variants as indicated and UPS activity towards the Trp and Phe Type 2 Arg/N-degrons was measured by flow cytometry. UPS activity was Z-score normalized and scaled relative to the median of a control BY strain engineered to contain the full BY *UBR1* allele. Each point in the plot shows the median of 10,000 cells for each of 16 independent biological replicates per strain per reporter. *p*-values at the top of the plot display the Benjamini-Hochberg-corrected *p*-value for the t-test of the indicated strain versus the strain with the BY *UBR1* allele. Box plot center lines, box boundaries, and whiskers display the median, interquartile range, and 1.5 times the interquartile range, respectively.

**Figure 3—figure supplement 3.**
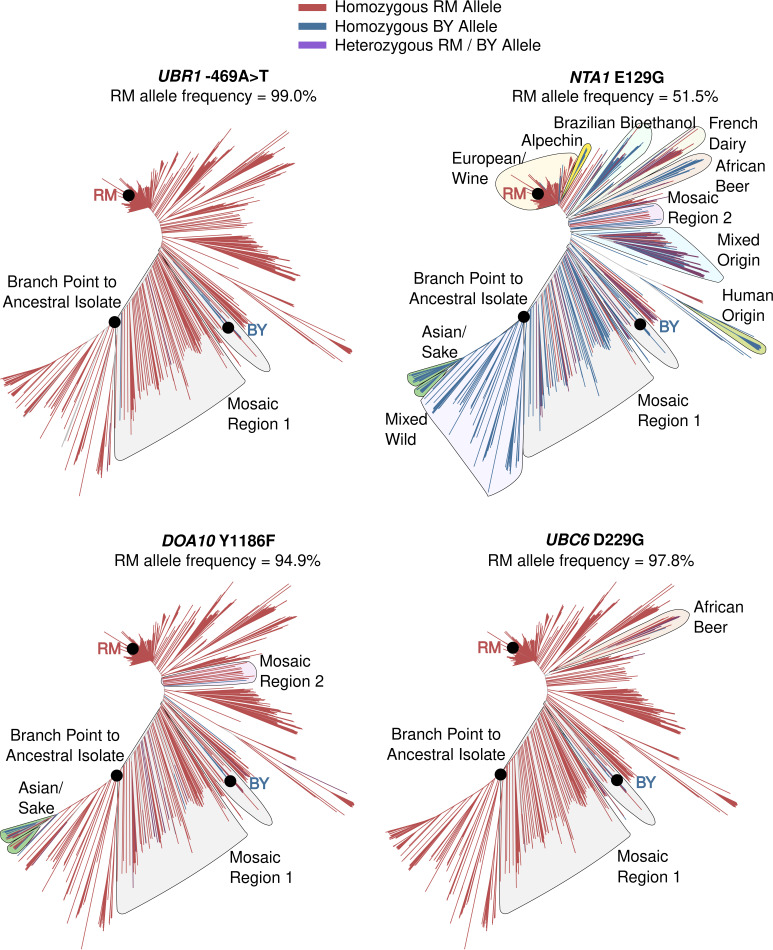
Population frequency and distribution of the causal *UBR1* –469A>T variant. Population frequencies and distribution of causal variants. Tree diagrams show genetic distance among a global panel of *S. cerevisiae* isolates with branches colored according to which allele a strain carries. Indicated clades with the BY allele for a causal DNA variant are outlined.

Consistent with our QTL mapping results, The RM *UBR1* allele significantly decreased the degradation rate of Type 1 Arg/N-degrons and increased the degradation rate of Type 2 Arg/N-degrons (corrected *p* < 0.05, Figure 3B/C, Figure 3—figure supplement 1). Thus, *UBR1* is a causal gene for the chromosome VII QTL, and BY / RM variants in *UBR1* differentially affect the degradation of Type 1 and 2 substrates of the Arg/N-end pathway.

QTL causal genes may contain multiple causal variants, making it necessary to test the effects of individual gene regions and variants in isolation (Lutz et al., 2019; Abell et al., 2022; Laurie-Ahlberg and Stam, 1987). We used CRISPR-swap to test the effect of partial RM *UBR1* alleles on UPS activity towards Type 1 Arg/N-degrons. The RM open-reading frame (ORF) significantly decreased the degradation of the Asn, but not the Asp TFT (Figure 3C, Figure 3—figure supplement 1). The RM *UBR1* promoter and terminator did not affect UPS activity towards either reporter (corrected *p *> 0.05, Figure 3C, Figure 3—figure supplement 1). Thus, variants in the RM *UBR1* ORF are the main determinant of the gene’s effects on the Asn N-degron, while the effects of the RM *UBR1* alleles on the Asp N-degron may be driven by epistatic interactions between variants in the promoter, ORF, and terminator.

The partial RM *UBR1* alleles had drastically different effects on the degradation of Type 2 Arg/N-degrons (Figure 3C). Both the RM *UBR1* promoter and ORF significantly increased UPS activity towards the Type 2 Trp and Phe Arg/N-degrons (corrected *p *< 0.05, Figure 3B/C, Figure 3—figure supplement 1). The RM *UBR1* terminator did not affect the degradation of either Type 2 Arg/N-degron (corrected *p >* 0.05, Figure 3B / C, Figure 3—figure supplement 1). Thus, the RM *UBR1* promoter and ORF each contain at least one causal variant that increases UPS activity towards Type 2 Arg/N-degron-containing substrates. Together with our Type 1 Arg/N-degron fine-mapping, these results establish that UPS activity QTLs can contain multiple causal DNA variants in a single gene that can differentially affect the turnover of distinct UPS substrates.

To identify individual causal variants, we tested the effect of the two BY / RM *UBR1* promoter variants (Figure 3D) on UPS activity towards Type 2 Arg/N-degrons. The –469A>T variant significantly increased the degradation rate of the Trp and Phe N-degrons (corrected *p <* 0.05, Figure 3E, Figure 3—figure supplement 2). By contrast, the –197T>G variant had no effect on either N-degron, establishing –469A>T as the causal nucleotide in the *UBR1* promoter (corrected *p >* 0.05, Figure 3E, Figure 3—figure supplement 2). The magnitude of the effect caused by –469A>T suggests that this variant accounts for the majority of *UBR1* effects on the degradation of Type 2 Arg/N-end substrates (Figure 3B/C/E, Figure 3—figure supplements 1 and 2).

To gain further insight into the causal –469A>T variant, we examined its molecular properties, evolutionary history and population frequency using genome sequence data from a panel of 1,011 *S. cerevisiae* strains (Peter et al., 2018). The BY allele of the causal –469A>T variant in the *UBR1* promoter disrupts a predicted binding site for the transcription activator Hap5 (Figure 3F) and decreased the output of a synthetic reporter in a massively parallel study of yeast promoter variants (Renganaath et al., 2020). BY carries the derived ‘A’ allele at –469A>T, which occurs in a poly(T) motif that is highly conserved across yeast species (Figure 3G). The population frequency of –469A>T is 1% and the variant is found in only in the Mosaic Region 1 clade that contains the BY strain (Figure 3—figure supplement 3). These results suggest the BY allele decreases UPS activity by decreasing *UBR1* expression, which we subsequently validated at the RNA and protein levels (Figure 5). Moreover, the derived status and low population frequency of the BY allele at position –469 suggests that it may negatively impact organismal fitness, a notion consistent with the generally deleterious consequences of reduced *UBR1* activity or expression (Zenker et al., 2006; Zenker et al., 2005; Chen et al., 2006).

### Causal variants in functionally diverse ubiquitin system genes influence UPS activity

Some of the QTLs with the largest effects were specific to distinct N-end rule pathways or substrates and centered on known ubiquitin system genes (Figure 2B). We used allelic engineering to test whether these genes contained causal DNA variants for UPS activity.

A QTL on chromosome X was specific to the Type 1 asparagine (Asn) N-degron of the Arg/N-end pathway (Figure 2B). The QTL’s peak occurred within *NTA1*, which encodes an amidase that converts N-terminal asparagine and glutamine residues to aspartate and glutamate, respectively (Figure 4A). This processing is necessary to convert Asn and Gln N-ends into functional N-degrons (Baker and Varshavsky, 1995). *NTA1* contains multiple BY / RM promoter variants and two missense variants that alter amino acids on the protein’s exterior surface (Figure 4B/D). Consistent with the chromosome X QTL effect, the full RM *NTA1* allele significantly increased the degradation rate of the Asn TFT (corrected *p <* 0.05, Figure 4C, Figure 4—figure supplement 1). The RM *NTA1* promoter did not alter the degradation rate of the Asn TFT (corrected *p *> 0.05, Figure 4C). Instead, the two BY / RM *NTA1* missense variants, D111E and E129G, both influenced degradation of the Asn TFT, but in opposite directions. D111E decreased the Asn TFT’s degradation, while, E129G increased it (corrected *p* < 0.05, Figure 4C, Figure 4—figure supplement 1). The effect of E129G was in the same direction as that of the chromosome X QTL and was approximately threefold greater than that of the effect of D111E (Figure 4C, Figure 4—figure supplement 1). Thus, at *NTA1*, one causal variant's large effect masks the opposing, smaller effect of a second causal variant.

**Figure 4.**
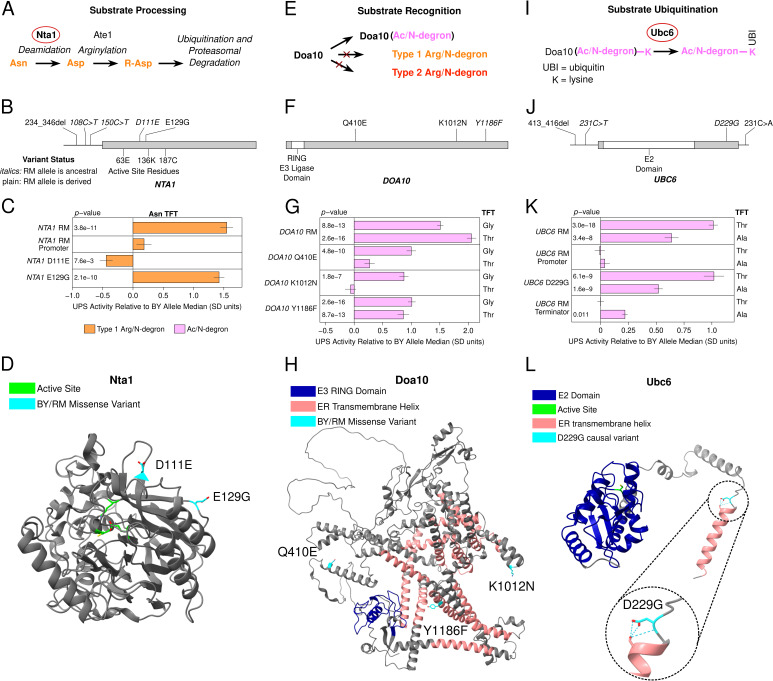
Identification of causal DNA variants for UPS activity in functionally diverse ubiquitin system genes. (**A**, **E**, and **I**). Schematics showing the role of Nta1 (**A**), Doa10 (**E**), and Ubc6 (**I**) in UPS substrate processing, recognition, and ubiquitination, respectively. (**B**, **F**, and **J**). Location of regulatory and missense BY / RM variants, as well as active sites and functional domains in the proteins encoded by *NTA1* (**B**), *DOA10* (**F**), and *UBC6* (**J**). **C**., **G**., and **K**. Fine-mapping results for *NTA1* (**C**), *DOA10* (**G**), and *UBC6* (**K**). Benjamini-Hochberg corrected *p*-values are shown for the t-test of the indicated strain versus a control BY strain engineered to contain the BY allele of each gene. AlphaFold predicted protein structures for Nta1 (**D**), Doa10 (**H**), and Ubc6 (**L**) are shown with causal DNA variants, functional domains, active sites, and transmembrane helices highlighted. The inset in L. shows a predicted hydrogen bonding network at residue 229 in the BY Ubc6 protein.

**Figure 4—figure supplement 1.**
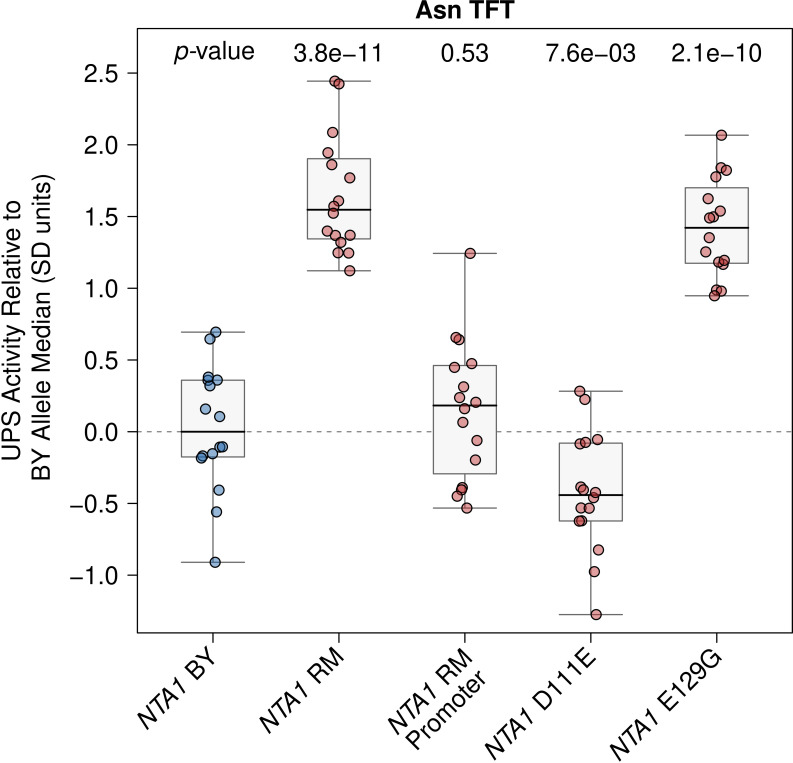
Raw *NTA1* fine-mapping data. The BY strain was engineered to contain full or partial RM *NTA1* alleles as indicated and UPS activity towards the Asn Arg/N-degron was measured by flow cytometry. UPS activity was Z-score normalized and scaled relative to the median of a control BY strain engineered to contain the full BY *NTA1* allele. Each point in the plot shows the median of 10,000 cells for each of 16 independent biological replicates per strain per reporter. *p*-values at the top of the plot display the Benjamini-Hochberg-corrected *p*-value for the t-test of the indicated strain versus the strain with the BY *NTA1* allele. Box plot center lines, box boundaries, and whiskers display the median, interquartile range, and 1.5 times the interquartile range, respectively.

**Figure 4—figure supplement 2.**
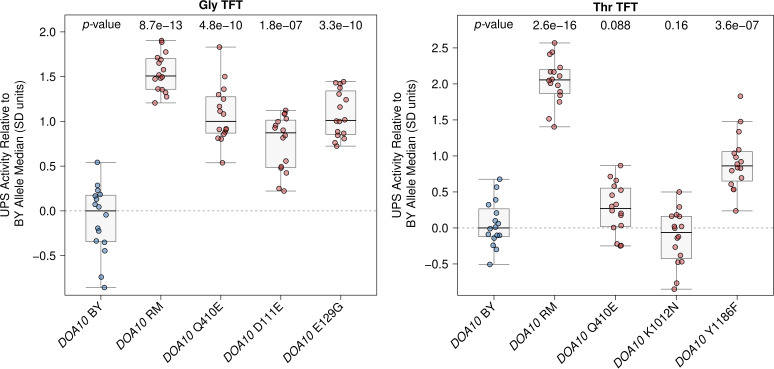
Raw *DOA10* fine-mapping data. The BY strain was engineered to contain full or partial RM *DOA10* alleles as indicated and UPS activity towards the Gly and Thr Ac/N-degrons was measured by flow cytometry. UPS activity was Z-score normalized and scaled relative to the median of a control BY strain engineered to contain the full BY *DOA10* allele. Each point in the plot shows the median of 10,000 cells for each of 16 independent biological replicates per strain per reporter. *p*-values at the top of the plot display the Benjamini-Hochberg-corrected *p*-value for the t-test of the indicated strain versus the strain with the BY *DOA10* allele. Box plot center lines, box boundaries, and whiskers display the median, interquartile range, and 1.5 times the interquartile range, respectively.

**Figure 4—figure supplement 3.**
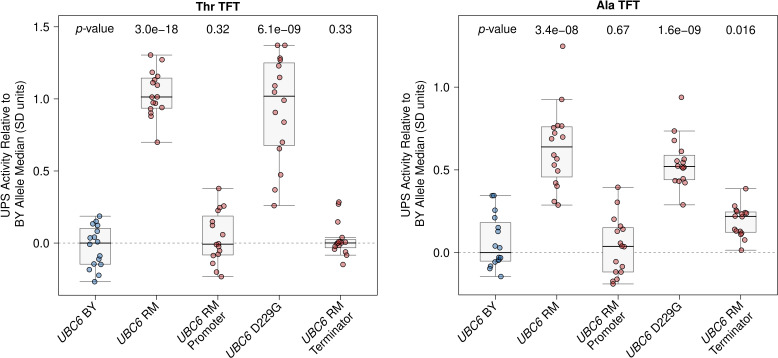
Raw *UBC6* fine-mapping data. The BY strain was engineered to contain full or partial RM *UBC6* alleles as indicated and UPS activity towards the Thr and Ala Ac/N-degrons was measured by flow cytometry. UPS activity was Z-score normalized and scaled relative to the median of a control BY strain engineered to contain the full BY *UBC6* allele. Each point in the plot shows the median of 10,000 cells for each of 16 independent biological replicates per strain per reporter. *p*-values at the top of the plot display the Benjamini-Hochberg-corrected *p*-value for the t-test of the indicated strain versus the strain with the BY *UBC6* allele. Box plot center lines, box boundaries, and whiskers display the median, interquartile range, and 1.5 times the interquartile range, respectively.

**Figure 4—figure supplement 4.**
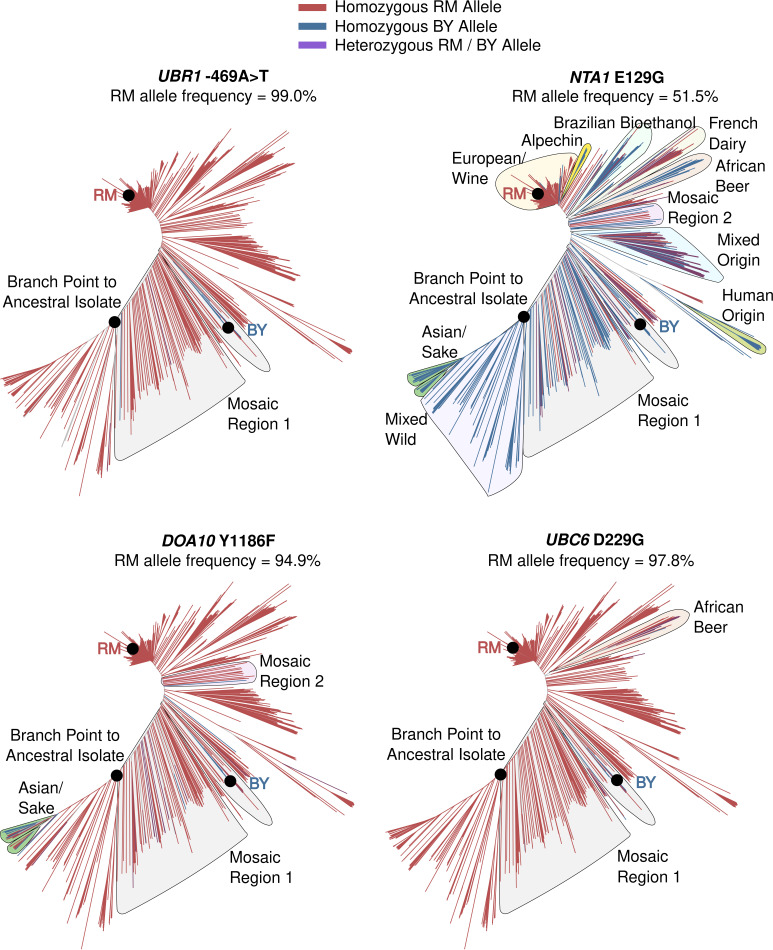
Population frequencies and distributions of causal variants. Tree diagrams show genetic distance among a global panel of *S. cerevisiae* isolates with branches colored according to which allele a strain carries. Indicated clades with the BY allele for a causal DNA variant are outlined.

A QTL on chromosome IX detected for 6 of 8 Ac/N-end degrons contained *DOA10*, the E3 ligase of the Ac/N-end rule pathway (Figure 4E). The effect size of this QTL varied between Ac/N-degrons. We therefore tested the glycine (Gly) and threonine (Thr) reporters to determine whether BY / RM *DOA10* variants exert substrate-specific effects on UPS activity. The RM *DOA10* allele contains three missense variants, Q410E, K1012N, and Y1186F, and does not contain promoter or terminator variants (Figure 4F/H). The full RM *DOA10* allele significantly increased the degradation of both the Gly and Thr TFTs (corrected *p *< 0.05, Figure 4G, Figure 4—figure supplement 2). When tested in isolation, all three BY / RM *DOA10* missense variants increased the degradation of the Gly TFT (corrected *p* < 0.05, Figure 4G, Figure 4—figure supplement 2). In contrast, only the Y1186F variant significantly increased the degradation of the Thr TFT (Figure 4G, Figure 4—figure supplement 2). The multiple causal variants and substrate-specific effects of individual *DOA10* variants further highlights the complex effects of variation in E3 ubiquitin ligases on UPS activity.

A QTL on chromosome V detected for 7 of 8 Ac/N-degrons contained *UBC6*, the E2 ubiquitin-conjugating enzyme of the Ac/N-end pathway. Ubc6 pairs with Doa10 to ubiquitinate substrates of the Ac/N-end pathway (Figure 4I; Chen et al., 1993; Sommer and Jentsch, 1993; Swanson et al., 2001). The RM *UBC6* allele contains a 3 base pair deletion in the promoter, one missense variant, and one terminator variant (Figure 4F). Using the threonine (Thr) and alanine (Ala) TFTs, we established that *UBC6* is a causal gene for this QTL (corrected *p *< 0.05, Figure 4K, Figure 4—figure supplement 3). The D229G missense variant altered UPS activity towards the alanine (Ala) and threonine (Thr) Ac/N-degrons (corrected *p *< 0.05, Figure 4K, Figure 4—figure supplement 3). The *UBC6* RM terminator also significantly increased the degradation rate of the Ala, but not Thr TFT, further establishing the substrate-specific effects of genetic variation on UPS activity (Figure 4K, Figure 4—figure supplement 3). Our results with *UBC6* show that genetic variation influences UPS activity through effects on substrate ubiquitination by E2 ubiquitin conjugating enzymes, as well as substrate recognition by the E3 ligases Ubr1 and Doa10 described above.

Knowledge of the causal nucleotides in *NTA1*, *DOA10*, and *UBC6* allowed us to examine their molecular properties, evolutionary histories, and population frequencies. A notable feature of causal missense variants was the distal location of their encoded amino acids relative to the active site of the corresponding protein (Figure 4D/H/L). The amino acids encoded by the *NTA1* causal variants occur on the protein’s exterior surface (Figure 4D), while those for the *DOA10* and *UBC6* causal variants occur in or near transmembrane helices that anchor these proteins to the endoplasmic reticulum membrane (Figure 4H/L). Thus, in addition to effects on ubiquitin system gene expression, such as with *UBR1* –469A>T, the molecular basis for the continuous distribution of variant effects on UPS activity may also involve subtle alterations to the stability, localization, or physical interactions of ubiquitin system proteins (Oh et al., 2020).

The BY alleles of the causal *DOA10* Y1186F and *UBC6* D229G variants are each derived, at low population frequencies (5.1% and 2.2%, respectively), and occur in only 3 non-BY clades (Figure 4—figure supplement 4), similar to the –469A>T *UBR1* variant. Given the generally deleterious effects of reduced UPS activity (Pohl and Dikic, 2019; Schwartz and Ciechanover, 1999), these variants may be subject to purifying selection. In contrast, the RM allele of the causal *NTA1* E129G variant is derived, common (51.5% population frequency), and found in most clades (Figure 4—figure supplement 4). The derived RM allele of the causal *NTA1* E129G variant may have been able to rise to comparatively high population frequency because deleting *NTA1* does not decrease competitive fitness (Baker and Varshavsky, 1995).

We examined additional QTLs to nominate candidate causal genes. The most frequently observed UPS QTL was detected for 8 of 8 Ac/N-end and 6 of 12 Arg/N-end TFTs and was located on chromosome XII in the immediate vicinity of a Ty1 insertion in the *HAP1* transcription factor in the BY strain (Figure 2B, Figure 2—source data 1; Gaisne et al., 1999). The Ty1 insertion in *HAP1* exerts highly pleiotropic effects on gene expression, altering the expression of 3,755 genes (Albert et al., 2018). Similarly, a QTL on chromosome XIV affected 10 of our 20 N-degron TFTs and contained the *MKT1* gene (Figure 2B, Figure 2—source data 1). *MKT1* encodes a multi-functional RNA binding protein involved in the post-transcriptional regulation of gene expression and is the causal gene for other QTLs previously mapped in the BY/RM cross (Jain et al., 2016; Wickner, 1987; Icho et al., 1986). *HAP1* and *MKT1* are the likely causal genes for the chromosome XII and XIV QTLs, showing that genetic variation may also shape UPS activity through indirect effects on genes with no known connection to the UPS.

Taken together, our analysis of causal genes and nucleotides illustrates the breadth and diversity of genetic influences on UPS activity. Each fine-mapped causal gene harbored multiple causal variants that may differentially affect distinct UPS substrates. Regulatory and missense variants in ubiquitin system genes that shape the full sequence of molecular events in protein ubiquitination, including substrate processing, recognition, and ubiquitination, alter UPS activity.

### Protein-specific effects of *UBR1* -469A>T on gene expression

Previous efforts to understand how genetic variation influences gene expression have revealed considerable discrepancies between genetic effects on mRNA versus protein abundance. Many gene expression QTLs alter protein abundance without detectable effects on mRNA levels (Battle et al., 2015; Ghazalpour et al., 2011; Mirauta et al., 2020; Albert et al., 2014; Brion et al., 2020; Chick et al., 2016; Cenik et al., 2015; Abell et al., 2022; Foss et al., 2011). We reasoned that protein-specific gene expression QTLs could arise through effects on UPS protein degradation. To test this idea and explore how variant effects on UPS activity influence other aspects of cellular physiology, we measured global gene expression at the protein and RNA levels in the same cultures of the BY strain and a BY strain engineered to contain the causal –469A>T RM allele in the *UBR1* promoter ("BY *UBR1* –469A>T"). 

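RNA was sequenced from 5 biological replicates of BY, a laboratory strain of *Saccharomyces cerevisiae*, and 5 of BY *UBR1* –469A>T, the same strain with the RM base at this promoter position. The paper's methods state that the 10 cultures were grown in parallel and harvested together, that polyadenylated RNA was prepared in strand-specific paired-end libraries in a single batch, and that RNA was extracted in batches that each held equal numbers of both strains. The authors trimmed and filtered the reads with fastp, pseudoaligned them to the yeast transcripts of Ensembl with Kallisto and deposited Kallisto's estimated count for each transcript, without normalization. Estimated counts summed to between 72105131 and 94432416 per BY library, with a median of 91098922, and to between 71103539 and 97644549 per BY *UBR1* –469A>T library, with a median of 90449801. The paper's own mean depth is 136725207 reads per sample before pseudoalignment, and the values here use the estimated counts. The counts were rounded to whole numbers, normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test, with 2 surrogate variables as covariates. The extraction batch and the optical density of each culture, which the paper's model also holds, were not used here. Fold changes are those of BY over BY *UBR1* –469A>T, as in Figure 5B, and a transcript is called differentially expressed at an adjusted p under 0.1 after Benjamini-Hochberg adjustment.

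Replicates of the same strain differed along 1 main axis, the first principal component of the libraries' deviations from their strain means, which held 60.3% of the variance within strains. In BY *UBR1* –469A>T, the position on this axis rose at each step of the replicate number, from -10.2 in replicate 1 to 23.1 in replicate 5. In BY it went from -16.5 in replicate 1 and -20.1 in replicate 2 to 11.6 in replicate 5. With each library placed on the axis, the mean position was -7.94 ± 12.8 (SD, n = 5) in BY and 7.94 ± 12.9 (SD, n = 5) in BY *UBR1* –469A>T, and an unpaired exact two-sided permutation test, which takes no account of the replicate number, gave p = 0.079. At each of the 5 numbers the BY *UBR1* –469A>T library lay higher than the BY library. The first surrogate variable, which is estimated from the same counts, largely follows this axis. The choice of covariates therefore sets how much of this variation counts as error in each test.

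**Figure D1:**
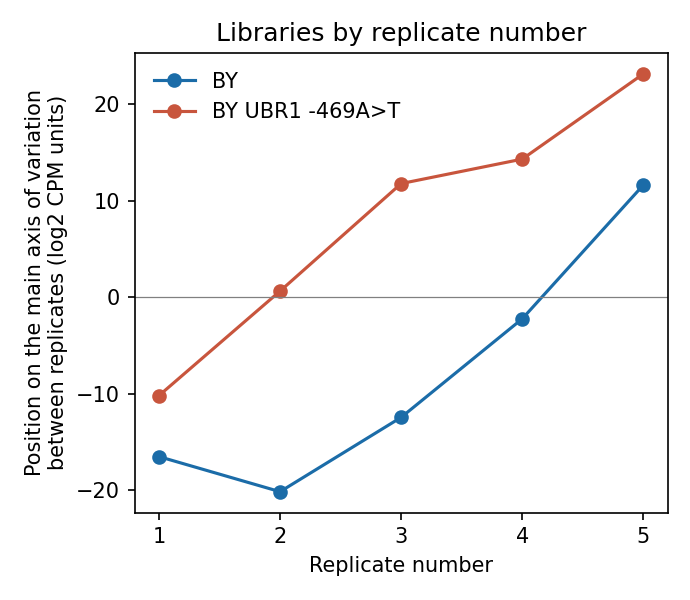
Position of each library on the main axis of variation between replicates (y axis, log2 CPM units) against its replicate number (x axis), with 5 BY libraries in blue and 5 BY *UBR1* –469A>T libraries in red. Positions run from -20.1 to 11.6 in BY and from -10.2 to 23.1 in BY *UBR1* –469A>T, and at each number the BY *UBR1* –469A>T library lies higher.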

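*UBR1* (YGR184C) lies on the minus strand of chromosome VII of the R64 assembly of the yeast genome, from 859901 to 865753. Counted upstream from the start codon, position –469 falls at 866222, in the 582 bp between *UBR1* and its upstream neighbor *TYS1* (YGR185C, from 866336 to 867520), and 114 bp from *TYS1*. On the strand of *UBR1*, the 51 bases centered on this position in the reference are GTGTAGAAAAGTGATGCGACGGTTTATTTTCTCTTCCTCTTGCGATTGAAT, with 25 bases on each side of the base that the edit exchanges. The *UBR1* transcript had 149 ± 10.2 normalized CPM (counts scaled to library size, SD, n = 5) in BY and 173 ± 8.70 (SD, n = 5) in BY *UBR1* –469A>T. In normalized CPM, every BY library lay below every BY *UBR1* –469A>T library (exact two-sided permutation test, p = 0.0079, the smallest p that 5 against 5 allow). This complete separation depended on the scaling. In the authors' TPM values, which are scaled within each library, the strains overlapped. BY ran from 9.46 to 11.6 and BY *UBR1* –469A>T from 11.2 to 12.8. With 2 surrogate variables as covariates, the log2 fold change was -0.21 (standard error 0.047, adjusted p = 0.019 from edgeR's quasi-likelihood test). The log2 fold change was -0.22 without surrogate variables (adjusted p = 0.16) and -0.22 with 1 surrogate variable (adjusted p = 0.20), above the threshold of 0.1 in both. Over its 21 alternatives the adjusted p ranged from 0.00066 to 0.20, and 17 of them were under the threshold. With each library left out in turn it stayed between -0.25, without BY *UBR1* –469A>T replicate 1, and -0.17, and without BY replicate 5 the adjusted p was 0.16.

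**Figure D2:**
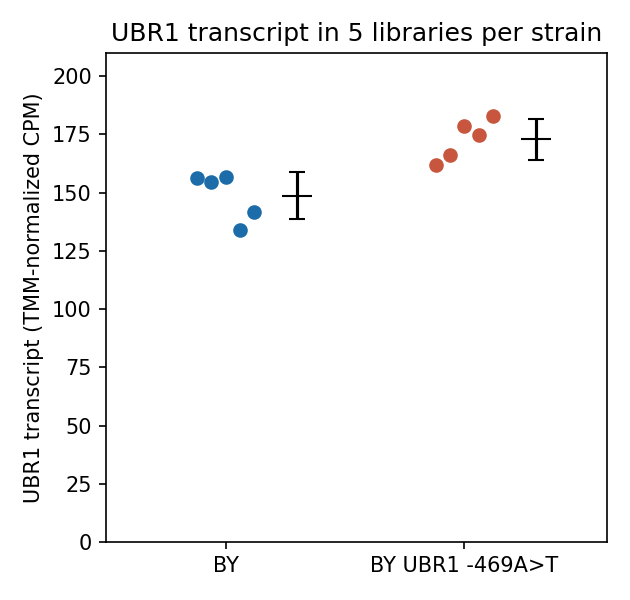
TMM-normalized CPM of the *UBR1* transcript (y axis) in each of the 5 BY libraries (blue) and the 5 BY *UBR1* –469A>T libraries (red), in order of replicate number, with the mean ± SD of each strain in black. BY libraries lie between 134 and 157 and BY *UBR1* –469A>T libraries between 162 and 183.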

As expected, the derived BY allele decreased *UBR1* protein and RNA levels (Figure 5A/B).

**Figure 5.**
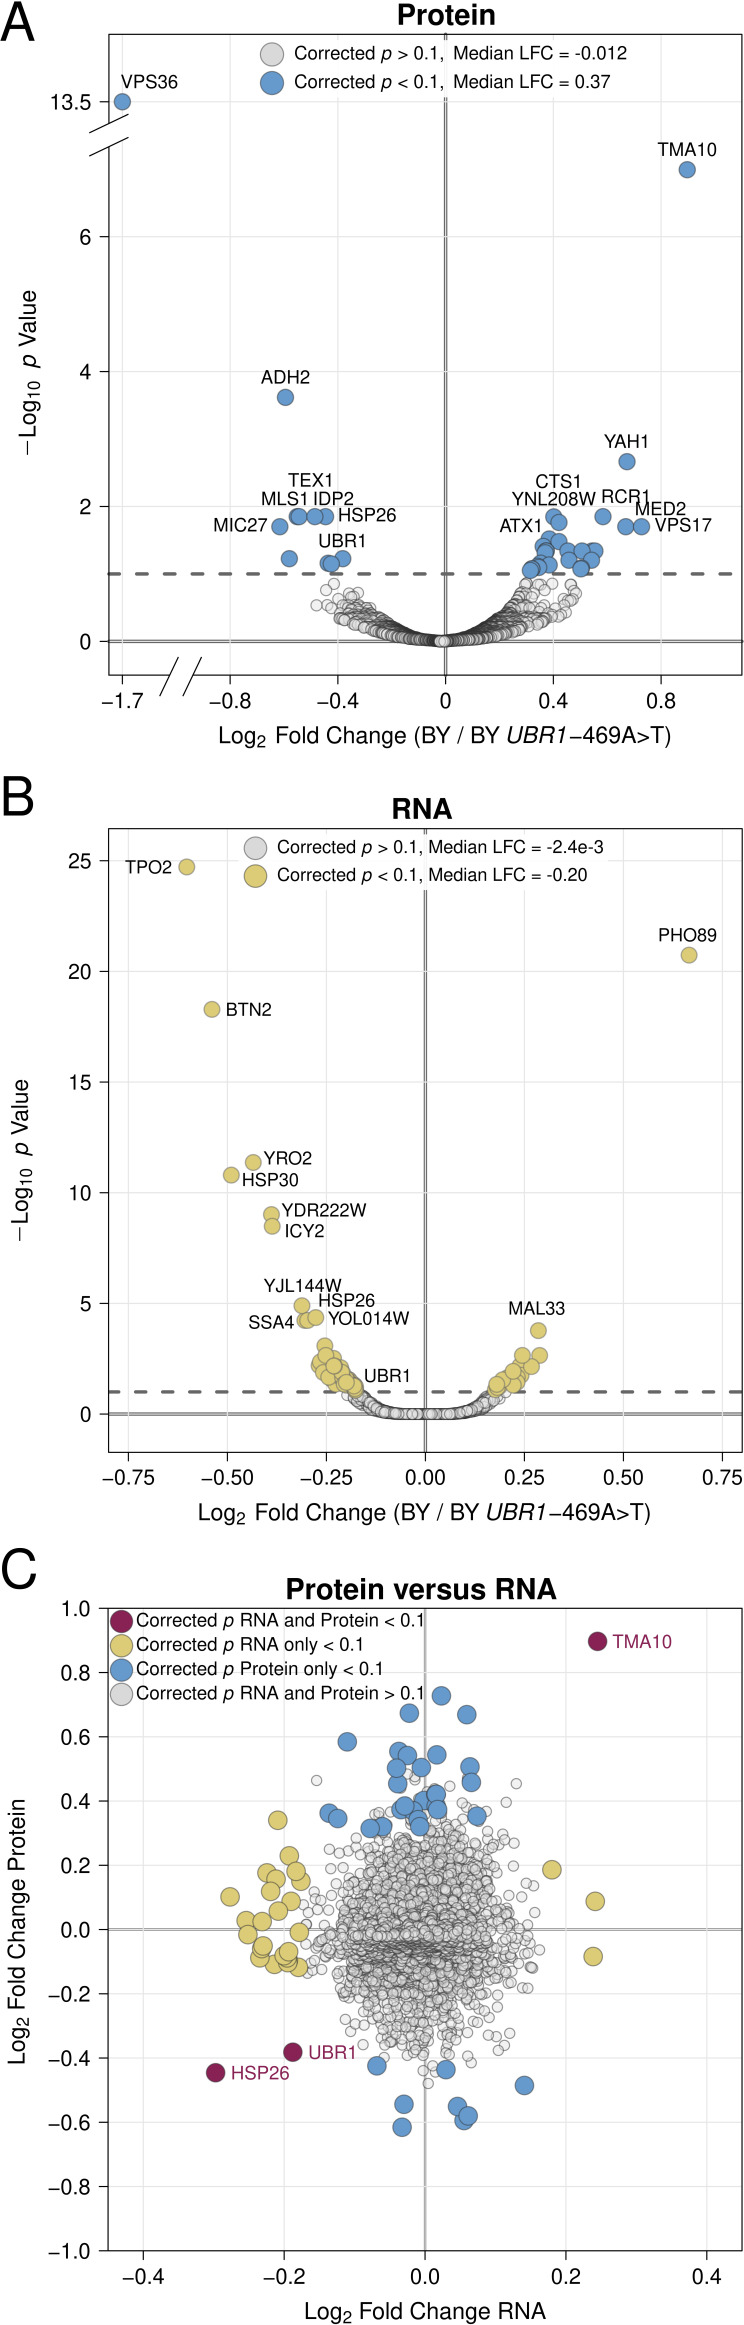
Proteomic and RNA-seq analysis of the effect of the *UBR1* –469A>T promoter variant on gene expression. (**A**) Protein fold-change versus statistical significance for BY versus BY *UBR1* –469A>T for all detected proteins. Differentially abundant proteins are shown in blue. (**B**) RNA fold-change versus statistical significance for BY versus BY *UBR1* –469A>T for all detected transcripts. Differentially expressed transcripts are shown in yellow. (**C**) Scatterplot comparing changes in protein and RNA abundance caused by *UBR1* –469A>T. "LFC" = log_2_ fold change. Figure 5—source data 1.Full proteomics results. Figure 5—source data 2.Full RNA-seq results.

**Figure 5—figure supplement 1.**
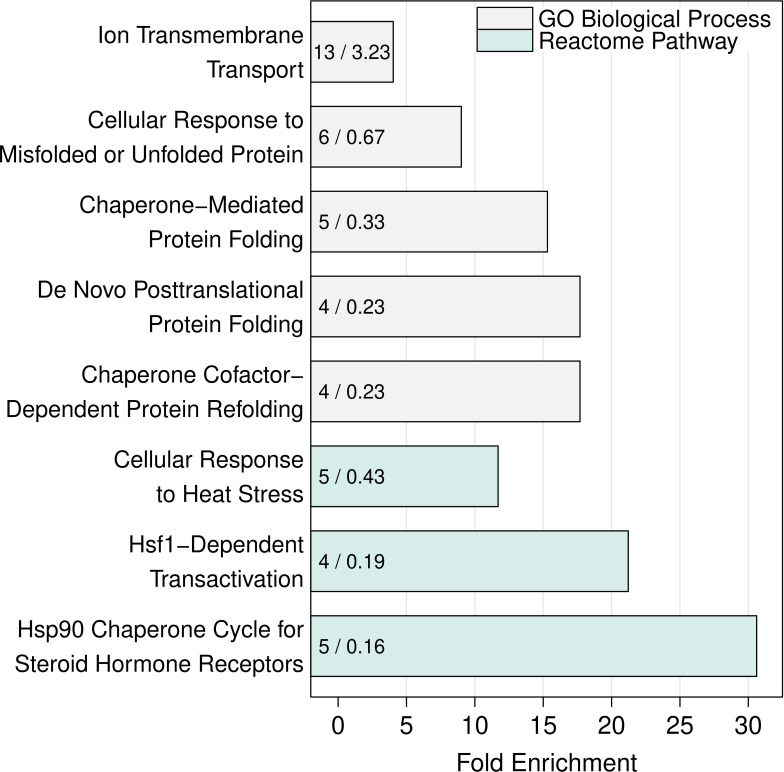
Over-represented GO biological processes and Reactome pathways in the set of differentially expressed transcripts. Barchart of significantly over-represented Gene Ontology Biological Process and Reactome Pathway terms identified using the list of differentially expressed mRNA transcripts between the wild-type BY strain and BY *UBR1* –469A>T. The numbers in the bars denote the observed (left) and expected (right) number of genes for a given process or pathway.

Out of 3,046 proteins quantified by mass spectrometry, 39 proteins were differentially abundant at a 10% FDR (Figure 5A, Figure 5—source data 1). Consistent with the reduced UPS activity conferred by the BY *UBR1* allele, a significant majority (28 of 39, 71%, binomial test *p* = 9.5e-3) of differentially abundant proteins were increased by the BY allele (Figure 5A, Figure 5—source data 1). The median log_2_ fold change across all proteins was –0.012, while for differentially abundant proteins, the median log_2_ fold change was 0.37 (Figure 5A, Figure 5—source data 1). No Gene Ontology or Reactome pathway terms were enriched in our set of differentially abundant proteins. This result is consistent with recent observations that sequence features, rather than biological function or subcellular localization are the primary determinants of substrate targeting by E3 ligases. (Kong et al., 2021; Christiano et al., 2020).

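At least 10 estimated counts in every library were required for testing, which 5987 of the transcripts in the deposited tables had and 625 did not. The condition on effective length, at least 1 base in every library, removed none, since the shortest effective length was 4.55 bases. The 5987 transcripts held 99.995% of the estimated counts in BY and 99.996% in BY *UBR1* –469A>T. The paper also removed genes by their transcript integrity number, which needs the aligned reads and was not applied here. Any count in any library was found for 6545 transcripts, and 5571 had at least 100 estimated counts in every library. The median standard error of a log2 fold change was 0.045 over the 5987 transcripts. Counts were simulated in 5 sets from the fitted means, spread and surrogate variable effects of these libraries. In each, 200 transcripts were changed by 0.5 or 1 on the log2 scale. Between 192 and 197 of them were called, with between 14 and 23 false calls. These sets follow the fitted model, so they do not show how many calls in the real libraries are false. Most real calls were also under 0.5 in size. Other splits of the real libraries into 5 and 5 gave a median of 0 calls and at most 1782.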

To determine whether differences in protein abundance were reflected at the mRNA level, we used RNA-seq to quantify the levels of 5,675 transcripts. A total of 78 transcripts were differentially expressed between BY and BY *UBR1* –469A>T at a 10% FDR (Figure 5B, Figure 5—source data 2). 

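At an adjusted p under 0.1 from edgeR's quasi-likelihood test, 1269 of the 5987 tested transcripts were differentially expressed between BY and BY *UBR1* –469A>T. Most of these differences were small. For 93.0% of the called transcripts the log2 fold change was under 0.5 in size, and for 11 it was over 1. Of the called transcripts, 147 had all 5 libraries of one strain above all 5 of the other. Among all tested transcripts 2.92% were separated in this way, against the 0.794% that chance gives. The number of calls depended on the covariates. Without surrogate variables no transcript passed the threshold, although 1400 had an unadjusted p under 0.05 in that test. The number was 43 with 1 surrogate variable and 1841 with 3. With replicate number as a block, which is not taken to pair the samples, it was 2373 without surrogate variables and 43 with 2. From the 1269, the number fell to 246 without BY replicate 5 and to 329 without BY *UBR1* –469A>T replicate 2.

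The transcript with the largest rise in BY was *PHO89* (YBR296C, chromosome II), with 90.0 ± 19.5 normalized CPM (SD, n = 5) in BY and 21.6 ± 11.9 (SD, n = 5) in BY *UBR1* –469A>T, a log2 fold change of 1.79 (standard error 0.21, adjusted p = 0.00079 from edgeR). Its neighbor *MAL33* (YBR297W) had a log2 fold change of 0.80 (standard error 0.094, adjusted p = 0.00079). Of the 13 transcripts labelled in Figure 5B, all were called here, and the lower ones included *TPO2* (YGR138C) at -1.69 (standard error 0.11) and *BTN2* (YGR142W) at -1.28 (standard error 0.091). Levels of these transcripts also differed widely between replicates of one strain. *TPO2* had 68.5 ± 68.4 normalized CPM (SD, n = 5) in BY and 286 ± 138 (SD, n = 5) in BY *UBR1* –469A>T. Outside the figure's labels, the largest separated rise was that of *RGI2*, at 1.05, followed by *ERR3* at 0.91, *HXT2* at 0.77, YLR462W at 0.77 and YAR073W at 0.70. *ERR3*, YLR462W and YAR073W have close relatives in the genome between which reads could be split, so their values are uncertain. The largest separated falls were those of YER053C-A at -1.18, *ROF1* at -0.74, *DDI3* at -0.65, *FES1* at -0.60 and *HMS1* at -0.58, and *DDI3* has a near-identical copy.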

Only three genes, *UBR1*, *HSP26*, and *TMA10*, showed significant and concordant changes at the RNA and protein levels (Figure 5C) and the overall correlation of log_2_ fold changes at the protein and mRNA levels was low, albeit significant (Pearson *r* = 0.064*, p *= 7.2e-4). In contrast to our proteomics results, the BY allele tended to decrease mRNA abundance, causing lower expression at a significant majority of differentially expressed genes (67 / 78, 86%, binomial test *p *= 2e-6, Figure 5B, Figure 5—source data 2). 

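*HSP26* (YBR072W) had 95.0 ± 23.9 normalized CPM (SD, n = 5) in BY and 152 ± 34.4 (SD, n = 5) in BY *UBR1* –469A>T, a log2 fold change of -0.76 (standard error 0.17, adjusted p = 0.018 from edgeR's quasi-likelihood test). *TMA10* (YLR327C) went the other way, with 561 ± 117 normalized CPM (SD, n = 5) in BY, 322 ± 148 (SD, n = 5) in BY *UBR1* –469A>T and a log2 fold change of 0.53 (standard error 0.071, adjusted p = 0.0014). Neither gene's libraries separated completely by strain, and exact two-sided permutation tests without covariates gave p = 0.024 for *HSP26* and p = 0.032 for *TMA10*. The paper's protein log2 fold changes are -0.45 for *HSP26*, 0.90 for *TMA10* and -0.38 for *UBR1*. Besides these 3, *BDH2*, *CYT2*, *CWP1* and *MED2* had a called transcript that moved in the direction of the paper's protein value, so that 7 genes were concordant here. These 4 are named because they passed the threshold, after their values were seen. Their log2 fold changes ran from 0.11 for *MED2* to 0.29 for *CWP1*, with adjusted p = 0.031 for *BDH2*, adjusted p = 0.078 for *CYT2*, adjusted p = 0.098 for *CWP1* and adjusted p = 0.081 for *MED2*. With DESeq2 in place of edgeR, 6 genes were concordant, and without BY replicate 5 only 1 was. Without surrogate variables 0 were (5 at an unadjusted p under 0.05), and with 1 surrogate variable 0 were (3 at an unadjusted p under 0.05). With the replicate block alone 9 genes were concordant, and 2 were when the 2 surrogate variables were added to it. The table of protein values used for these directions holds 1997 rows with 1047 more cut off, where the paper gives 3046 proteins, so no correlation between protein and transcript was computed. Its rows with an adjusted p under 0.1 number 39, as many as the paper counts.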

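Of the transcripts called here, 711 were lower in BY and 558 higher, so that 56.0% were lower (95% exact Clopper-Pearson interval 53.2% to 58.8%, two-sided binomial test against 50%, p = 1.9e-05). Transcripts are not independent of each other, so this p describes the set only. Among called transcripts whose libraries separated completely by strain, 81 were lower in BY and 66 higher. The direction depended on the scaling. With upper-quartile normalization in place of TMM, 579 of 1236 called transcripts were lower and 657 higher, and the share lower in BY was 46.8%. With DESeq2's size factors in edgeR it was 54.2%. With 1 surrogate variable, 30 of 43 called transcripts were lower in BY.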

The median log_2_ fold change across all transcripts was 0.0024, while at differentially expressed transcripts it was –0.20 (Figure 5B, Figure 5—source data 2). 

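Over all transcripts tested here, the median log2 fold change was -0.0012, with a spread between replicates of 0.0069 (SD of the libraries' own medians within strains). At the called transcripts it was -0.12, with a spread between replicates of 0.058, and at the other transcripts it was 0.0026. Upper-quartile normalization placed the median of the called transcripts on the other side of 0, at 0.10, and the median of all transcripts at 0.012. The median of the called transcripts was -0.25 with 1 surrogate variable and -0.21 without BY replicate 5, the fit with the lowest median among those that each left out 1 library.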

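*HSP30* (YCR021C, chromosome III) fell furthest among the chaperone transcripts that the paper names, with 151 ± 161 normalized CPM (SD, n = 5) in BY and 804 ± 435 (SD, n = 5) in BY *UBR1* –469A>T, a log2 fold change of -2.15 (standard error 0.24, adjusted p = 0.00061 from edgeR's quasi-likelihood test). Its replicates ran from 16.0 to 423 CPM in BY. *HSP82* (YPL240C, chromosome XVI) had 620 ± 195 normalized CPM in BY and 915 ± 54.7 in BY *UBR1* –469A>T (SD, n = 5 each), with all BY libraries below all BY *UBR1* –469A>T libraries and a log2 fold change of -0.55 (adjusted p = 0.0025 from edgeR). Reads of *HSP82* could be split with its near-identical relative *HSC82*. *HSP31* (YDR533C, chromosome IV) had a log2 fold change of -0.41 (standard error 0.095, adjusted p = 0.021 from edgeR). Without BY replicate 5, the adjusted p of *HSP31* was 0.16 and that of *HSP26* 0.15, and over the 21 alternatives these ranged from 6.1e-05 to 0.17 and from 7.7e-06 to 0.21. No Gene Ontology annotation was used here. Instead, 59 genes of the chaperone families were listed before the counts were examined, though with the paper's own RNA table already seen. Of these 59, 51 had a negative log2 fold change, 28 were called lower in BY and 1 higher, and the median log2 fold change was -0.13, and -0.12 with upper-quartile normalization. As a set they were lower in BY by camera with a preset correlation of 0.01 (adjusted p = 1.6e-10 over 5 sets), by fry (adjusted p = 0.00023) and by camera with the correlation estimated from the data (adjusted p = 0.022).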

Multiple GO proteostasis-related pathways were enriched among the differentially abundant transcripts (Figure 5—figure supplement 1), driven by the decreased transcript abundance for genes such as *UBR1* and the chaperones *HSP26*, *HSP30*, *HSP31*, and *HSP82* in BY. Our results add to the emerging view of complex, protein-specific influences of genetic variation on gene expression (Battle et al., 2015; Ghazalpour et al., 2011; Mirauta et al., 2020; Albert et al., 2014; Brion et al., 2020; Chick et al., 2016; Cenik et al., 2015; Abell et al., 2022; Foss et al., 2011). Specifically, a non-coding variant that decreases expression of a single E3 ubiquitin ligase increases the levels of dozens of proteins without detectable effects on transcript abundance, implicating genetic effects on UPS activity as a potentially prominent source of post-translational variation in gene expression.

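All of the 39 genes whose proteins the paper calls differentially abundant were among the transcripts tested here. With adjustment over all transcripts tested, 12 of the 39 transcripts were called. Adjusted over the list alone, 12 were called as well. The same fit called 1269 of all 5987 tested transcripts, so some calls are expected in any list of 39. Whether 12 is more than that was not tested. The median size of the log2 fold change over the list was 0.063. *VPS36*, whose protein has the largest fall among these 39 in the paper's table, at -1.72, had a transcript log2 fold change of 0.065 (standard error 0.034, adjusted p = 0.23 from edgeR's quasi-likelihood test). Of the 12 called transcripts, 7 moved in the direction of the protein and 5 against it, and in the full list 19 of the 39 had the sign of the protein's change. Those against it were *IDP2*, higher in BY as a transcript and lower as a protein, and *EGO4*, *FAF1*, *PST1* and *RCR1*, lower as transcripts and higher as proteins, all 5 named because of their values. The number called was 0 without surrogate variables (9 had an unadjusted p under 0.05 in that test), 11 with DESeq2 and 2 surrogate variables, and 3 without BY replicate 5. From the increase of many proteins without detectable effects on their transcripts, the paper proposes that genetic effects on the ubiquitin-proteasome system are a source of variation in gene expression that arises after translation.

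**Figure D3:**
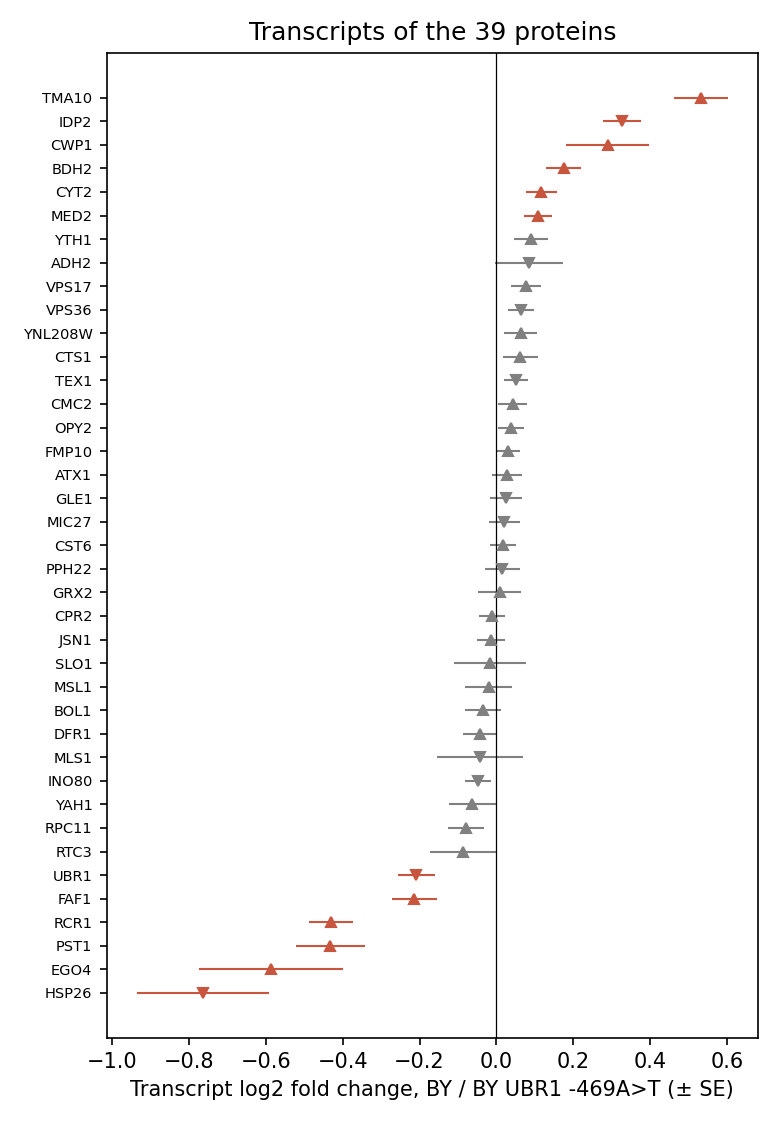
Transcript log2 fold change of BY over BY *UBR1* –469A>T (x axis, ± standard error) for the 39 genes with differentially abundant proteins, sorted by value. Triangles pointing up mark proteins higher in BY in the paper's table and triangles pointing down those lower, and red marks the 12 transcripts with an adjusted p under 0.1, which run from -0.76 for *HSP26* to 0.53 for *TMA10*.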

## Discussion

Protein degradation by the UPS is an essential biological process that influences virtually all aspects of eukaryotic cellular physiology (Hanna and Finley, 2007; Varshavsky, 2011; Schwartz and Ciechanover, 1999; Finley and Prado, 2020). Understanding the sources of variation in UPS activity thus has considerable implications for our understanding of numerous cellular and organismal traits, including human health and disease (Schmidt and Finley, 2014; Petrucelli and Dawson, 2004; Gomes, 2013; Schwartz and Ciechanover, 1999). Our statistically powerful, systematic genetic mapping of the N-end rule has revealed that individual genetic differences create heritable variation in UPS protein degradation. Genetic effects on UPS activity are numerous and comprise a continuous distribution of many loci with small effects and few loci of large effect (Figure 2), similar to other complex traits (Mackay et al., 2009; Ehrenreich et al., 2009). Previous efforts to understand how individual genetic differences cause variation in UPS activity have focused on individual disease-causing mutations in UPS genes (Gomes, 2013; Agarwal et al., 2010; Zenker et al., 2006; Deng et al., 2011; Kröll-Hermi et al., 2020). Our results show that these large-effect mutations in UPS genes sit atop one extreme of a continuous distribution of variant effects that is dominated by many loci of small effect. Aberrant UPS activity is a hallmark of many common diseases with a poorly-understood, complex genetic basis (Schmidt and Finley, 2014; Petrucelli and Dawson, 2004; Zheng et al., 2014). Our results raise the possibility that the effects of many common, small-effect alleles may contribute to the risk of these diseases through their effects on UPS activity.

Using genome engineering, we experimentally identified causal regulatory and missense variants in four functionally distinct ubiquitin system genes. A major function of the ubiquitin system is conferring specificity to UPS protein degradation (Komander and Rape, 2012; Johnson et al., 1992; Bett, 2016). Non-ubiquitinated proteins are blocked by the proteasome’s 19S regulatory particle from degradation by the 20S catalytic core (Inobe and Matouschek, 2014). The selective binding of ubiquitinated substrates by the 19S regulatory particle ensures that only proteins targeted for degradation enter the proteasome. The activity of the ubiquitin system towards distinct substrates is highly variable, even for proteins degraded by the same UPS pathway (Bachmair et al., 1986; Kats et al., 2018; Christiano et al., 2020). Consistent with these observations, the effects of causal ubiquitin system gene variants were highly substrate-specific (Figures 3 and 4). Our results raise the question of whether UPS protein degradation is also shaped by variation in proteasome genes and whether any such effects would be less substrate-specific than those in the ubiquitin system. Given the multiple QTLs arising from ubiquitin system genes, detecting genetic influences on proteasome activity may benefit from assays that can measure proteasome activity independently of the ubiquitin system.

The remarkable complexity in causal variants we uncovered underscores the challenge of predicting variant effects on UPS protein degradation. Similar to recent results (Lutz et al., 2022; Abell et al., 2022), each of the four QTL regions we fine-mapped contained multiple causal variants in a single gene (Figures 3 and 4). In the case of *NTA1*, we observed that the effect of the D111E variant was likely masked during QTL mapping by the larger effect of the E129G variant (Figure 4C), highlighting the need to test individual variants in isolation. Causal variants may also exert substrate-specific effects on UPS protein degradation. We observed multiple instances where the magnitude of a causal variant’s effect varied between substrates. In the case of *UBR1*, the RM *UBR1* ORF exerted significant, discrepant effects on the degradation of Arg/N-degrons (Figure 3C). Recent efforts have established that a protein’s sequence critically determines how its degradation is altered by changes in UPS activity (Christiano et al., 2020). Thus, a complete understanding of a given variant’s influence on UPS protein degradation will require testing its effect on the turnover of multiple substrates with diverse sequence compositions.

Our results suggest that genetic effects on UPS activity are an important source of post-translational variation in gene expression. A promoter variant that reduces UPS activity by decreasing *UBR1* expression alters the abundance of dozens of proteins without detectable effects on levels of the corresponding mRNA transcripts (Figure 5). Ubr1 and Doa10 target distinct sets of cellular proteins (Kats et al., 2018; Kong et al., 2021; Christiano et al., 2020). Their genes each contain multiple causal variants that differentially affected individual N-degrons and thus, potentially, endogenous cellular proteins. Similar effects arising from variation in the approximately 100 E3 ubiquitin ligases encoded in the *S. cerevisiae* genome (Finley et al., 2012) may help explain the numerous protein-specific gene expression QTLs (Battle et al., 2015; Brion et al., 2020; Albert et al., 2014; Mirauta et al., 2020). Such effects could be even more prevalent in the human genome, which encodes an estimated 600 E3 ubiquitin ligases (Li et al., 2008).

We have developed a generalizable framework for mapping genetic influences on protein degradation. Our results lay important groundwork for future efforts to understand how heritable differences in UPS activity contribute to variation in complex cellular and organismal traits, including the many diseases marked by aberrant UPS activity.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Saccharomyces cerevisiae)*	*UBR1*	Saccharomyces Genome Database (SGD)	YGR184C	edited to contain alternative alleles / variants
Gene (*S. cerevisiae*)	*DOA10*	SGD	YIL030C	edited to contain alternative alleles / variants
Gene (*S. cerevisiae*)	*UBC6*	SGD	YER100W	edited to contain alternative alleles / variants
Gene (*S. cerevisiae*)	*NTA1*	SGD	YJR062C	edited to contain alternative alleles / variants
Gene (*S. cerevisiae*)	*HIS3*	SGD	YOR202W	selectable marker for genome engineering
Gene (*S. cerevisiae*)	*LYP1*	SGD	YNL268W	selectable marker for genome engineering
Strain, strain background (*S. cerevisiae*)	BY4741	Leonid Kruglyak	YFA0040	Supplementary file 5
Strain, strain background (*S. cerevisiae*)	RM11.1a	Leonid Kruglyak	YFA0039	Supplementary file 5
Strain, strain background (*S. cerevisiae*)	recombinant progeny of BY4741 x RM11.1a	this study	SFA-	Supplementary file 5
Strain, strain background (*S. cerevisiae*)	strains with tandem fluorescent timer reporters	this study	YFA-	Supplementary file 5
Strain, strain background (*S. cerevisiae*)	strains lacking individual ubiquitin-proteasome system genes	this study	YFA-	Supplementary file 5
Strain, strain background (*S. cerevisiae*)	strains with alternative UPS gene alleles / variants	this study	YFA-	Supplementary file 5
Strain, strain background (*Escherichia coli*)	DH5α	New England Biolabs		for plasmid cloning and propagation
Recombinant DNA reagent	23 plasmids	this study	PFA-	Supplementary file 4
Recombinant DNA reagent	backbone plasmid	Addgene	35121	
Recombinant DNA reagent	backbone plasmid	Addgene	41030	
Recombinant DNA reagent	KanMX cassette	Wach et al., 1994; 10.1002/yea.320101310		selectable marker for genome engineering
Recombinant DNA reagent	NatMX cassette	Wach et al., 1994; 10.1002/yea.320101310		selectable marker for genome engineering
Sequence-based reagent	102 oligonucleotides	Integrated DNA Techologies	OFA-	Supplementary file 3
Commercial assay or kit	Nextera DNA Library Prep Kit	Illumina	FC-121– 1030	
Commercial assay or kit	EB Ultra II Directional RNA library kit for Illumina	New England Biolabs	E7760	
Commercial assay or kit	Monarch Gel Extraction kit	New England Biolabs	T1010L	
Commercial assay or kit	HiFi DNA Assembly Cloning Kit	New England Biolabs	E5520S	
Commercial assay or kit	TMT10plex Isobaric Label Reagent Set	ThermoFisher Scientific	90110	
Commercial assay or kit	ZR Fungal / Bacterial RNA Miniprep kit	Zymo Research	R2014	
Commercial assay or kit	Quick-96 DNA Plus kit	Zymo Research 10.1093/bioinformatics/btp324	D4070	
Software, algorithm	MULTIPOOL	Edwards and Gifford, 2012; 10.1186/1471-2105-13-S6-S8		
Software, algorithm	trimmomatic	Bolger et al., 2014 10.1093/bioinformatics/btu170		
Software, algorithm	kallisto	Bray et al., 2016; 10.1038/nbt.3519		
Software, algorithm	PANTHER	Mi et al., 2021; 10.1093/nar/gkaa1106		
Software, algorithm	fastp	Chen et al., 2018; 10.1093/bioinformatics/bty560		
Software, algorithm	RSeQC	Wang et al., 2012; 10.1093/bioinformatics/bts356		
Software, algorithm	Scaffold	https://www.proteomesoftware.com/		
Software, algorithm	Proteome Discoverer	Thermo Scientific		
Software, algorithm	AlphaFold	Jumper et al., 2021; 10.1038/s41586-021-03819-2		
Software, algorithm	Inkscape	https://inkscape.org		
Other	LSR II Flow Cytometer	BD		flow cytometry
Other	FACSAria II Cell Sorter	BD		cell sorting
Other	Orbitrap Fusion Tribrid MS-MS instrument	Thermo Scientific		mass spectrometry
Other	Next-Seq 550	Illumina		DNA / RNAsequencing

### Tandem fluorescent timer ubiquitin-proteasome system activity reporters

We used tandem fluorescent timers (TFTs) to measure ubiquitin-proteasome system (UPS) activity. TFTs are fusions of two fluorescent proteins (FPs) with distinct spectral profiles and maturation kinetics (Khmelinskii et al., 2012; Khmelinskii and Knop, 2014). In the most common implementation, a TFT consists of a faster maturing green fluorescent protein (GFP) and a slower maturing red fluorescent protein (RFP). Because the FPs in the TFT mature at different rates, the RFP / GFP ratio changes over time. If the degradation rate of a TFT exceeds the maturation rate of the RFP, the -log_2_ RFP / GFP ratio is directly proportional to the construct’s degradation rate (Khmelinskii and Knop, 2014; Khmelinskii et al., 2012). When fused to N-degrons, the TFT’s RFP / GFP ratio measures UPS N-end rule activity (Khmelinskii et al., 2012; Khmelinskii et al., 2014). The RFP / GFP ratio is also independent of the TFT’s expression level, (Khmelinskii et al., 2012; Khmelinskii and Knop, 2014; Kong et al., 2021) preventing confounding from genetic effects on reporter expression in genetically diverse cell populations.

We used fluorescent proteins from previously characterized TFTs in our experiments (Khmelinskii et al., 2016; Khmelinskii and Knop, 2014; Khmelinskii et al., 2012; Khmelinskii et al., 2014). superfolder GFP (Pédelacq et al., 2006) (sfGFP) was used as the faster maturing FP in all TFTs. sfGFP matures in approximately 5 min and has excitation and emission maximums of 485 nm and 510 nm, respectively (Pédelacq et al., 2006). The slower maturing FP in each TFT was either mCherry or mRuby. mCherry matures in approximately 40 min and has excitation and emission maximums of 587 nm and 610 nm, respectively (Shaner et al., 2004). mRuby matures in approximately 170 min and has excitation and emission maximums of 558 nm and 605 nm, respectively (Kredel et al., 2009). All TFT fluorescent proteins are monomeric. We separated green and red FPs in each TFT with an unstructured 35 amino acid linker sequence to minimize fluorescence resonance energy transfer (Khmelinskii et al., 2012).

### Construction of Arg/N-end and Ac/N-end pathway TFTs

To generate TFT constructs with defined N-terminal amino acids, we used the ubiquitin-fusion technique (Bachmair et al., 1986; Varshavsky, 2005; Varshavsky, 2011), which involves placing a ubiquitin moiety immediately upstream of a sequence encoding the desired N-degron. During translation, ubiquitin-hydrolases cleave the ubiquitin moiety, exposing the N-degron (Figure 1A). We synthesized DNA (Integrated DNA Technologies [IDT], Coralville, Iowa, USA) encoding the *Saccharomyces cerevisiae* ubiquitin sequence and a peptide linker sequence derived from *Escherichia coli* ß-galactosidase previously used to identify components of the Arg/N-end and Ac/N-end pathways (Bachmair et al., 1986). The peptide linker sequence is unstructured and contains internal lysine residues required for ubiquitination and degradation by the UPS (Bachmair et al., 1986; Hwang et al., 2010). Peptide linkers encoding the 20 possible N-terminal amino acids were made by PCR amplifying the linker sequence using oligonucleotides encoding each unique N-terminal amino acid (Supplementary file 3).

We then devised a general strategy to assemble TFT-containing plasmids with defined N-terminal amino acids (Figure 1—figure supplement 2). We first obtained sequences encoding each reporter element by PCR or DNA synthesis. We codon-optimized the sfGFP, mCherry, mRuby, and the TFT linker sequences for expression in *S. cerevisiae* using the Java Codon Adaptation Tool (JCaT) (Grote et al., 2005) and synthesized DNA fragments encoding each sequence (IDT). We used the *TDH3* promoter to drive expression of each TFT reporter. The *TDH3* promoter was PCR-amplified from Addgene plasmid #67639 (a gift from John Wyrick). We used the *ADH1* terminator in all TFT constructs, which we PCR amplified from Addgene plasmid #67639. We used the KanMX cassette (Wach et al., 1994), which confers resistance to G418, as the selection module for all TFT constructs and obtained this sequence by PCR amplification from Addgene plasmid #41030 (a gift from Michael Boddy). Thus, each construct has the general structure of *TDH3* promoter, N-degron, linker sequence, TFT, *ADH1* terminator, and the KanMX resistance cassette (Figure 1—figure supplement 2). Based on the half-lives of N-degrons (Bachmair et al., 1986; Hwang et al., 2010; Varshavsky, 2011), we used the mCherry-sfGFP TFT for all Arg/N-end constructs and the mRuby-sfGFP TFT for all Ac/N-end constructs.

We used Addgene plasmid #35121 (a gift from John McCusker) to construct all TFT plasmids. Digesting this plasmid with BamHI and EcoRV restriction enzymes produces a 2,451 bp fragment that we used as a vector backbone for TFT plasmid assembly. We obtained a DNA fragment containing 734 bp of sequence upstream of the *LYP1* start codon, a SwaI restriction site, and 380 bp of sequence downstream of the *LYP1* stop codon by DNA synthesis (IDT). We performed isothermal assembly cloning using the New England Biolabs (NEB; Ipswich, MA, USA) HiFi Assembly Cloning Kit (NEB) to insert the *LYP1* homology sequence into the BamHI/EcoRV digest of Addgene plasmid #35121 to create the final backbone plasmid BFA0190 (Supplementary file 4). We then combined SwaI digested BFA0190 and the components of each TFT reporter and used the NEB HiFi Assembly Kit (NEB) to produce each TFT plasmid. The 5’ and 3’ *LYP1* sequences in each TFT contain naturally-occurring SacI and BglII restriction sites, respectively. We digested each TFT plasmid with SacI and BglII (NEB) to obtain a linear DNA transformation fragment (Figure 1—figure supplement 2). The flanking *LYP1* homology and KanMX module in each TFT construct allows selection for reporter integration at the *LYP1* locus using G418 (Goldstein and McCusker, 1999) and the toxic amino acid analogue thialysine (S-(2-aminoethyl)-L-cysteine hydrochloride) (Zwolshen and Bhattacharjee, 1981; Baryshnikova et al., 2010; Kuzmin et al., 2016). The sequence identity of all assembled plasmids was verified by Sanger sequencing. The full list of plasmids used in this study is found in Supplementary file 4.

### Yeast strain handling

We used two strains of the yeast *Saccharomyces cerevisiae* to characterize our TFT reporters and perform genetic mapping of UPS activity. The haploid BY strain (genotype: *MATa his3Δ ho*Δ) is closely related to the *S. cerevisiae* S288C laboratory strain. The second mapping strain, RM, was originally isolated from a California vineyard and is haploid with genotype *MATa can1Δ::STE2pr-SpHIS5 his3Δ::NatMX AMN1-BY hoΔ::HphMX URA3-FY*. BY and RM differ at 1 nucleotide per 200 base pairs on average, such that approximately 45,000 single nucleotide variants (SNVs) between the strains can serve as markers in a genetic mapping experiment (Albert et al., 2014; Brion et al., 2020; Ehrenreich et al., 2009; Ehrenreich et al., 2010).

We built additional strains for characterizing our UPS activity reporters by deleting individual UPS genes from the BY strain. Each deletion strain was constructed by replacing the targeted gene with the NatMX cassette (Goldstein and McCusker, 1999), which confers resistance to the antibiotic nourseothricin. We PCR amplified the NatMX cassette from Addgene plasmid #35121 using primers with homology to the 5’ upstream and 3’ downstream sequences of the targeted gene. The oligonucleotides for each gene deletion cassette amplification are listed in Supplementary file 3. We created a BY strain lacking the *UBR1* gene, which encodes the Arg/N-end pathway E3 ligase Ubr1. We refer to this strain hereafter as ‘BY *ubr1*Δ’. We created a BY strain (‘BY *doa10*Δ’) lacking the *DOA10* gene that encodes the Ac/N-end pathway E3 ligase Doa10. Finally, we created a BY strain (‘BY *rpn4*Δ’) lacking the *RPN4* that encodes the proteasome transcription factor Rpn4. Table 1 lists these strains and their full genotypes. Supplementary file 5 contains the complete list of strains used in this study.

**Table 1.** Strain genotypes.

Short Name	Genotype	Antibiotic Resistance	Auxotrophies
BY	*MATa his3*Δ *ho*Δ		histidine
RM	*MATα can1*Δ*::STE2pr-SpHIS5*	clonNAT, hygromycin	histidine
	*his3*Δ::*NatMX ho*Δ::*HphMX*		
BY *rpn4Δ*	*MATa his3*Δ *ho*Δ *rpn4*Δ::*NatMX*	clonNAT	histidine
BY *ubr1Δ*	*MATa his3*Δ *ho*Δ *ubr1*Δ::*NatMX*	clonNAT	histidine
BY *doa10Δ*	*MATa his3*Δ *ho*Δ *doa10*Δ::*NatMX*	clonNAT	histidine

Table 2 describes the media formulations used for all experiments. Synthetic complete amino acid powders (SC -lys and SC -his -lys -ura) were obtained from Sunrise Science (Knoxville, TN, USA). Where indicated, we added the following reagents at the indicated concentrations to yeast media: G418, 200 mg/mL (Fisher Scientific, Pittsburgh, PA, USA); clonNAT (nourseothricin sulfate, Fisher Scientific), 50 mg/L; thialysine (S-(2-aminoethyl)-L-cysteine hydrochloride; MilliporeSigma, St. Louis, MO, USA), 50 mg/L; canavanine (L-canavanine sulfate, MilliporeSigma), 50 mg/L.

**Table 2.** Media formulations.

Media Name	Abbreviation	Formulation
Yeast-Peptone-Dextrose	YPD	10 g/L yeast extract
		20 g/L peptone
		20 g/L dextrose
Synthetic Complete	SC	6.7 g/L yeast nitrogen base
		1.96 g/L amino acid mix -lys
		20 g/L dextrose
Haploid Selection	SGA	6.7 g/L yeast nitrogen base
		1.74 g/L amino acid mix -his -lys -ura
		20 g/L dextrose
Sporulation	SPO	1 g/L yeast extract
		10 g/L potassium acetate
		0.5 g/L dextrose

### Yeast transformation

We used a standard yeast transformation protocol to construct reporter control strains and build strains with UPS activity reporters (Gietz and Schiestl, 2007). In brief, we inoculated yeast strains growing on solid YPD medium into 5 mL of YPD liquid medium for overnight growth at 30°C. The following morning, we diluted 1 mL of saturated culture into 50 mL of fresh YPD and grew the cells for 4 hr. The cells were then successively washed in sterile ultrapure water and transformation solution 1 (10 mM Tris HCl [pH 8.0], 1 mM EDTA [pH 8.0], and 0.1 M lithium acetate). At each step, we pelleted the cells by centrifugation at 3000 rpm for 2 min in a benchtop centrifuge and discarded the supernatant. The cells were suspended in 100 μL of transformation solution 1 along with 50 μg of salmon sperm carrier DNA and 300 ng of transforming DNA. The cells were incubated at 30 for 30 min and 700 μL of transformation solution 2 (10 mM Tris HCl [pH 8.0], 1 mM EDTA [pH 8.0], and 0.1 M lithium acetate in 40% polyethylene glycol [PEG]) was added to each tube, followed by a 30-min heat shock at 42°C. We then washed the transformed cells in sterile, ultrapure water. We added 1 mL of liquid YPD medium to each tube and incubated the tubes for 90 min with rolling at 30°C to allow for expression of the antibiotic resistance cassettes. After washing with sterile, ultrapure water, we plated 200 μL of cells on solid SC -lys medium with G418 and thialysine, and, for strains with the NatMX cassette, clonNAT. For each strain, we streaked multiple independent colonies (biological replicates) from the transformation plate for further analysis as indicated in the text. We verified reporter integration at the targeted genomic locus by colony PCR (Ward, 1992). The primers used for these experiments are listed in Supplementary file 3.

### Yeast mating and segregant populations

We created populations of genetically variable, recombinant cells ("segregants") for genetic mapping using a modified synthetic genetic array (SGA) approach (Baryshnikova et al., 2010; Kuzmin et al., 2016). We first mated BY strains with a given UPS activity reporter to RM by mixing freshly streaked cells of each strain on solid YPD medium. For each UPS activity reporter, we mated two independently-derived clones (biological replicates) to the RM strain. Cells were grown overnight at 30°C and we selected for diploid cells (successful BY-RM matings) by streaking mated cells onto solid YPD medium with G418 (which selects for the KanMX cassette in the TFT in the BY strain) and clonNAT (which selects for the NatMX cassette in the RM strain). We inoculated 5 mL of YPD with freshly streaked diploid cells for overnight growth at 30°C. The next day, we pelleted the cultures, washed them with sterile, ultrapure water, and resuspended the cells in 5 mL of SPO liquid medium (Table 2). We sporulated the cells by incubating them at room temperature with rolling for 9 days. After confirming sporulation by brightfield microscopy, we pelleted 2 mL of culture, washed cells with 1 mL of sterile, ultrapure water, and resuspended cells in 300 μL of 1 M sorbitol containing 3 U of Zymolyase lytic enzyme (United States Biological, Salem, MA, USA) to degrade ascal walls. Digestions were carried out at 30°C with rolling for 2 hr. We then washed the spores with 1 mL of 1 M sorbitol, vortexed for 1 min at the highest intensity setting, resuspended the cells in sterile ultrapure water, and confirmed the release of cells from ascii by brightfield microscopy. We plated 300 μl of cells onto solid SGA medium containing G418 and canavanine. This media formulation selects for haploid cells with (1) a UPS activity reporter via G418, (2) the *MATa* mating type via the *Schizosaccharomyces pombe HIS5* gene under the control of the *STE2* promoter (which is only active in *MATa* cells), and (3) replacement of the *CAN1* gene with *S. pombe HIS5* via the toxic arginine analog canavanine (Baryshnikova et al., 2010; Kuzmin et al., 2016). Haploid segregant populations were grown for 2 days at 30°C and harvested by adding 10 mL of sterile, ultrapure water and scraping the cells from each plate. We pelleted each cell suspension by centrifugation at 3000 rpm for 10 min and resuspended the cells in 1 mL of SGA medium. We added 450 μL of 40% (v/v) sterile glycerol solution to 750 μL of segregant culture and stored samples in screw cap cryovials at -80°C. We stored two independent sporulations of each reporter (derived from our initial matings) as independent biological replicates.

### Flow cytometry

We measured UPS activity by flow cytometry as follows. Yeast strains were manually inoculated into 400 μL of liquid SC -lys medium with G418 and grown overnight in 2 mL 96-well plates at 30°C with 1000 rpm mixing using a MixMate (Eppendorf, Hamburg, Germany). The following morning, we inoculated a fresh 400 μL of G418-containing SC -lys media with 4 μL of each saturated culture. Cells were grown for an additional 3 hr prior to analysis by flow cytometry. All flow cytometry experiments were performed on an LSR II flow cytometer (BD, Franklin Lakes, NJ, USA) equipped with a 20 mW 488 nm laser with 488/10 and 525/50 filters for measuring forward/side scatter and sfGFP, respectively, as well as a 40 mW 561 nm laser and a 610/20 filter for measuring mCherry and mRuby. Table 3 lists the parameters and settings that were used for all flow cytometry and fluorescence-activated cell sorting (FACS) experiments. We recorded 10,000 cells each from 8 independent biological replicates per strain for our analyses of BY, RM, and reporter control strains.

**Table 3.** Flow cytometry and FACS settings.

Parameter	Laser Line (nm)	Laser Setting (V)	Filter
forward scatter (FSC)	488	500	488/10
side scatter (SSC)	488	275	488/10
sfGFP	488	500	525/50
mCherry	561	615	610/20
mRuby	561	615	610/20

We analyzed flow cytometry data using R (R Foundation for Statistical Computing, Vienna Austria) and the flowCore R package (Hahne et al., 2009). We first filtered each flow cytometry dataset to include only those cells within 10% ± the forward scatter (a proxy for cell size) median. We empirically determined that this gating approach captured the central peak of cells in the FSC histogram. It also removed cellular debris, aggregates of multiple cells, and restricted our analyses to cells of the same approximate size. We observed that the TFT’s output changed with the passage of time during flow cytometry experiments. We used the residuals of a loess regression of the TFT’s output on time to correct for this effect, similar to a previously-described approach (Brion et al., 2020).

To characterize our TFT reporters, we used the following analysis steps. We extracted the median -log_2_ RFP / GFP ratio from each of 10,000 cells per strain per reporter. These values were Z-score normalized relative to the sample lowest degradation rate (typically the E3 ligase deletion strain). Following this transformation, the strain with lowest degradation rate has a degradation rate of approximately 0 and the now-scaled RFP / GFP ratio is directly proportional to the construct’s degradation rate. To compare degradation rates between strains and individual UPS activity reporters, we then converted scaled RFP/GFP ratios to Z scores, which we report as "Normalized UPS Activity". Statistical significance was assessed using a one-way ANOVA with Tukey’s HSD post-hoc test.

For fine-mapping causal genes and variants for UPS activity QTLs, we used the following approach. We extracted the median -log_2_ RFP / GFP ratio from each of 10,000 cells per strain per reporter. These values were Z-score normalized relative to the median of the control strain (a BY strain engineered to contain the BY allele of a candidate causal gene). Statistical significance was assessed using a t-test of each experimental strain versus the control strain with Benjamini-Hochberg correction for multiple testing (Benjamini and Hochberg, 1995).

### Fluorescence-activated cell sorting

We selected populations of segregants for QTL mapping using a previously described approach for isolating phenotypically extreme cell populations by FACS (Albert et al., 2014; Brion et al., 2020). Segregant populations were thawed approximately 16 hr prior to cell sorting and grown overnight in 5 mL of SGA medium containing G418 and canavanine. The following morning, 1 mL of cells from each segregant population was diluted into a fresh 4 mL of SGA medium containing G418 and canavanine. Segregant cultures were then grown for an additional 4 hours prior to sorting. All FACS experiments were carried out using a FACSAria II cell sorter (BD). We used plots of side scatter (SSC) height by SSC width and forward scatter (FSC) height by FSC width to remove doublets from each sample. We then filtered cells on the basis of FSC area, restricting our sorts to ±7.5% of the central FSC peak, which we empirically determined excluded cellular debris and aggregates while encompassing the primary haploid cell population. Finally, we defined a fluorescence-positive population by comparing each segregant population to negative control BY and RM strains without TFTs. We collected pools of 20,000 cells each from three gates drawn on each segregant population:

1. The 2% lower tail of the UPS activity distribution
2. The 2% upper tail of the UPS activity distribution
3. Fluorescence-positive cells without selection on UPS activity (“null pools”), which were used to determine the false positive rate of the QTL mapping method (see below)

We collected cell pools from two independent biological replicates (spore preparations) for each reporter. Each pool of 20,000 cells was collected into sterile 1.5 mL polypropylene tubes containing 1 mL of SGA medium and grown overnight at 30°C with rolling. The next day, we mixed 750 μL of cells with 450 μL of 40% (v/v) glycerol and stored this mixture in 2 mL 96-well plates at −80°C.

### Genomic DNA isolation and library preparation

We extracted genomic DNA from sorted segregant pools for whole-genome sequencing. Deep-well plates containing glycerol stocks of sorted segregant pools were thawed and 800 μL of each sample was pelleted by centrifugation at 3,700 rpm for 10 min. We discarded the supernatant and resuspended cell pellets in 800 μL of a 1 M sorbitol solution containing 0.1 M EDTA, 14.3 mM β-mercaptoethanol, and 500 U of Zymolyase lytic enzyme to digest cell walls prior to DNA extraction. The digestion reaction was carried out by resuspending cell pellets with mixing at 1,000 rpm for 2 min followed by incubation for 2 hr at 37°C. When the digestion reaction finished, we discarded the supernatant, resuspended cells in 50 μL of phosphate buffered saline, and used the Quick-DNA 96 Plus kit (Zymo Research, Irvine, CA, USA) to extract genomic DNA. We followed the manufacturer’s protocol to extract genomic DNA with the following modifications. We incubated cells in a 20 mg/mL proteinase K solution overnight with incubation at 55°C. After completing the DNA extraction protocol, we eluted DNA using 40 μL of DNA elution buffer (10 mM Tris-HCl [pH 8.5], 0.1 mM EDTA). The DNA concentration for each sample was determined using the Qubit dsDNA BR assay kit (Thermo Fisher Scientific, Waltham, MA, USA) in a 96 well format using a Synergy H1 plate reader (BioTek Instruments, Winooski, VT, USA).

We used a previously-described approach to prepare libraries for short-read whole-genome sequencing on the Illumina Next-Seq platform (Albert et al., 2014; Brion et al., 2020). We used the Nextera DNA library kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions with the following modifications. For the tagmentation reaction, 5 ng of genomic DNA from each sample was diluted in a master mix containing 4 μL of Tagment DNA buffer, 1 μL of sterile molecular biology grade water, and 5 μL of Tagment DNA enzyme diluted 1:20 in Tagment DNA buffer. The tagmentation reaction was run on a SimpliAmp thermal cycler (Thermo Fisher Scientific) using the following parameters: 55°C temperature, 20 μL reaction volume, 10 min incubation. To prepare libraries for sequencing, we added 10 μL of the tagmentation reaction to a master mix containing 1 μL of an Illumina i5 and i7 index primer pair mixture, 0.375 μL of ExTaq polymerase (Takara Bio, Mountain View, CA, USA), 5 μL of ExTaq buffer, 4 μL of a dNTP mixture, and 29.625 μL of sterile molecular biology grade water. We generated all 96 possible index oligo combinations using 8 i5 and 12 i7 index primers. The library amplification reaction was run on a SimpliAmp thermal cycler with the following parameters: initial denaturation at 95°C for 30 s, then 17 cycles of 95°C for 10 s (denaturation), 62°C for 30 s (annealing), and 72°C for 3 min (extension). We quantified the DNA concentration of each reaction using the Qubit dsDNA BR assay kit (Thermo Fisher Scientific) and pooled 10 μL of each reaction. This pooled mixture was run on a 2% agarose gel and we extracted and purified DNA in the 400 bp to 600 bp region using the Monarch Gel Extraction Kit (NEB) according to the manufacturer’s instructions.

### Whole-genome sequencing

We submitted pooled, purified DNA libraries to the University of Minnesota Genomics Center (UMGC) for Illumina sequencing. Prior to sequencing, UMGC staff performed three quality control (QC) assays. Library concentration was determined using the PicoGreen dsDNA quantification reagent (Thermo Fisher Scientific) with libraries at a concentration of 1 ng/μL passing QC. Library size was determined using the Tapestation electrophoresis system (Agilent Technologies, Santa Clara, CA, USA) with libraries in the range of 200–700 bp passing QC. Library functionality was determined using the KAPA DNA Library Quantification kit (Roche, Penzberg, Germany), with libraries with a concentration greater than 2 nM passing. All submitted libraries passed each QC assay. We submitted 7 libraries for sequencing at different times. Libraries were sequenced on a NextSeq 550 instrument (Illumina). Depending on the number of samples, we used the following output settings. For libraries with 70 or more samples (2 libraries), 75 bp paired end sequencing was performed in high-output mode to generate approximately 360 × 10^6^ reads. For libraries with 50 or fewer samples (5 libraries), 75 bp paired end sequencing was performed in mid-output mode to generate approximately 120 × 10^6^ reads. Average read coverage of the genome ranged from 9 to 35 with a median coverage of 28 across all libraries. Sequence data de-multiplexing was performed by UMGC. Whole-genome sequencing data have been deposited into the NIH Sequence Read Archive under Bioproject accession PRJNA881749.

### Raw whole-genome sequencing data processing

We calculated allele frequencies from our whole-genome sequencing data using the following pipeline. We initially filtered reads to include only those reads with mapping quality scores greater than 30. We aligned the filtered reads to the *S. cerevisiae* reference genome (version sacCer3) using BWA (Li and Durbin, 2009a) (command: ‘mem -t 24’). We then used samtools (Li et al., 2009b) to remove unaligned reads, non-uniquely aligned reads, and PCR duplicates (command: ‘samtools rmdup -S’). Finally, we produced vcf files containing coverage and allelic read counts at each of 18,871 high-confidence, reliable SNPs (Bloom et al., 2013; Ehrenreich et al., 2010) (command: ‘samtools mpileup -vu -t INFO/AD -l’). Because the BY strain is closely related to the S288C genome reference *S. cerevisiae* strain, we considered BY alleles reference and RM alleles alternative alleles.

### QTL mapping

We identified QTLs from sequence data following established procedures for bulk segregant analysis (Ehrenreich et al., 2010; Albert et al., 2014; Brion et al., 2020). Allele counts in the vcf files generated above were provided to the MULTIPOOL algorithm (Edwards and Gifford, 2012). MULTIPOOL computes logarithm of the odds (LOD) scores by comparing two models: (1) a model in which the high and low UPS activity pools come from one from common population and thus share the same frequency of the BY and RM allele, and (2) a model in which these pools come from two populations with two different allele frequencies, indicating the presence of a QTL. We identified QTLs as genomic regions exceeding an empirically-derived significance threshold (see below). We used MULTIPOOL with the following settings: bp per centiMorgan = 2,200, bin size = 100 bp, effective pool size = 1,000. As in previous QTL mapping in the BY/RM cross by bulk segregant analysis (Albert et al., 2014; Brion et al., 2020), we excluded variants with allele frequencies higher than 0.9 or lower than 0.1 (Albert et al., 2014; Brion et al., 2020). We also used MULTIPOOL to estimate confidence intervals for each significant QTL, which we defined as a 2-LOD drop from the QTL peak position. To visualize QTLs and gauge their effects, we also computed the RM allele frequency differences (ΔAF) at each site between our high and low UPS activity pools. Because allele frequencies are affected by random counting noise, we used loess regression to smooth the allele frequency for each sample before computing ΔAF. We used the smoothed values to plot the ΔAF distribution along the genome and as a measure of QTL effect size.

### Null sorts and empirical false discovery rate estimation

We used "null" segregant pools (fluorescence-positive cells with no selection on UPS activity) to empirically estimate the false discovery rate (FDR) of our QTL mapping method. Because these cells are obtained as two pools from the same null population in the same sample, any ΔAF differences between them are the result of technical noise or random variation. We permuted these null comparisons across segregant pools with the same UPS activity reporter for a total of 112 null comparisons. We define the "null QTL rate" at a given LOD threshold as the number of QTLs that exceeded the threshold in these comparisons divided by the number of null comparisons. To determine the FDR for a given LOD score, we then determined the number of QTLs for our experimental comparisons (high UPS activity versus low UPS activity). We define the "experimental QTL rate" as the number of experimental QTLs divided by the number of experimental comparisons. The FDR is thus computed as follows:

$$null\;QTL\;rate=\frac{n.\;null\;QTLs}{n.\;null\;comparisons}$$

$$experimental\;QTL\;rate=\frac{n.\;experimental\;QTLs}{n.\;experimental\;comparisons}$$

$$FDR=\frac{null\;QTL\;rate}{experimental\;QTL\;rate}$$

We evaluated the FDR over a LOD range of 2.5–10 in 0.5 LOD increments. We found that a LOD value of 4.5 led to a null QTL rate of 0.0625 and an FDR of 0.507%. We used this value as our significance threshold for QTL mapping and further filtered our QTL list by excluding QTLs that were not detected in each of two independent biological replicates. Replicating QTLs were defined as those whose peaks were within 100 kb of each other on the same chromosome with the same direction (positive or negative) of RM allele frequency difference between high and low UPS activity pools.

### QTL fine-mapping by allelic engineering

We used ‘CRISPR-Swap’ (Lutz et al., 2019), a two-step method for scarless allelic editing, to fine-map QTLs to the level of their causal genes and nucleotides. In the first step of CRISPR-Swap, a gene of interest (GOI) is deleted and replaced with a selectable marker. In the second step, cells are co-transformed with (1) a plasmid that expresses CRISPR-cas9 and a guide RNA targeting the selectable marker and (2) a repair template encoding the desired allele of the GOI.

We used CRISPR-Swap to generate BY strains harboring either RM alleles or chimeric BY/RM alleles of several genes, as described below. To do so, we first replaced the gene of interest in BY with the NatMX selectable marker by transforming a PCR product encoding the NatMX cassette with 40 bp overhangs at the 5’ and 3’ ends of the targeted gene. To generate *GOI*Δ::*NatMX* transformation fragments, we PCR amplified NatMX from Addgene plasmid #35121 with the primers listed in Supplementary file 3 using Phusion Hot Start Flex DNA polymerase (NEB). The NatMX cassette was transformed into the BY strain using the methods described above and transformants were plated onto YPD medium containing clonNAT. We verified the deletion of each gene of interest from single-colony purified transformants by colony PCR (primer sequences listed in Supplementary file 3).

We then modified the original CRISPR-Swap plasmid (PFA0055, Addgene plasmid #131774) to replace its *LEU2* selectable marker with the *HIS3* selectable marker, creating plasmid PFA0227 (Supplementary file 4). To build PFA0277, we first digested PFA0055 with restriction enzymes BsmBI-v2 and HpaI to remove the *LEU2* selectable marker. We synthesized the *S. cerevisiae HIS3* selectable marker from plasmid pRS313 (Sikorski and Hieter, 1989) with 20 base pairs of overlap to BsmBI-v2/HpaI-digested PFA0055 on both ends. We used this synthetic *HIS3* fragment and BsmBI-v2/HpaI-digested PFA0055 to create plasmid PFA0227 by isothermal assembly cloning using the HiFi Assembly Cloning Kit (NEB) according to the manufacturer’s instructions. In addition to the *HIS3* selectable marker, PFA0227 contains the cas9 gene driven by the constitutively active *TDH3* promoter and a guide RNA, gCASS5a, that directs cleavage of a site immediately upstream of the *TEF* promoter used to drive expression of the MX series of selectable markers (Goldstein and McCusker, 1999; Lutz et al., 2019). We verified the sequence of PFA0227 by Sanger sequencing.

We used genomic DNA from BY and RM strains as a template to PCR amplify repair templates for CRISPR-Swap. Genomic DNA was extracted from BY and RM strains using the ‘10-min prep’ protocol (Hoffman and Winston, 1987). We amplified full-length repair templates from RM and BY containing each GOI’s promoter, open-reading frame (ORF), and terminator using Phusion Hot Start Flex DNA polymerase (NEB). We also created chimeric repair templates containing combinations of BY and RM alleles using PCR splicing by overlap extension (Horton et al., 1989). Table 4 lists the repair templates used for CRISPR swap. The sequence of all repair templates was verified by Sanger sequencing.

**Table 4.** CRISPR-swap repair templates.

Gene	Allele Name	Promoter	ORF	Terminator
*UBR1*	*UBR1* BY	BY	BY	BY
*UBR1*	*UBR1* RM	RM	RM	RM
*UBR1*	*UBR1* RM promoter	RM	BY	BY
*UBR1*	*UBR1* RM ORF	BY	RM	BY
*UBR1*	*UBR1* RM terminator	BY	BY	RM
*UBR1*	*UBR1* -469A>T	–469, RM; all other, BY	BY	BY
*UBR1*	*UBR1* -197T>G	–197, RM; all other, BY	BY	BY
*DOA10*	*DOA10* BY	BY	BY	BY
*DOA10*	*DOA10* RM	RM	RM	RM
*DOA10*	*DOA10* Q410E	BY	1228, RM; all other, BY	BY
*DOA10*	*DOA10* K1012N	BY	3036, RM; all other, BY	BY
*DOA10*	*DOA10* Y1186F	BY	3557, RM; all other, BY	BY
*NTA1*	*NTA1* BY	BY	BY	BY
*NTA1*	*NTA1* RM	RM	RM	RM
*NTA1*	*NTA1* RM promoter	RM	BY	BY
*NTA1*	*NTA1* D111E	RM	331, RM; all other, BY	BY
*NTA1*	*NTA1* E129G	RM	386, RM; all other, BY	BY
*UBC6*	*UBC6* BY	BY	BY	BY
*UBC6*	*UBC6* RM	RM	RM	RM
*UBC6*	*UBC6* RM promoter	RM	BY	BY
*UBC6*	*UBC6* D229G	BY	1686, RM; all other, BY	BY
*UBC6*	*UBC6* RM terminator	BY	BY	RM

To create allele swap strains, we co-transformed BY strains with 200 ng of plasmid PFA0227 and 1.5 μg of GOI repair template. Transformants were selected and single colony purified on synthetic complete medium lacking histidine and then patched onto solid YPD medium. We tested each strain for the desired exchange of the NatMX selectable marker with a *UBR1* allele by patching strains onto solid YPD medium containing clonNAT. We then verified allelic exchange in strains lacking clonNAT resistance by colony PCR (primers listed in Supplementary file 3). We kept 16 independently-derived biological replicates of each allele swap strain. To test the effects of each allele swap, we transformed UPS activity reporters into our allele swap strains and characterized reporter activity by flow cytometry using the methods described above.

We tested whether a QTL on chromosome V results from variation in *UBC6* using CRISPR-Swap. Deleting *UBC6* caused a large growth defect relative to the wild-type BY strain. Providing cells with multiple *UBC6* alleles, including the BY allele, did not correct the growth rate defect. We did not observe growth defects in any other fine-mapping strains.

### RNA isolation

We isolated total RNA from 5 independent biological replicates each of the wild-type BY strain and a BY strain edited to contain the –469A>T RM variant in the *UBR1* promoter (hereafter "*UBR1* –469A>T BY"). All 10 samples were grown and harvested at the same time. BY and *UBR1* –469A>T BY strains were grown overnight at 30°C in 5 mL of SC medium. The following day, the cultures were diluted to an OD of 0.05 in 100 mL of fresh SC medium and grown for approximately 7 hours. When the optical density (OD) of each culture was approximately 0.40, the cells were pelleted by centrifugation at 3,000 rpm for 10 min. Pellets were then washed by resuspending them in 1 mL of sterile ultrapure water, followed by centrifugation at 3,000 rpm for 3 min to again pellet the cells. Following this step, cell pellets were resuspended in 1 mL of ultrapure water and split into 4 aliquots, each containing 250 μL. After re-centrifuging and discarding the supernatant, the pellets were snap frozen by immersion in liquid nitrogen, followed by storage at −80°C. Pellets were subsequently used for RNA isolation and mass spectrometric proteomic analysis, as described below.

Total RNA was extracted from frozen cell pellets using the ZR Fungal/Bacterial miniprep kit (Zymo), according to the manufacturer’s instructions. Briefly, total RNA was isolated from cell pellets in two batches, each containing equal numbers of BY and *UBR1* –469A>T BY samples. After thawing, pellets were resuspended in lysis buffer and transferred to screwcap lysis tubes containing glass beads. Tubes were secured in a Mini-BeadBeater (BioSpec Products, Bartlesville, OK, USA) and cells were processed in 5 cycles of 2 min of agitation followed by 2 min at −80°C. The cell lysate/bead mixture was centrifuged for 1 min at 16,000 x g and 400 μL of 95% ethanol was added to the cleared supernatant followed by mixing. Samples were then spun through a binding column and on-column DNA digest was performed with DNase I (Zymo) according to the manufacturer’s instructions. Total RNA was eluted from columns using 50 μL of RNase-free ultrapure water. The concentration of each sample was quantified using RiboGreen; all samples had a concentration greater than 300 ng/μL. The integrity of each sample was assessed at UMGC using the Tapestation (Agilent) and an RNA ScreenTape. RNA integrity numbers ranged from 9.7 to 10.0 (where 10.0 is the maximum possible score), with a median value of 9.9. All RNA samples were stored at −80°C.

### RNA-seq

We isolated mRNA from each total RNA sample using the 550 ng of total RNA input and the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB). All samples were processed in a single batch and the isolated mRNA from each sample was used to prepare RNA sequencing libraries using the NEBNext Ultra II Directional RNA Library Prep kit (NEB) according to the manufacturer’s instructions. Libraries were amplified using NEBNext Ultra II Q5 polymerase and unique combinations of primers from the NEBNext Multiplex Oligos for Illumina (NEB). The following amplification protocol was used: initial denaturation at 98°C for 30 s, followed by 10 cycles of 98°C (10 s; denaturation), 65°C (75 s; annealing and extension), and a 65°C final extension for 5 min. PCR reactions were pooled using equal amounts of DNA and submitted to UMGC for three quality control assays, which measured the library concentration by PicoGreen, library functionality by KAPA qPCR, and library size using the Tapestation electrophoresis system (Agilent). The resulting library contained a small amount of adapter dimer (approximately 9%), which was subsequently removed via a bead-based cleanup. The final, cleaned library passed all three QC assays and was sequenced on a Next-Seq 2000 instrument (Illumina) in paired-end mode with 150 bp reads. The sequencing run generated 1,367,252,076 reads with an average of 136,725,207 (range: 112,285,619–152,571,763) reads per sample.

### RNA-seq data processing and analysis

We performed quality control and preprocessing of RNA-seq data using fastp (Chen et al., 2018). Our initial processing removed reads with a length less than 36 bp and any reads where the mean quality dropped below a mean quality score of 15 in a 4 bp window. We also used fastp to trim adapter sequences from the ends of all reads. We then used Kallisto (Bray et al., 2016) to pseudoalign processed reads to the *S. cerevisiae* transcriptome, which was obtained from Ensembl (version 96) (Howe et al., 2021).

To identify differentially expressed transcripts, we used the estimated counts obtained from Kallisto as a measure of gene expression and filtered the estimated counts using the following procedures. First, we computed a transcript Transcript Integrity Number (TIN) for each gene using the RSeqQC (Wang et al., 2012) and removed any genes with a TIN less than 1 for any sample. We also removed any genes that Kallisto estimated to have an effective length less of less than 1 and those genes whose estimated counts were less than 10 in any sample. The resulting dataset comprised 5,676 expressed genes. Raw RNA-seq reads and processed counts were deposited in the NIH Gene Expression Omnibus database under accession number GSE213689. We used DESeq2 (Love et al., 2014) to perform statistical analysis of the resulting dataset. We used the RNA harvest batch and OD at time of sample harvest as covariates in our analysis. To further control for confounding sample-to-sample variation, we used surrogate variable analysis (Leek et al., 2012; Leek and Storey, 2007), which identified two significant surrogate variables that were subsequently added to our statistical model. We corrected for multiple testing using the Benjamini-Hochberg method (Benjamini and Hochberg, 1995) and considered significant differences as those with a corrected *p*-value less than 0.1.

To link differences in transcript abundance to biological pathways, we performed gene ontology enrichment analysis using PANTHER (Mi et al., 2021). The ‘statistical overrepresentation test’ was used to search for gene ontology (GO) biological processes and Reactome pathways enriched in our set of 78 transcripts differentially expressed between BY and *UBR1* –469A>T BY. We used the 5,676 genes quantified in our RNA-seq statistical analysis as the reference set and used the Benjamini-Hochberg method (Benjamini and Hochberg, 1995) to correct for multiple testing. GO terms and Reactome pathways with a corrected *p*-value less than 0.05 were considered significant in our analysis.

### Protein isolation and proteomic analysis by mass spectrometry

To quantify gene expression at the protein level, we submitted five cell pellets each from the same BY and *UBR1* –469A>T BY cultures used for RNA-seq analysis to the University of Minnesota Center for Mass Spectrometry and Proteomics (CMSP) for proteomic analysis by mass spectrometry. Cell pellets were resuspended for protein extraction in a protein extraction buffer containing 7 M urea, 2 M thiourea, 0.4 M triethylammonium bicarbonate pH 8.5, 20% acetonitrile, and 4 mM tris(2-carboxyethyl)phosphine. Cell lysis and protein extraction was then performed using the Barocycler NEP2320 (Pressure Biosciences, Medford, MA, USA).

Samples were prepared and analyzed by mass spectrometry as follows. CMSP first labeled individual samples using the tandem mass tag (TMT) 10plex labeling kit (Thermo). After tagging, samples were pooled for analysis by mass spectrometry on an Orbitrap Tribrid Eclipse instrument (Thermo). Database searching was performed using the Proteome Discoverer software and the statistical analysis of protein abundance was performed in Scaffold (Proteome Software, Portland, OR, USA). We considered proteins to be differentially abundant between strains if they had a and a Benjamini-Hochberg corrected *p*-value less than 0.1. We performed ontological enrichment analysis of differentially abundant proteins using PANTHER as described above, except that the set of 3,046 detected proteins was used as the reference set.

### Evolutionary analysis of variants

We inferred the allelic status of individual variants by comparing them to two outgroups: a likely-ancestral Taiwanese *S. cerevisiae* isolate and the sister species *Saccharomyces paradoxus*. We classified variants as ancestral if they were found in at least one outgroup. All alleles analyzed in this study could be unambiguously classified using this approach. We extracted the population frequency of all analyzed variants using genome sequence data from a panel of 1,011 *S*. *cerevisiae* isolates (Peter et al., 2018).

### Data and statistical analysis

All data were analyzed using R (version 3.6.1; R Project for Statistical Computing). For all boxplots, the center line shows the median, the box excludes the upper and lower quartiles, the whiskers extend to 1.5 times the interquartile range. Protein structure predictions were obtained from the AlphaFold Protein Structure Database (Jumper et al., 2021) and visualized using ChimeraX (Pettersen et al., 2021). DNA binding motifs were determined using the Yeast Transcription Factor Specificity Compendium database (de Boer and Hughes, 2012). Final figures and illustrations were made using Inkscape (version 0.92; Inkscape Project).

Computational scripts used to process data, for statistical analysis, and to generate figures are available at: https://www.github.com/mac230/N-end_Rule_QTL_paper; copy archived at swh:1:rev:24baa12af4e9c45691be2590ab30b2c1faf0c497 (Collins, 2022).

## Data Availability

Raw sequencing reads from QTL mapping experiments are available from the NIH Sequence Read Archive under the Bioproject Accession PRJNA881749. Raw and processed RNA-seq data is available from the NIH Gene Expression Omnibus under the accession GSE213689. These datasets are fully available without restriction. Computational scripts used to process data, for statistical analysis, and to generate figures are available at: https://www.github.com/mac230/N-end_Rule_QTL_paper, (copy archived at swh:1:rev:24baa12af4e9c45691be2590ab30b2c1faf0c497). The following datasets were generated: CollinsMA 2022Variation in ubiquitin system genes creates substrate-specific effects on proteasomal protein degradationNCBI Gene Expression OmnibusGSE21368910.7554/eLife.79570PMC963482236218234 CollinsMA 2022Variation in ubiquitin system genes creates substrate-specific effects on proteasomal protein degradationNCBI BioProjectPRJNA88174910.7554/eLife.79570PMC963482236218234

## Appendix 1

### Genetic Influences on the Proline N-degron

We observed that, consistent with previous results (Hwang et al., 2010; Gilchrist et al., 1997), the proline N-degron TFT was only partially stabilized in BY *DOA10*Δ (Figure 1D, Figure 1—figure supplement 1, Figure 1—source data 1). Ubiquitin is inefficiently cleaved in the ubiquitin-fusion technique when followed by a proline N-degron (Varshavsky, 2011; Varshavsky, 2005), leading to the production of two species, proline N-degron constructs and constructs with uncleaved N-terminal ubiquitin moieties. N-terminal ubiquitin functions as a degron and is recognized and degraded by the ubiquitin-fusion degradation (UFD) UPS pathway (Johnson et al., 1995). The proline N-end TFT thus measures the activities of the Ac/N-end pathway towards the proline N-degron and the UFD pathway towards the N-terminal ubiquitin fusion degron.

Despite this partial limitation, we were able to map genetic influences on the proline N-degron. We detected 5 Ac/N-end pathway-specific QTLs using our proline reporter, including those resulting from variation in *DOA10* and *UBC6*. There were no additional QTLs affecting the majority of Ac/N-end reporters that were not detected with the proline reporter (Figure 2B, Figure 2—source data 2). We therefore conclude that the QTLs identified with the proline reporter correspond primarily to true genetic influences on the proline N-degron.

Three QTLs, on one chromosome XII and two on chromosome XVI were detected only with the proline reporter (Figure 2B, Figure 2—source data 2). The intervals for these QTLs did not contain genes previously linked to either the proline N-degron, the Ac/N-end pathway, or the UFD pathway.

# Supplementary material for: Variation in ubiquitin system genes creates substrate-specific effects on proteasomal protein degradation
**Source:** eLife. 2022 Oct 11;11:e79570. doi: 10.7554/eLife.79570

# Ala N-end TFT

$\Delta$ RM Allele Frequency (High - Low UPS Activity Pool)

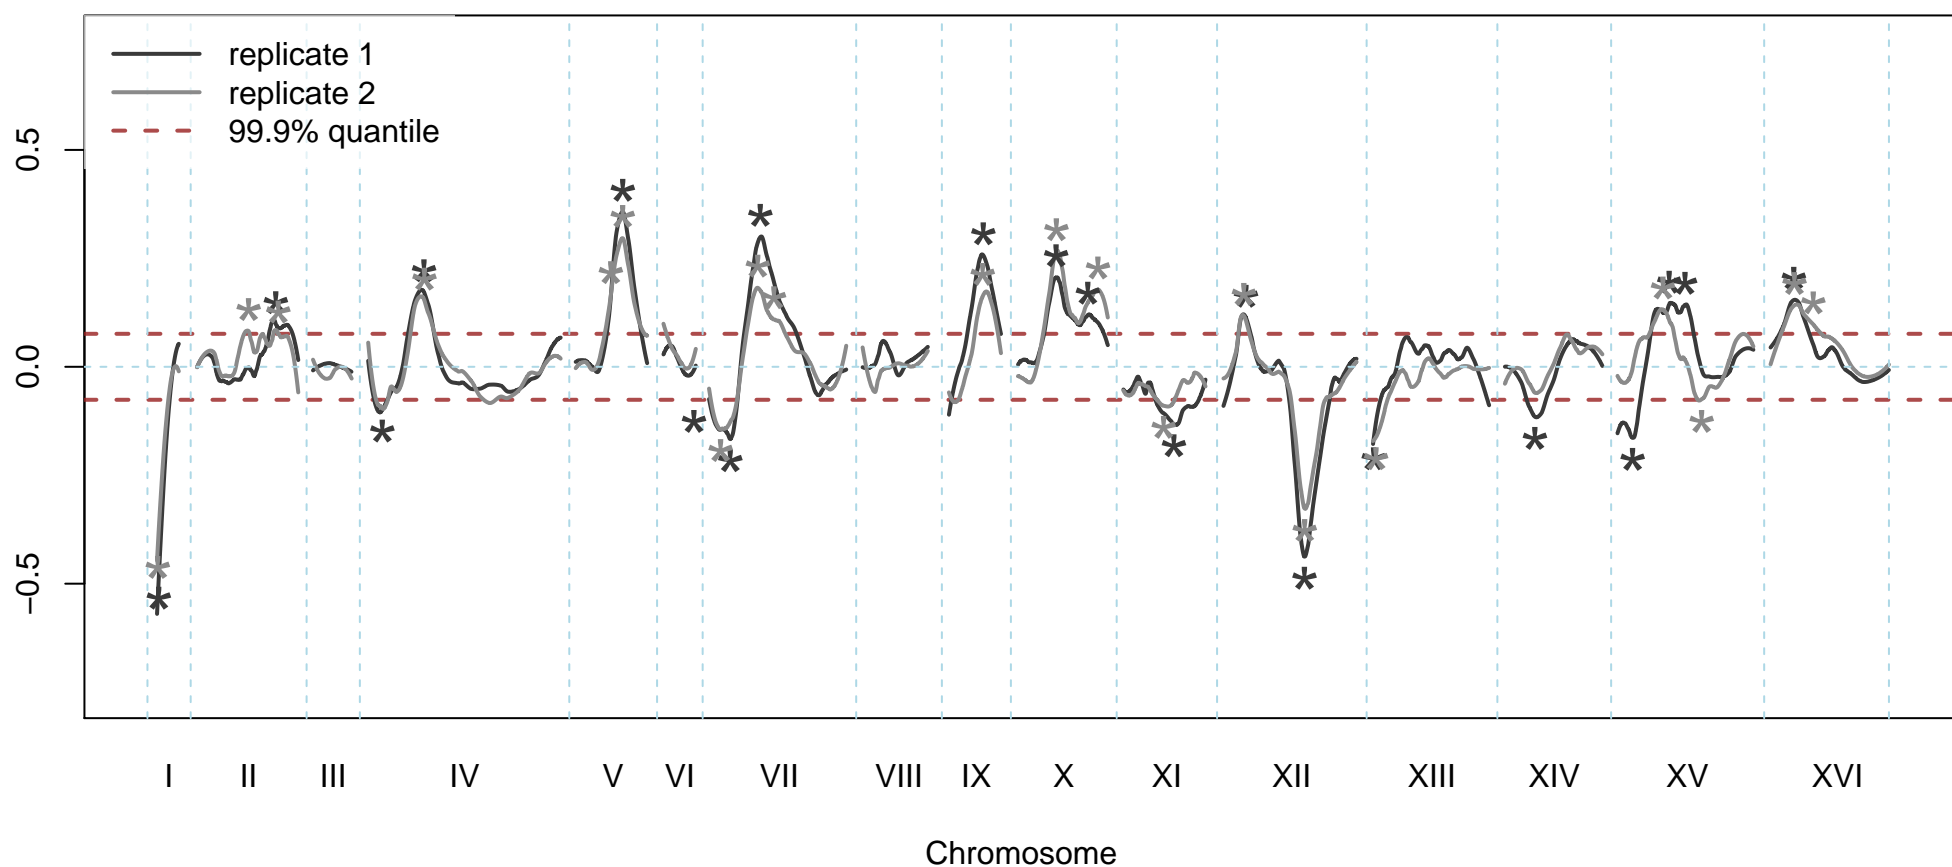

Multipool LOD

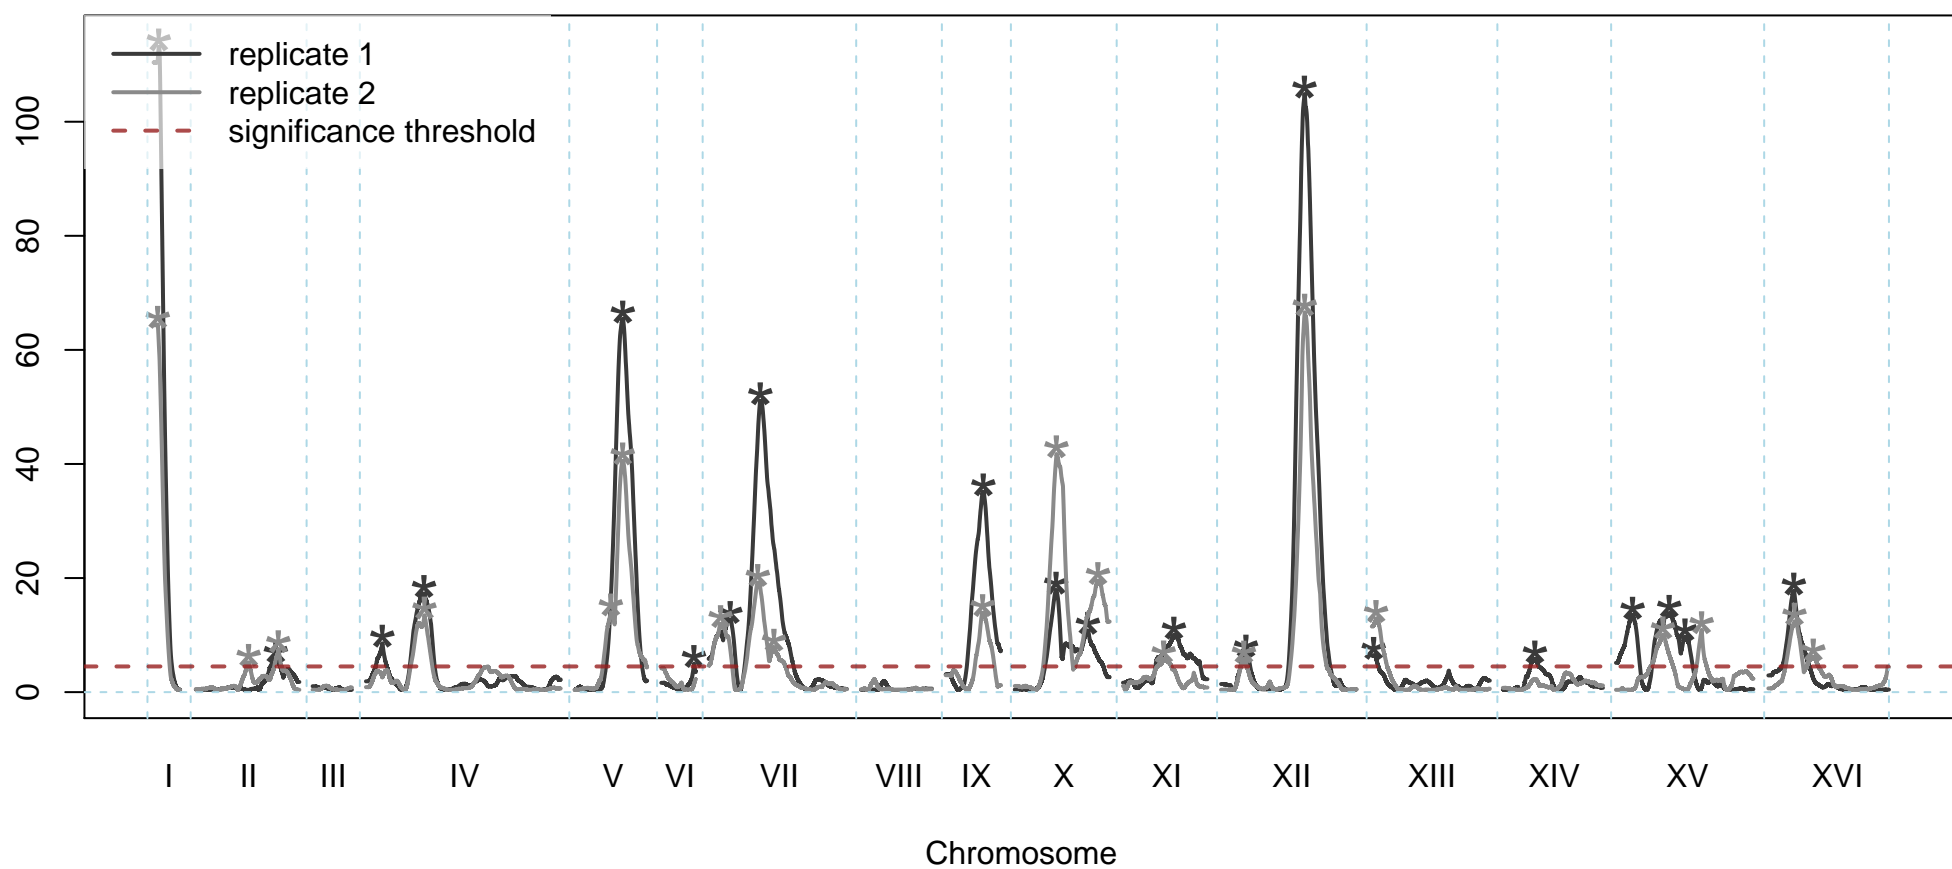

# Arg N-end TFT

ΔRM Allele Frequency (High – Low UPS Activity Pool)

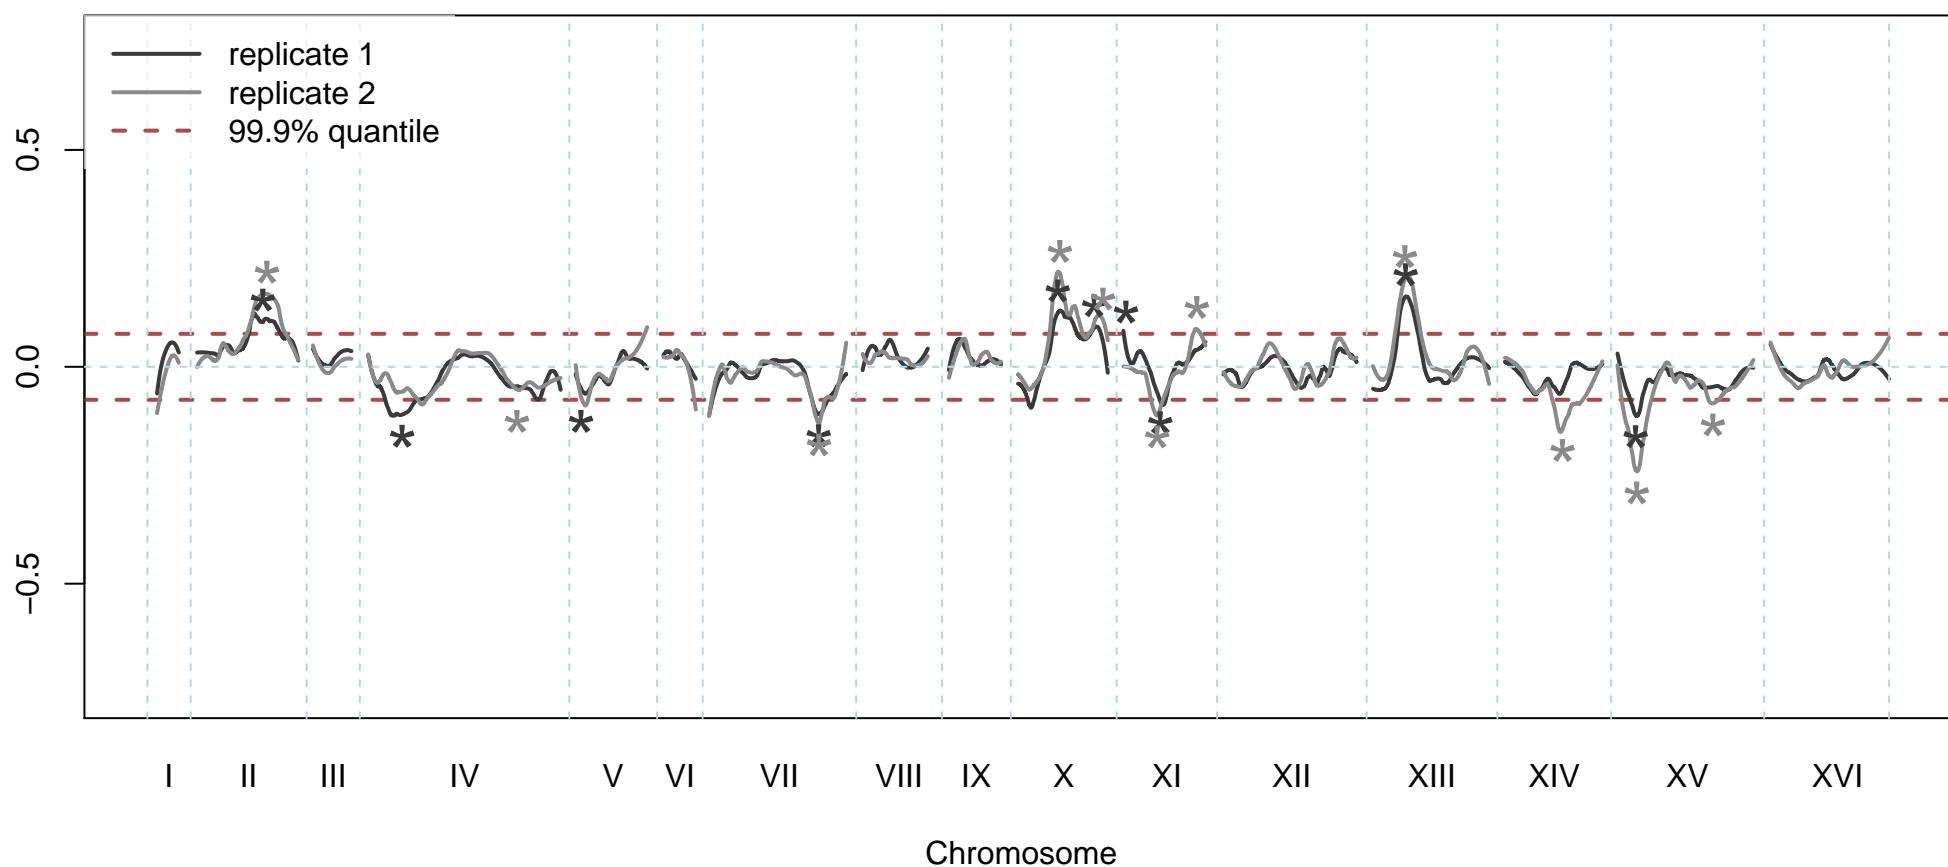

Multipool LOD

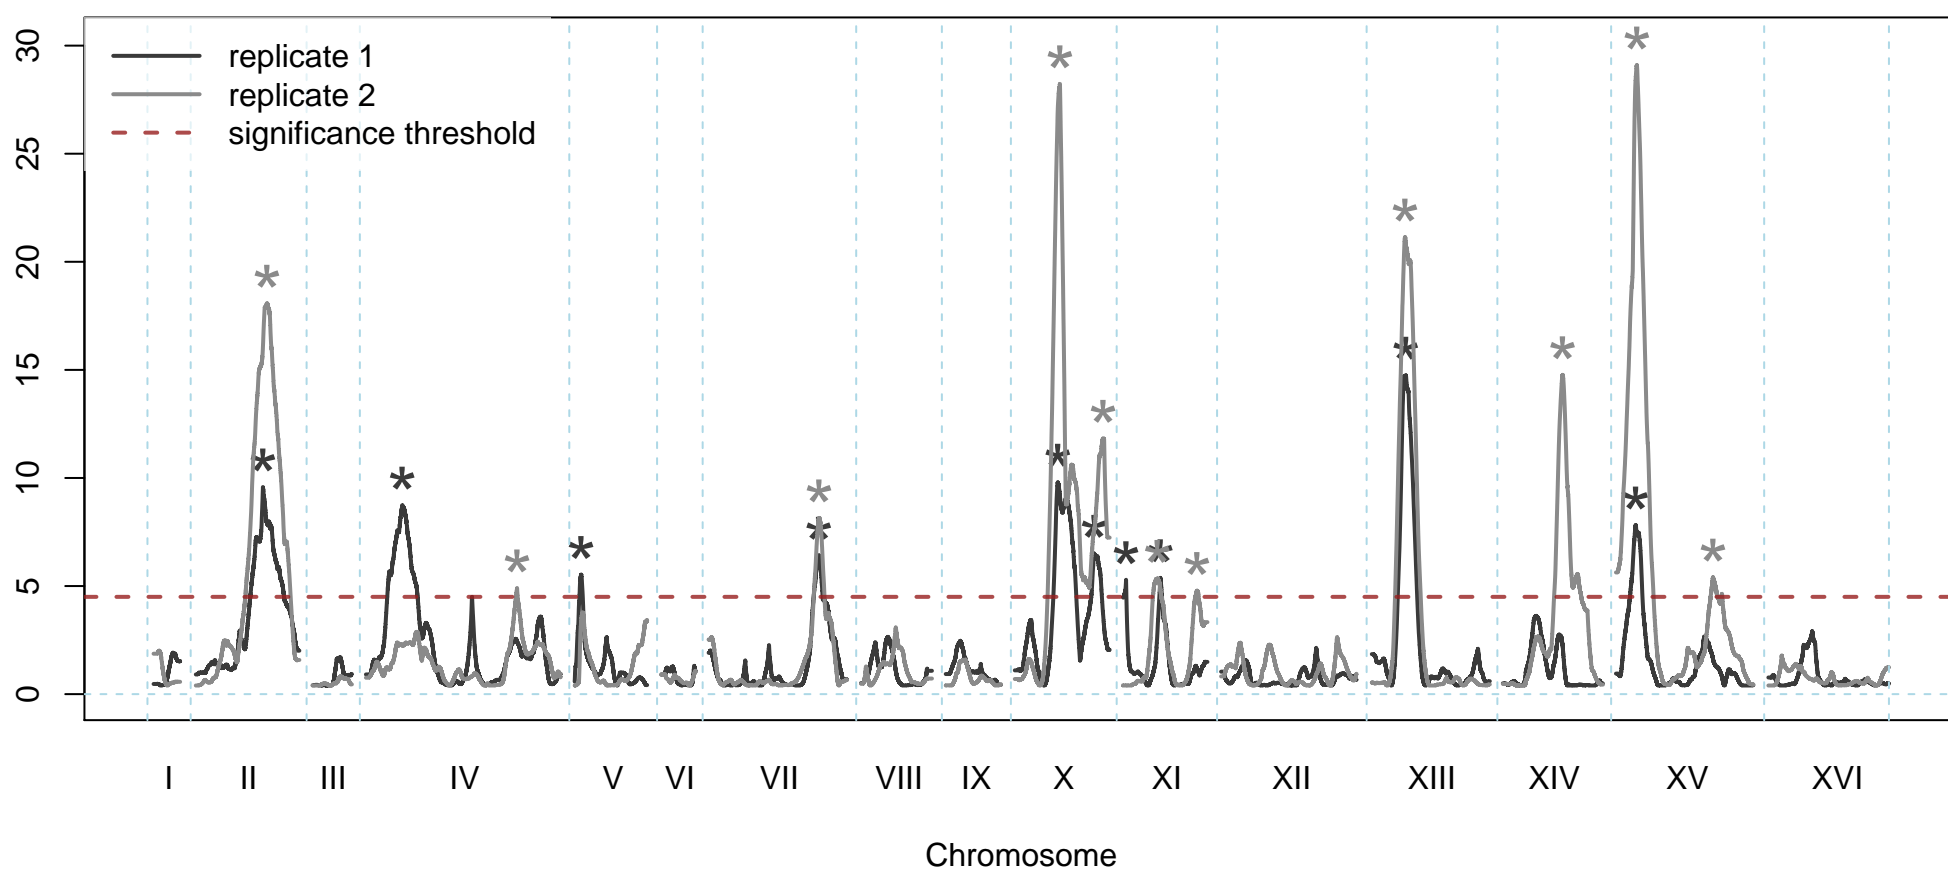

# Asn N-end TFT

ΔRM Allele Frequency (High – Low UPS Activity Pool)

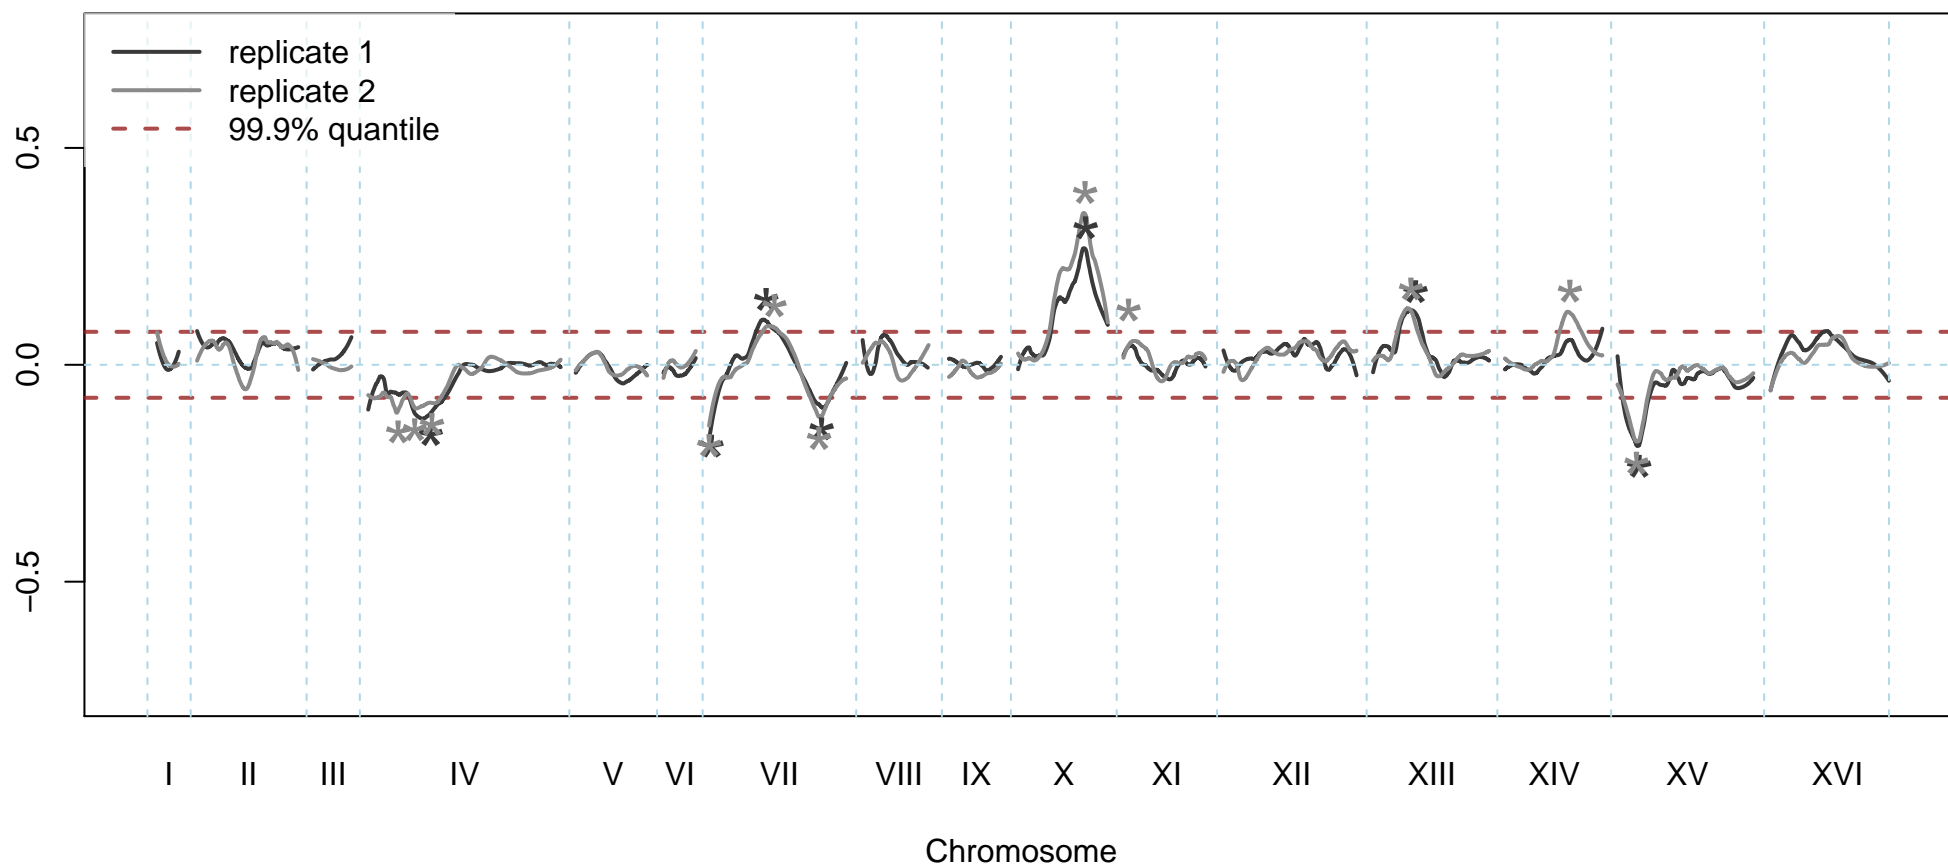

Multipool LOD

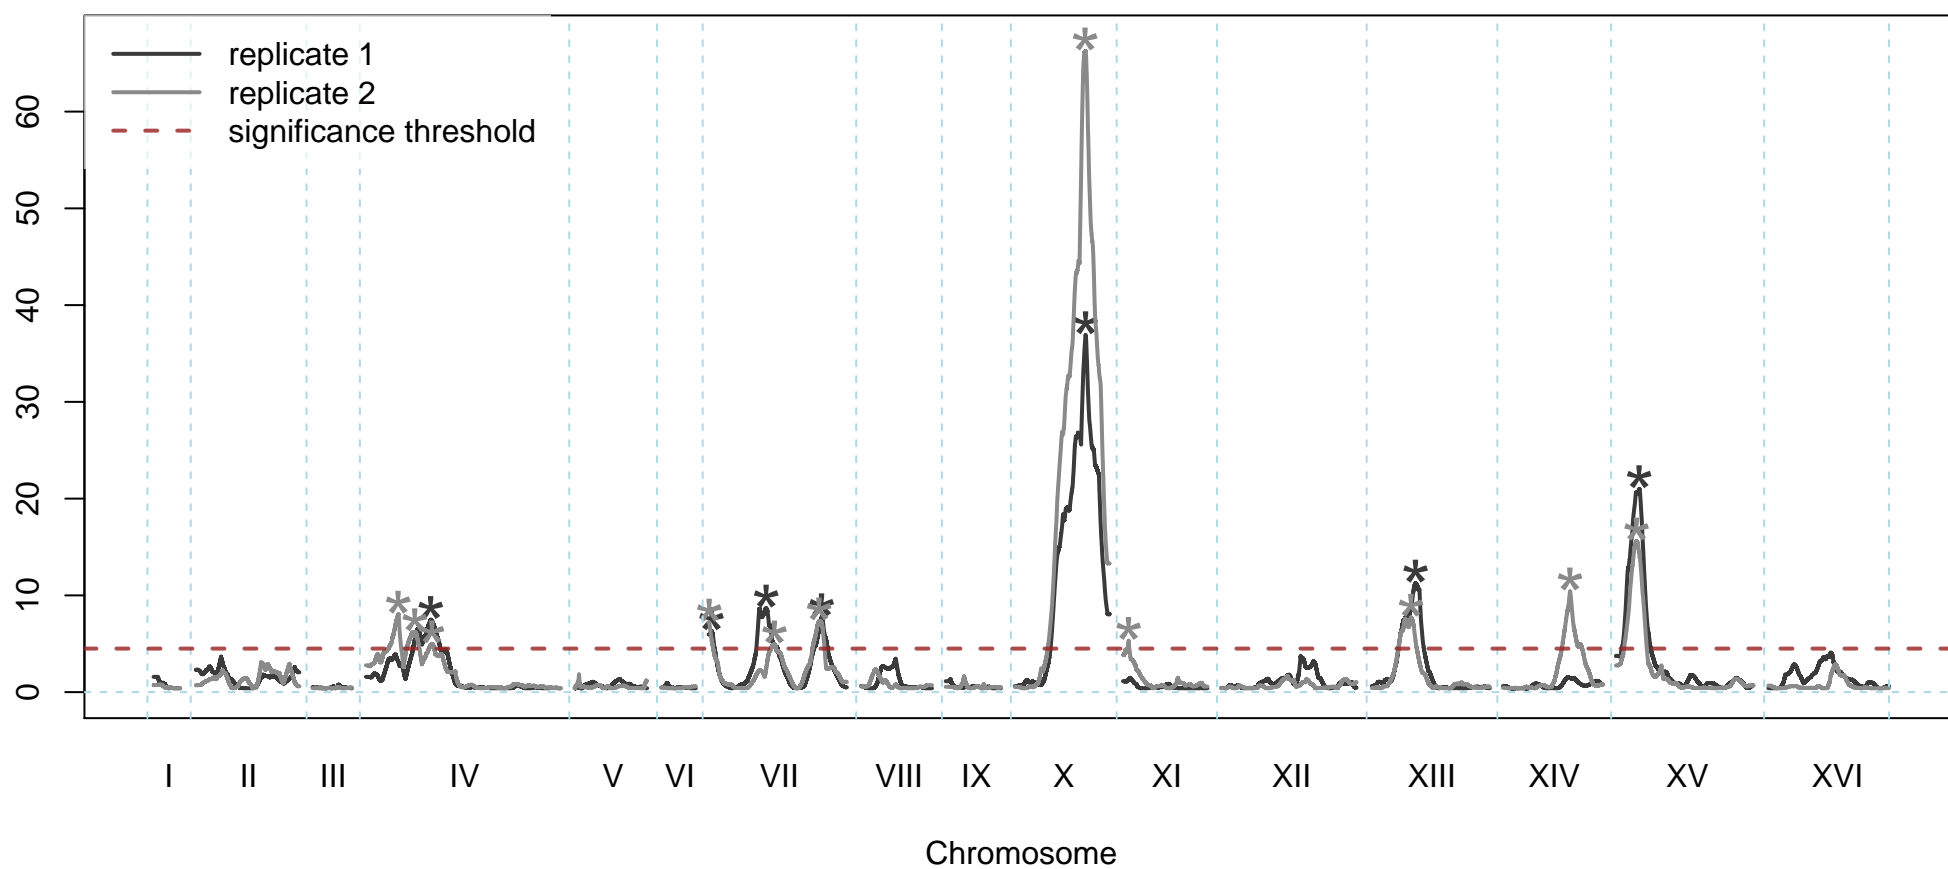

# Asp N-end TFT

$\Delta$ RM Allele Frequency (High - Low UPS Activity Pool)

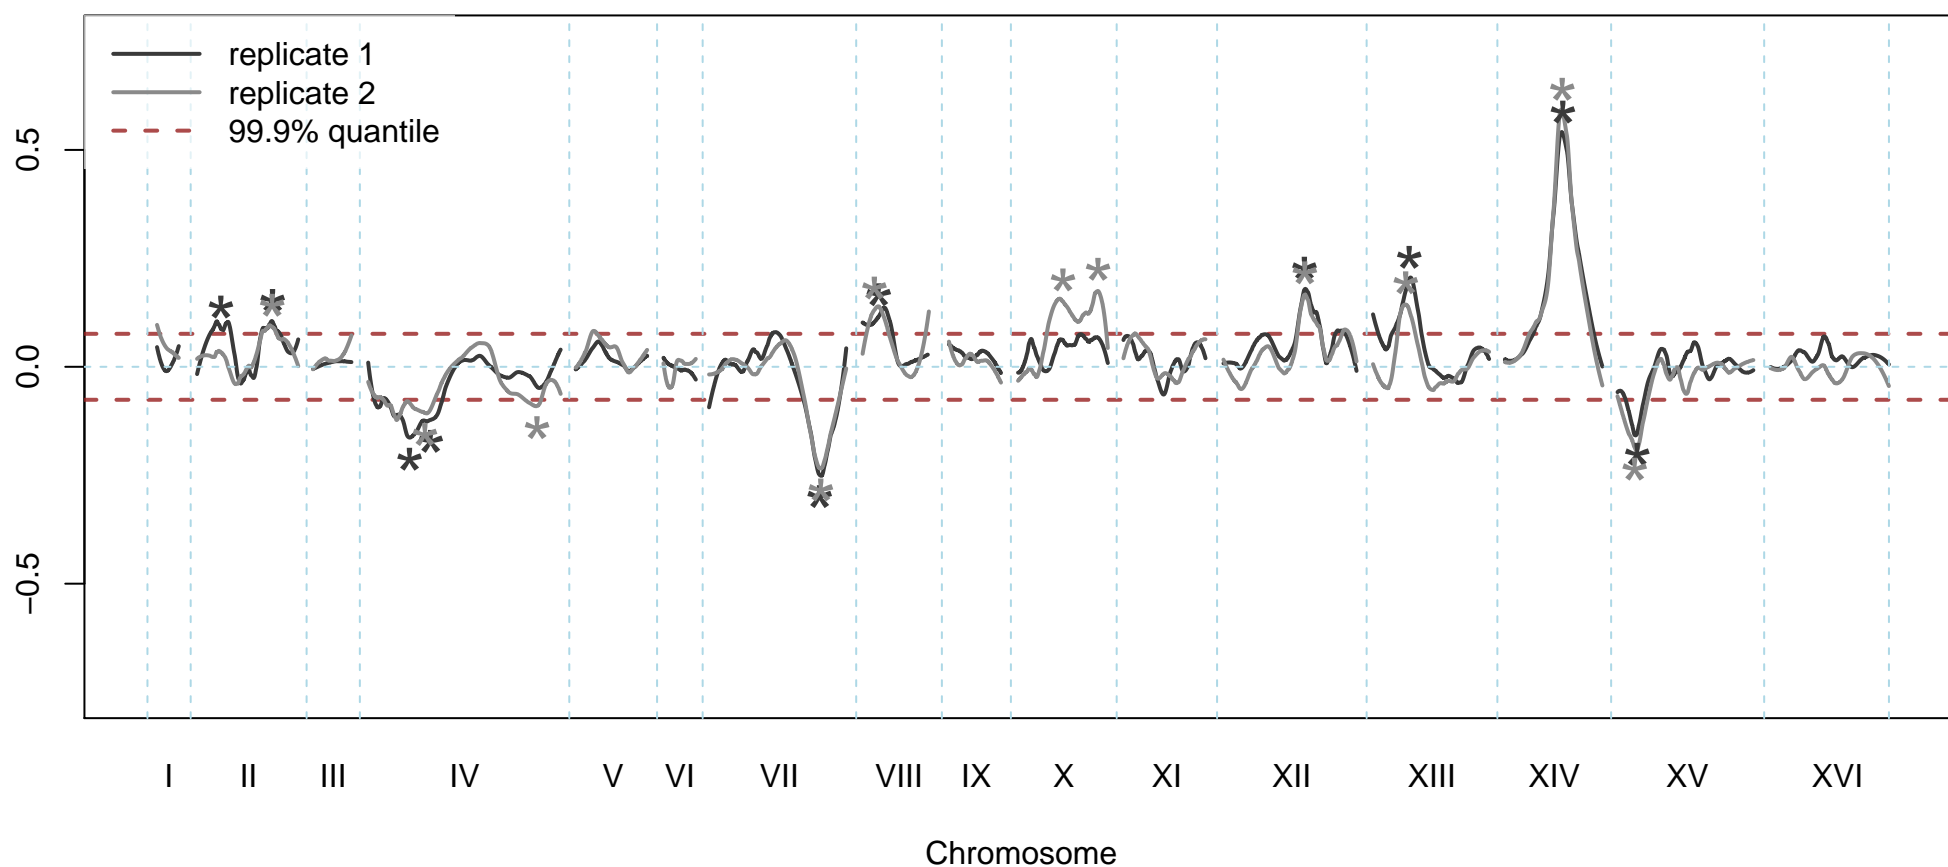

Multipool LOD

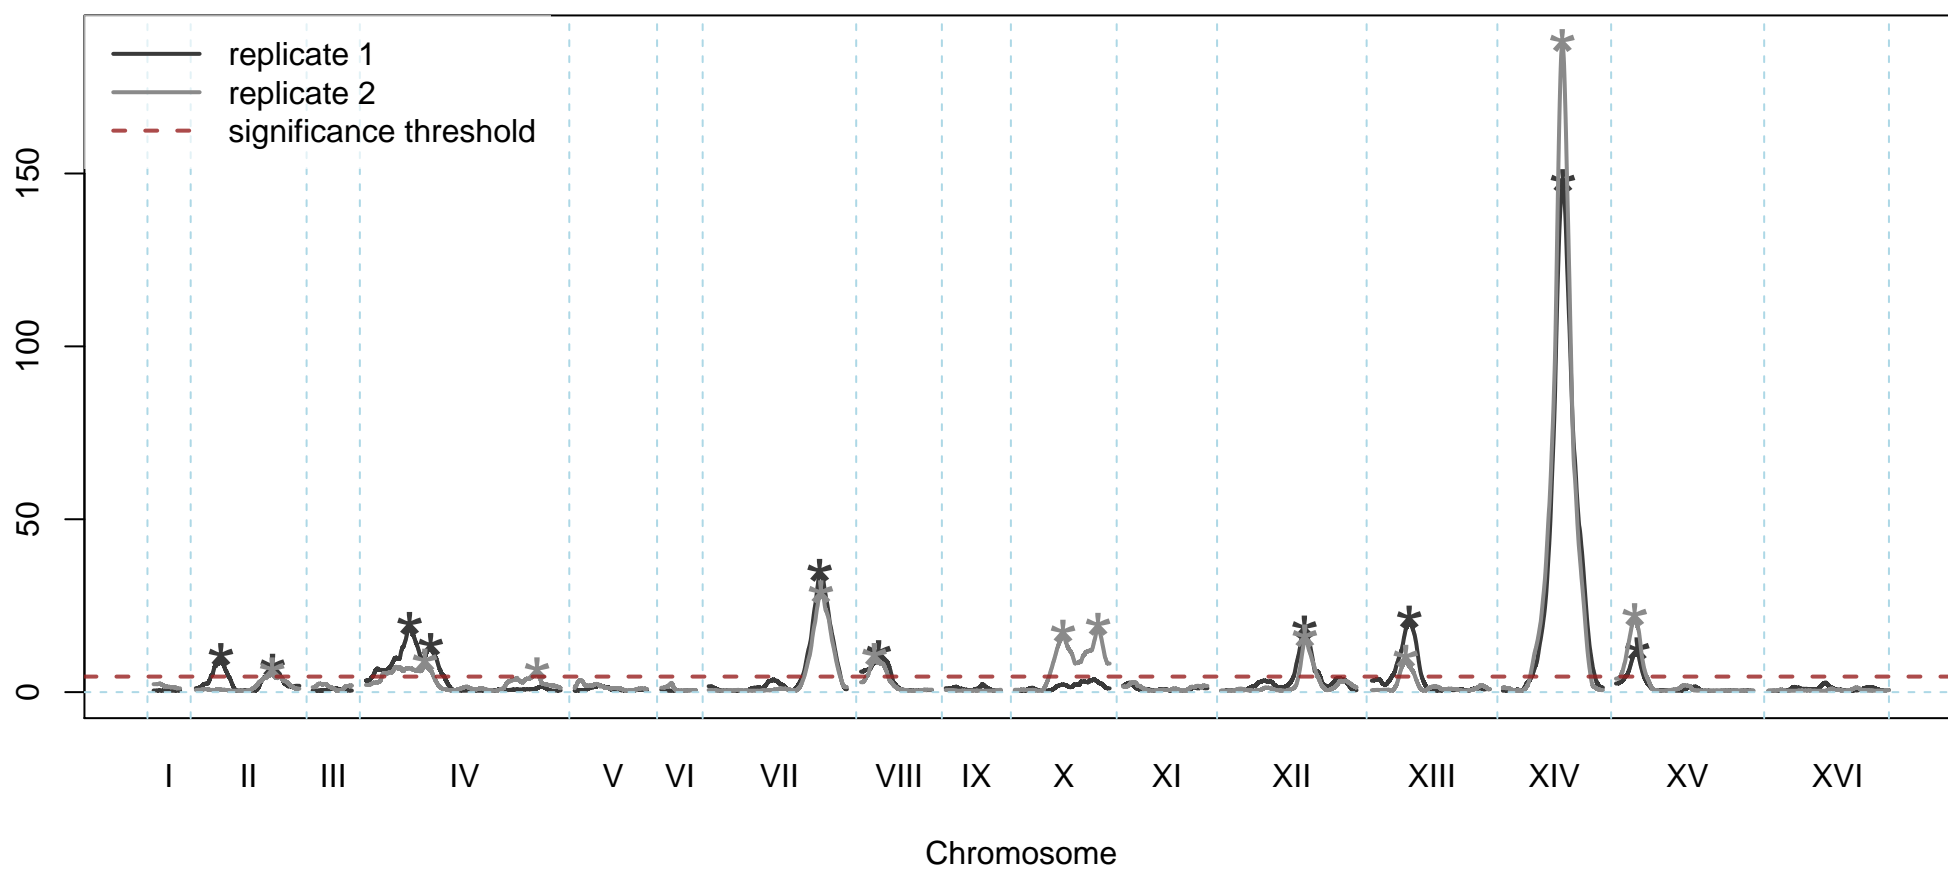

# Cys N-end TFT

ΔRM Allele Frequency (High – Low UPS Activity Pool)

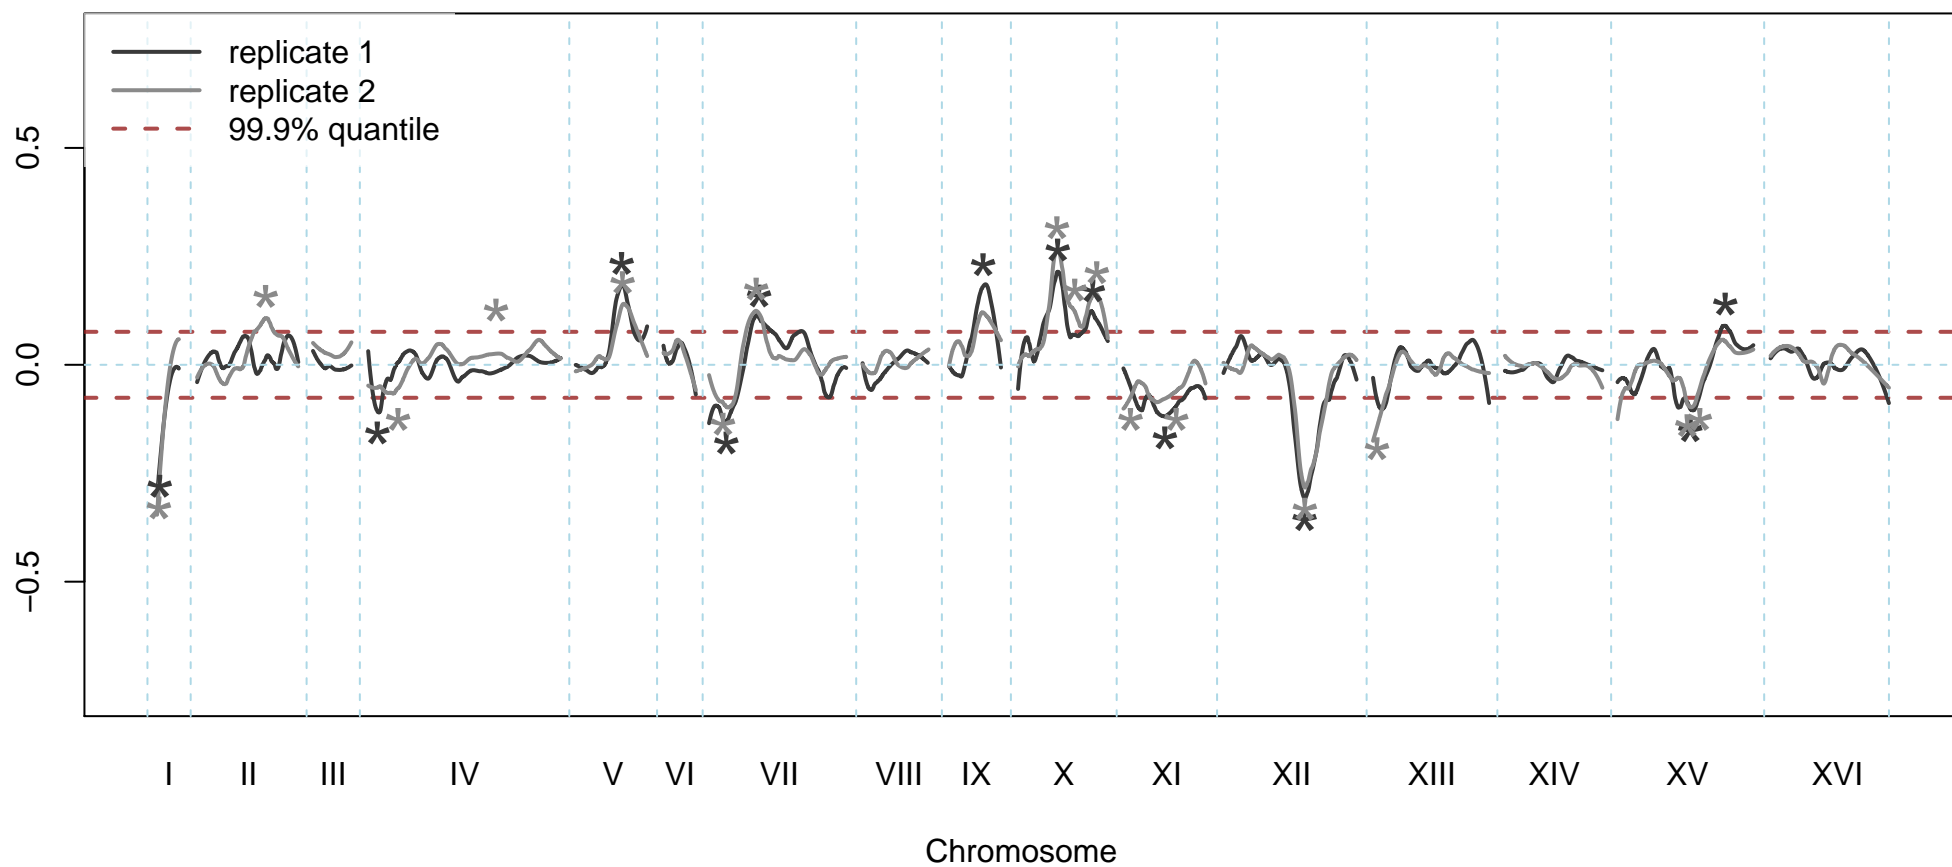

Multipool LOD

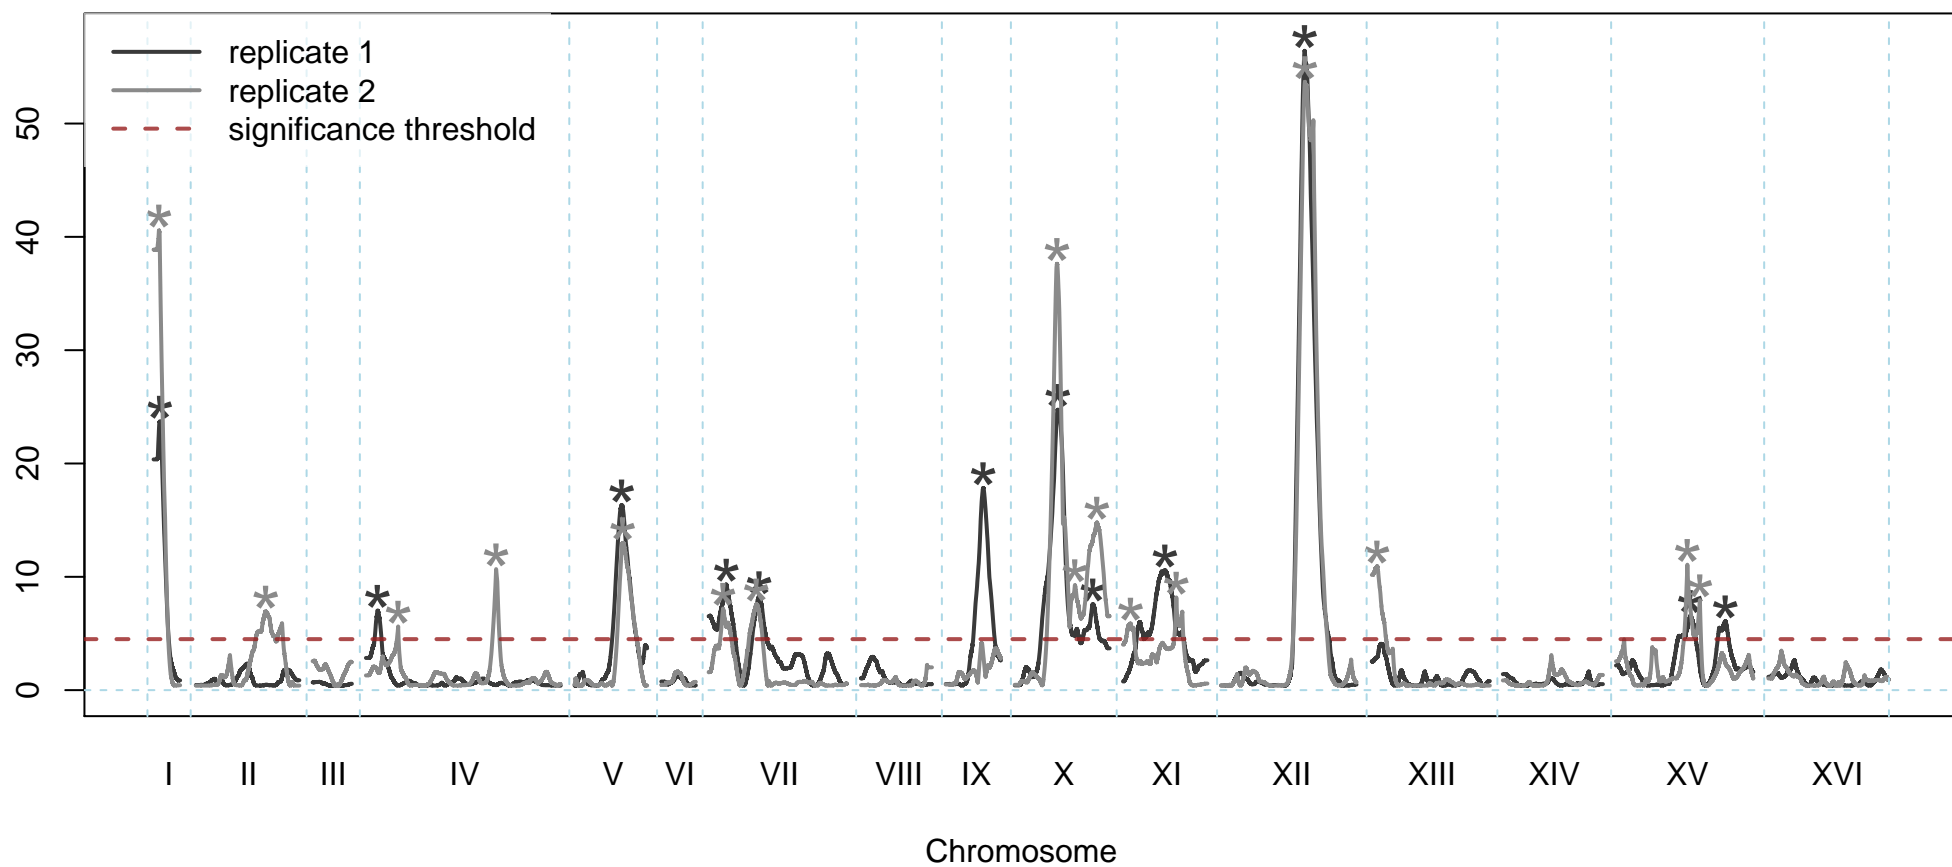

# Gln N-end TFT

$\Delta$ RM Allele Frequency (High - Low UPS Activity Pool)

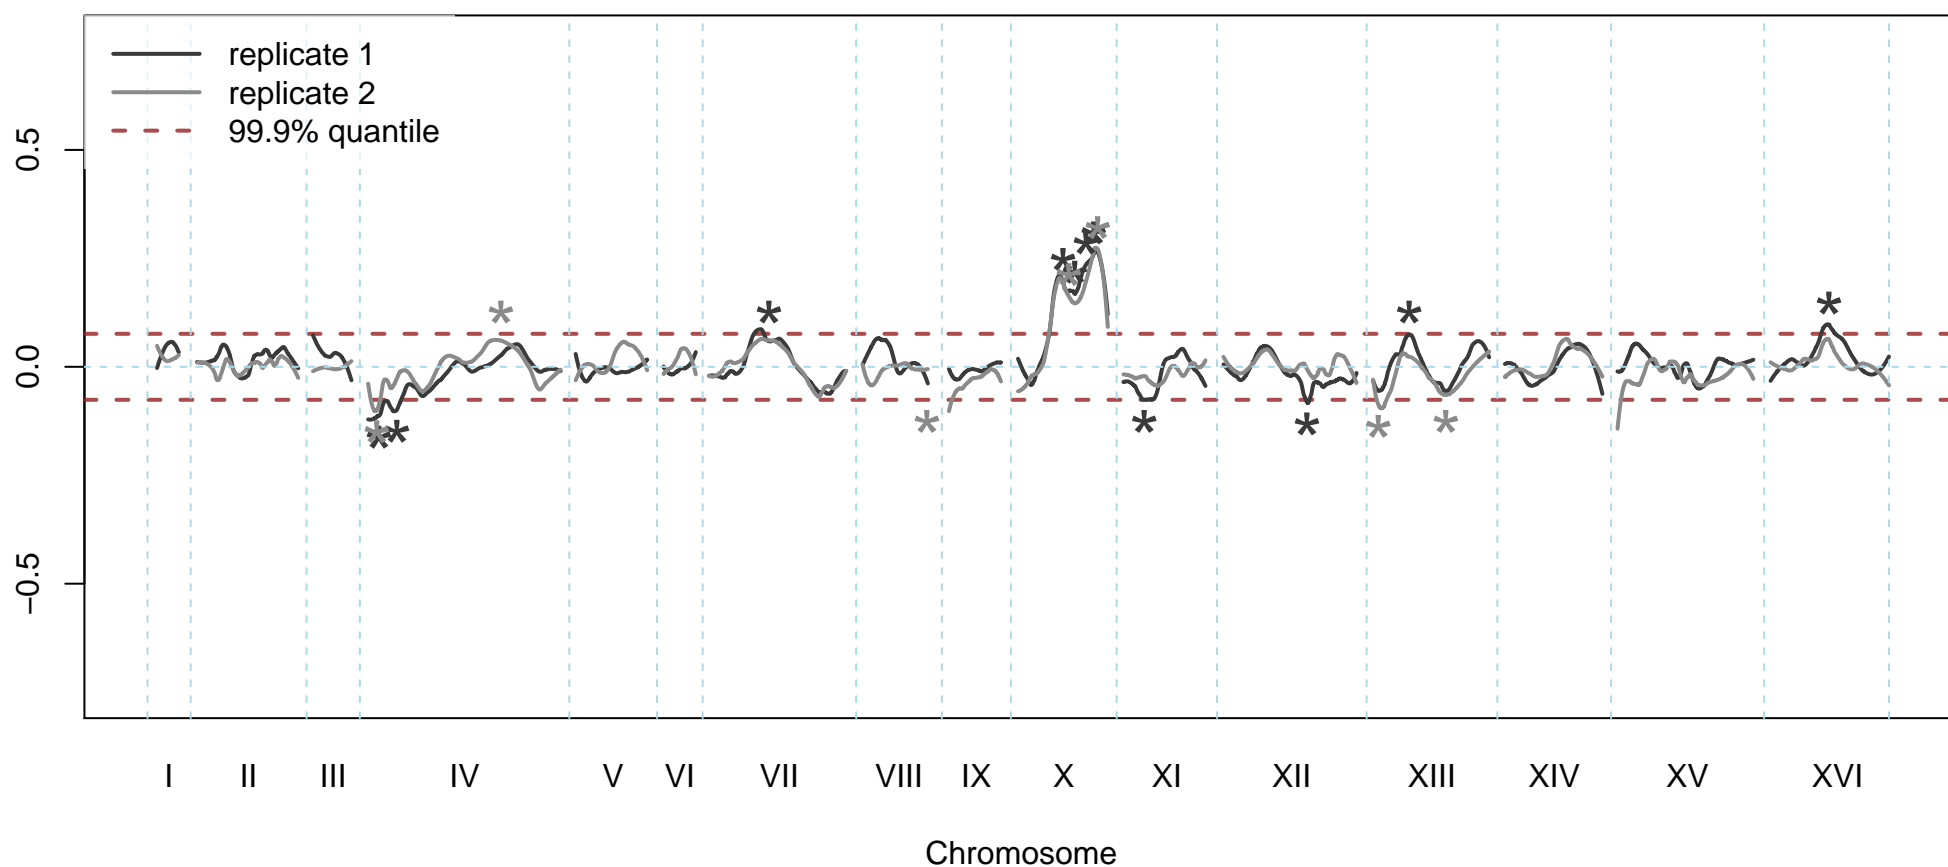

Multipool LOD

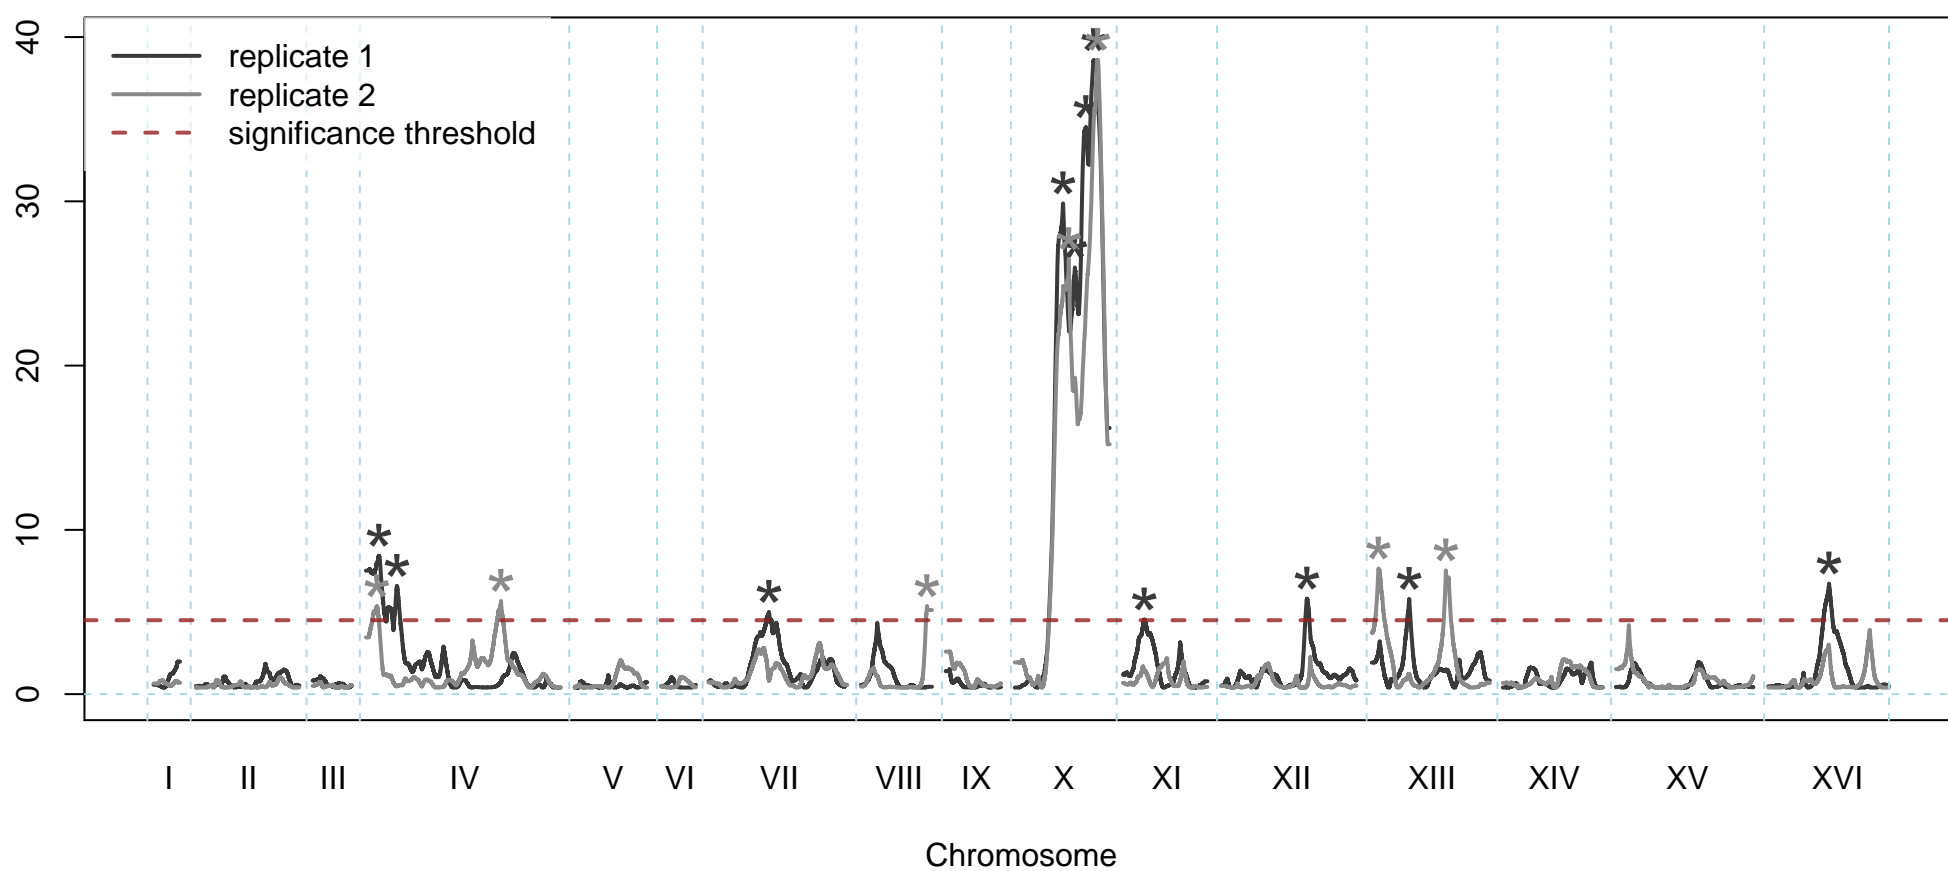

# Glu N-end TFT

$\Delta$ RM Allele Frequency (High - Low UPS Activity Pool)

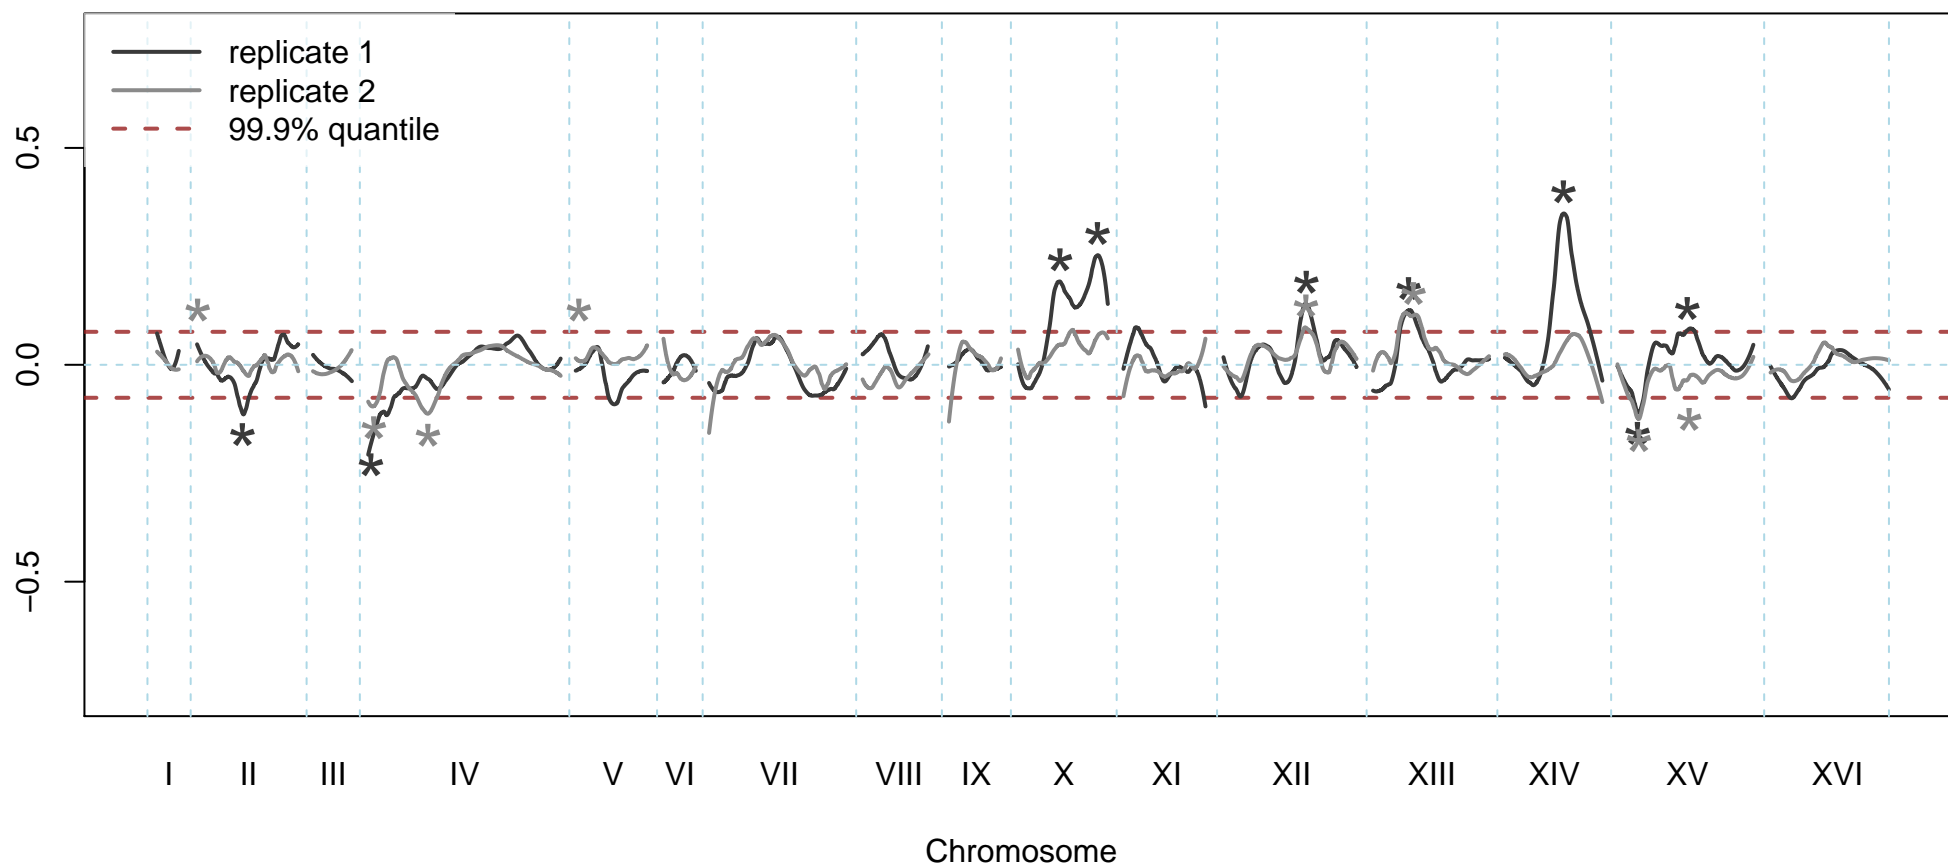

Multipool LOD

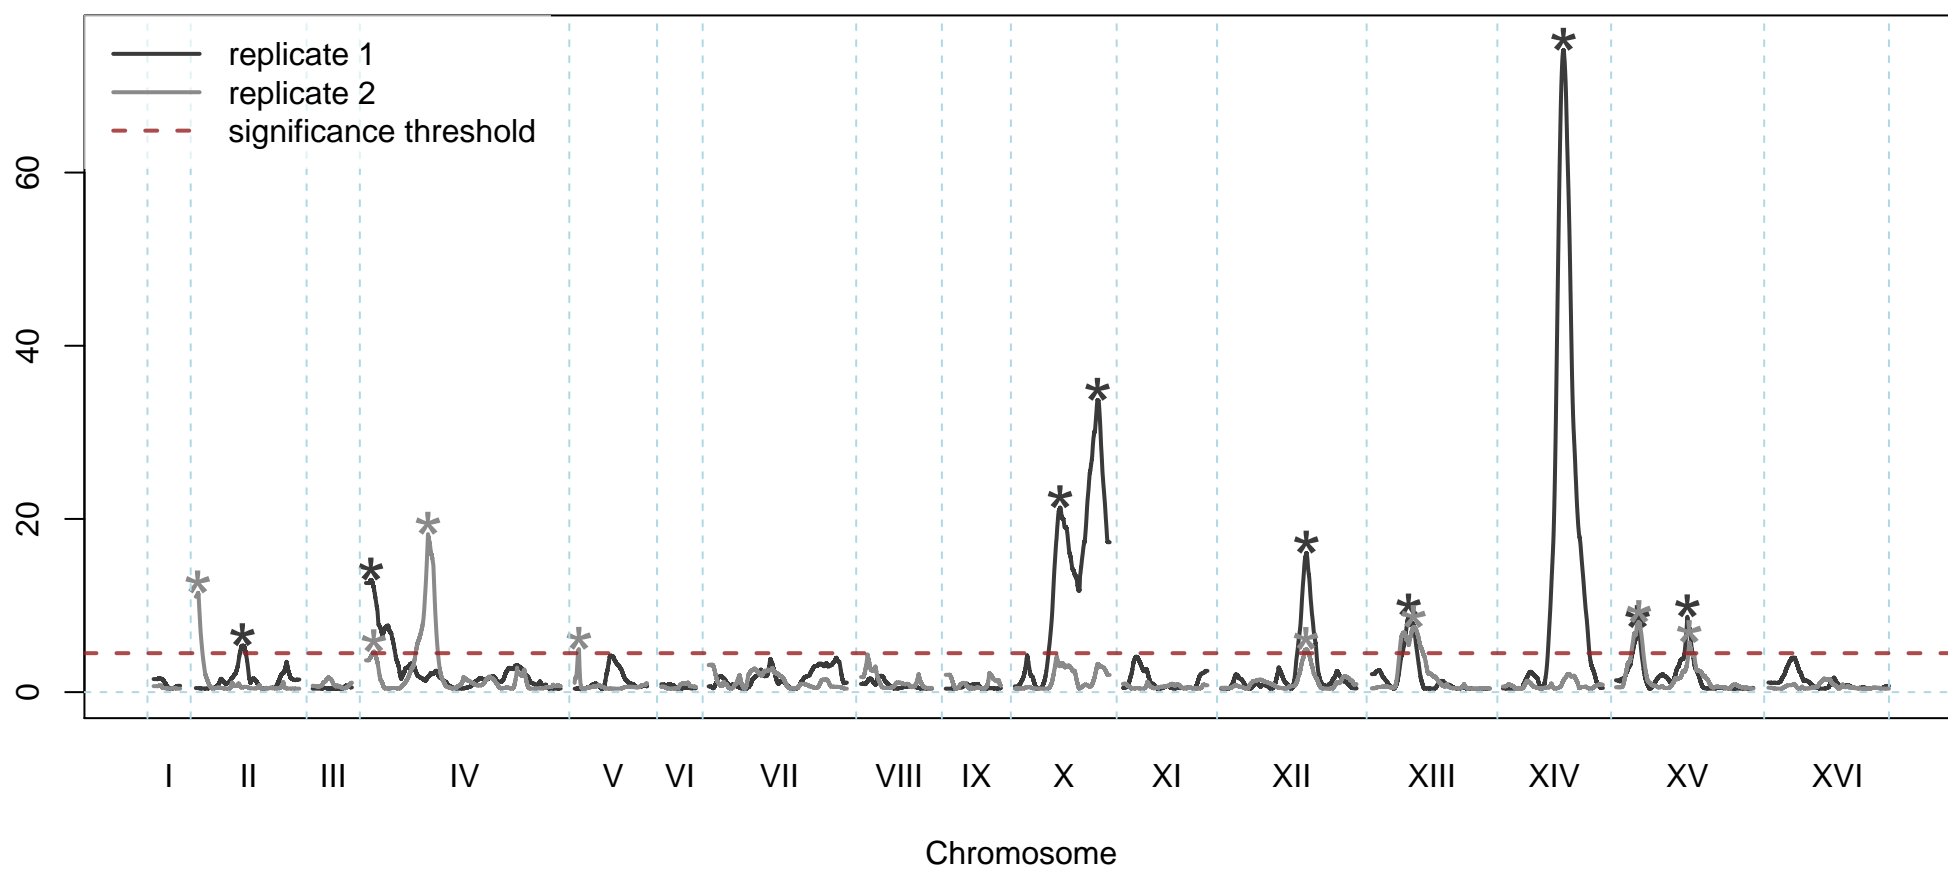

# Gly N-end TFT

$\Delta$ RM Allele Frequency (High - Low UPS Activity Pool)

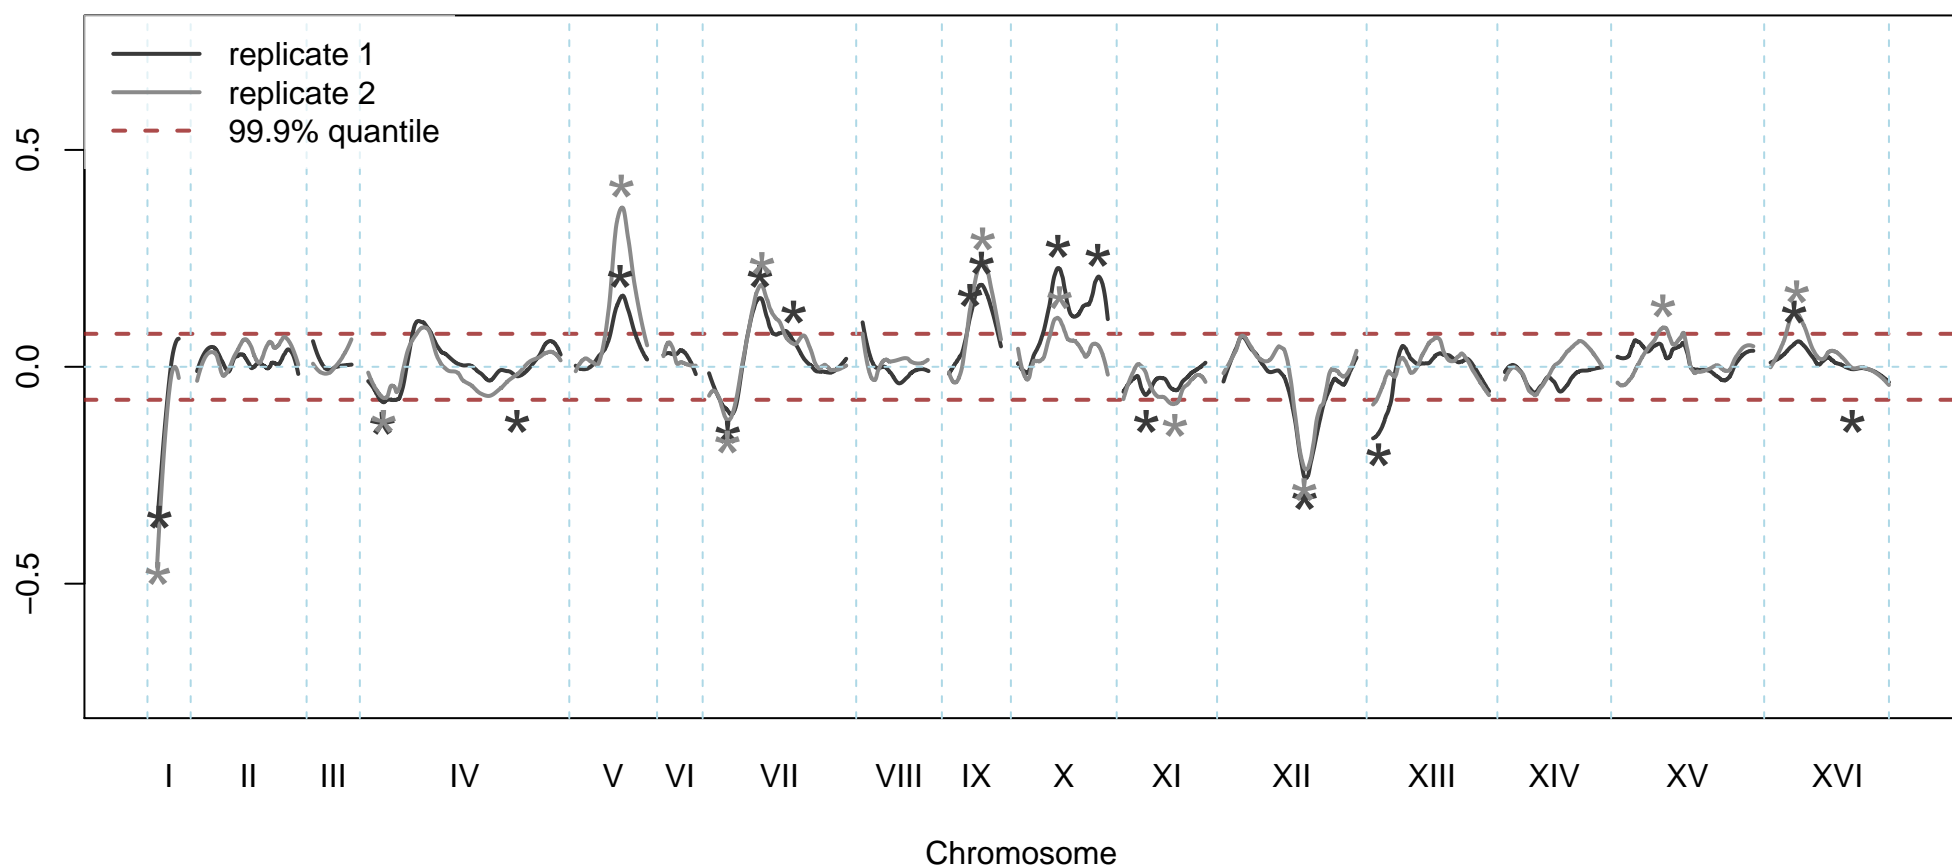

Multipool LOD

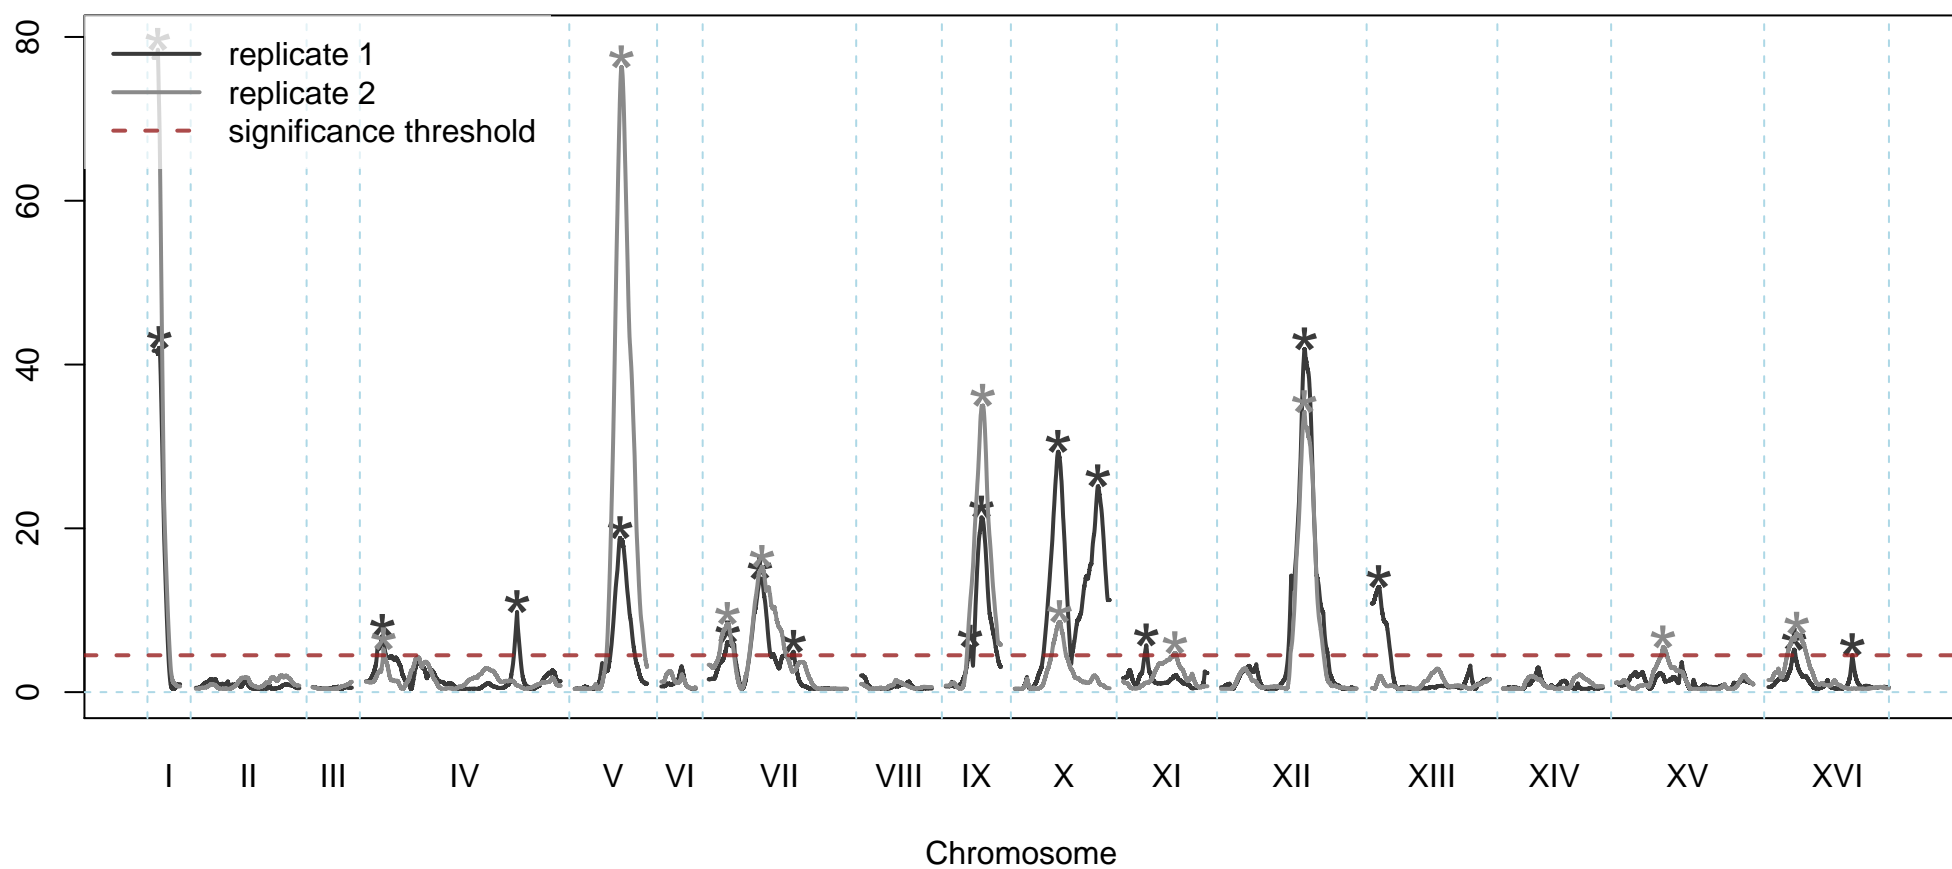

# His N-end TFT

ΔRM Allele Frequency (High – Low UPS Activity Pool)

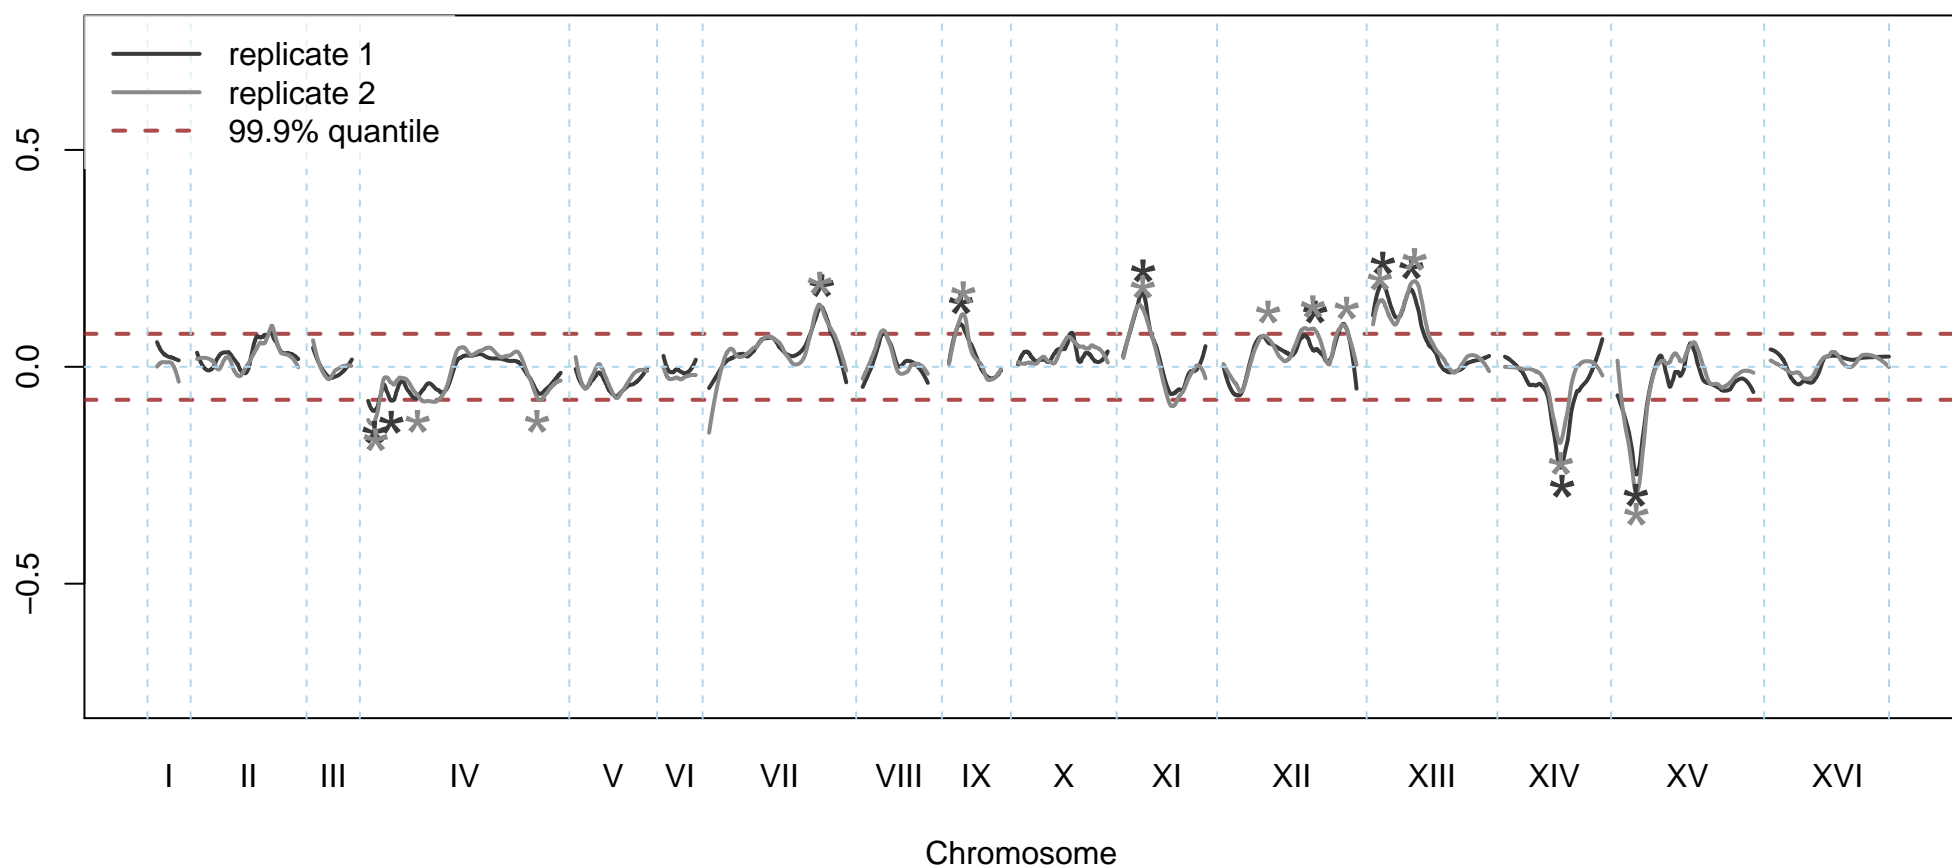

Multipool LOD

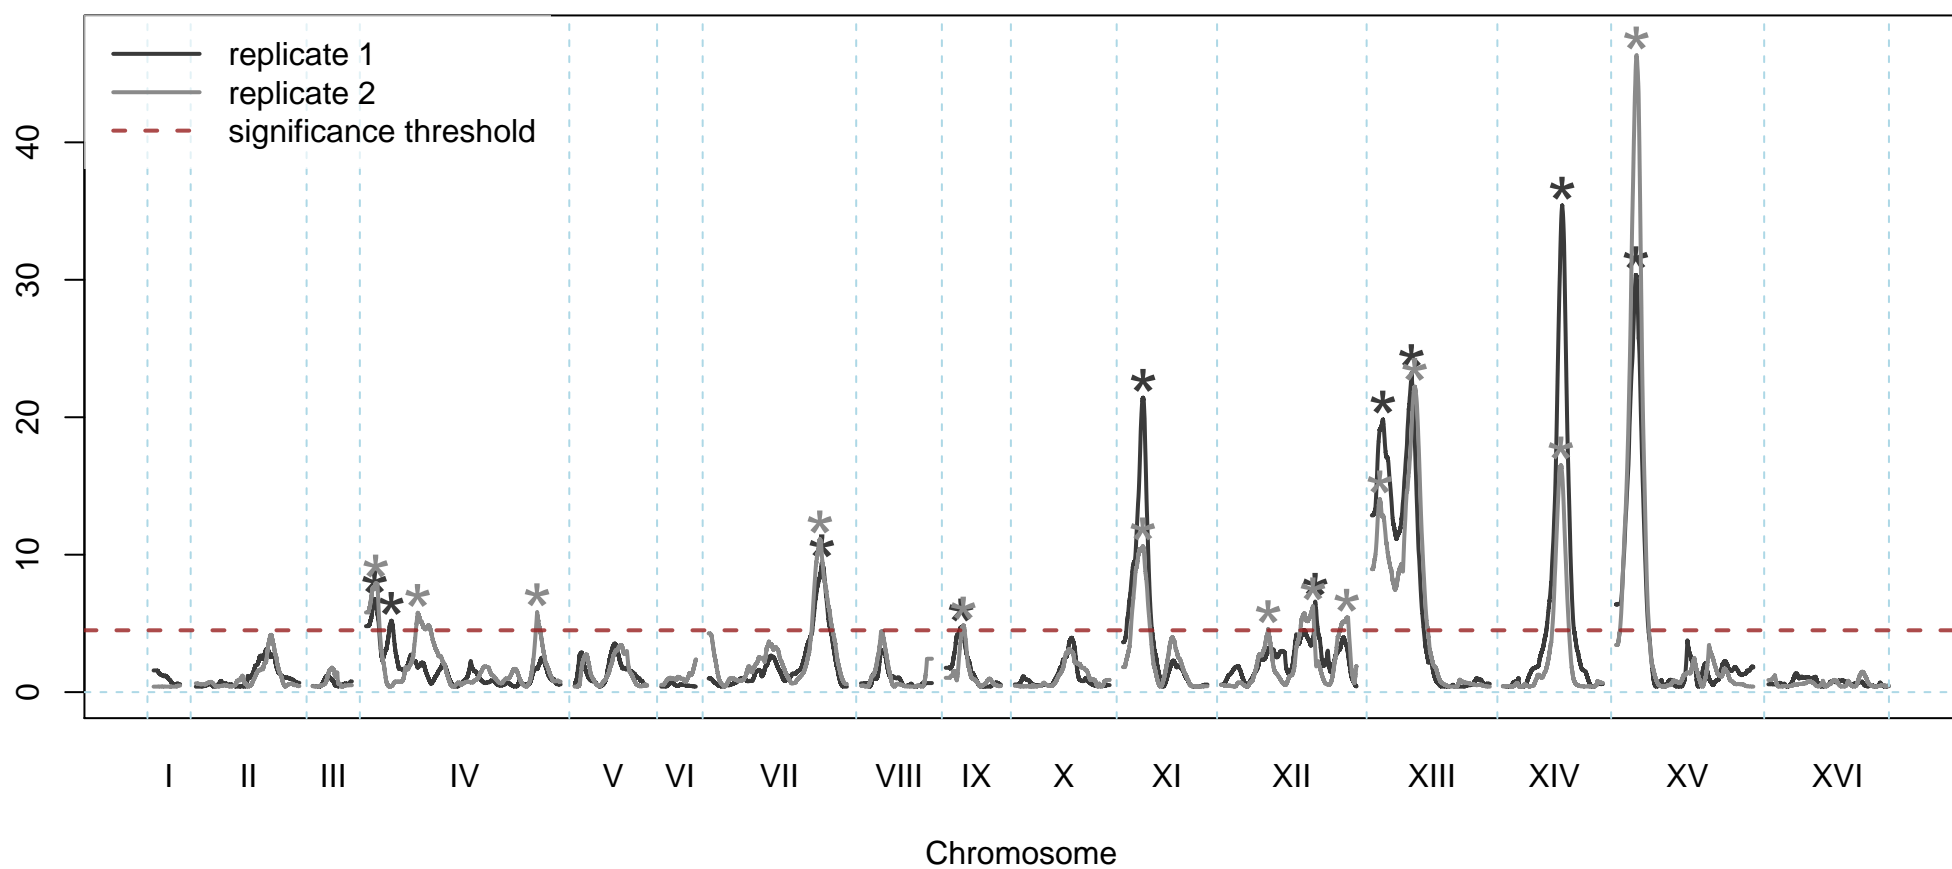

# Ile N-end TFT

$\Delta$ RM Allele Frequency (High - Low UPS Activity Pool)

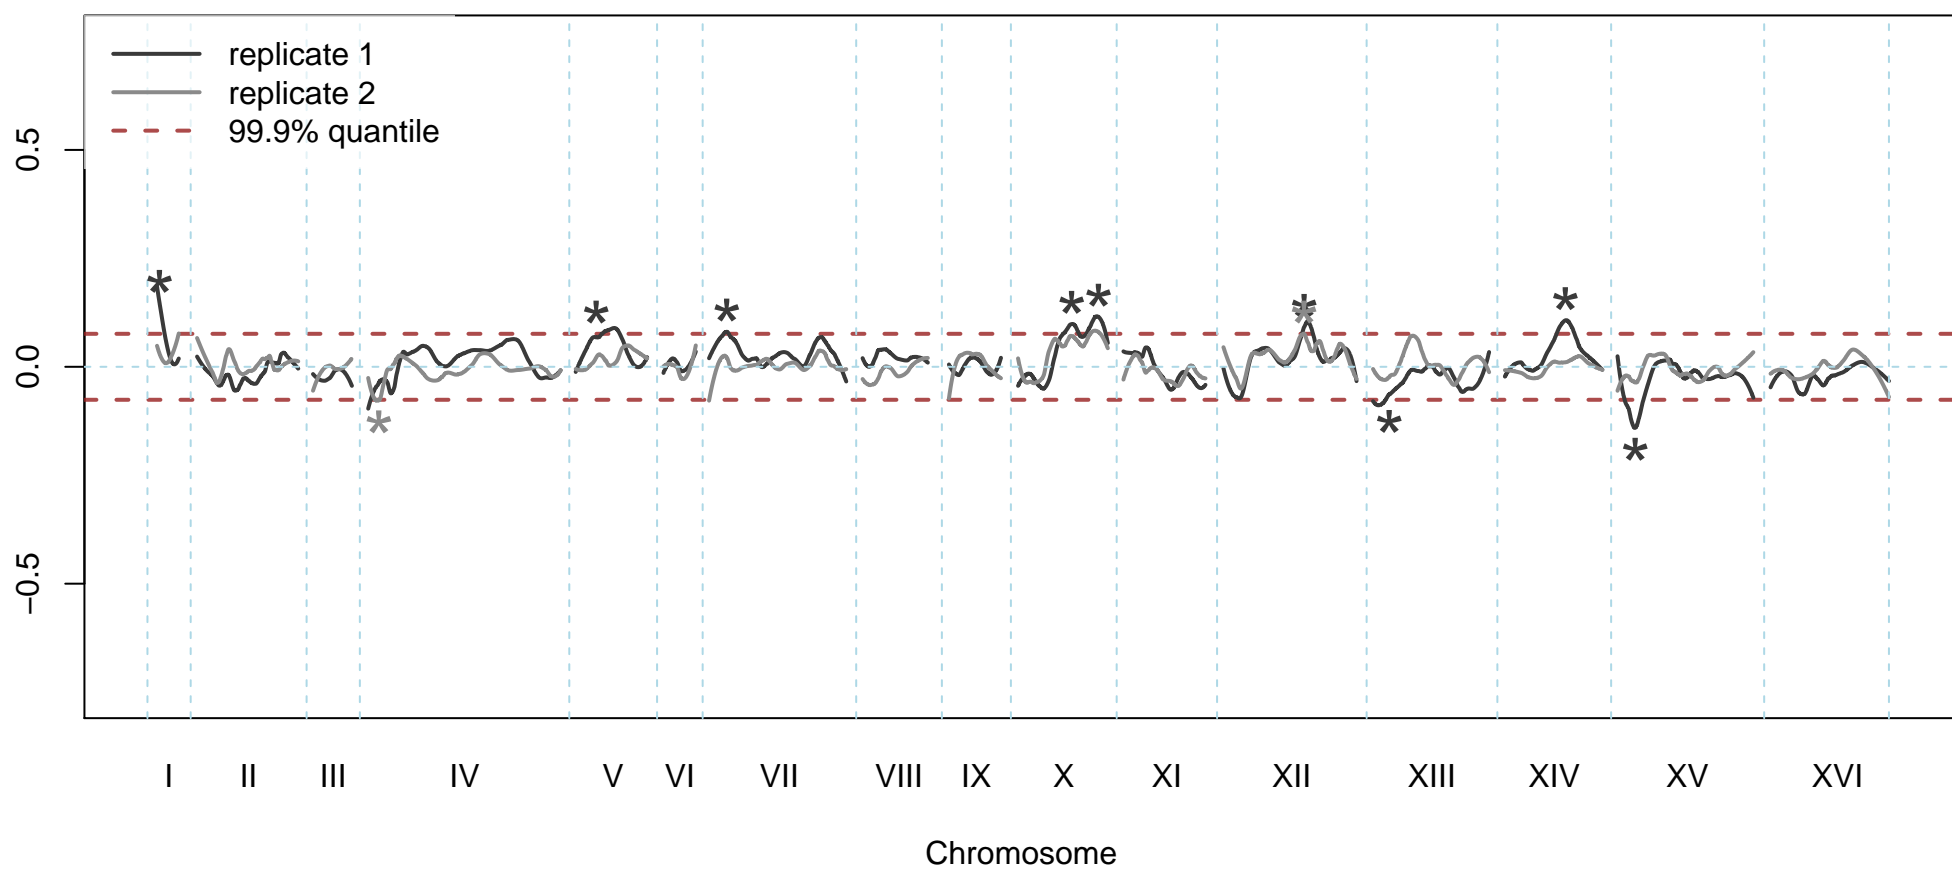

Multipool LOD

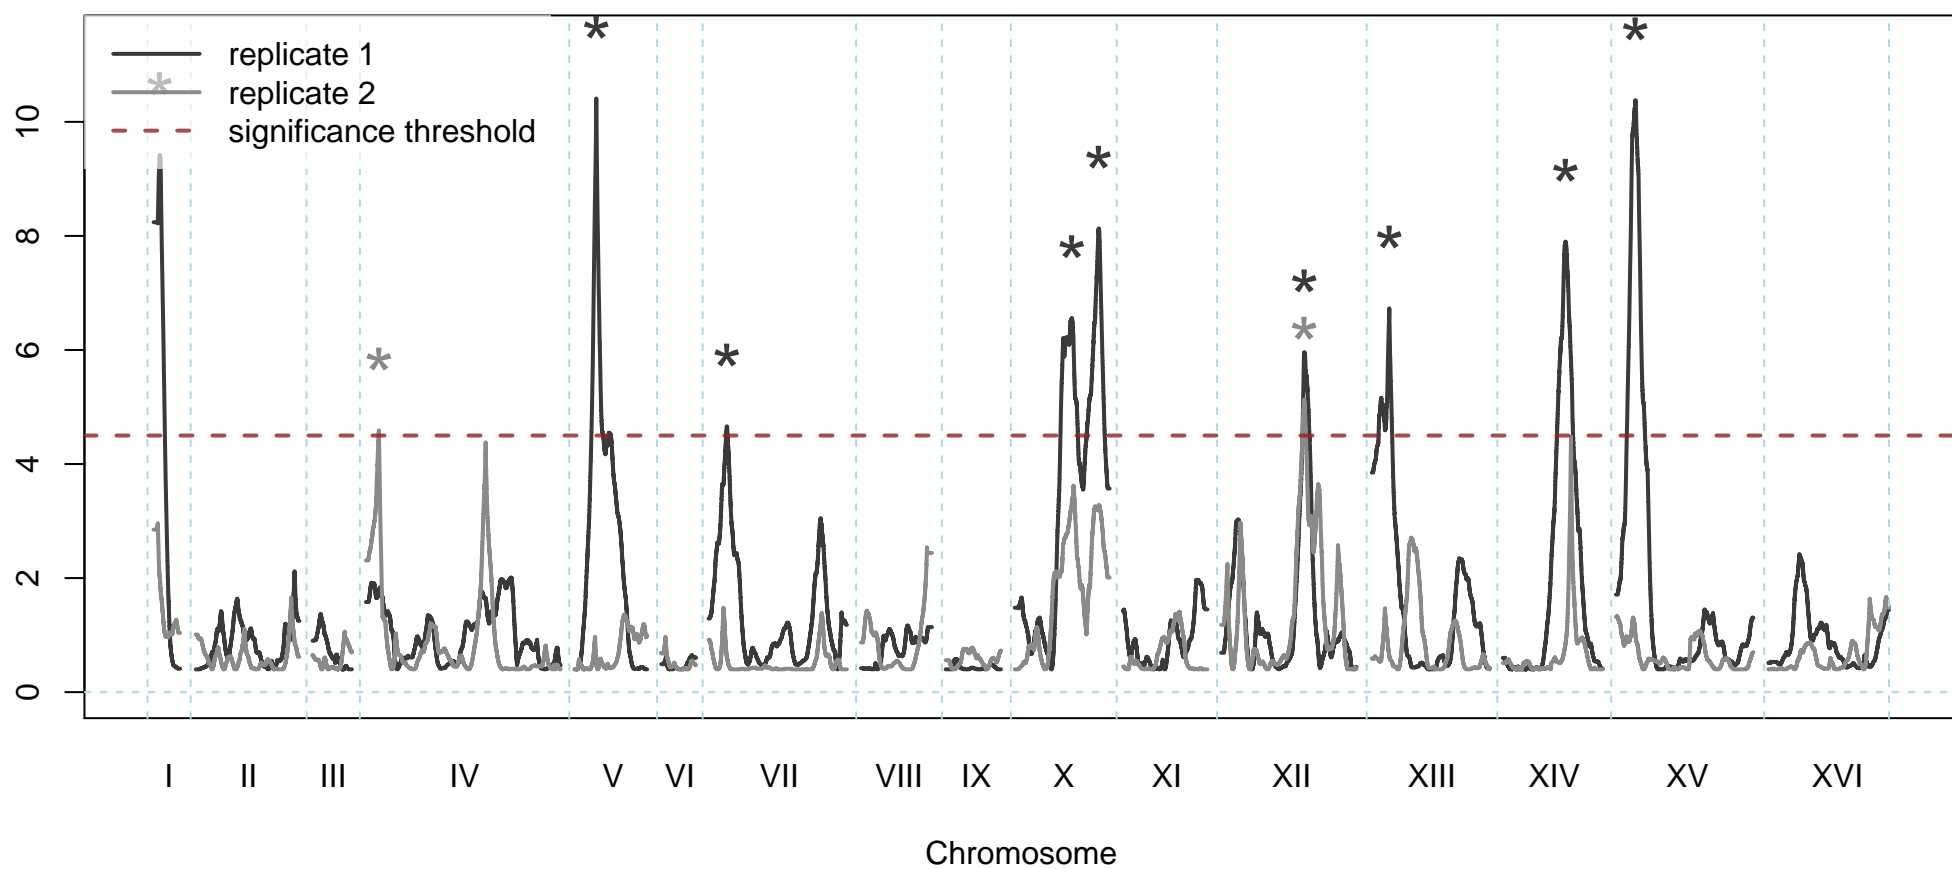

# Leu N-end TFT

$\Delta$ RM Allele Frequency (High - Low UPS Activity Pool)

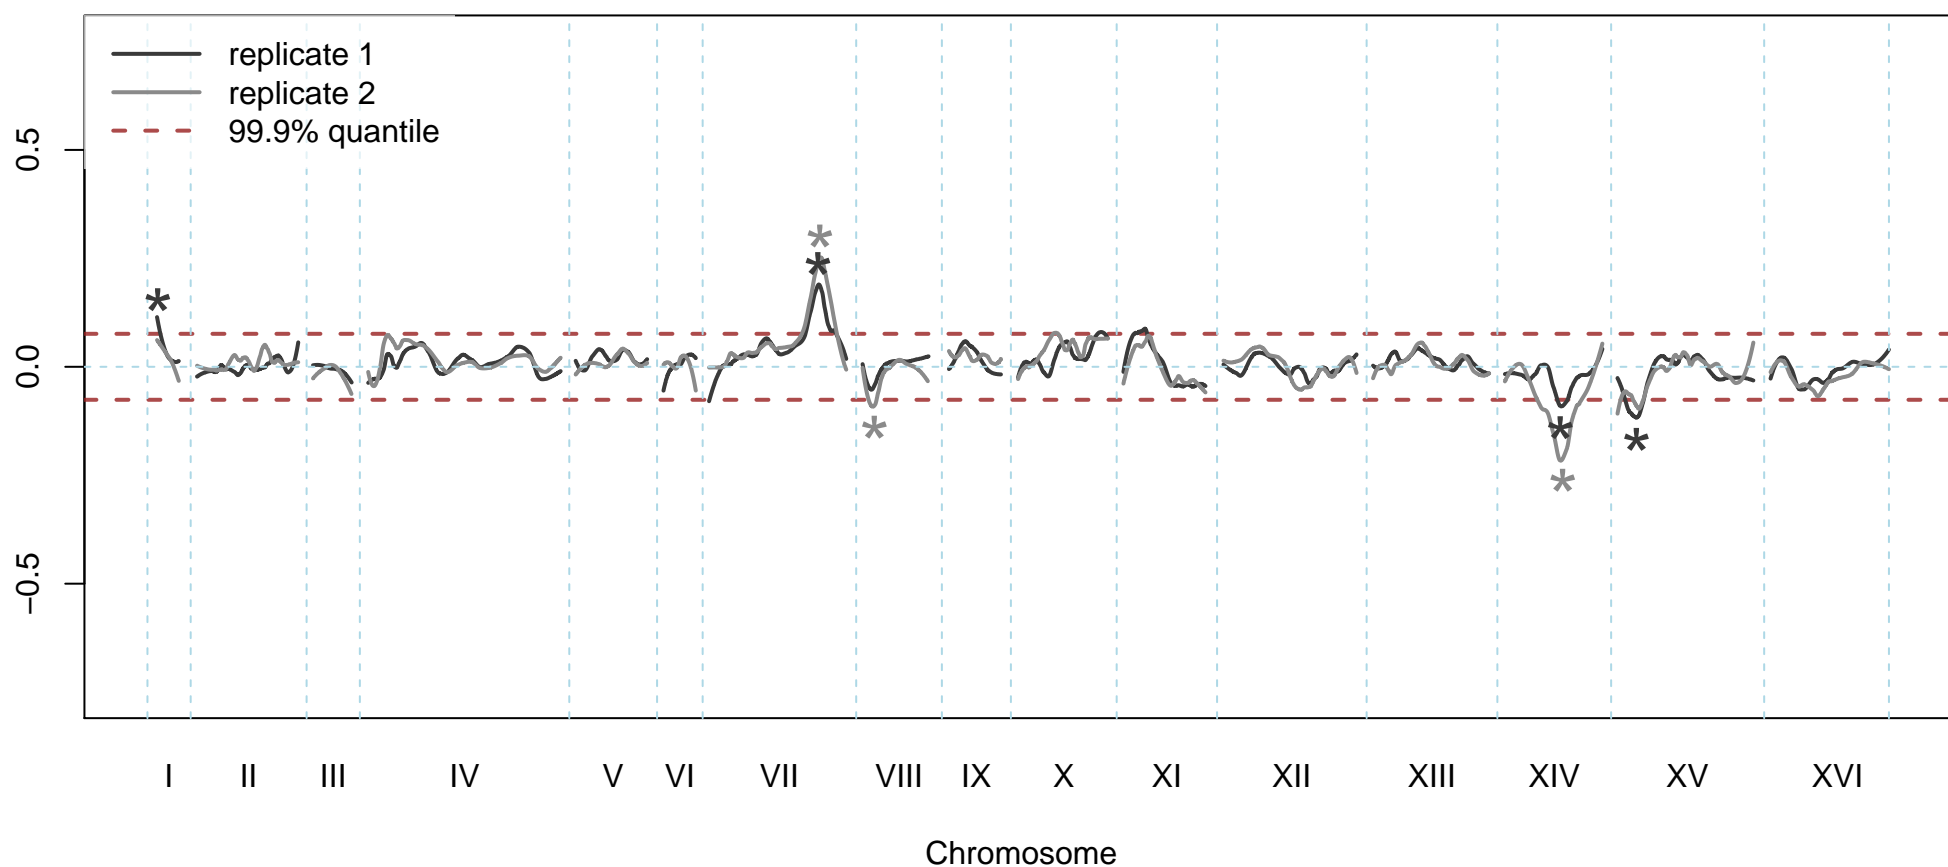

Multipool LOD

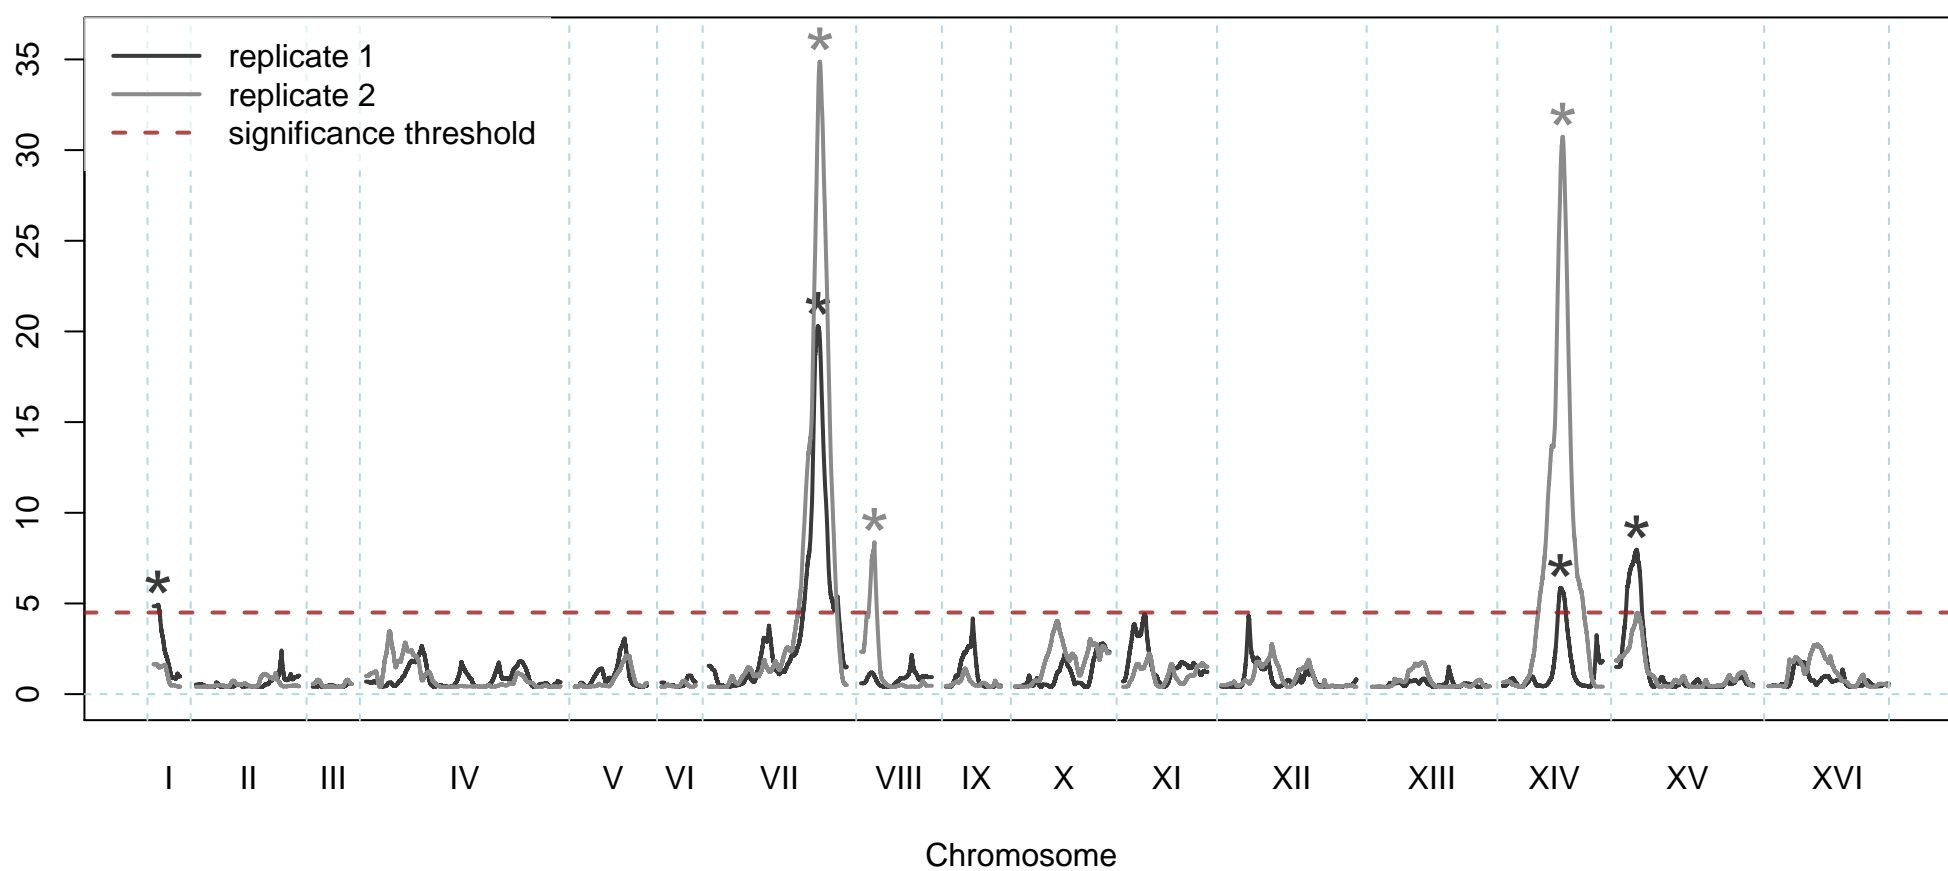

# Lys N-end TFT

ΔRM Allele Frequency (High – Low UPS Activity Pool)

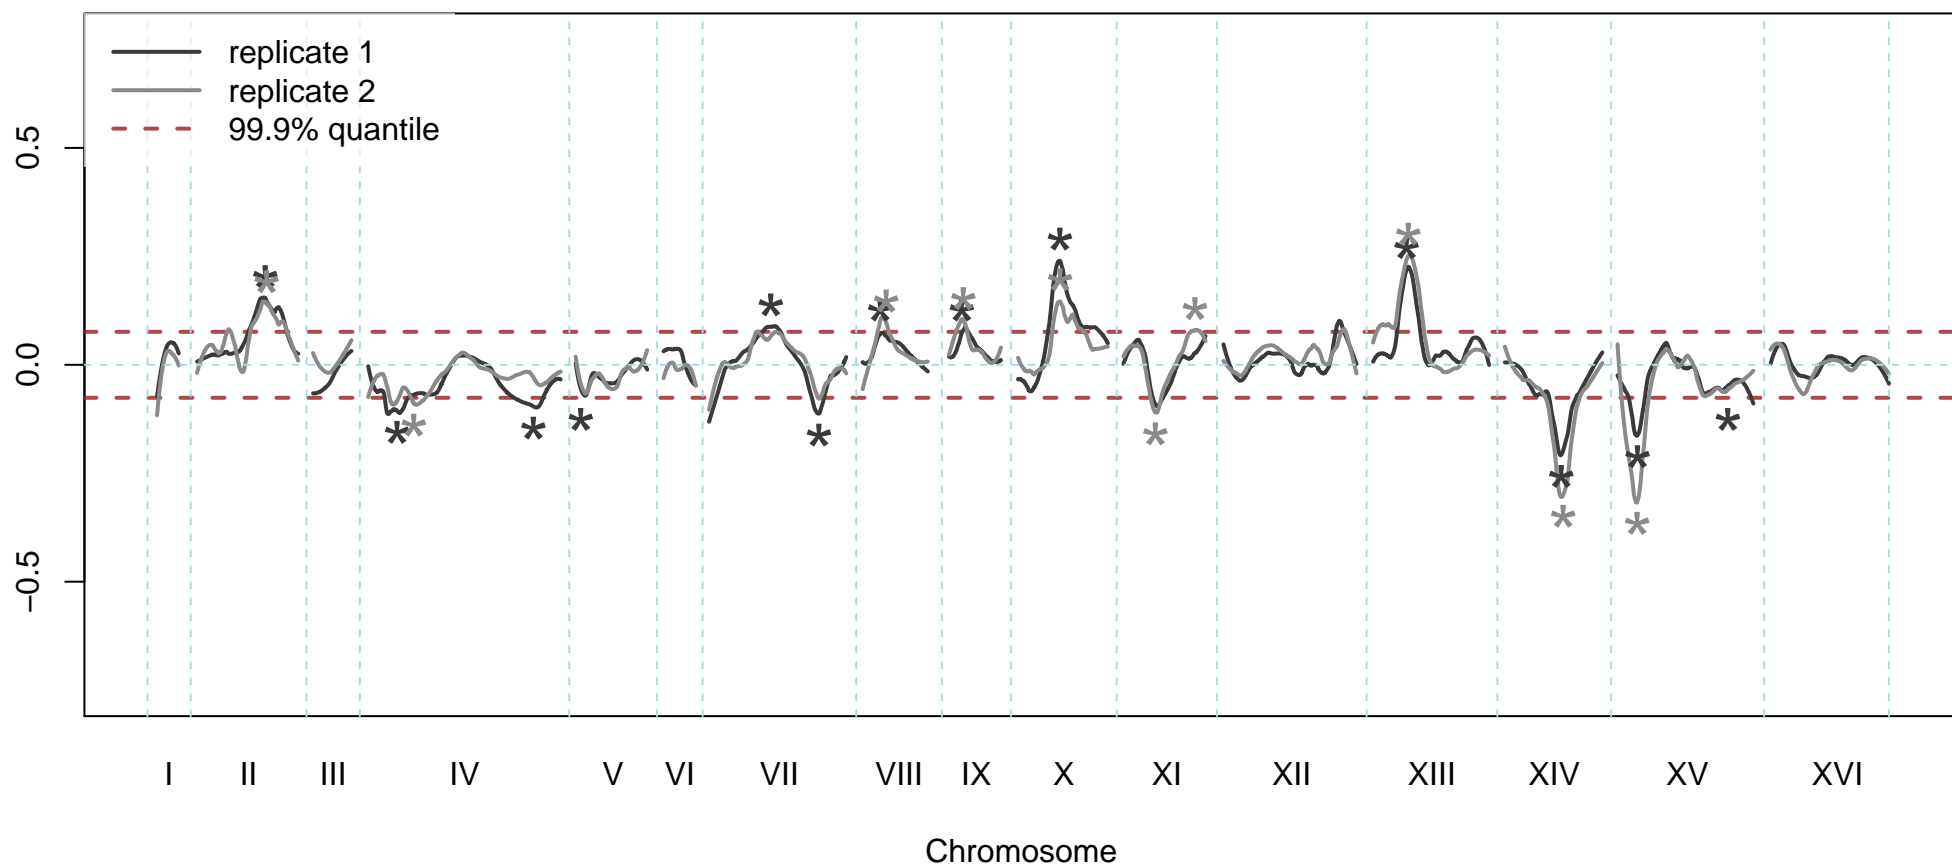

Multipool LOD

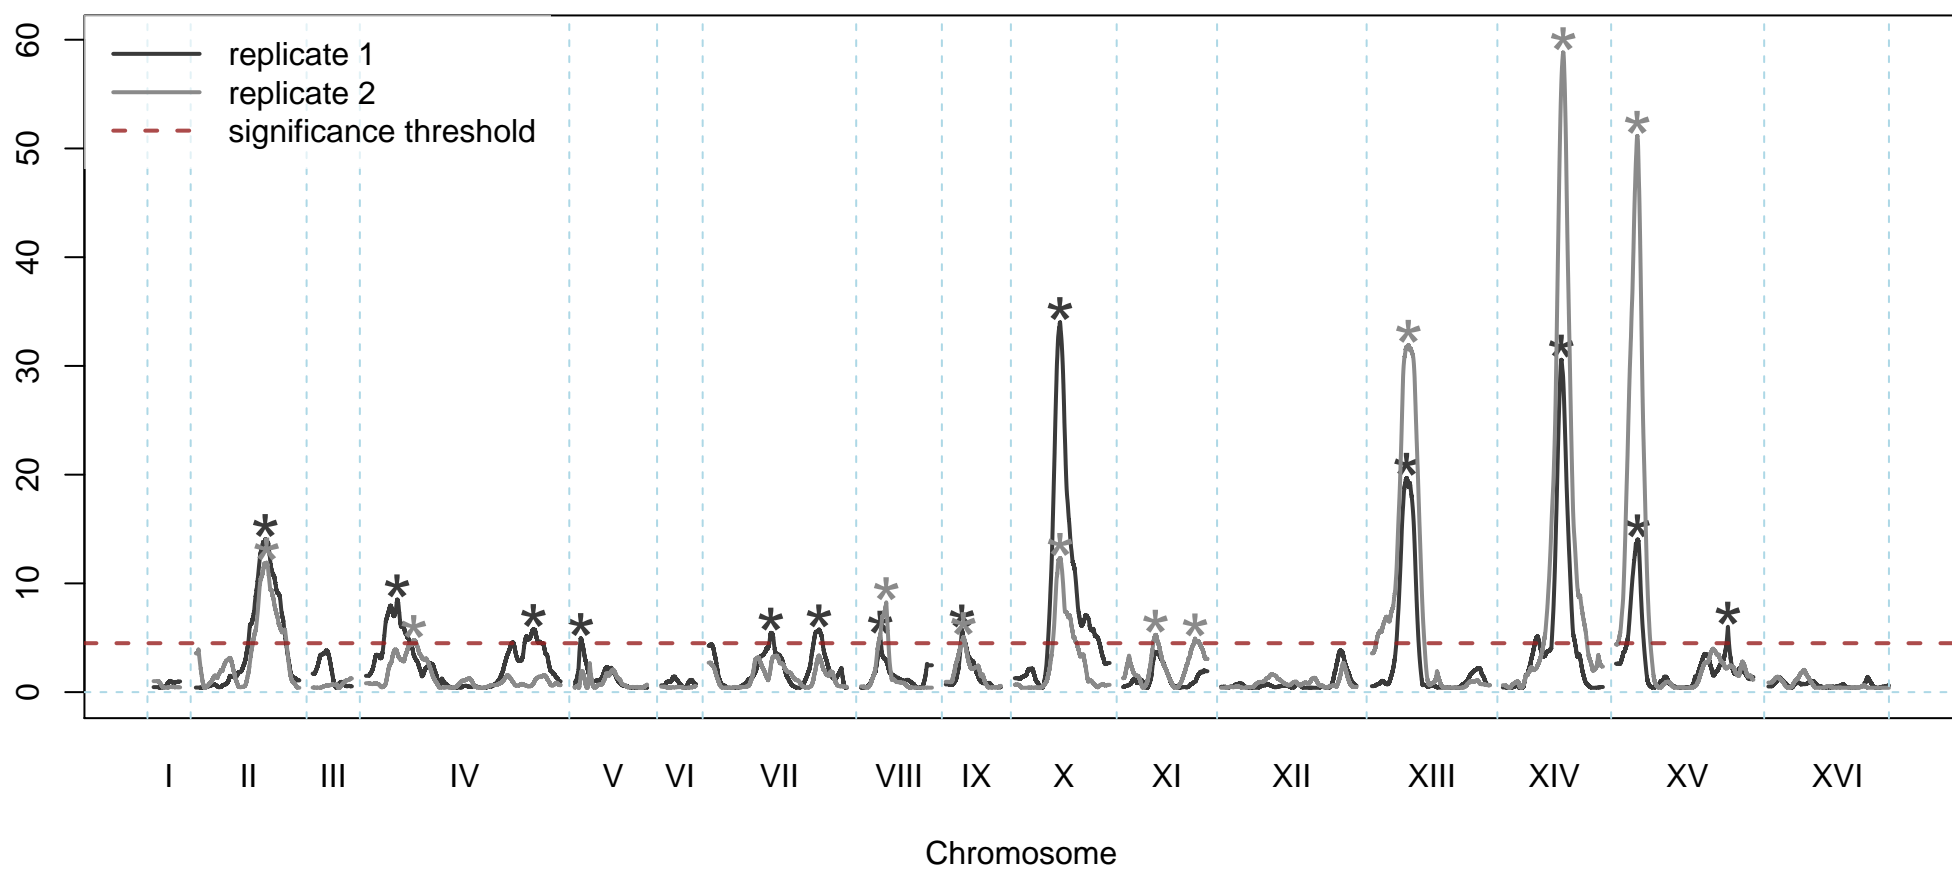

# Met N-end TFT

$\Delta$ RM Allele Frequency (High - Low UPS Activity Pool)

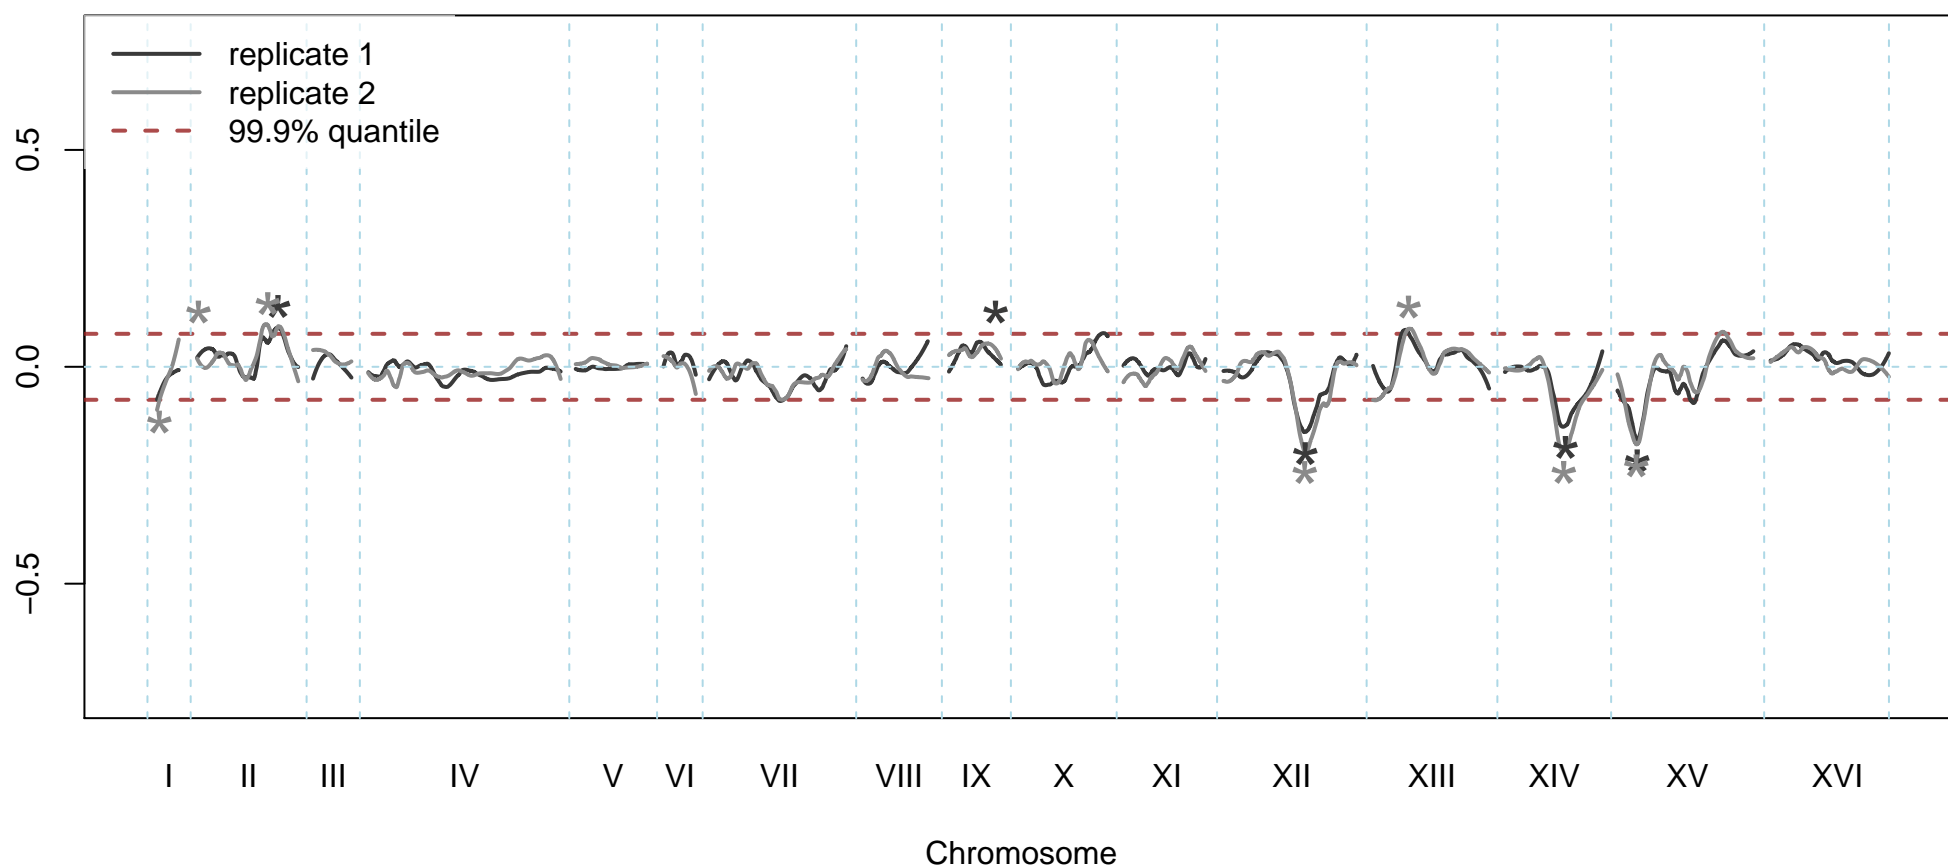

Multipool LOD

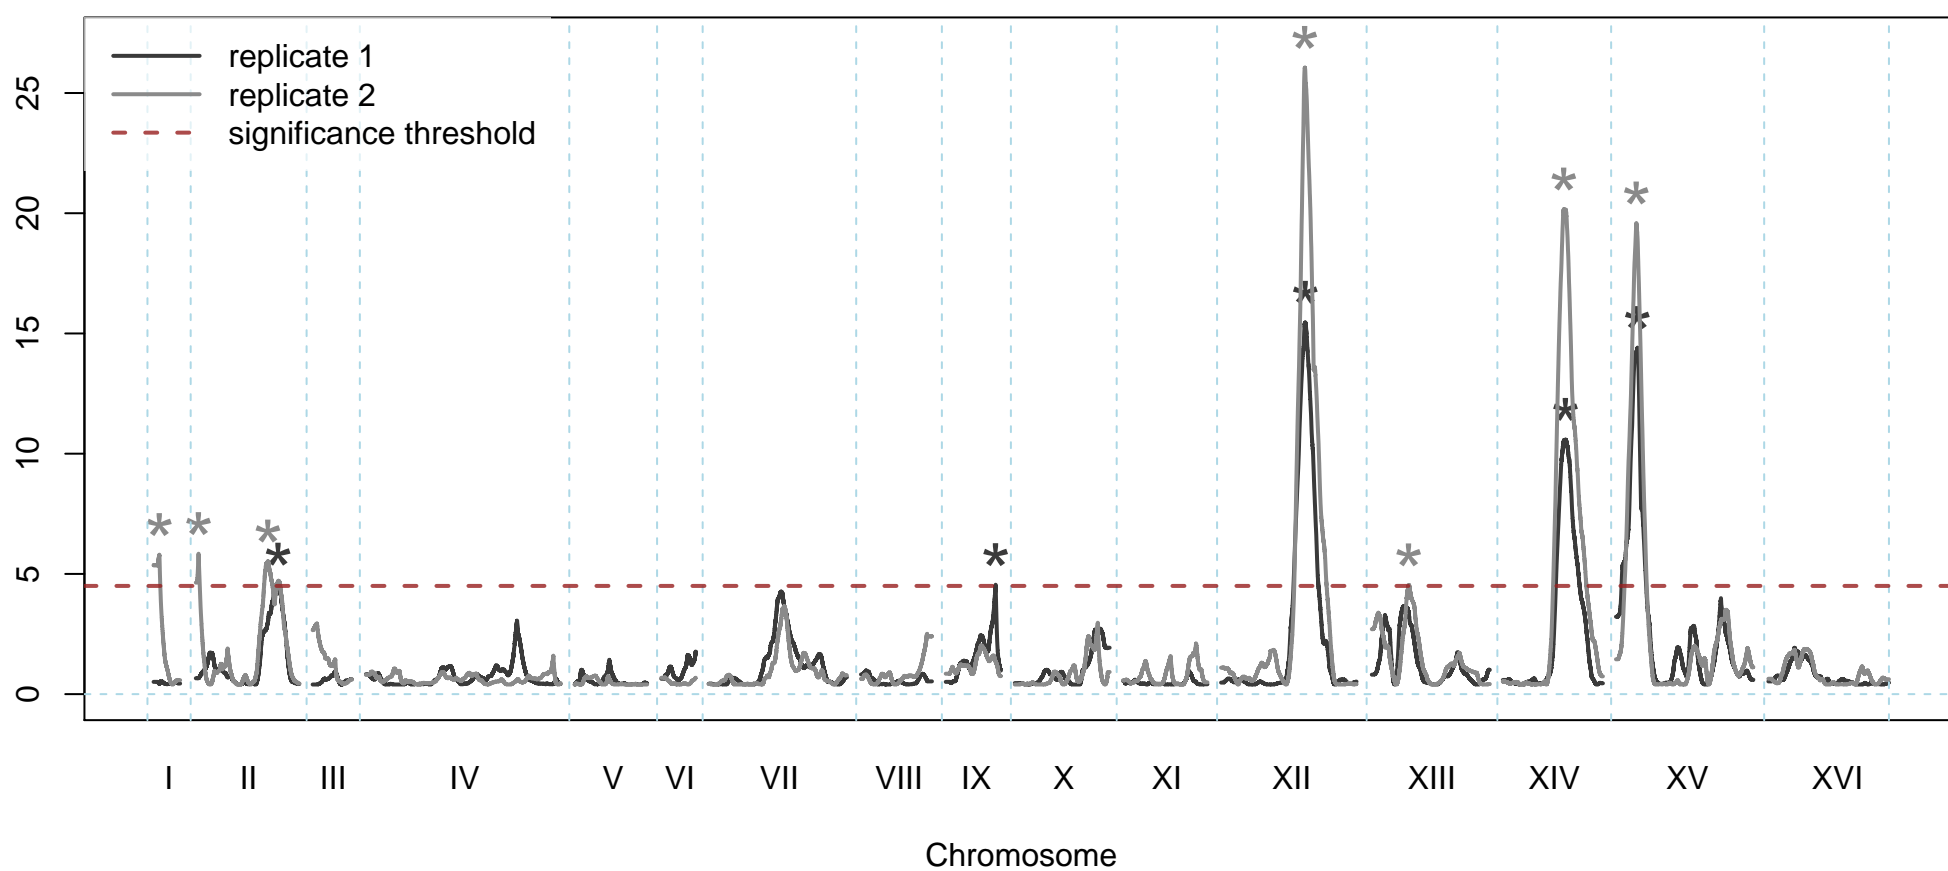

# Phe N-end TFT

$\Delta$ RM Allele Frequency (High - Low UPS Activity Pool)

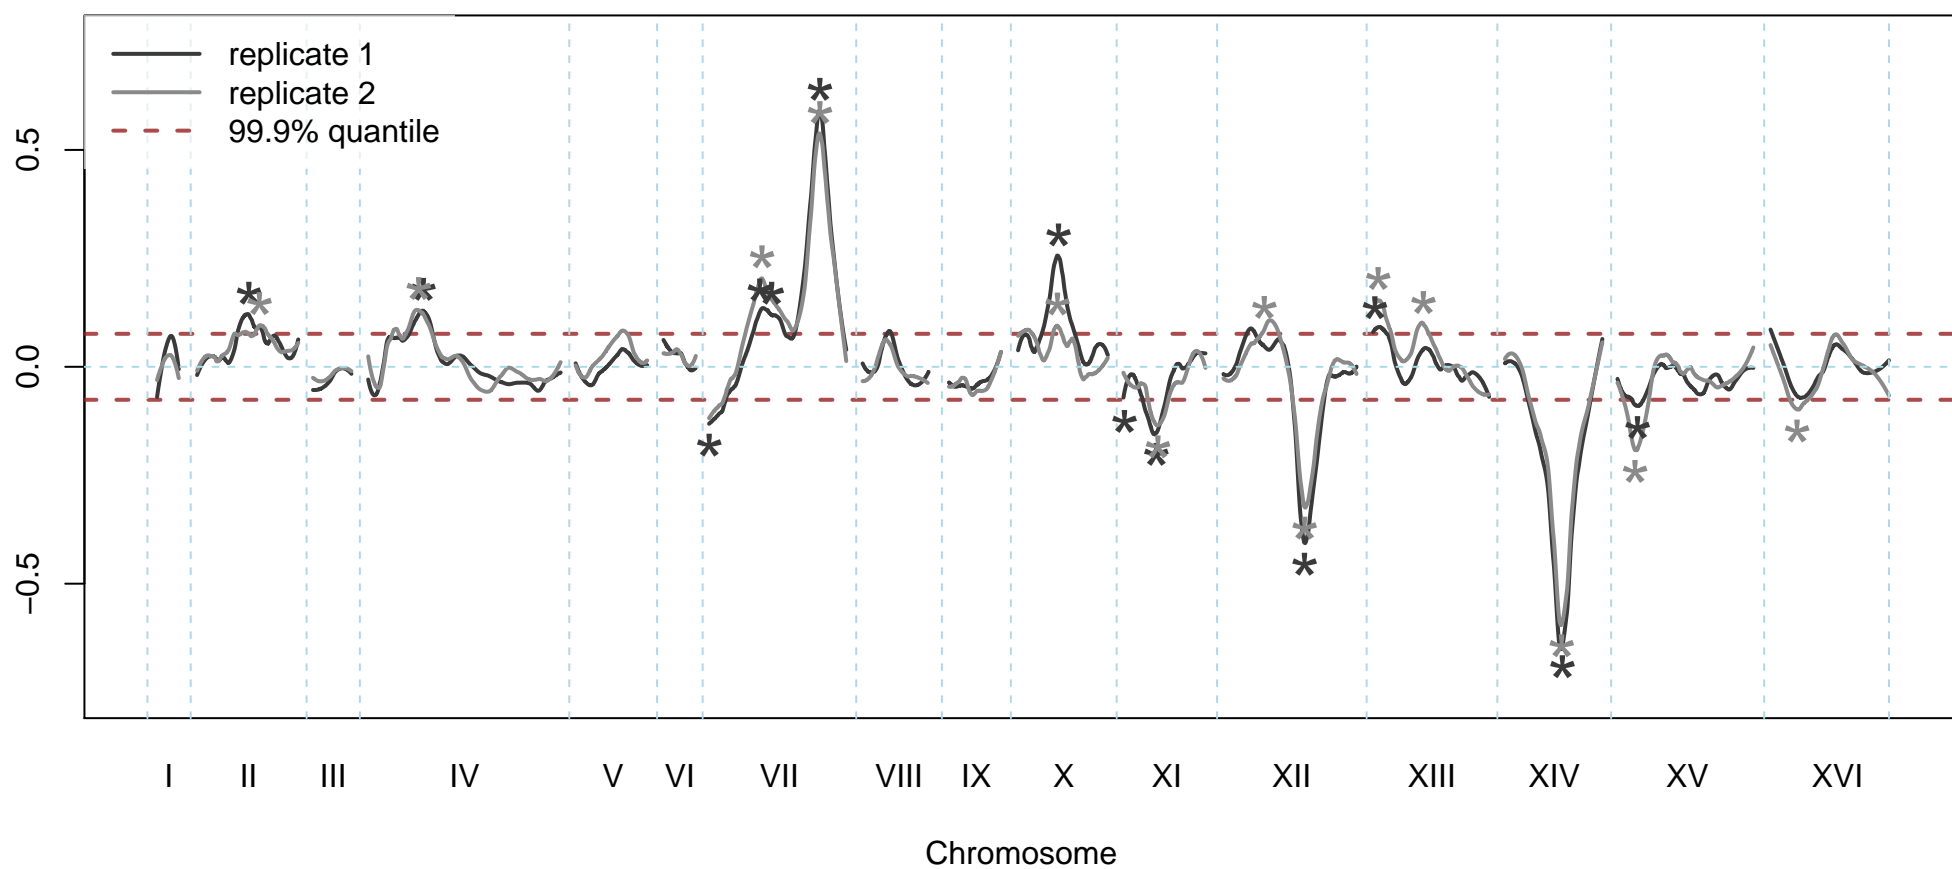

Multipool LOD

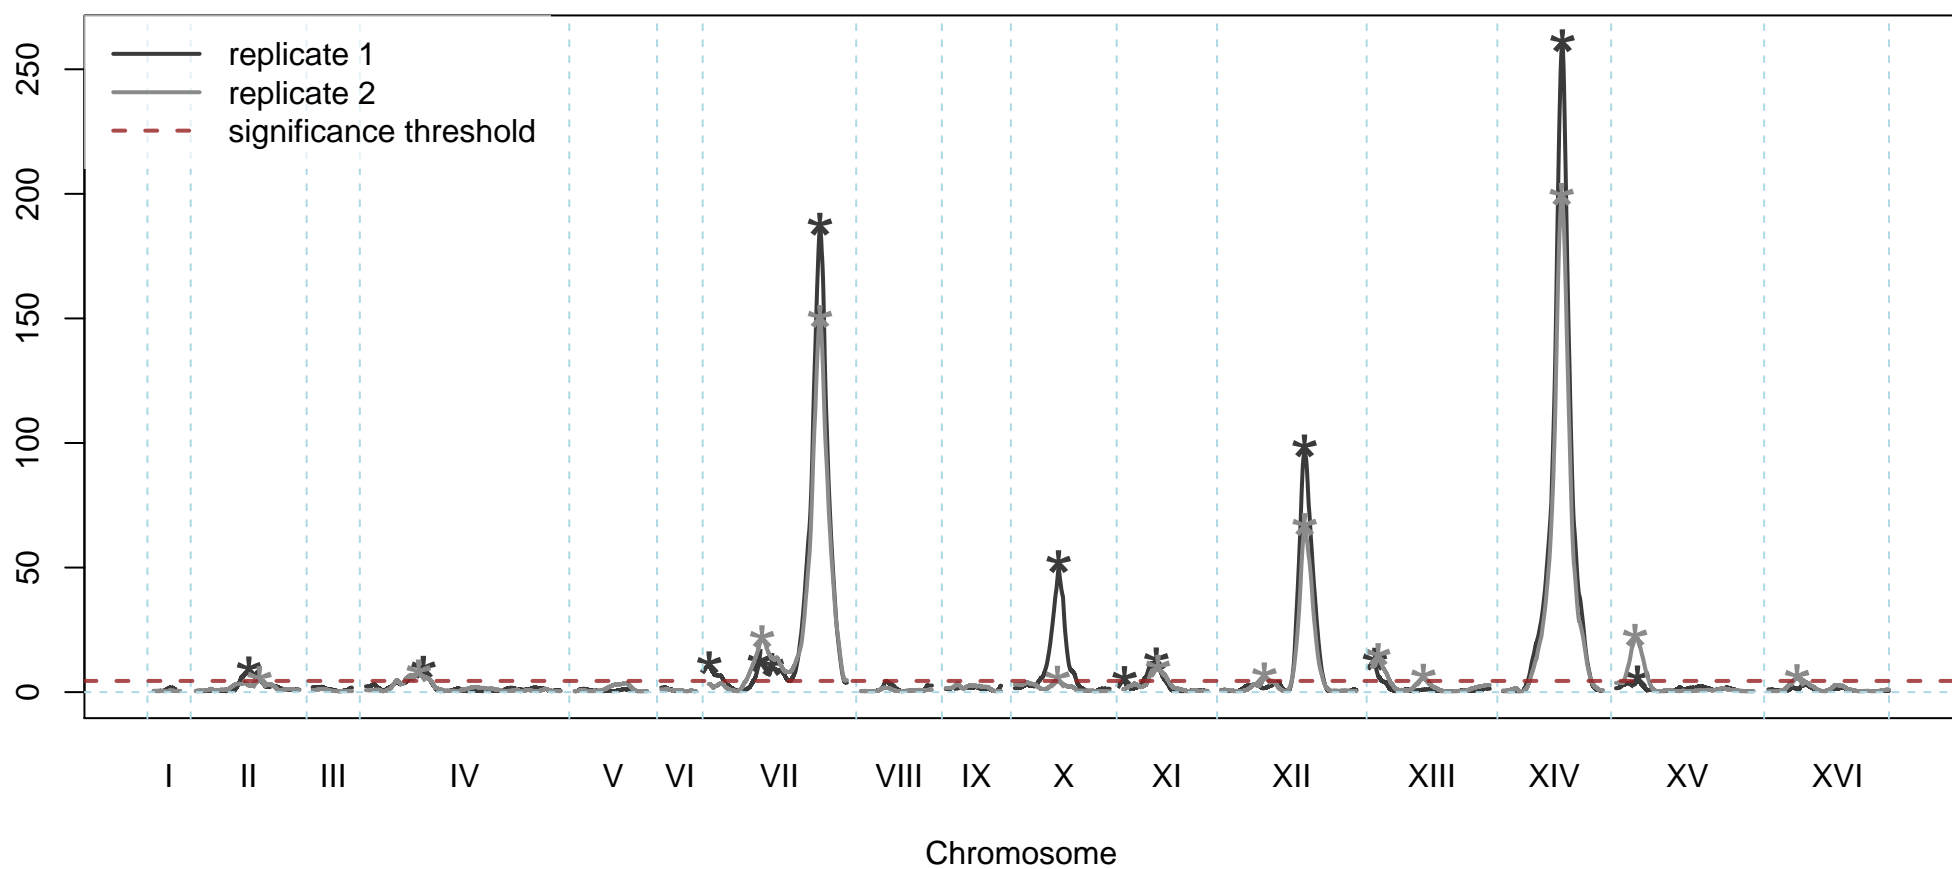

# Pro N-end TFT

$\Delta$ RM Allele Frequency (High - Low UPS Activity Pool)

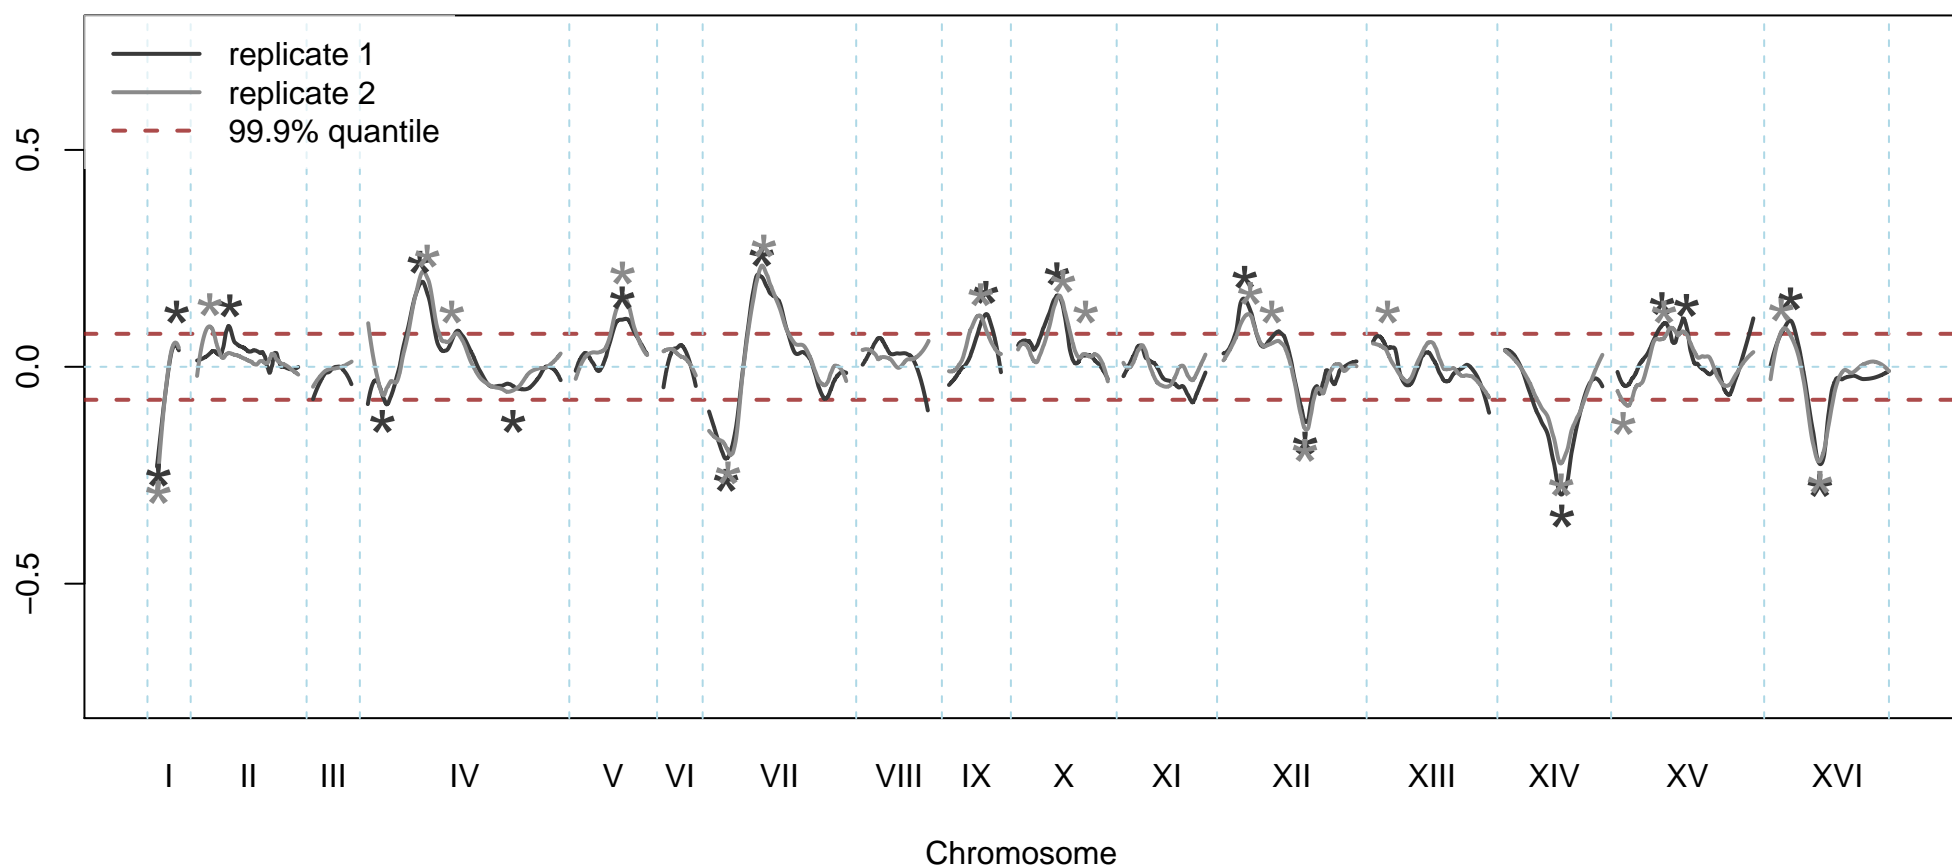

Multipool LOD

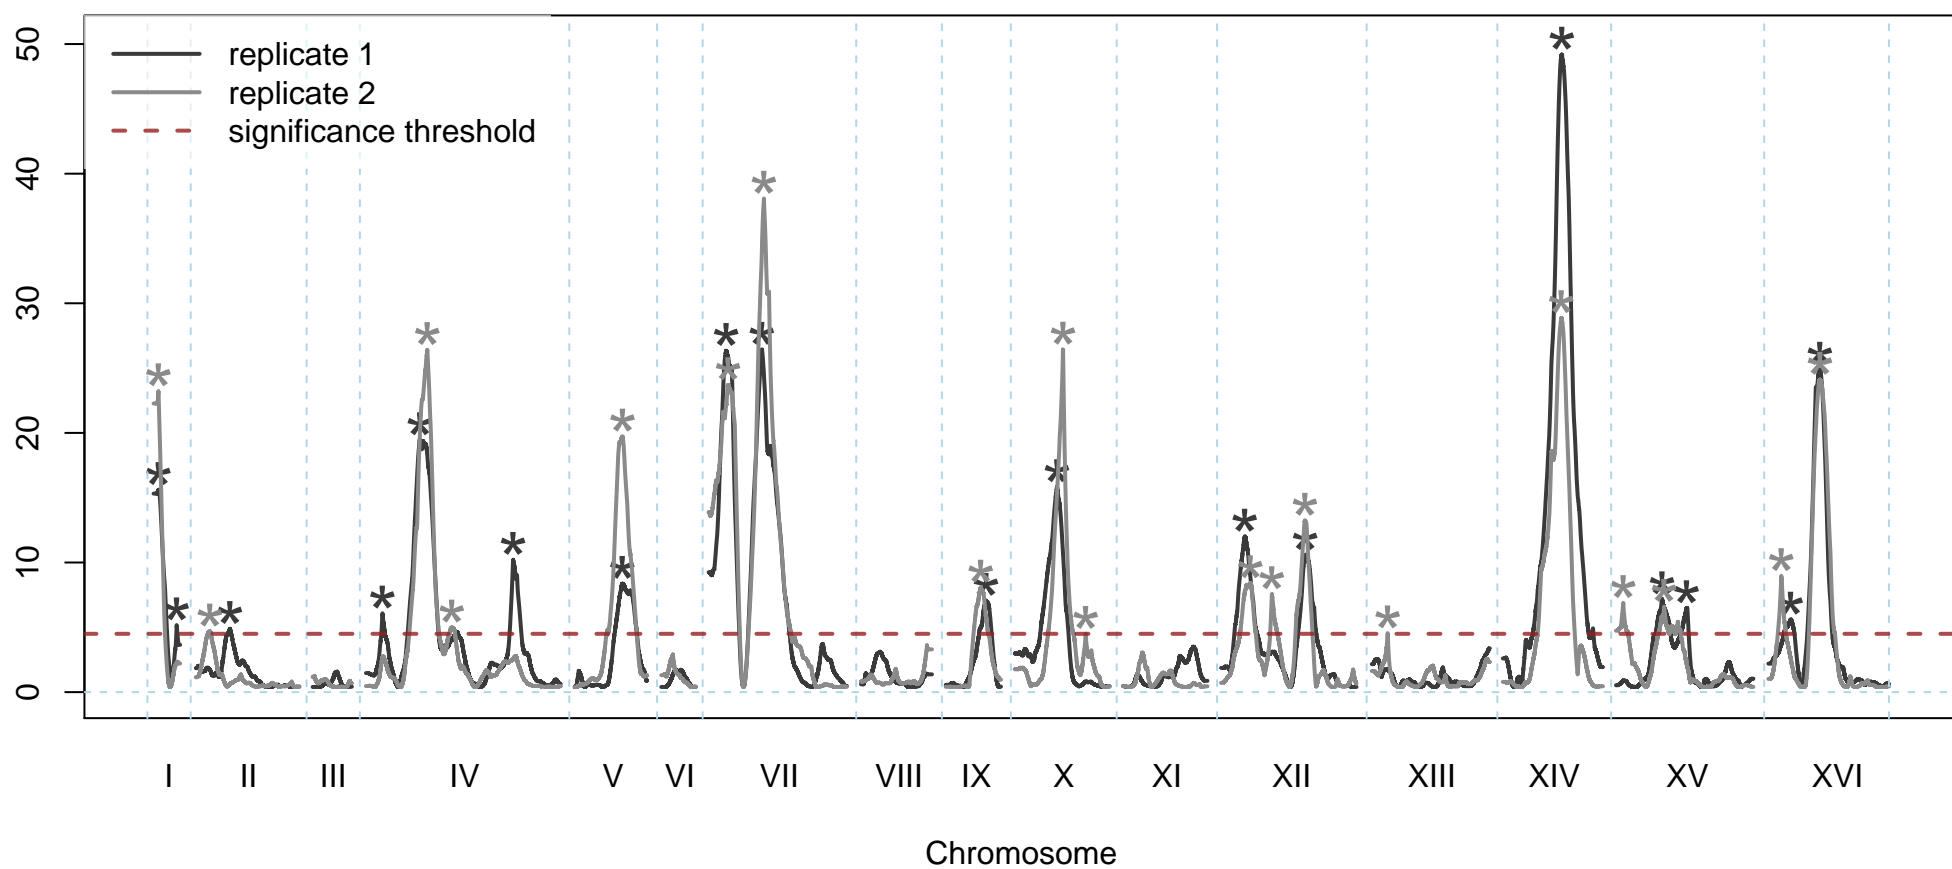

# Ser N-end TFT

ΔRM Allele Frequency (High – Low UPS Activity Pool)

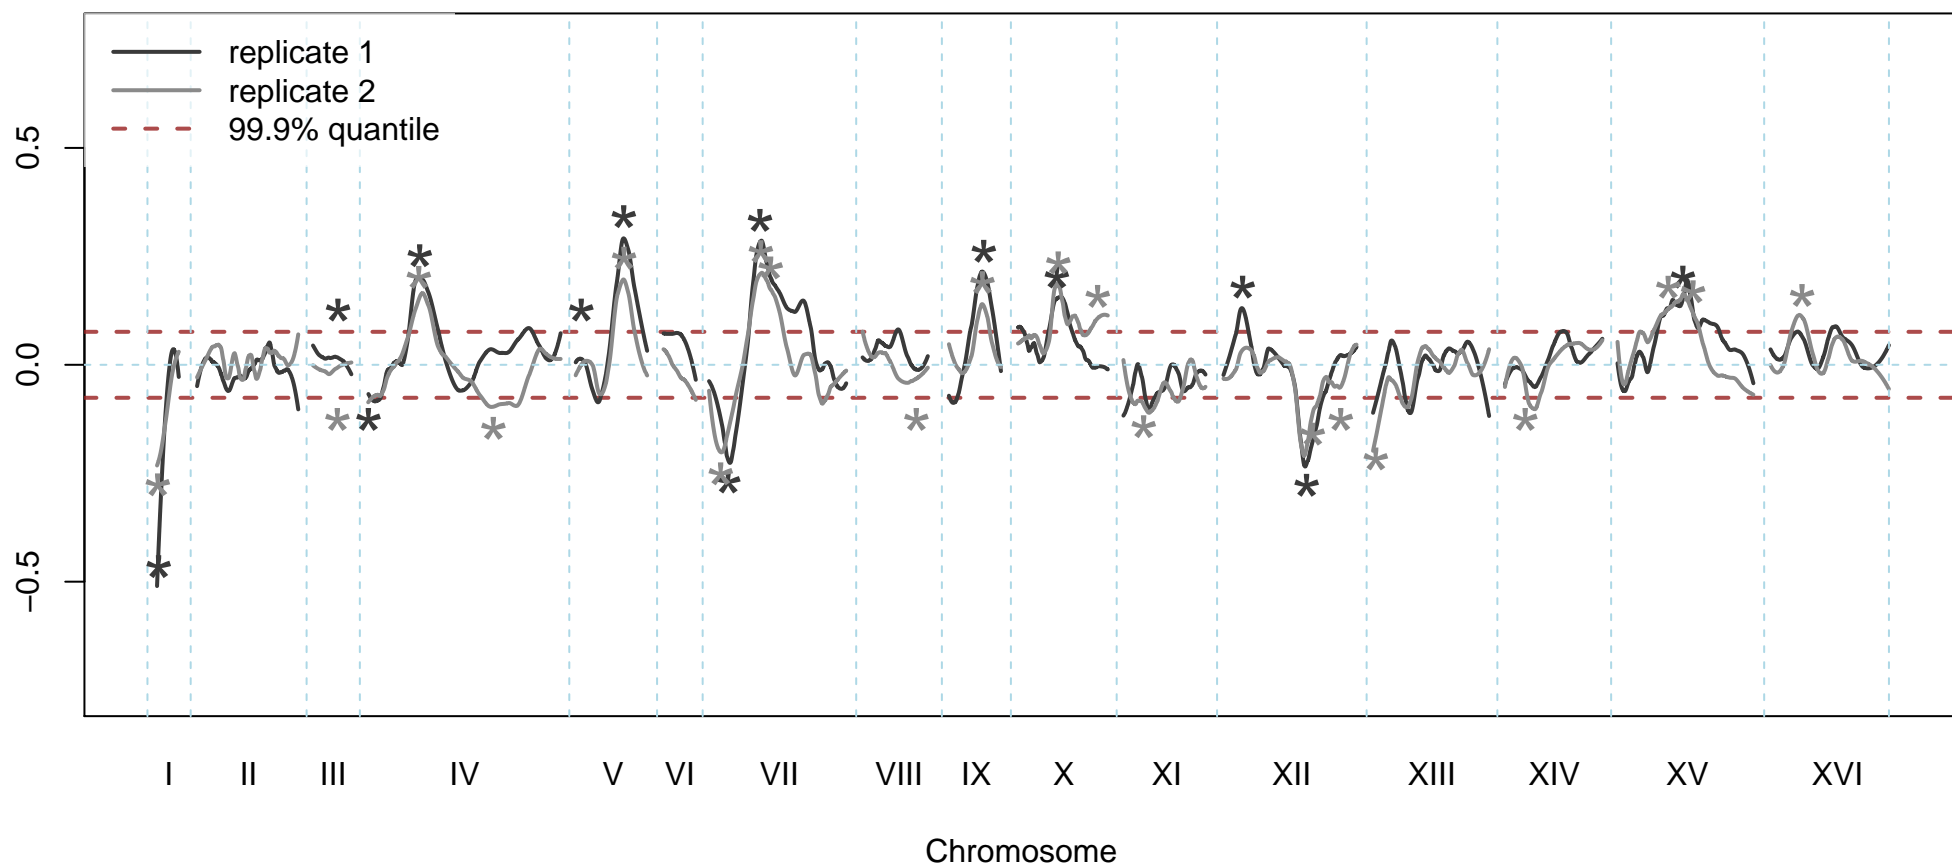

Multipool LOD

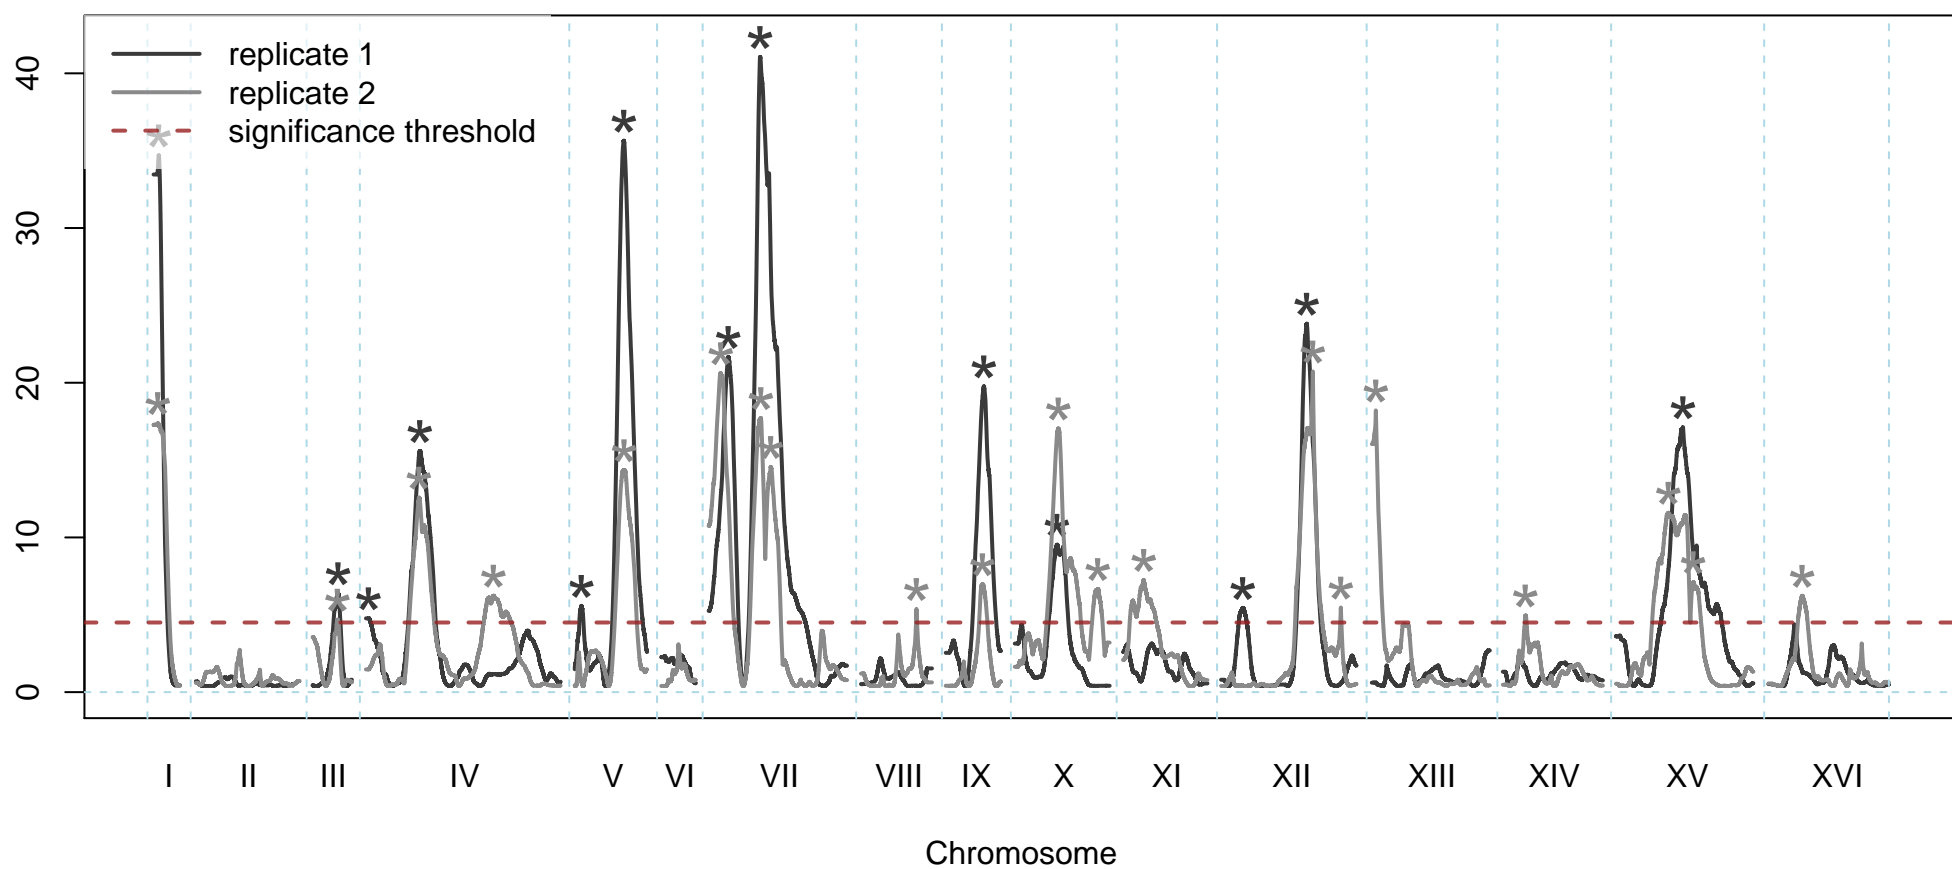

# Thr N-end TFT

ΔRM Allele Frequency (High – Low UPS Activity Pool)

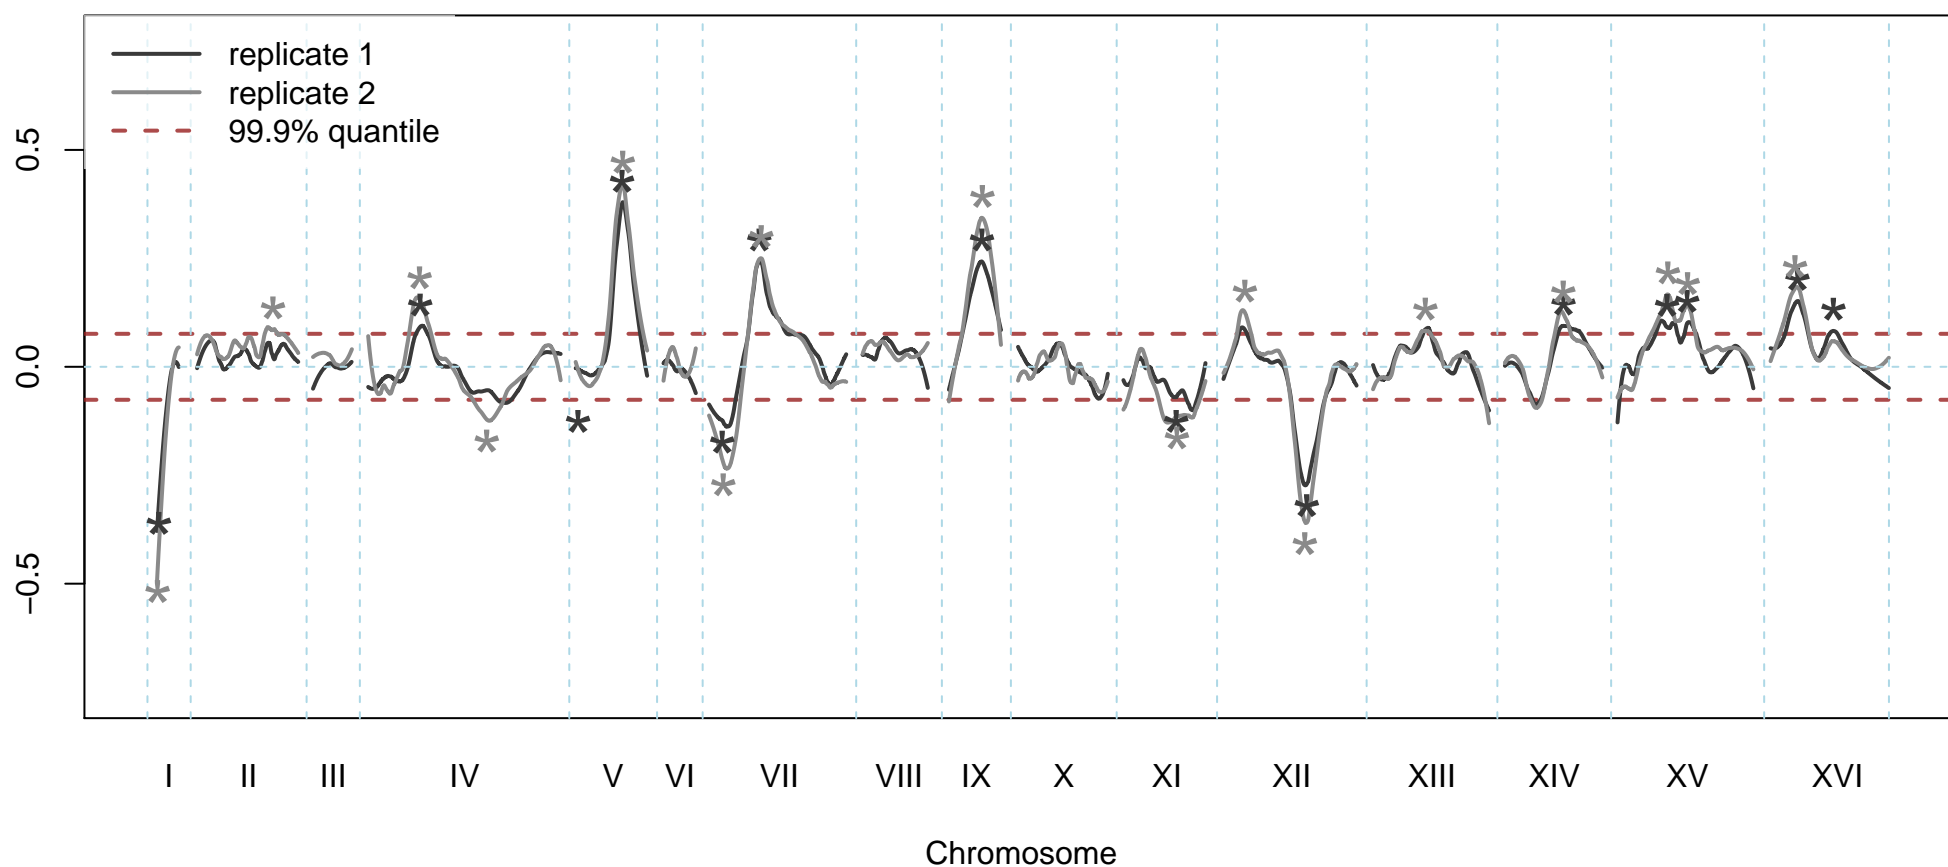

Multipool LOD

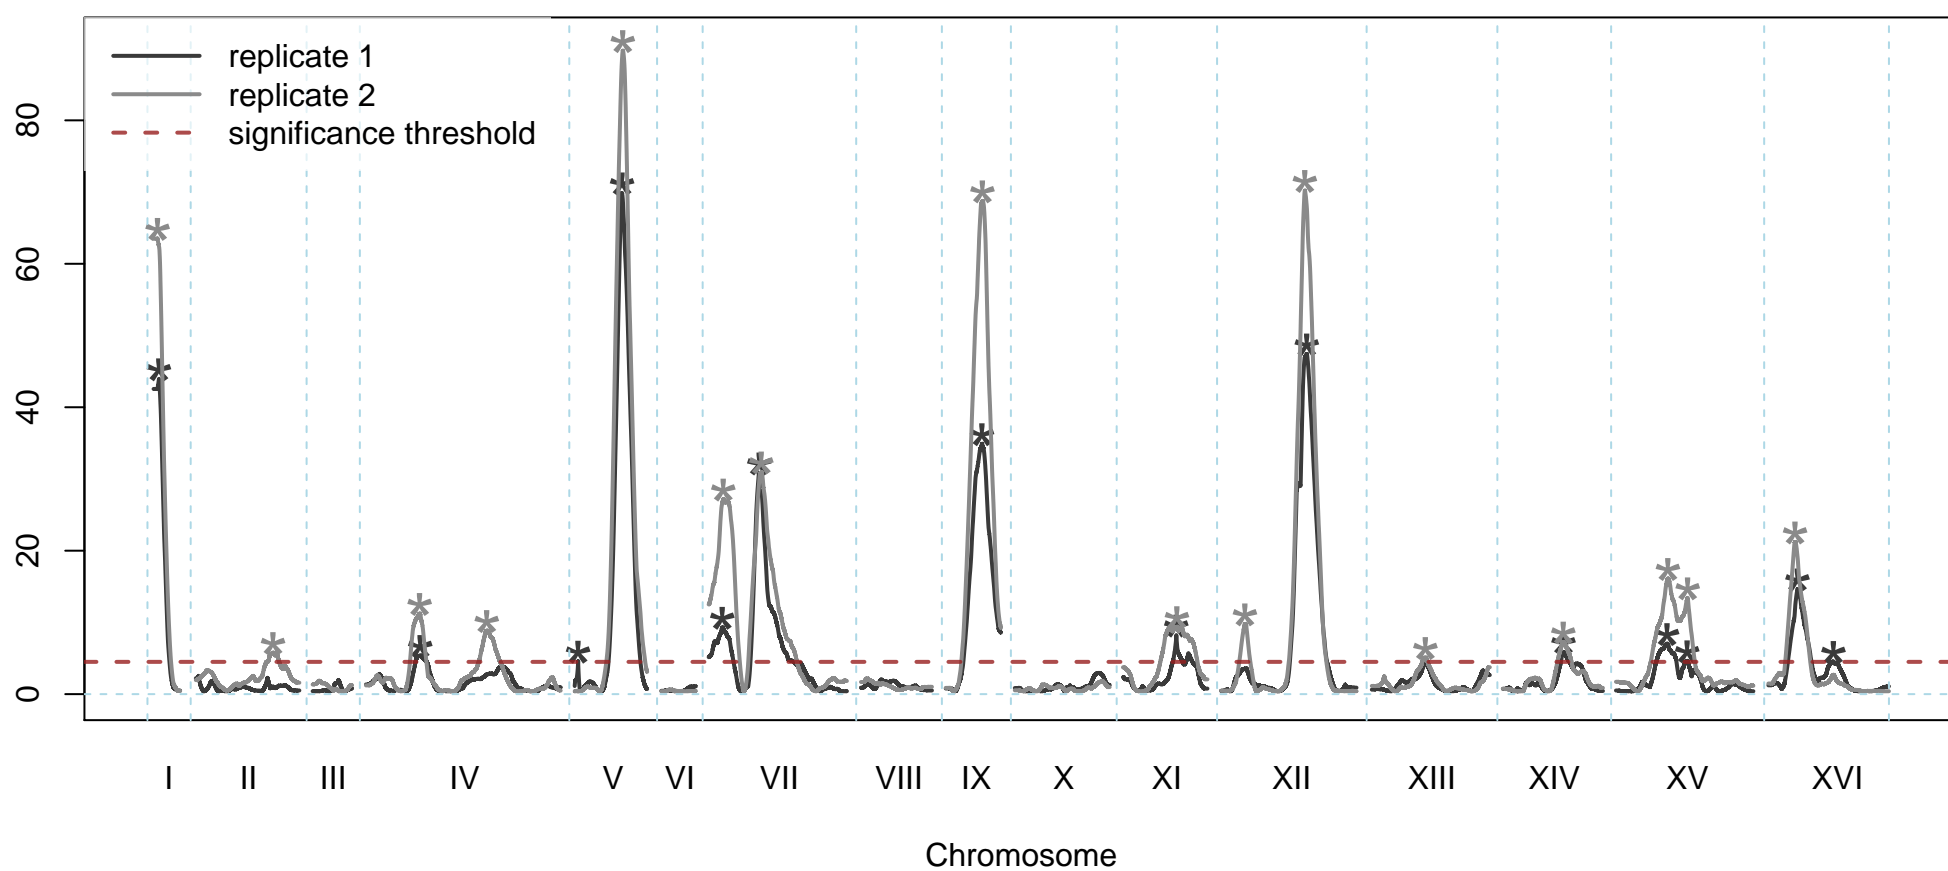

# Trp N-end TFT

ΔRM Allele Frequency (High – Low UPS Activity Pool)

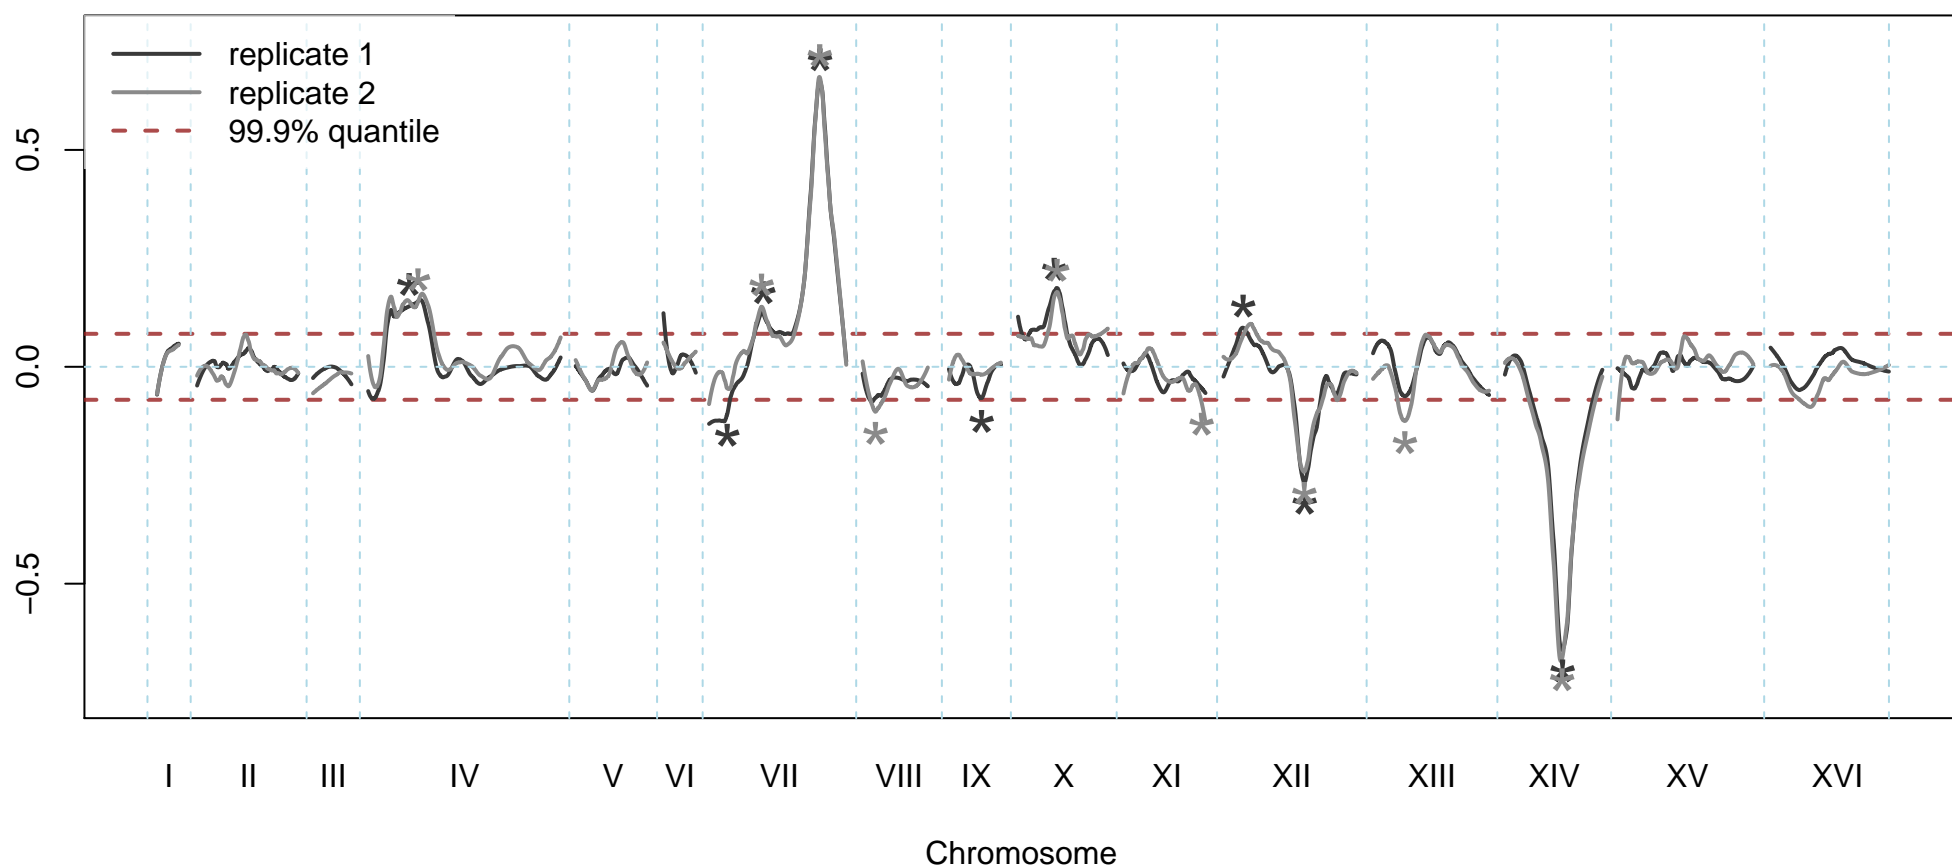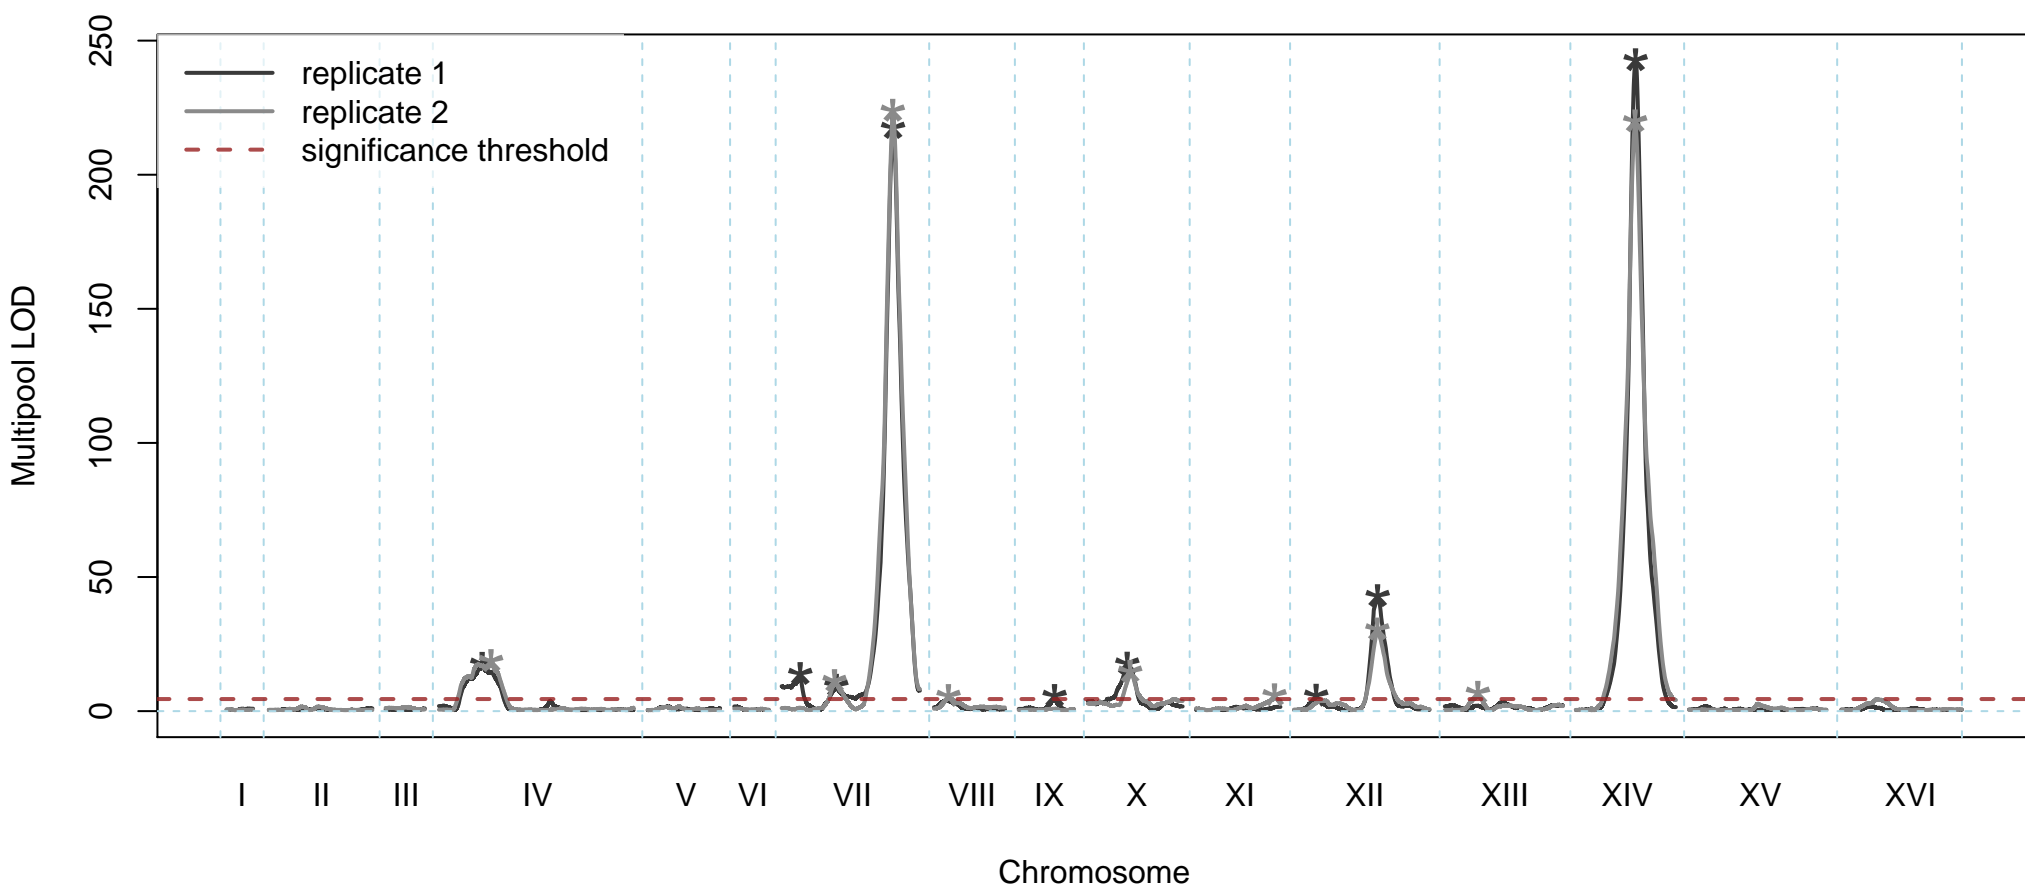

# Tyr N-end TFT

$\Delta$ RM Allele Frequency (High - Low UPS Activity Pool)

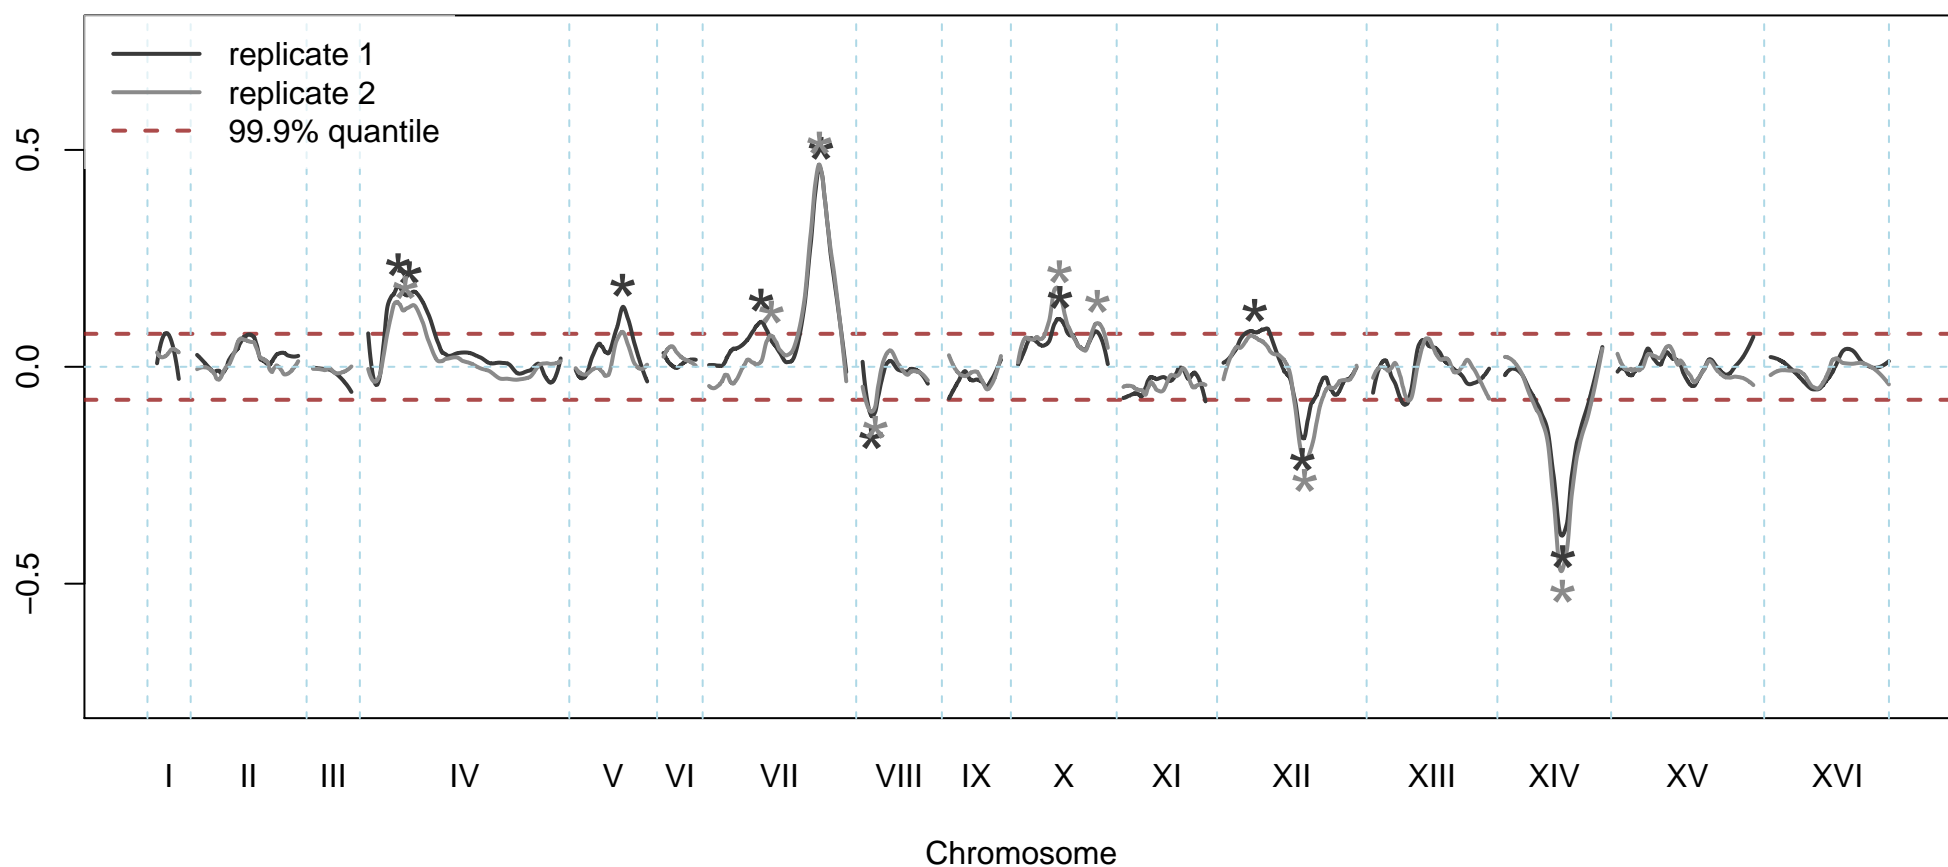

Multipool LOD

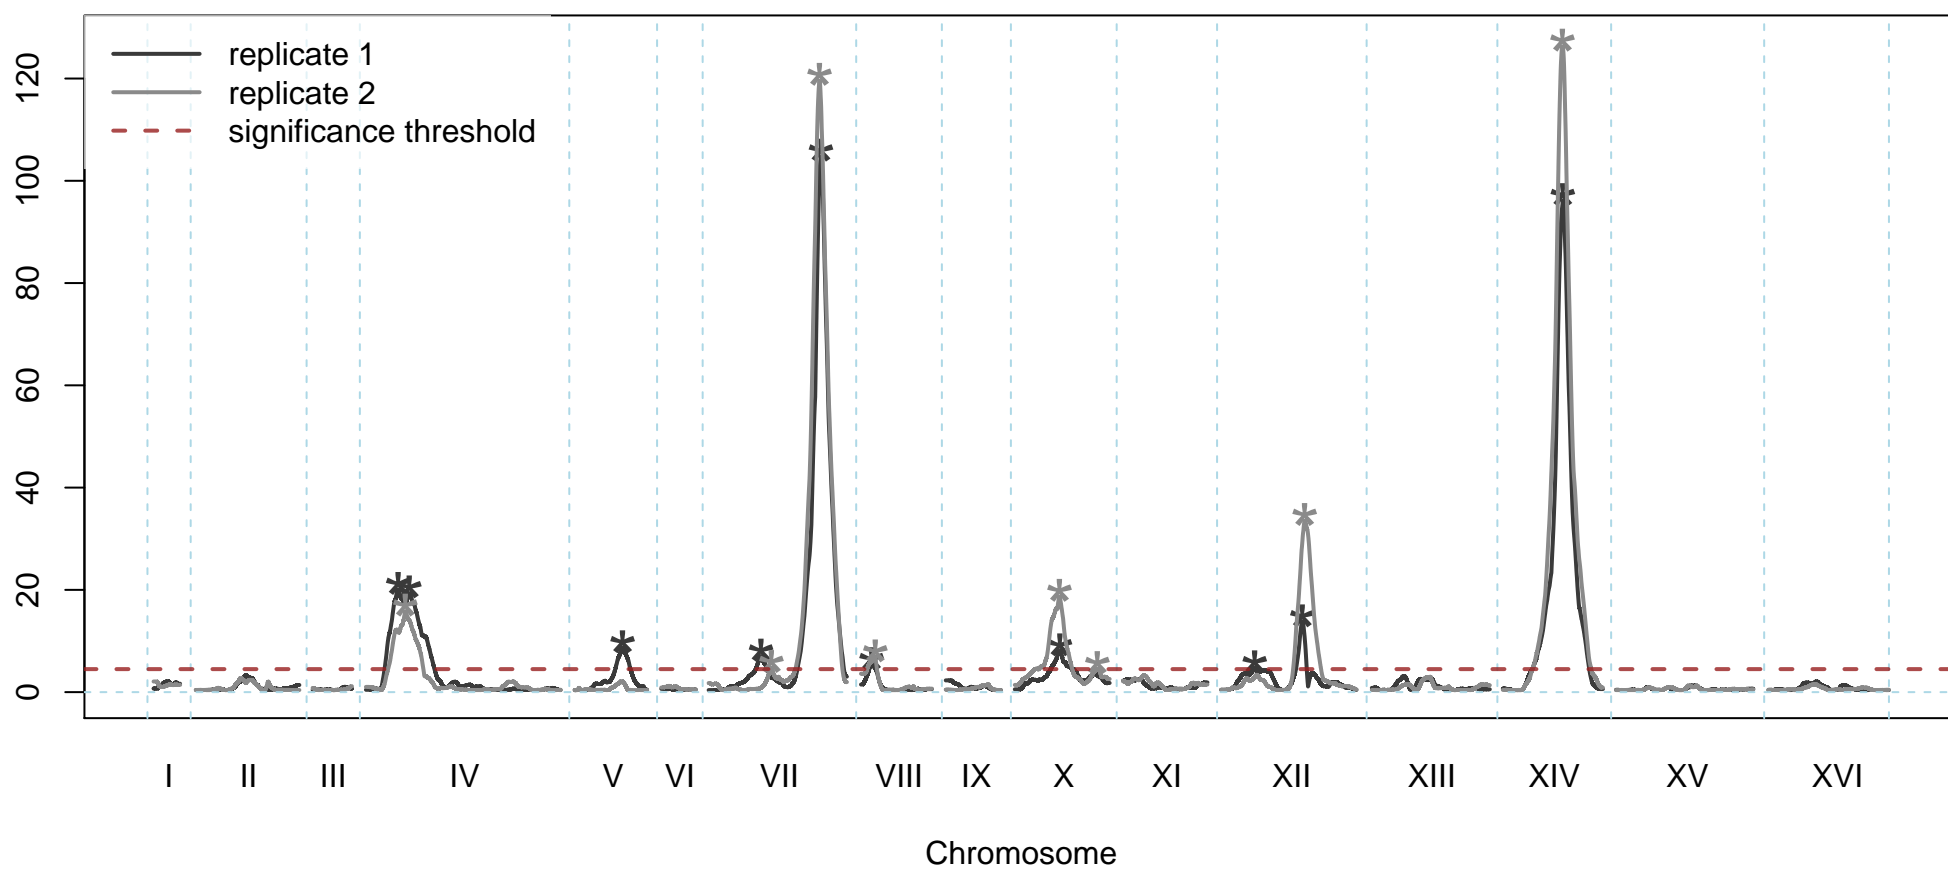

# Val N-end TFT

ΔRM Allele Frequency (High – Low UPS Activity Pool)

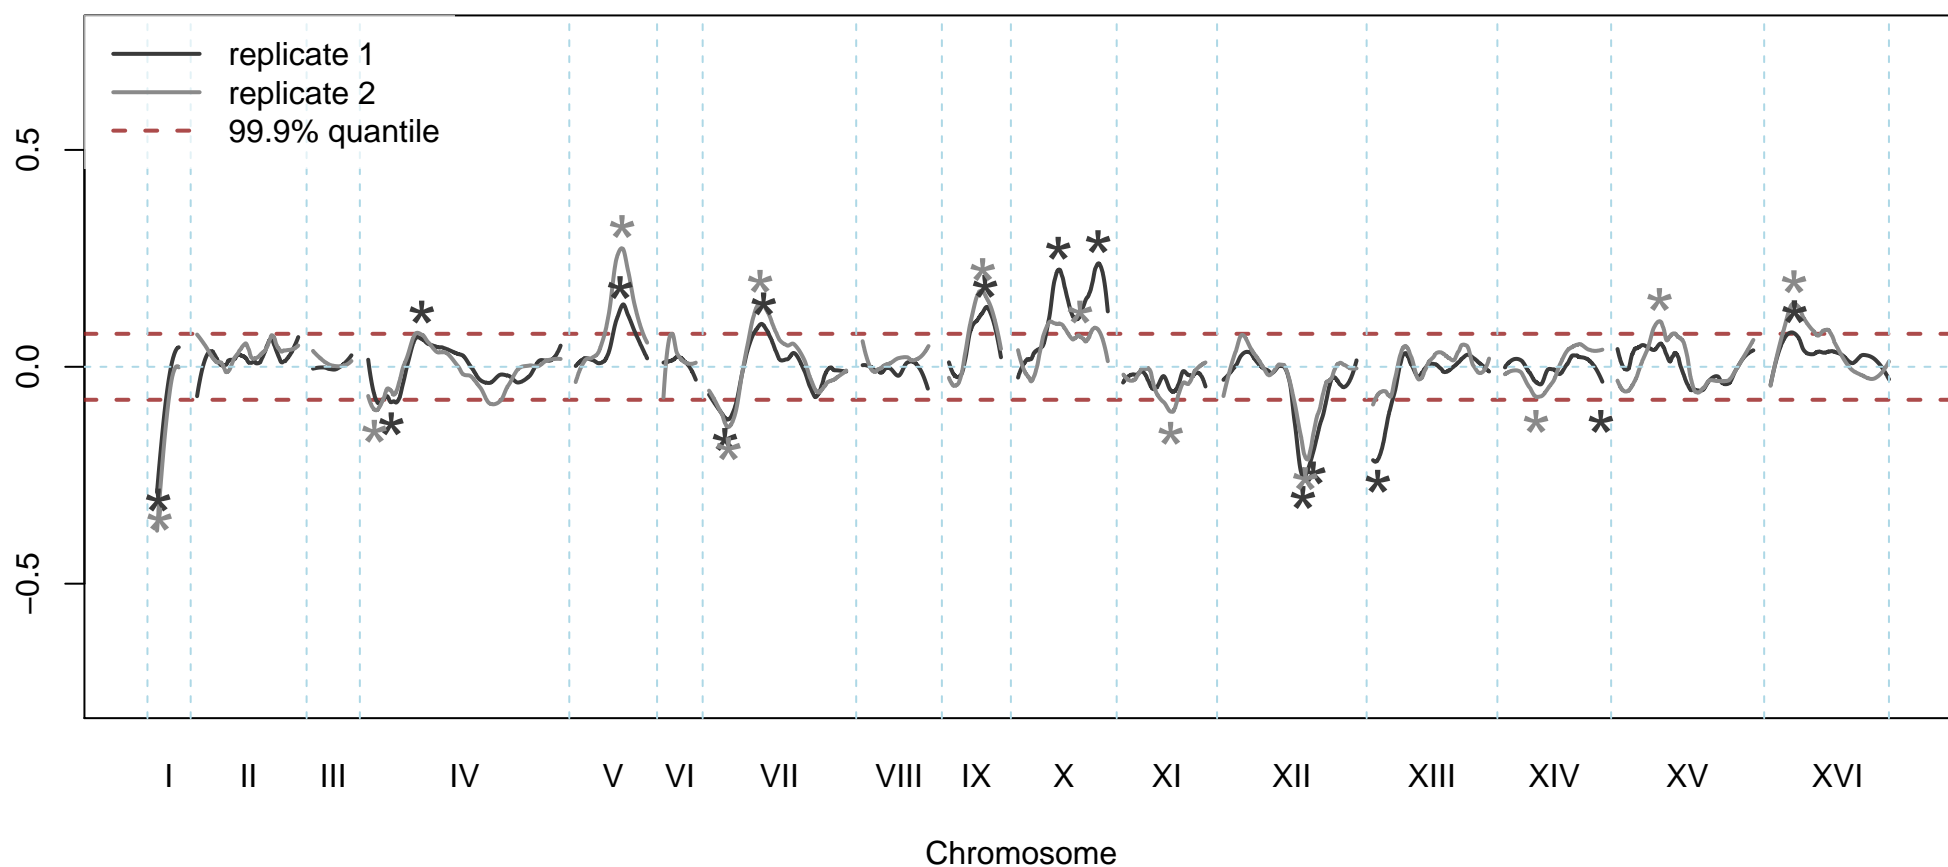

Multipool LOD

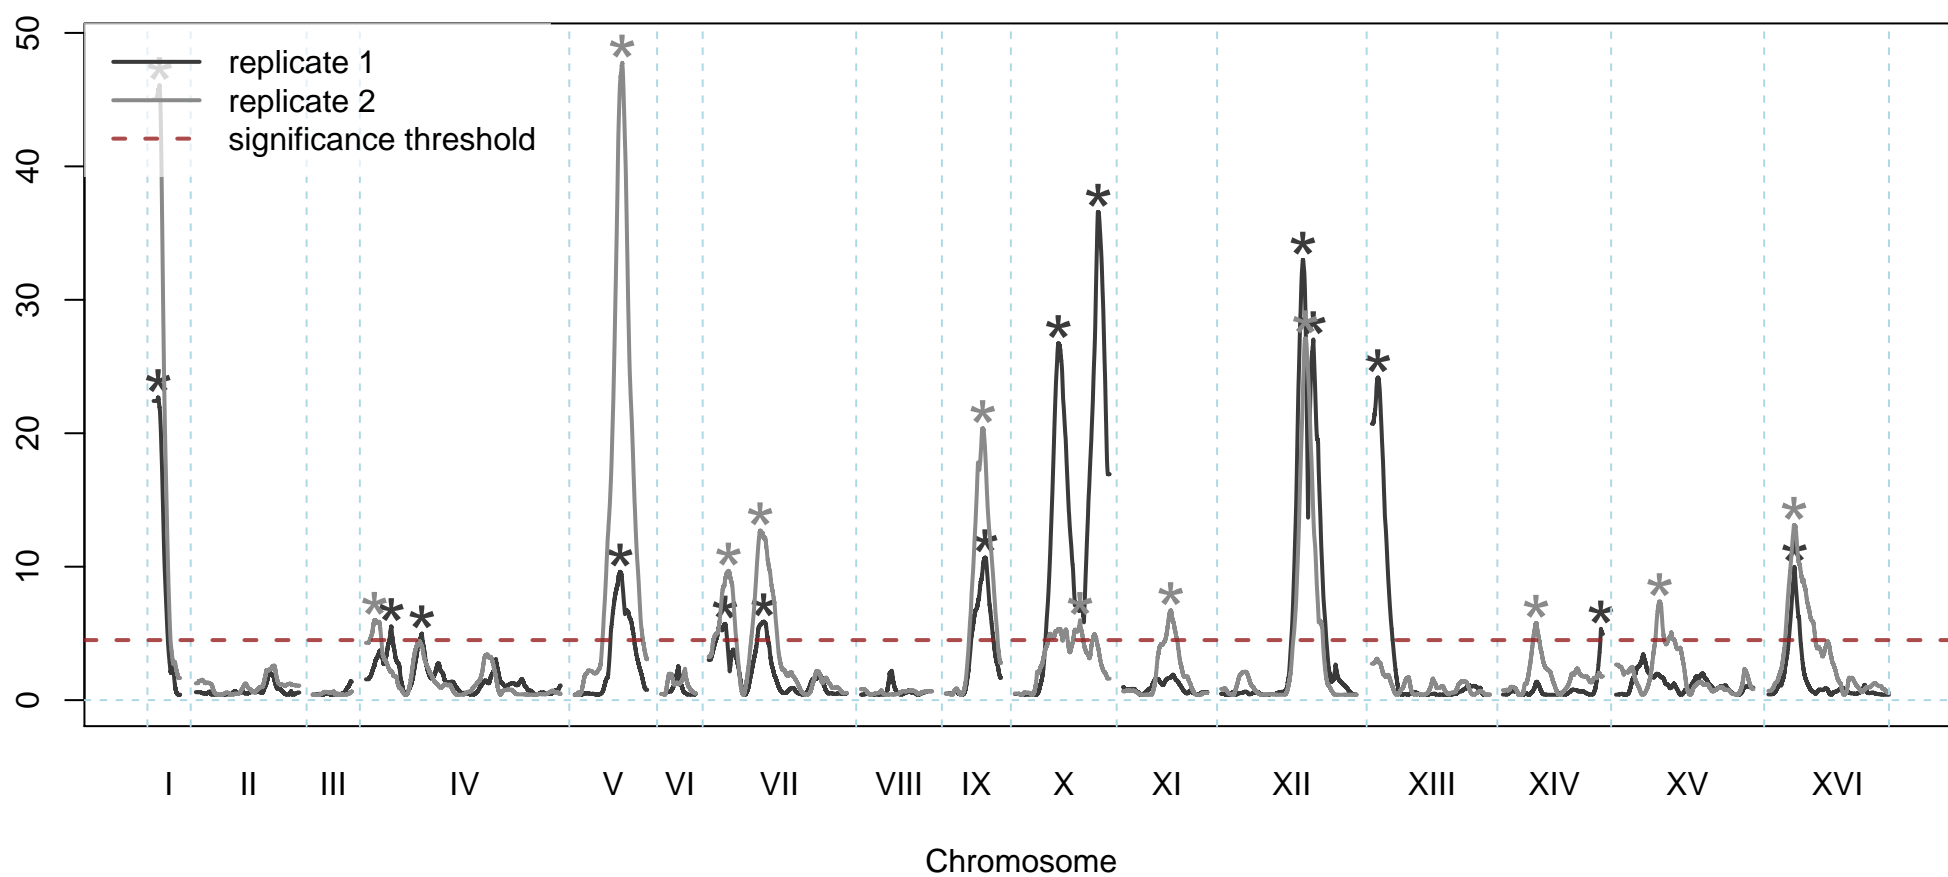

**Supplement:** Supplementary file 1. — The plots show the loess-smoothed RM allele frequency difference (high UPS activity pool minus low UPS activity pool) and LOD score traces for the 20 N-degrons. QTLs are marked with asterisks, which are colored by biological replicate.

# Supplementary material for: Variation in ubiquitin system genes creates substrate-specific effects on proteasomal protein degradation
**Source:** eLife. 2022 Oct 11;11:e79570. doi: 10.7554/eLife.79570

# Chromosome Ia 5021..52122 (Ac/N-end specific)

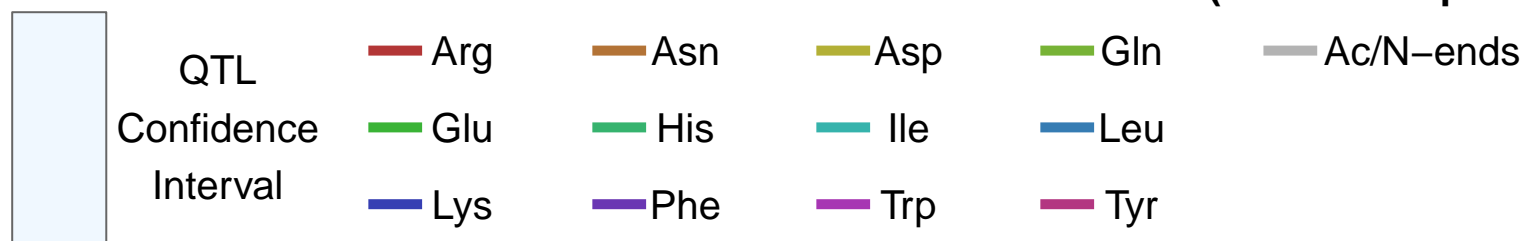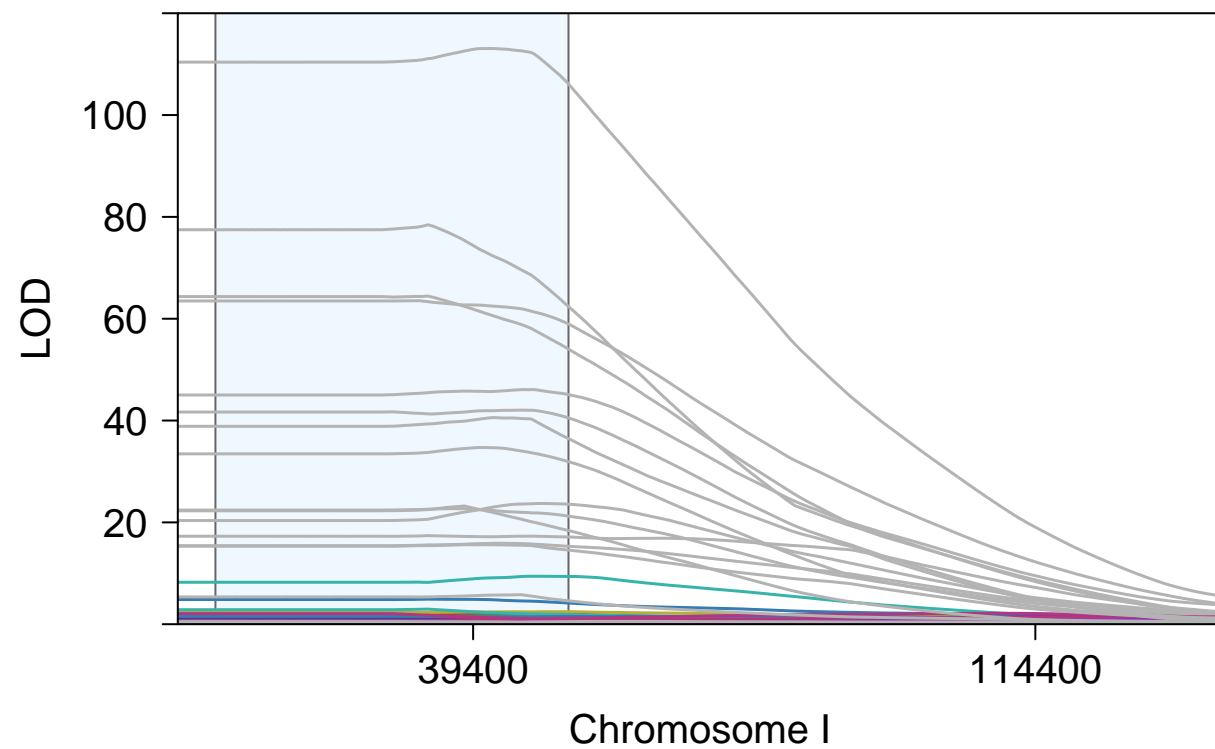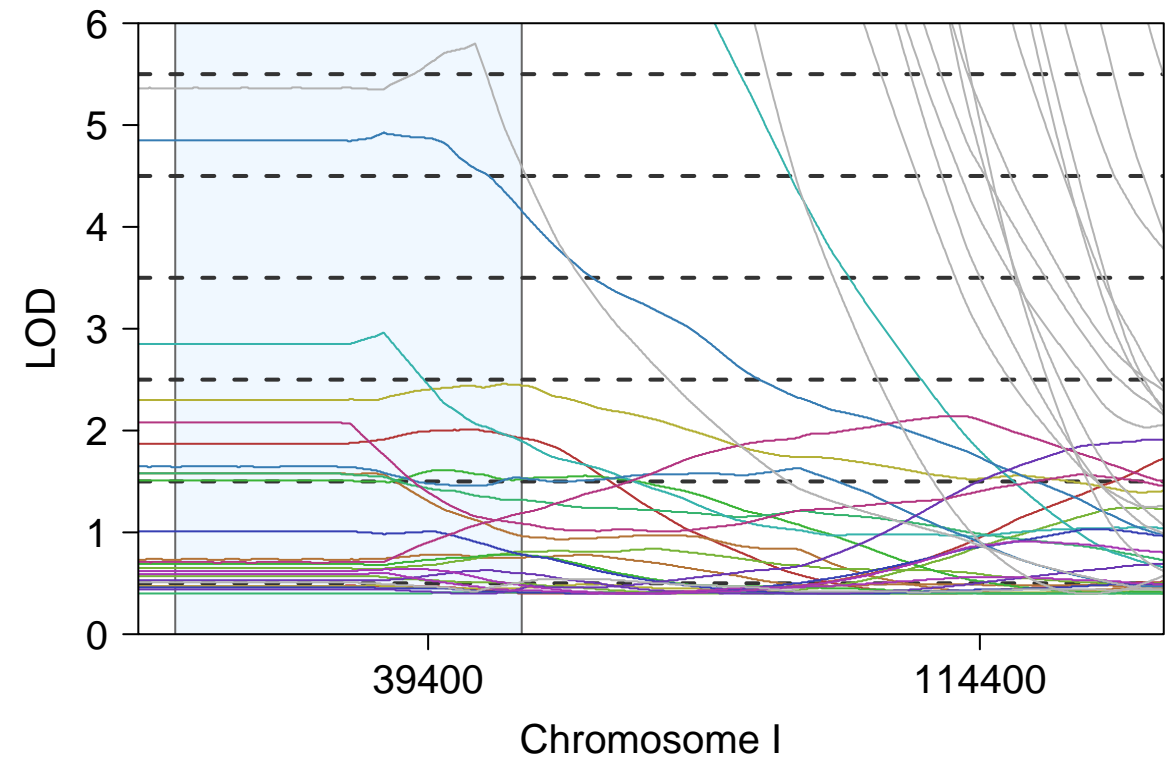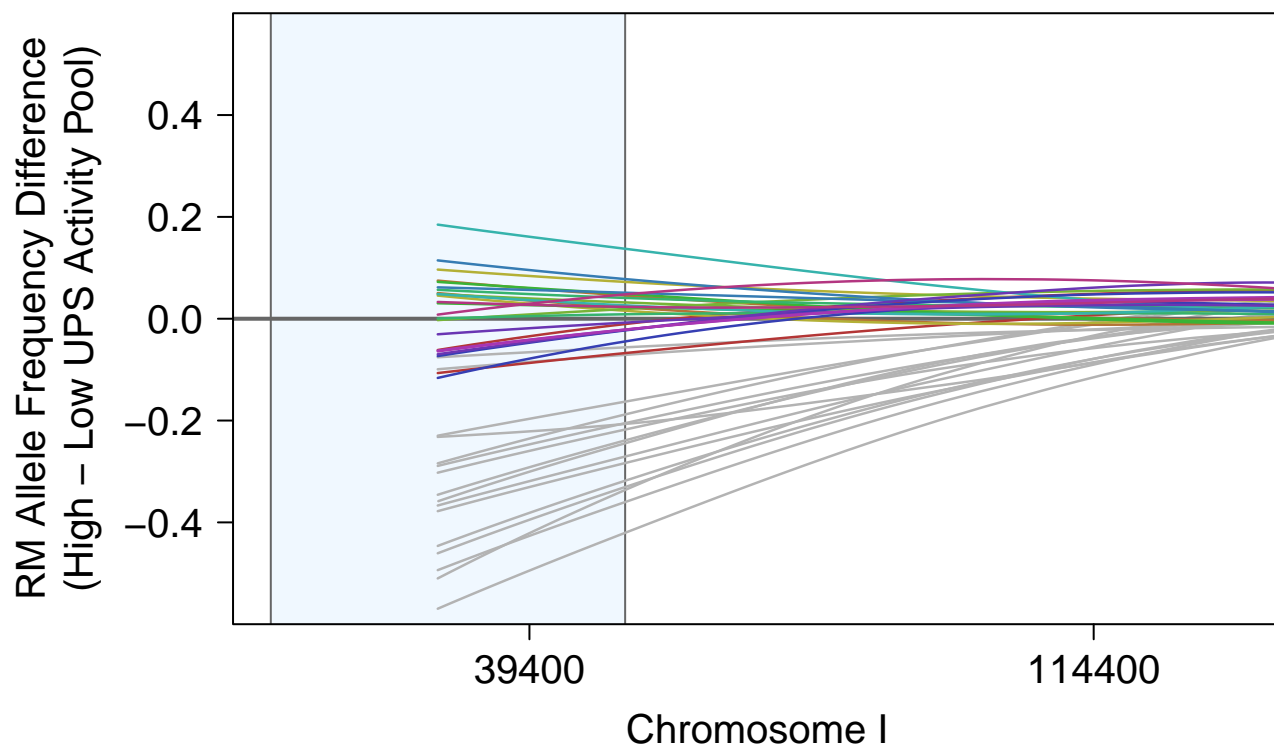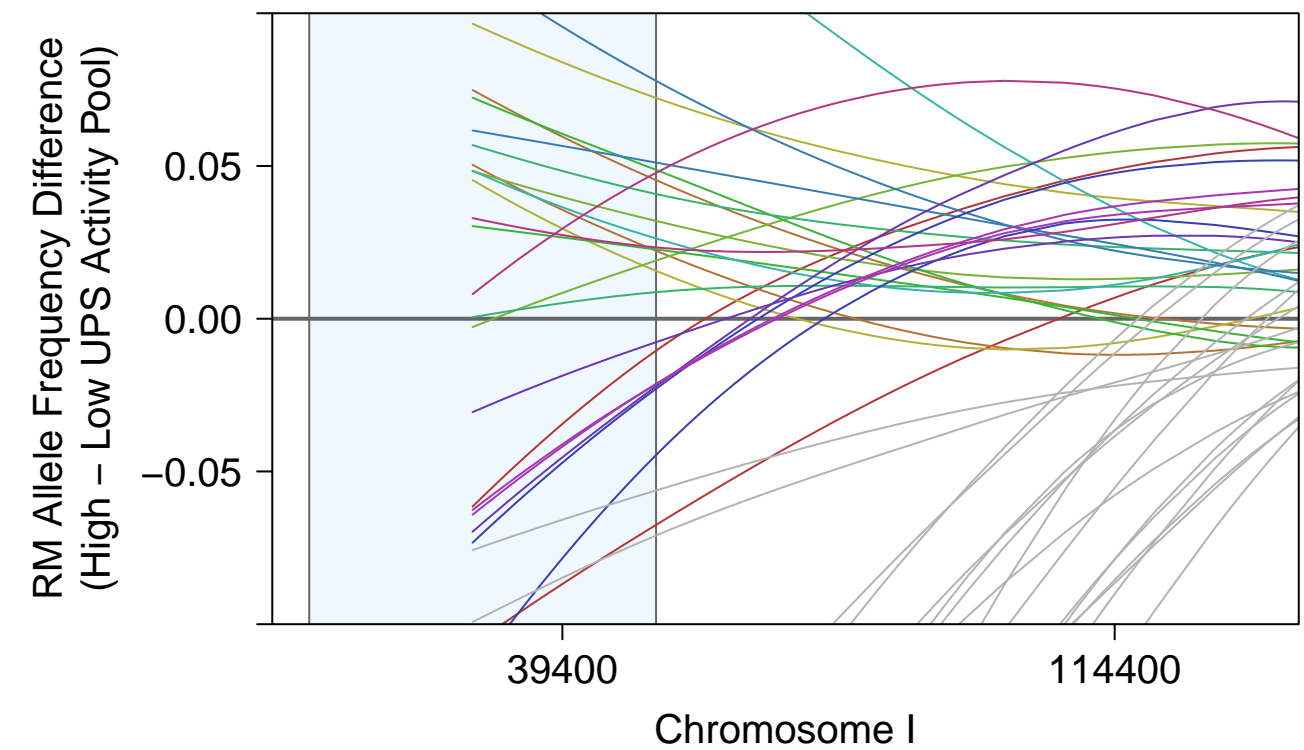

# Chromosome IIa 473450..573934 (Arg/N-end specific)

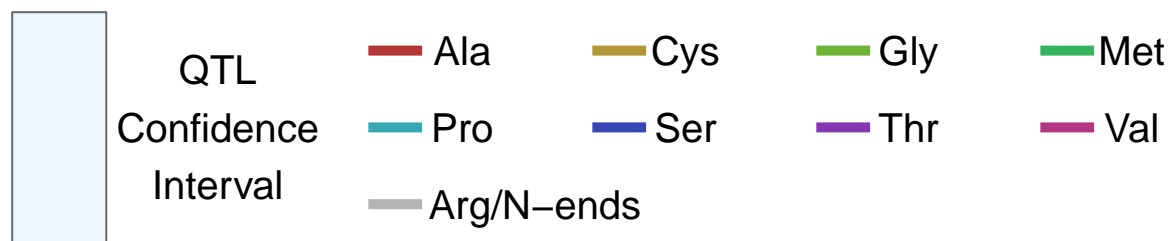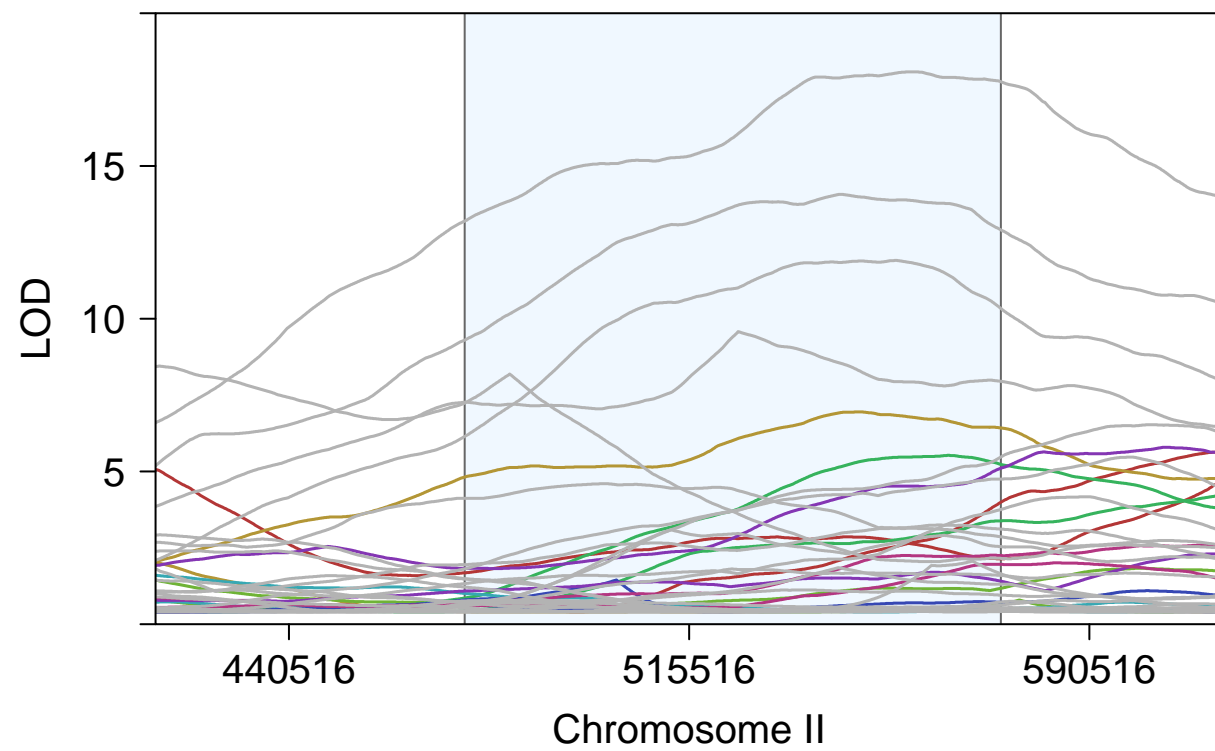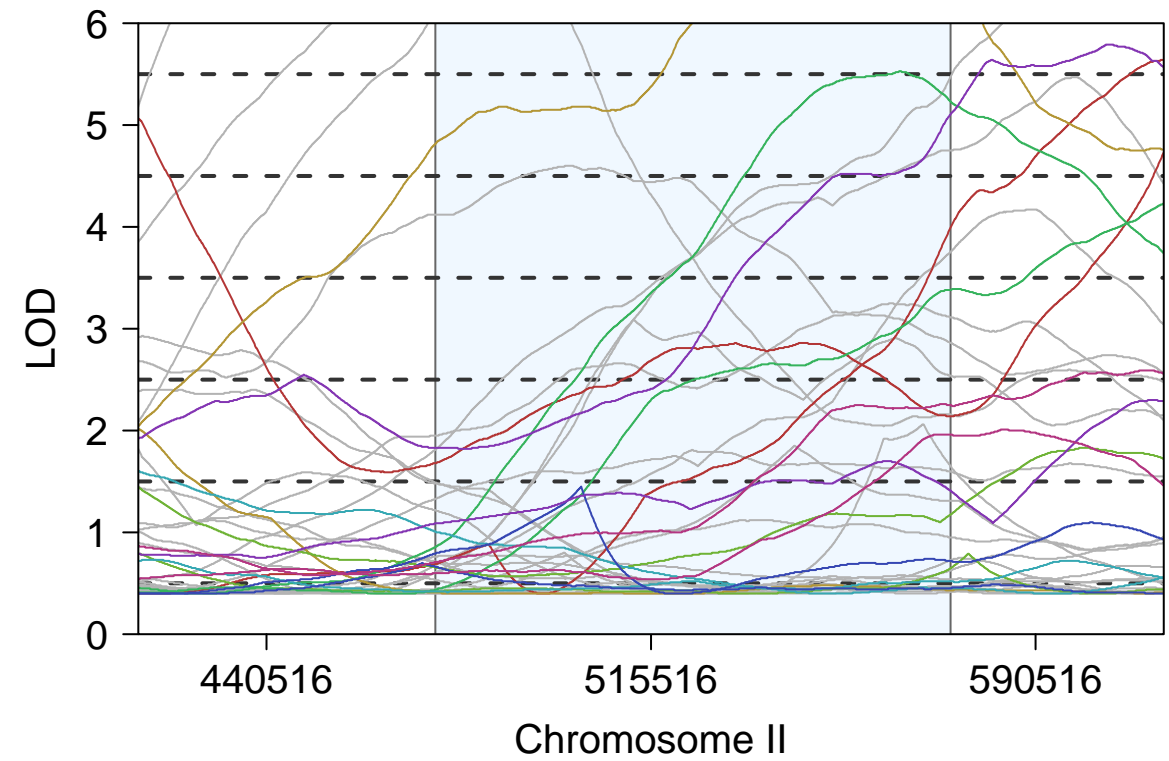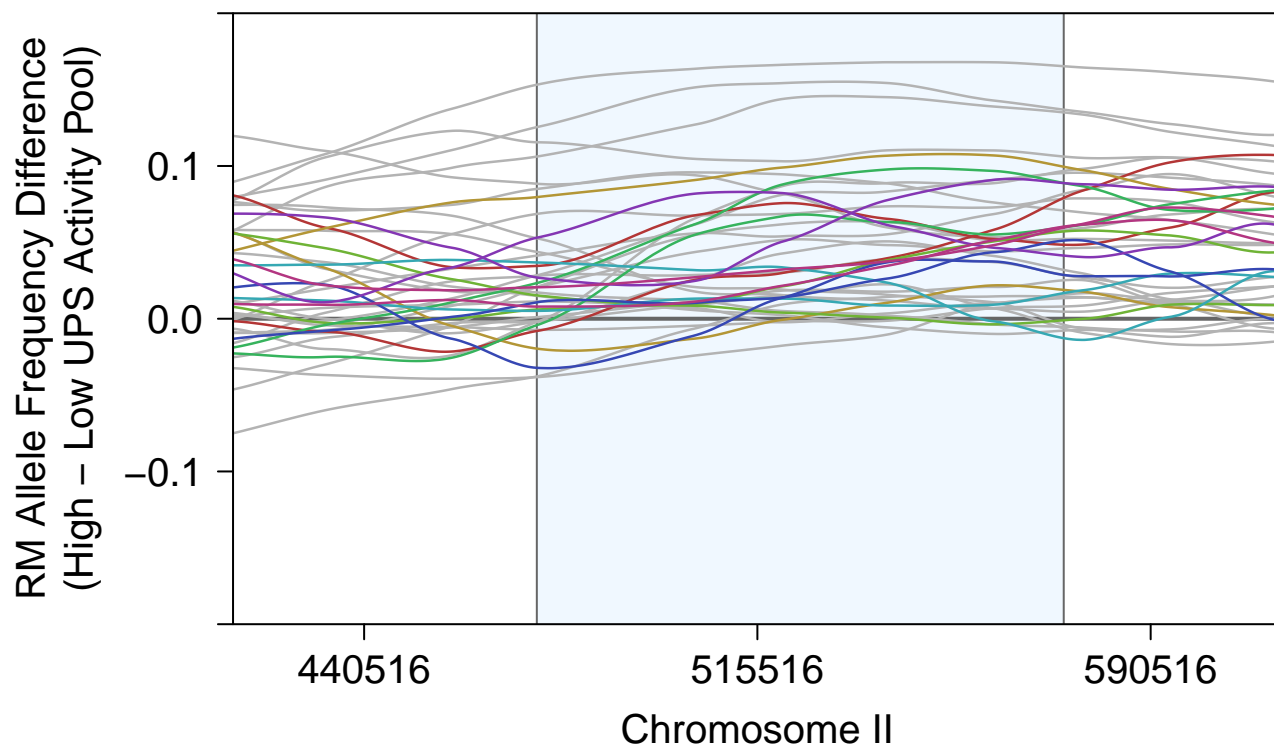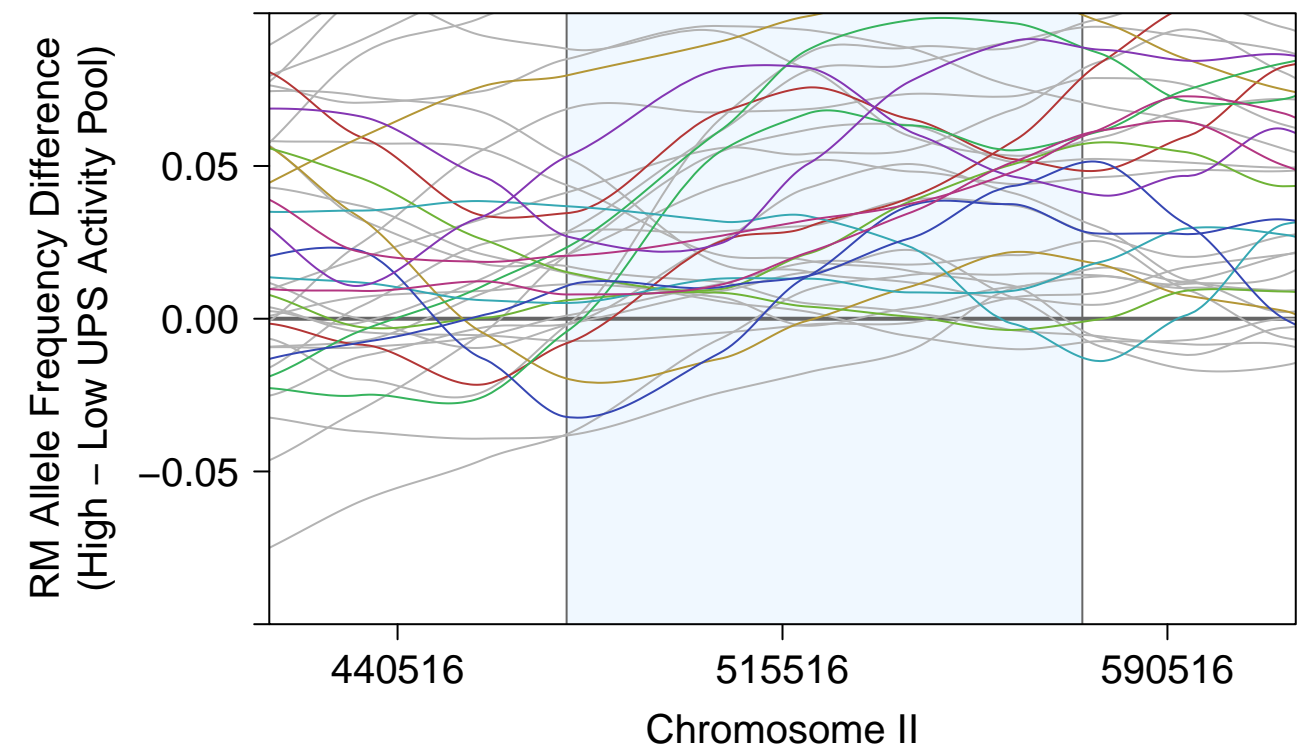

# Chromosome IVb 273175..362600 (Arg/N-end specific)

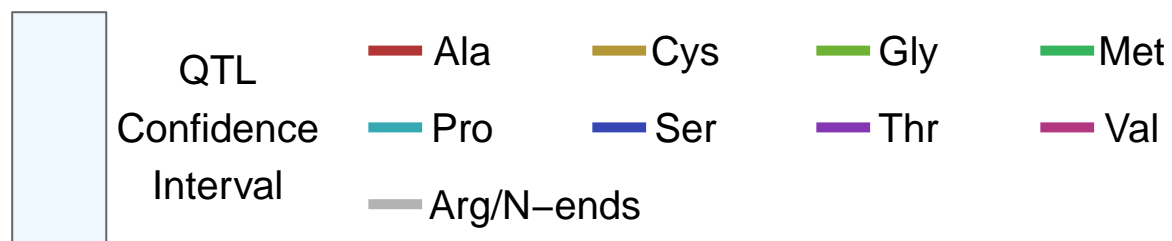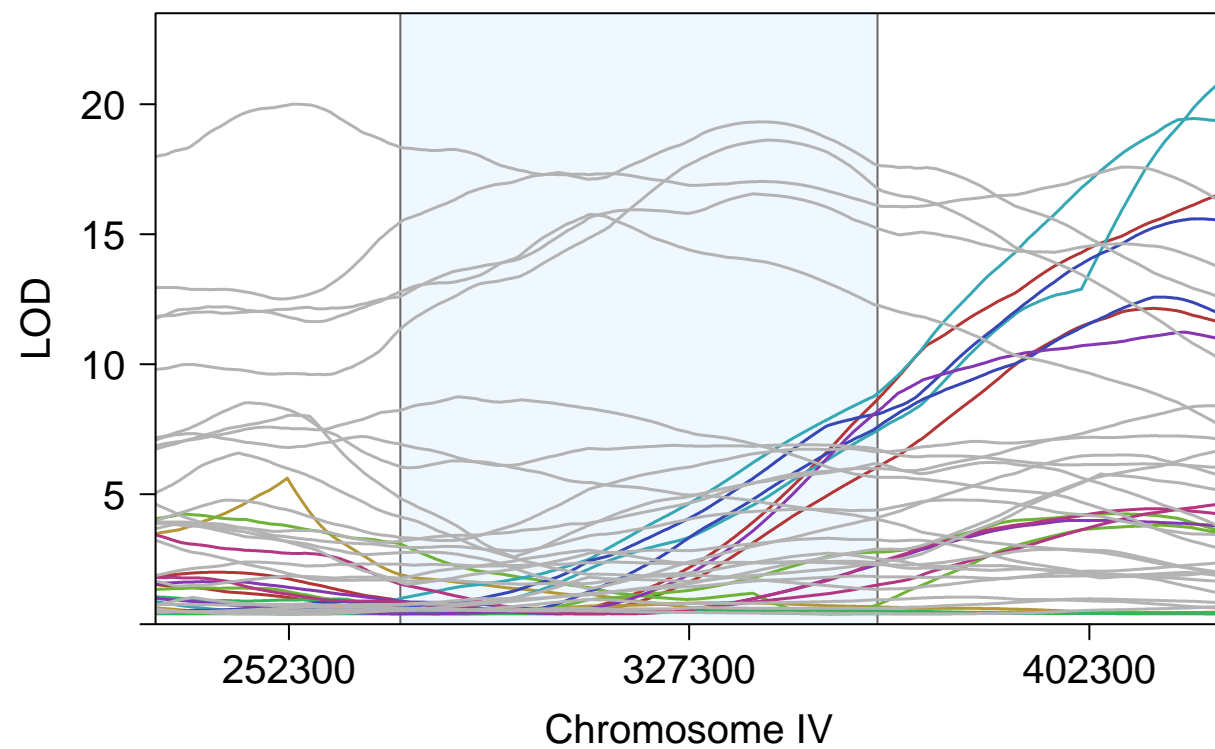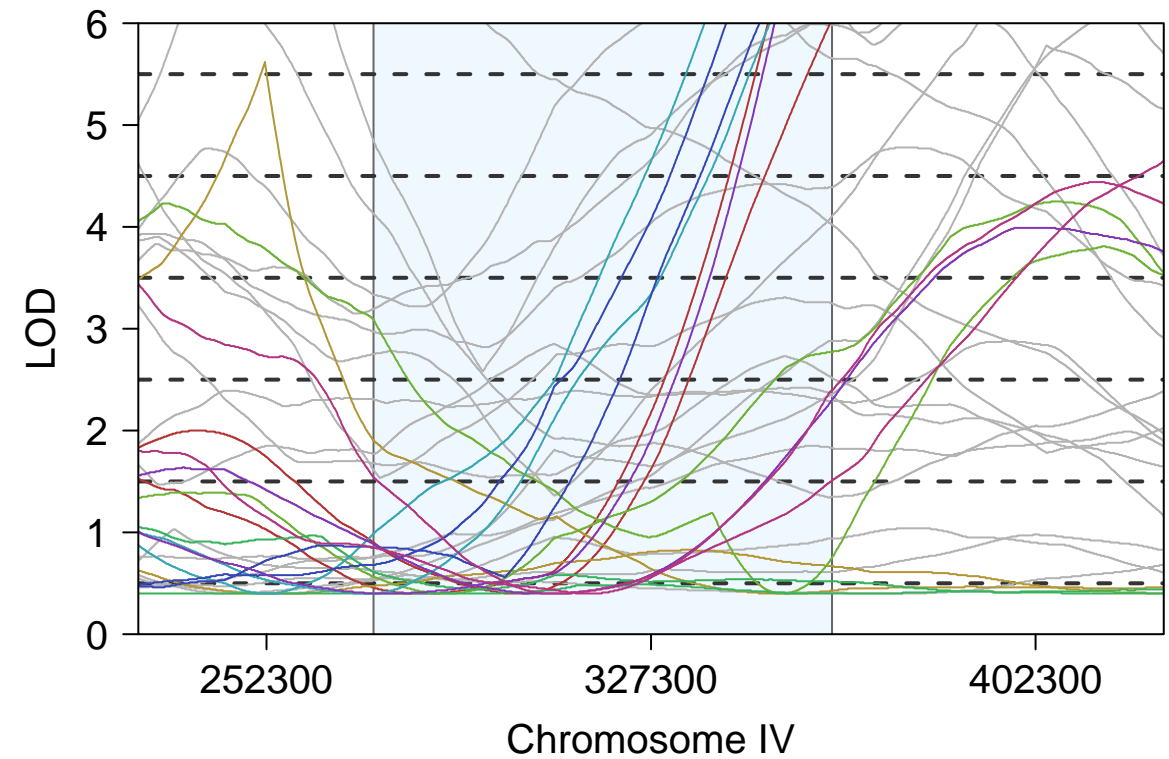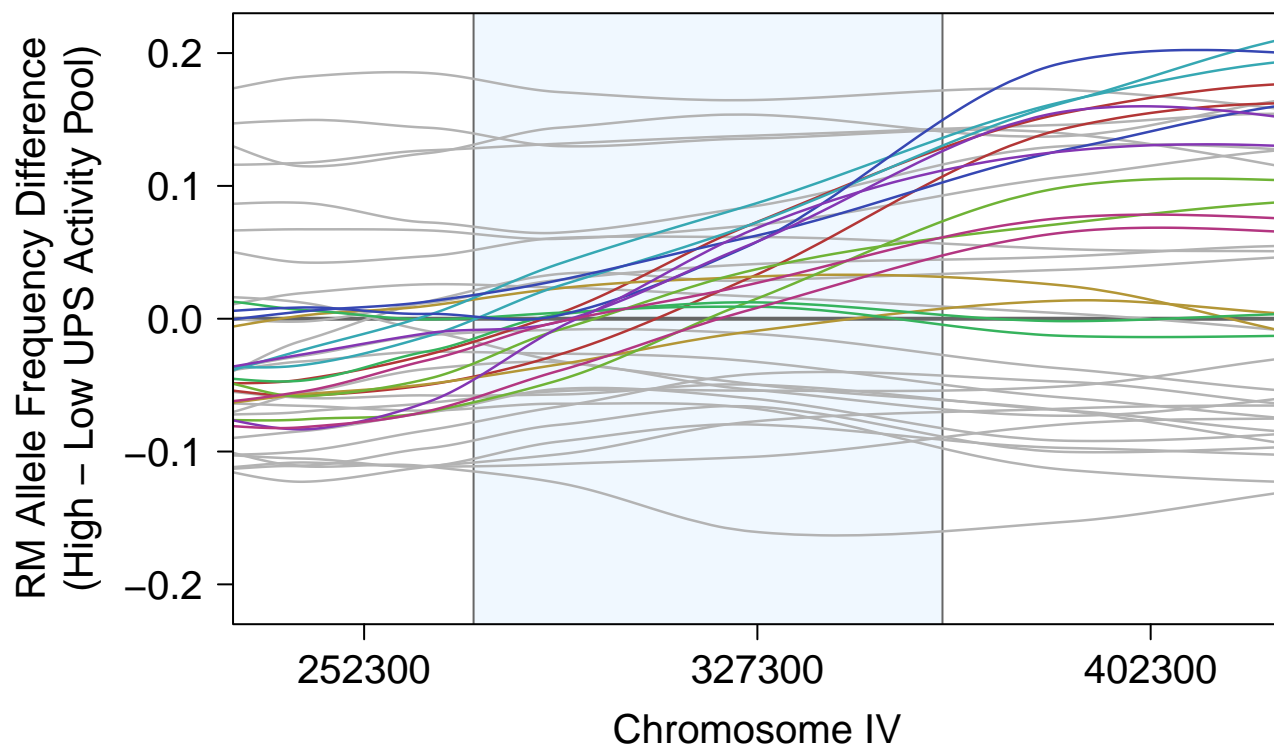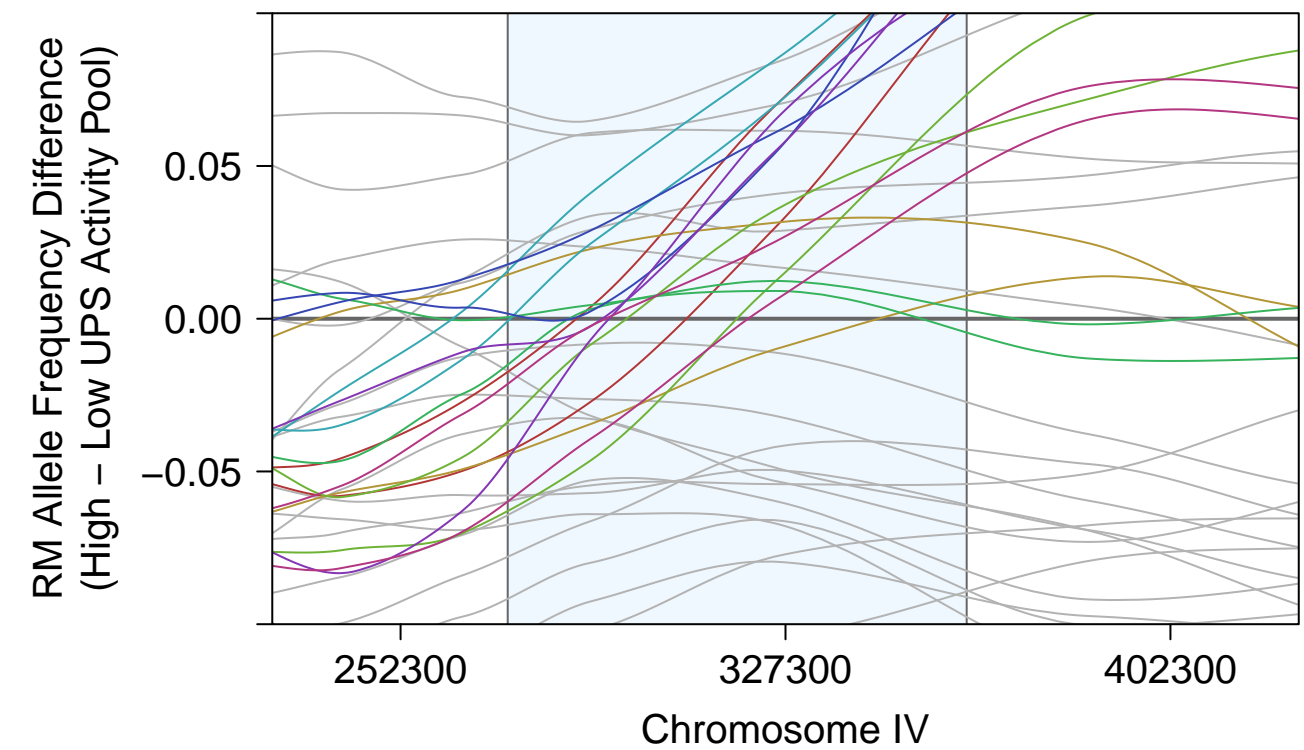

# Chromosome IVd 392275..557000 (Arg/N-end specific)

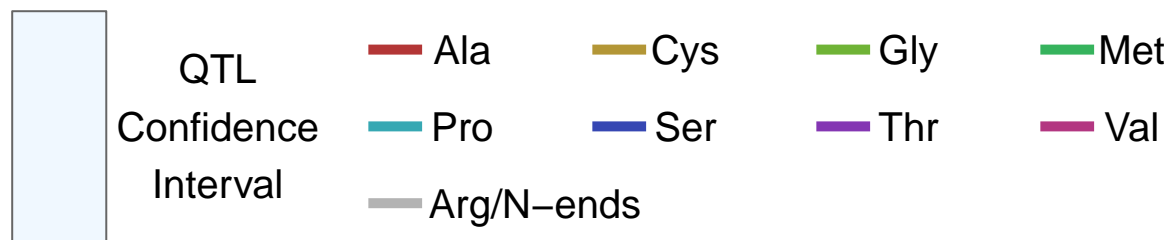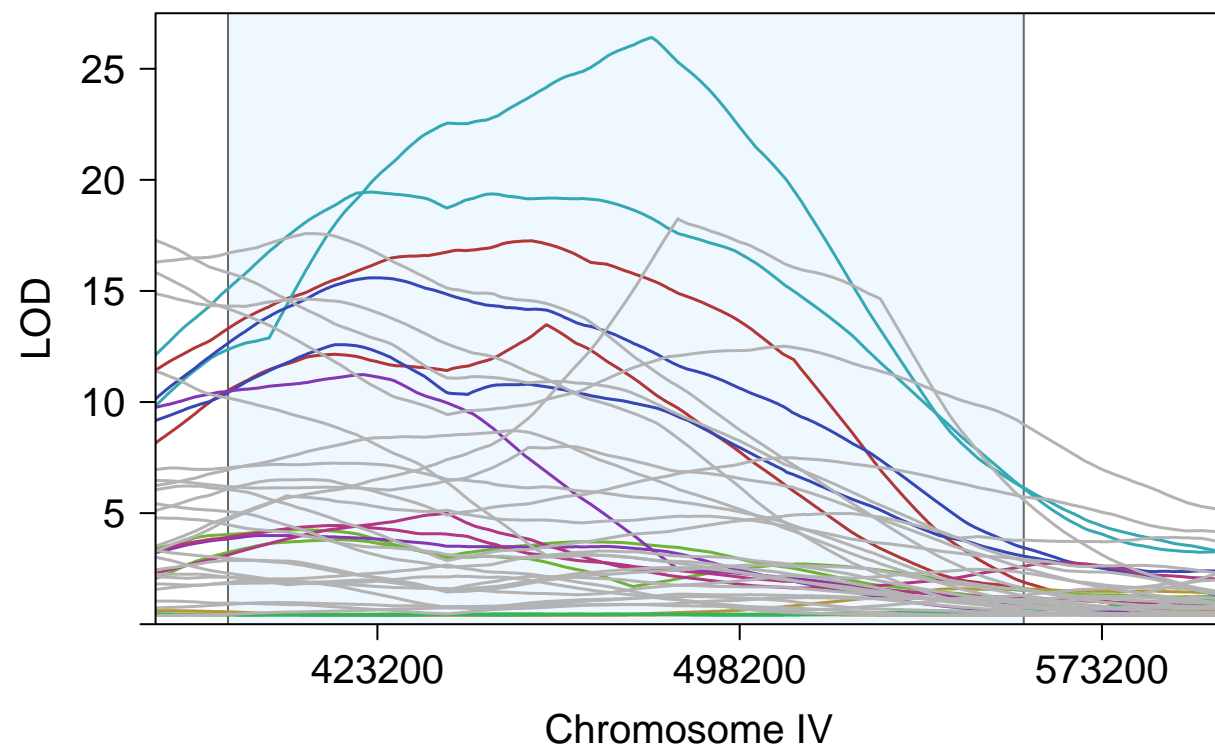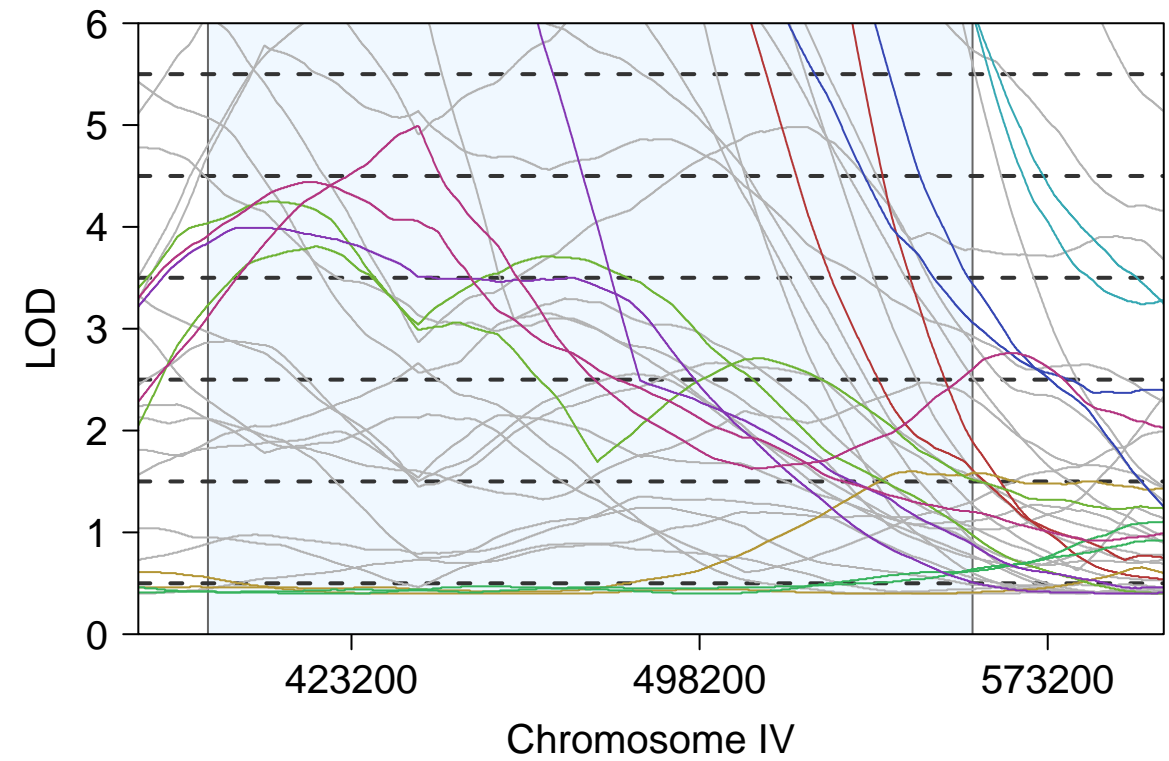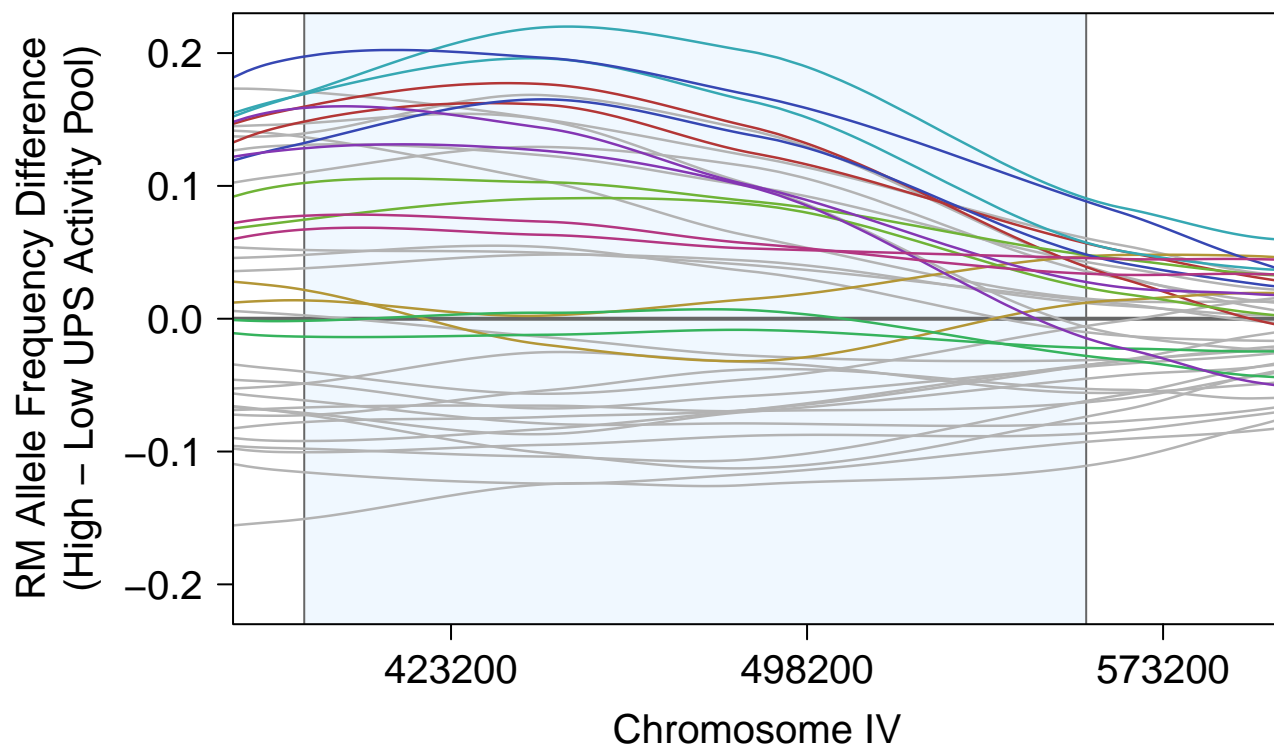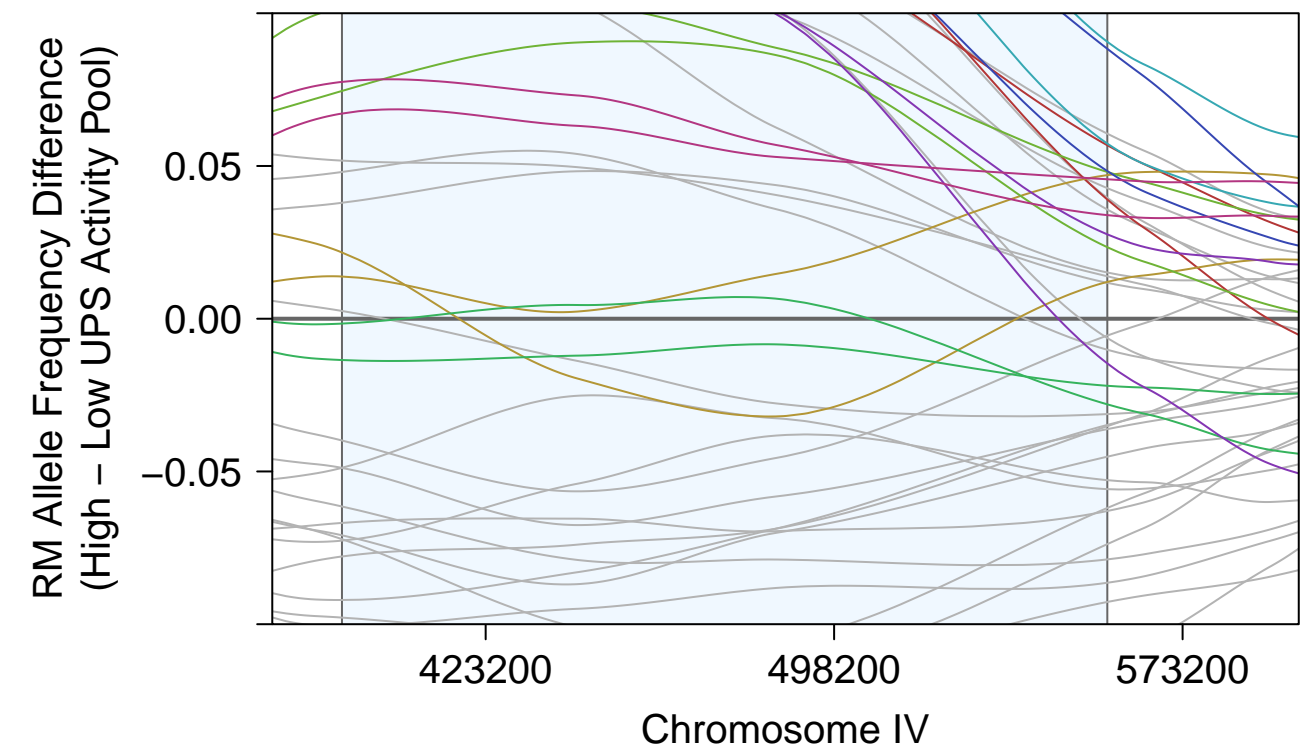

# Chromosome Va 351400..396250 (Ac/N-end specific)

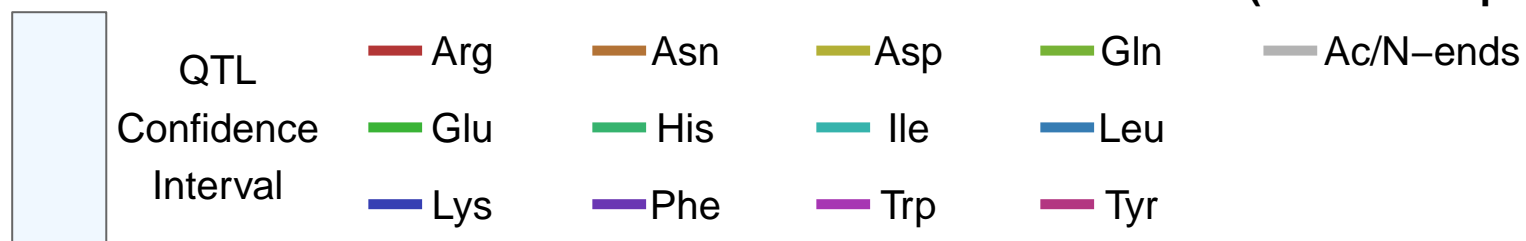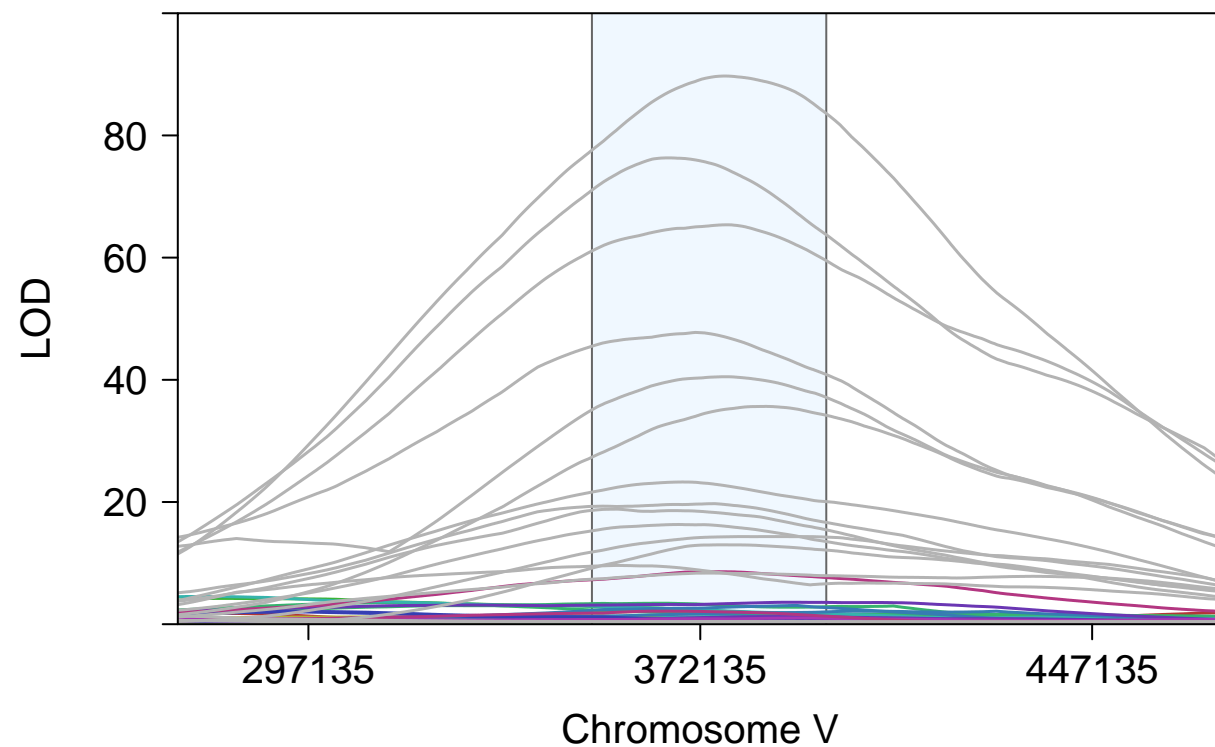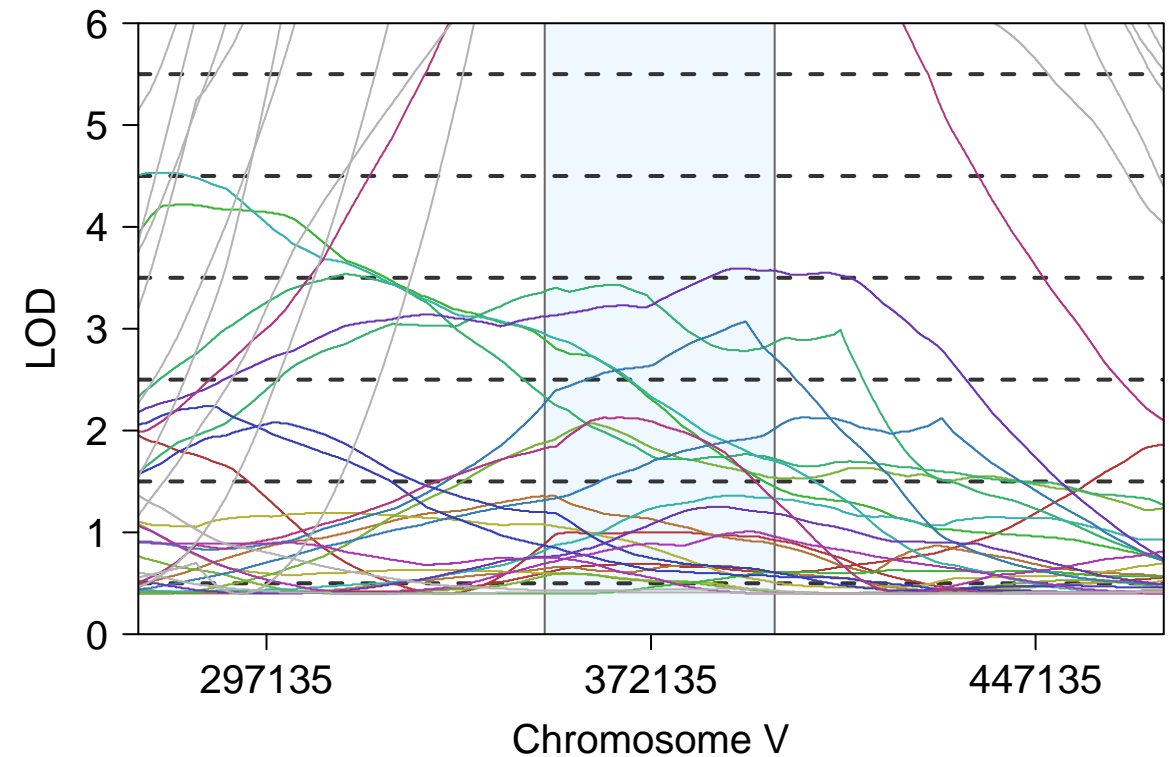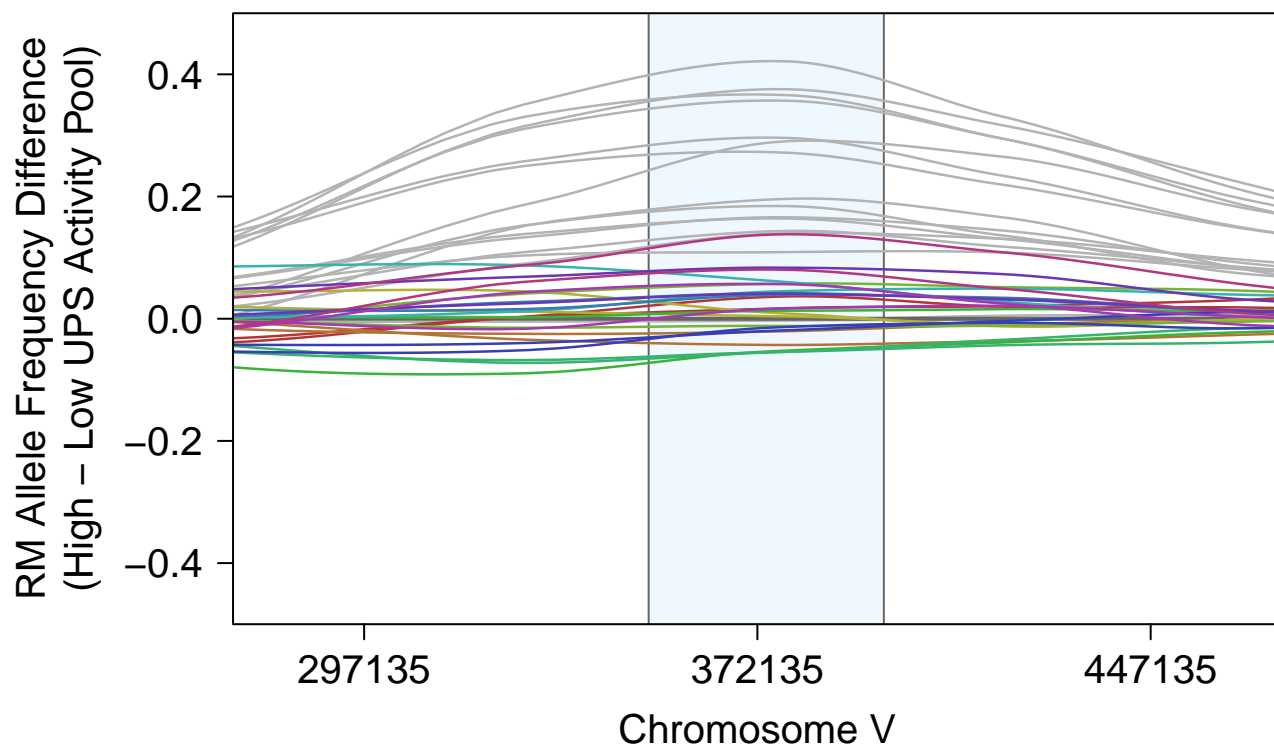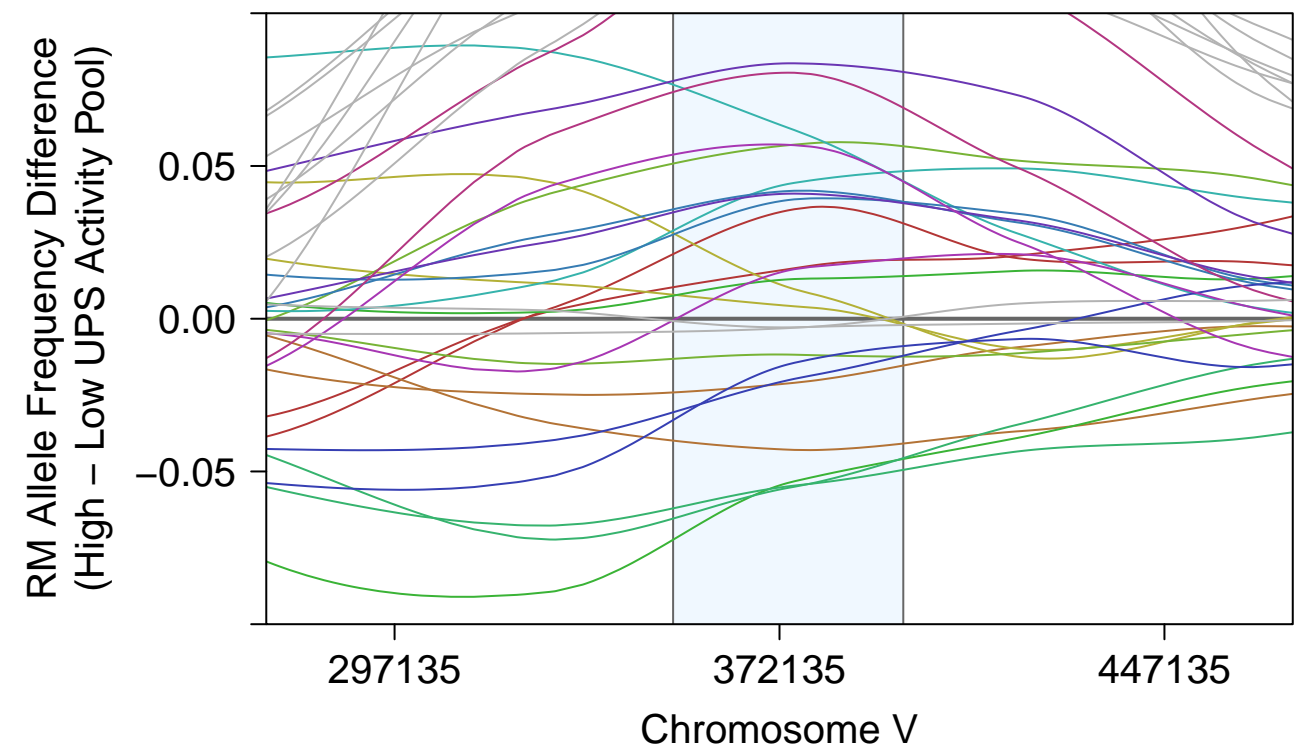

# Chromosome VIIb 98178..172279 (Ac/N-end specific)

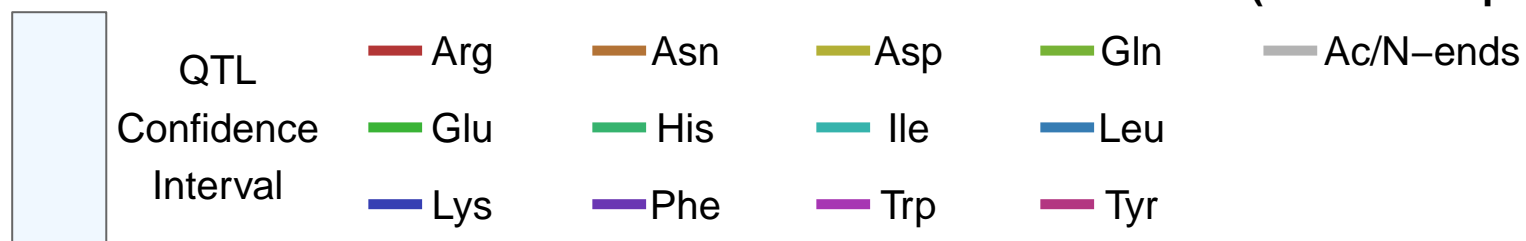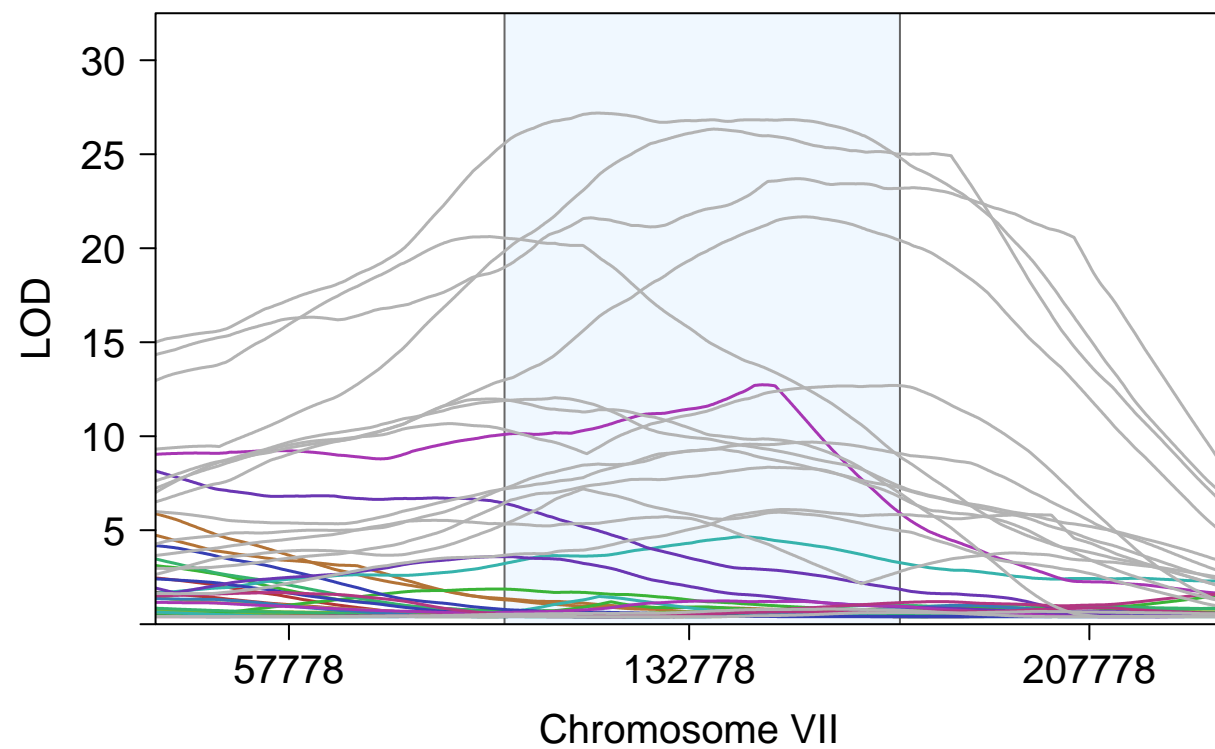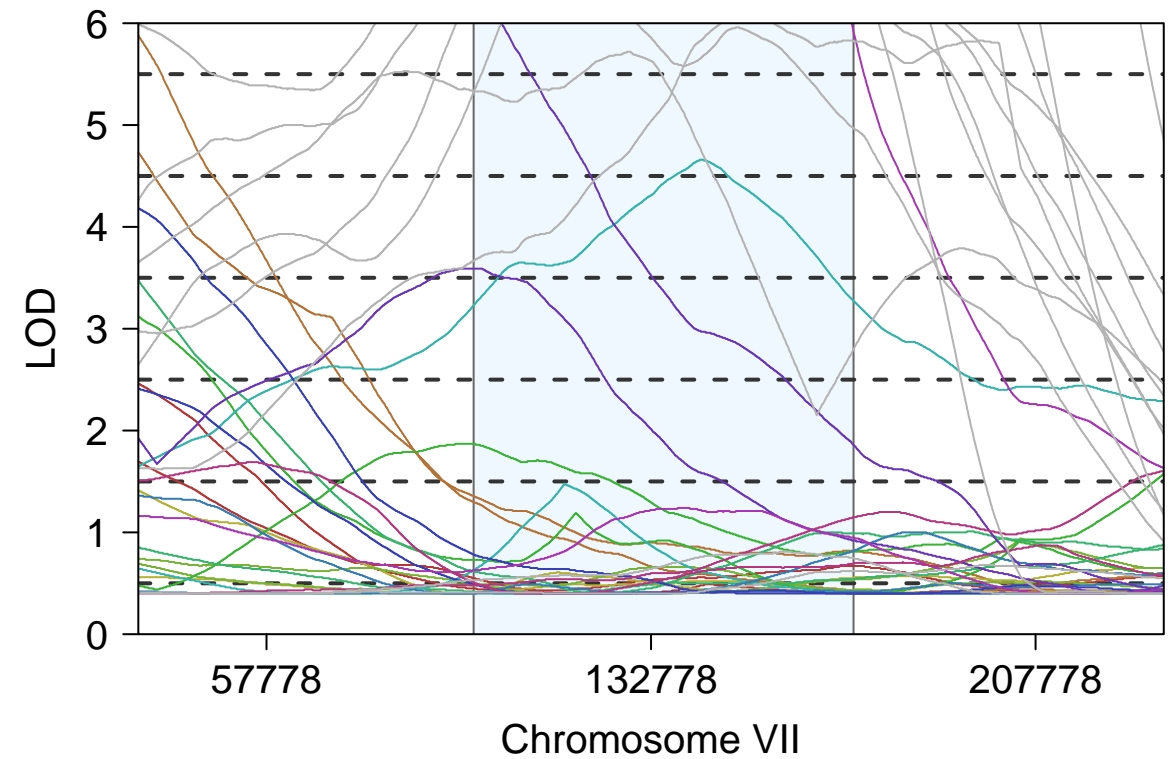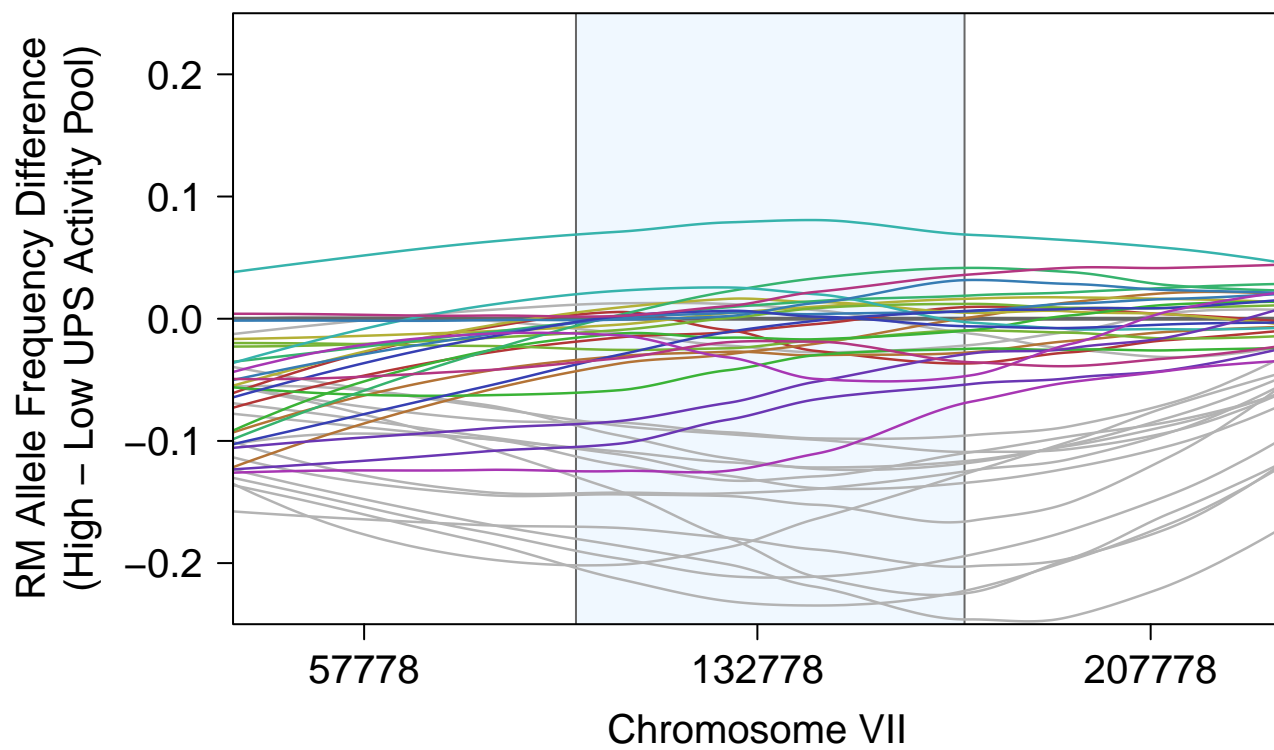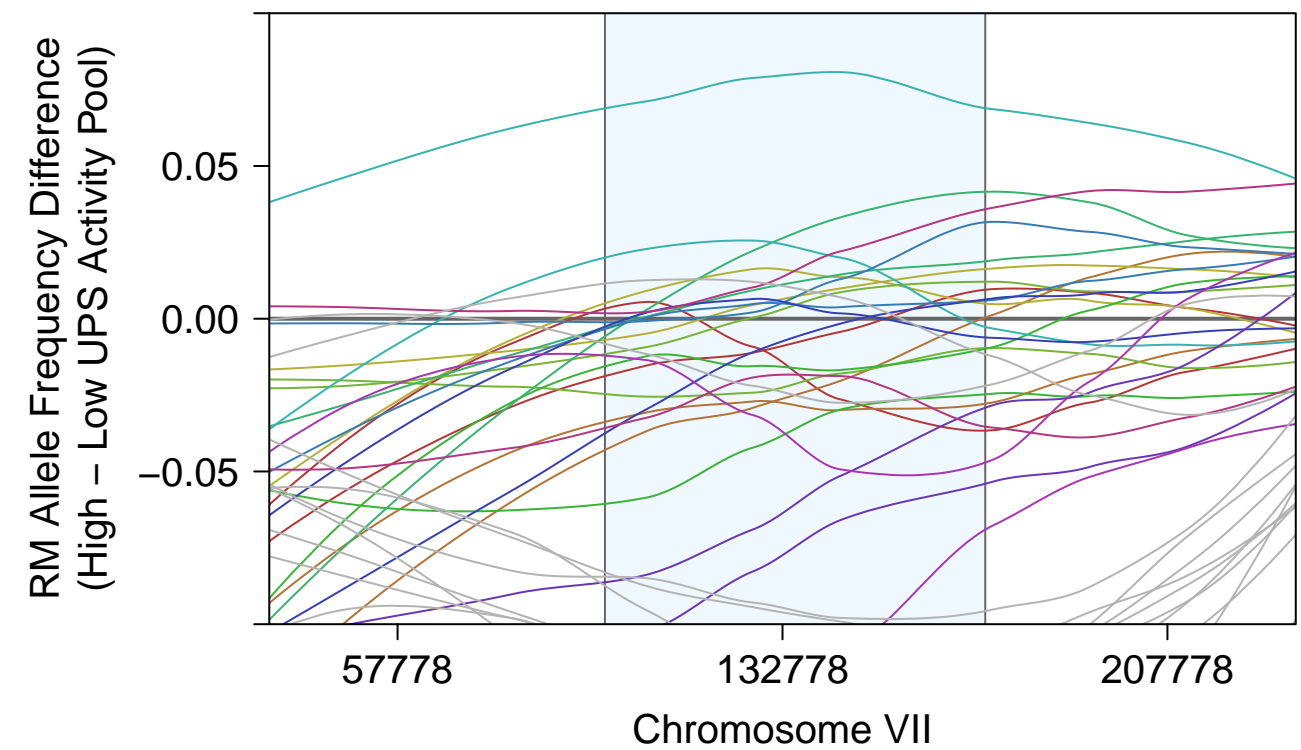

# Chromosome VII d 841300..899934 (Arg/N-end specific)

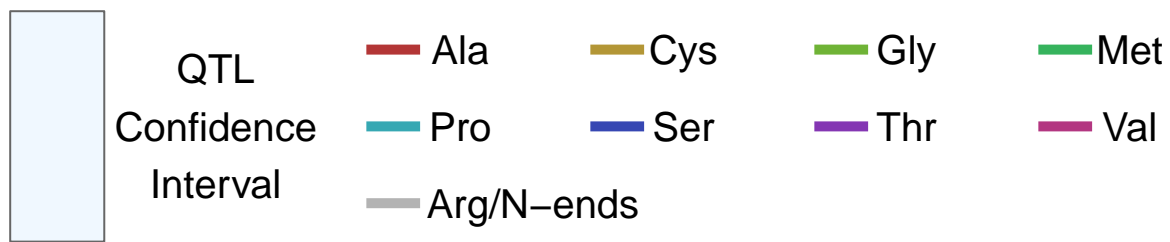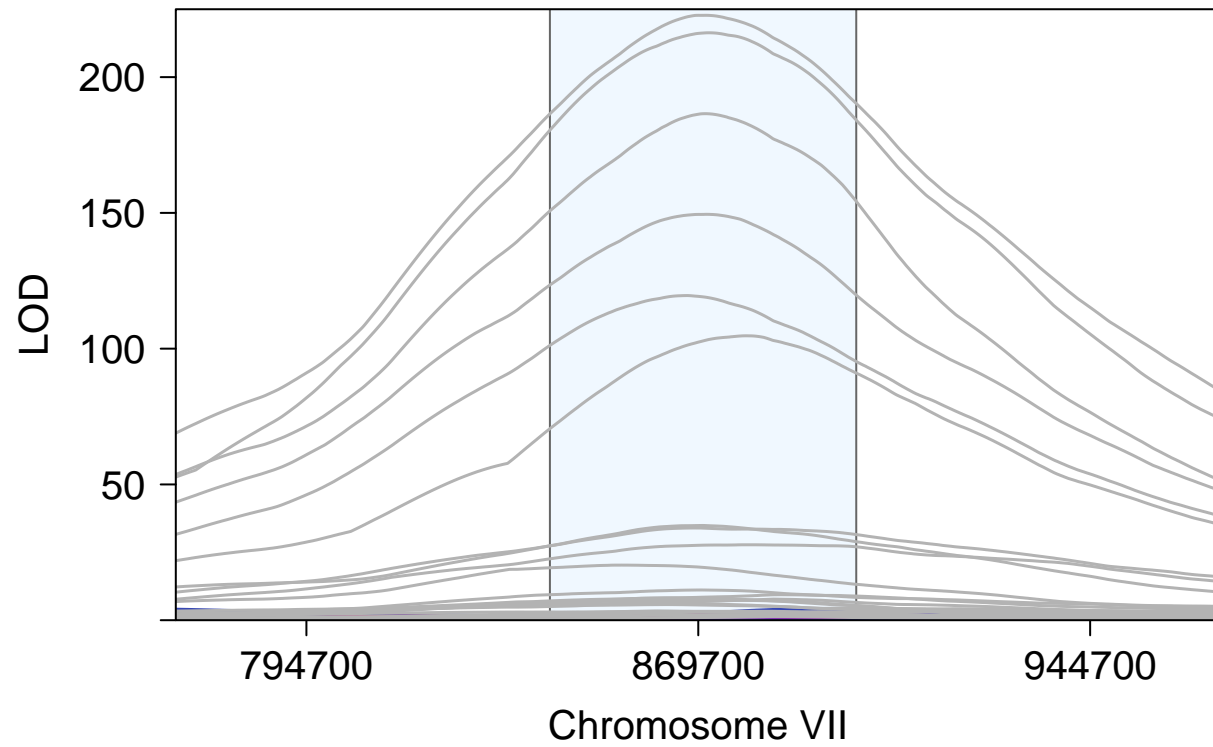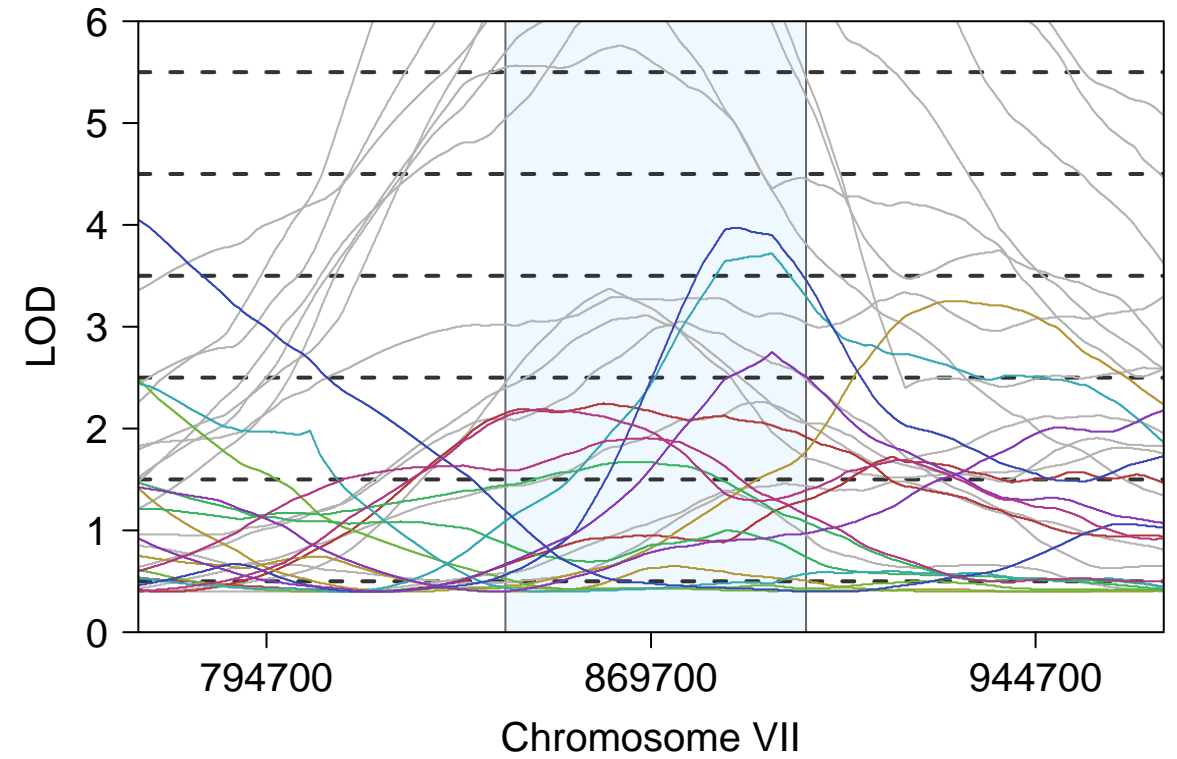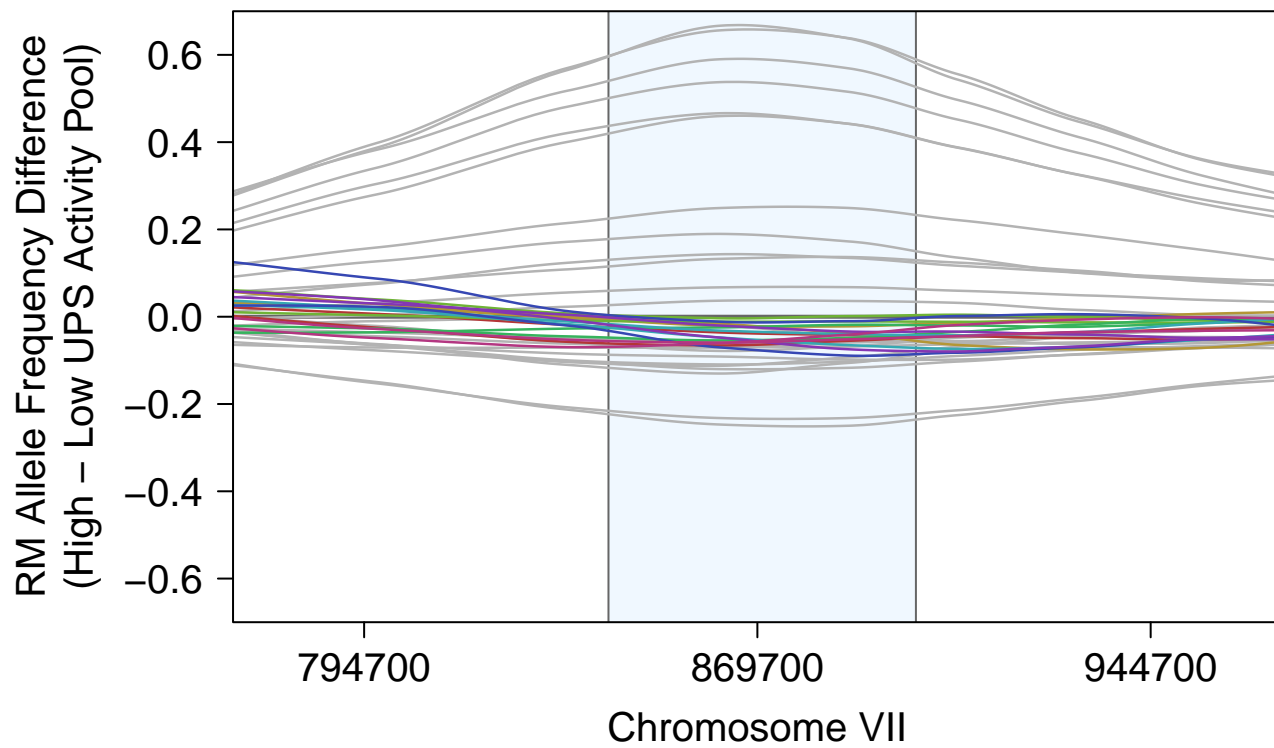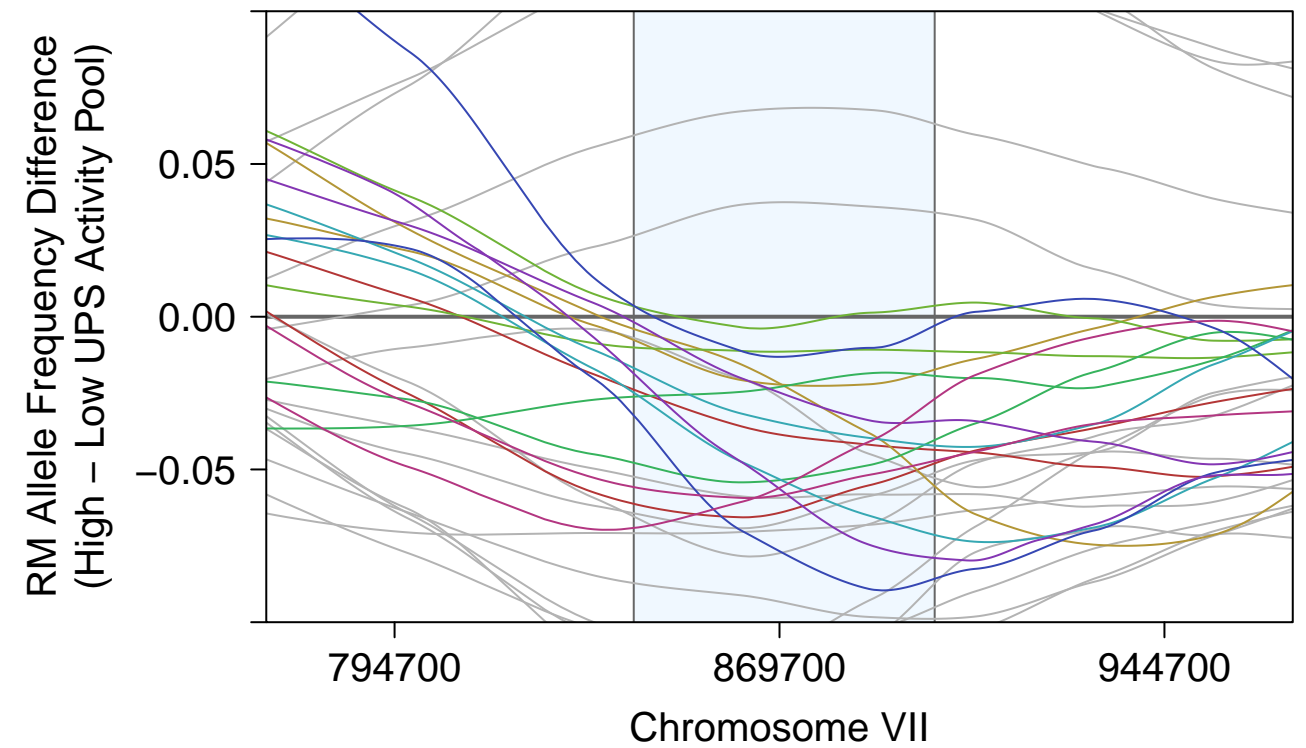

Chromosome VII 856120..883830 (Arg/N-end specific)

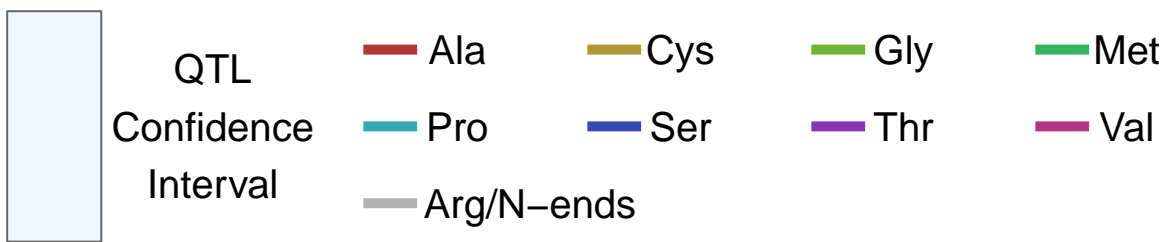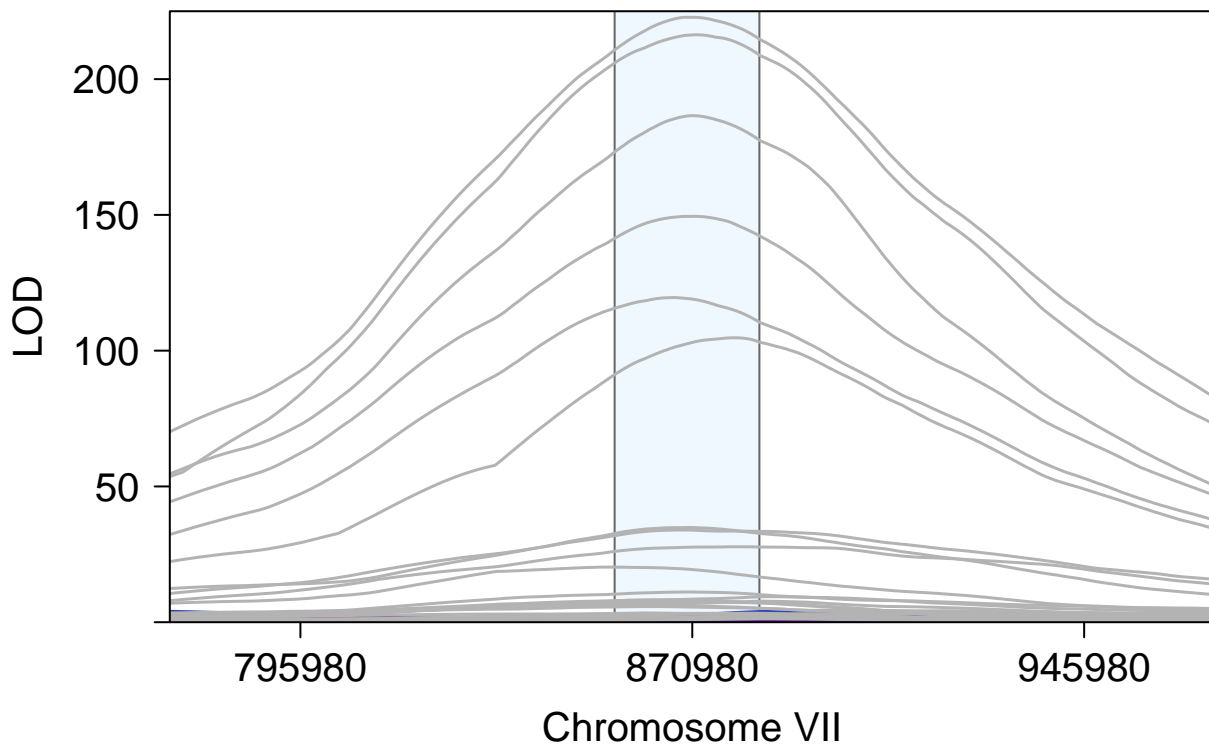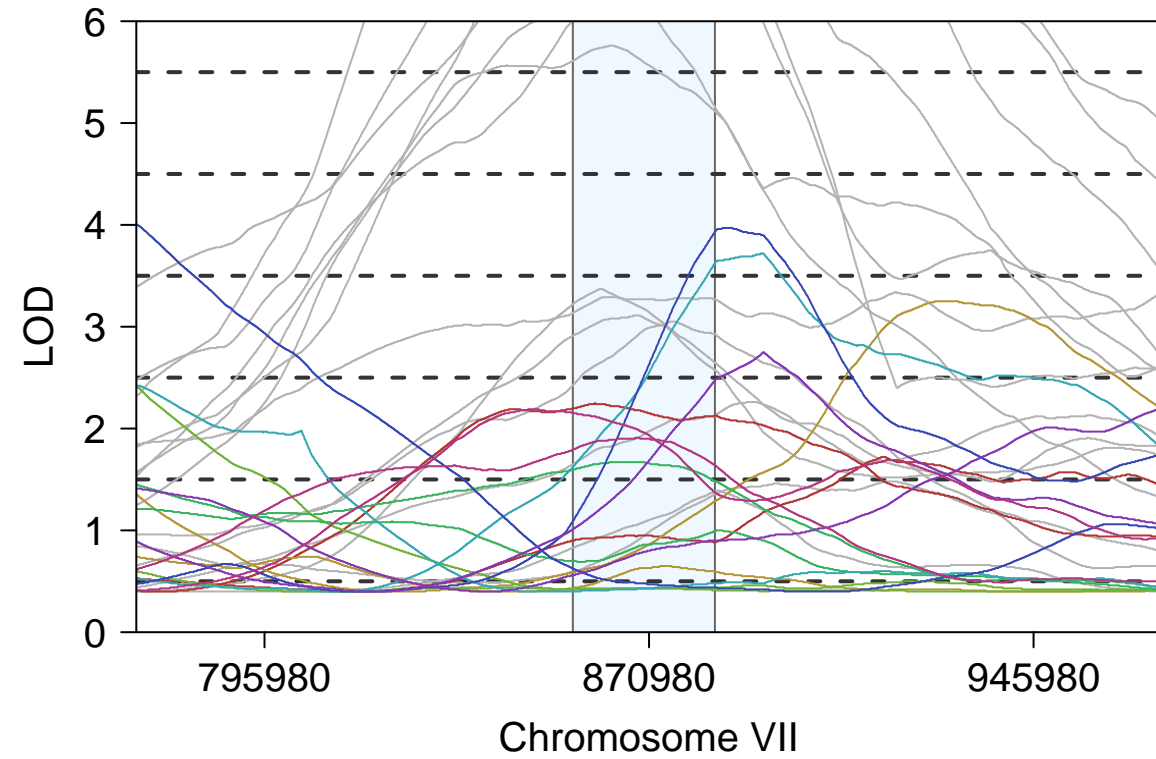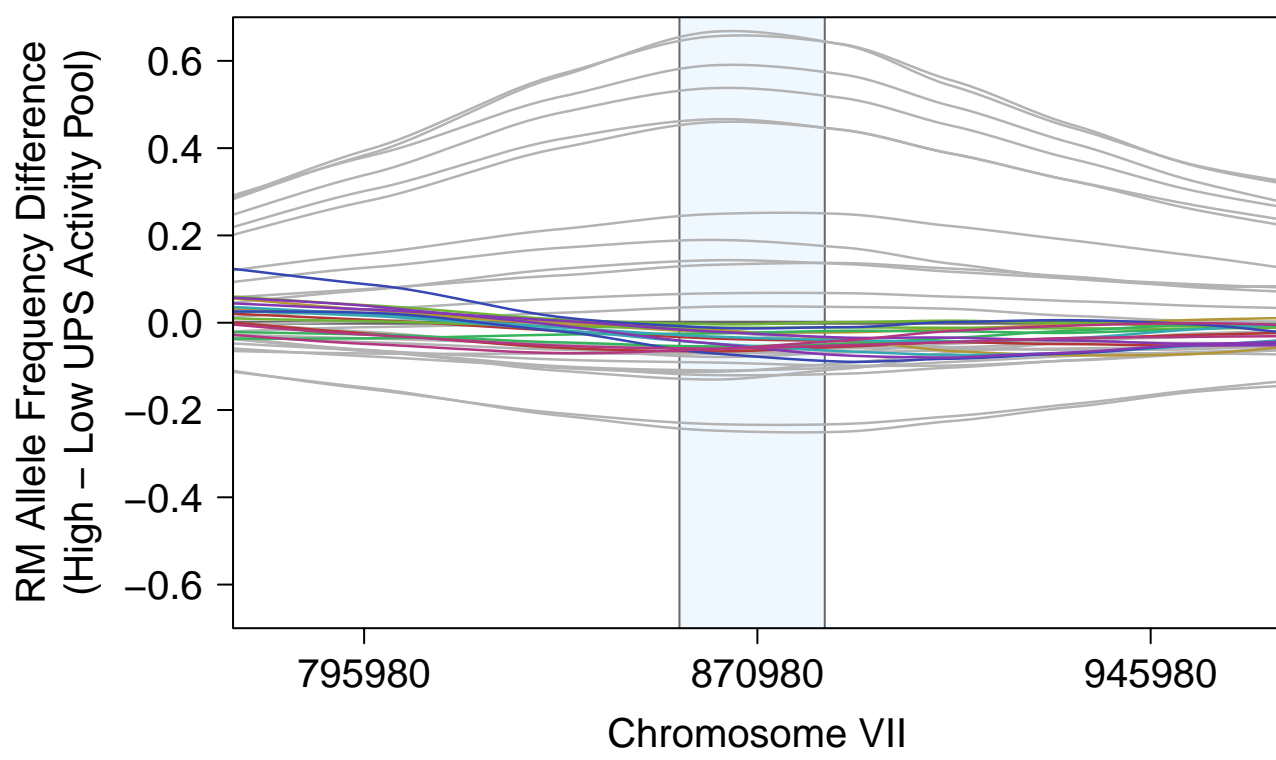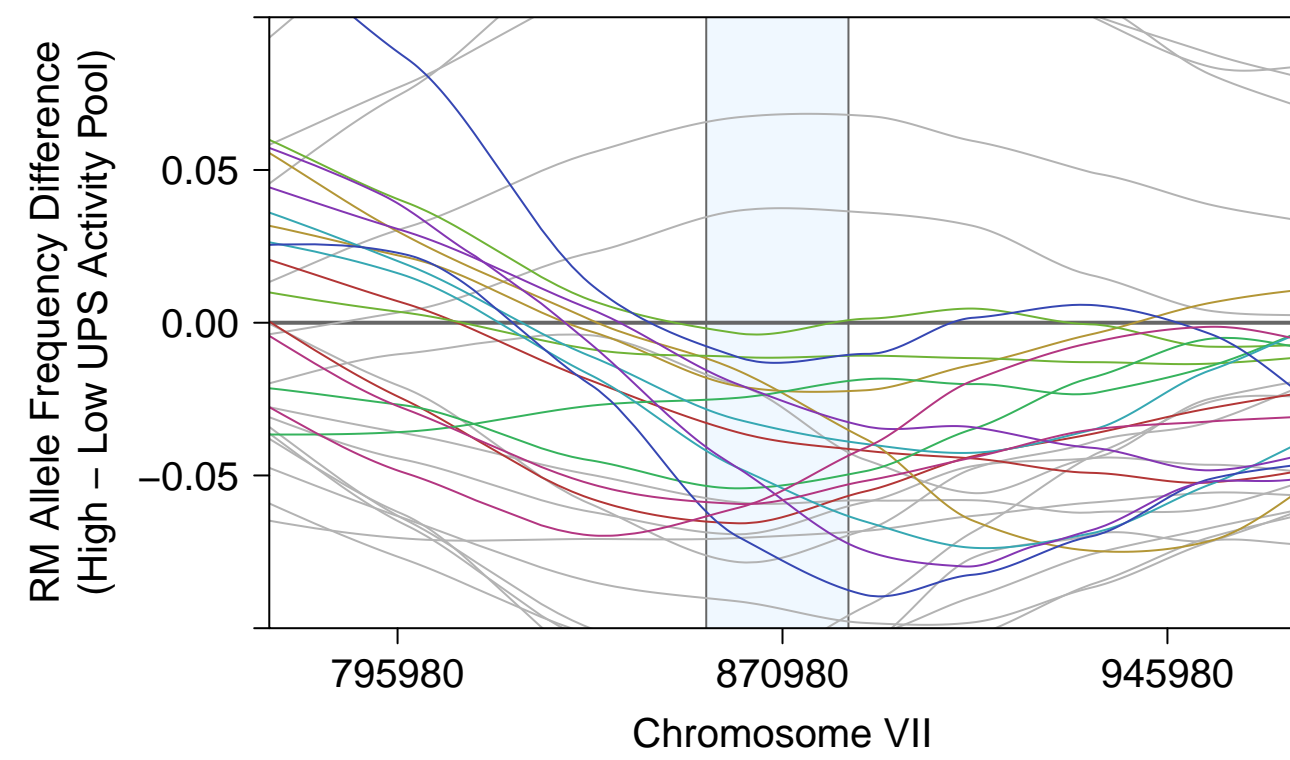

# Chromosome VIIIa 50150..127300 (Arg/N-end specific)

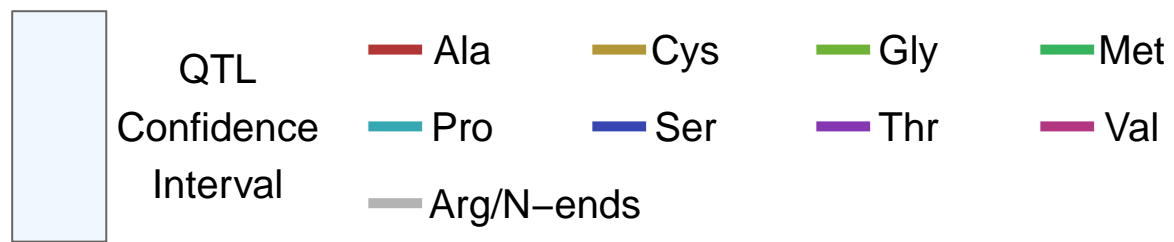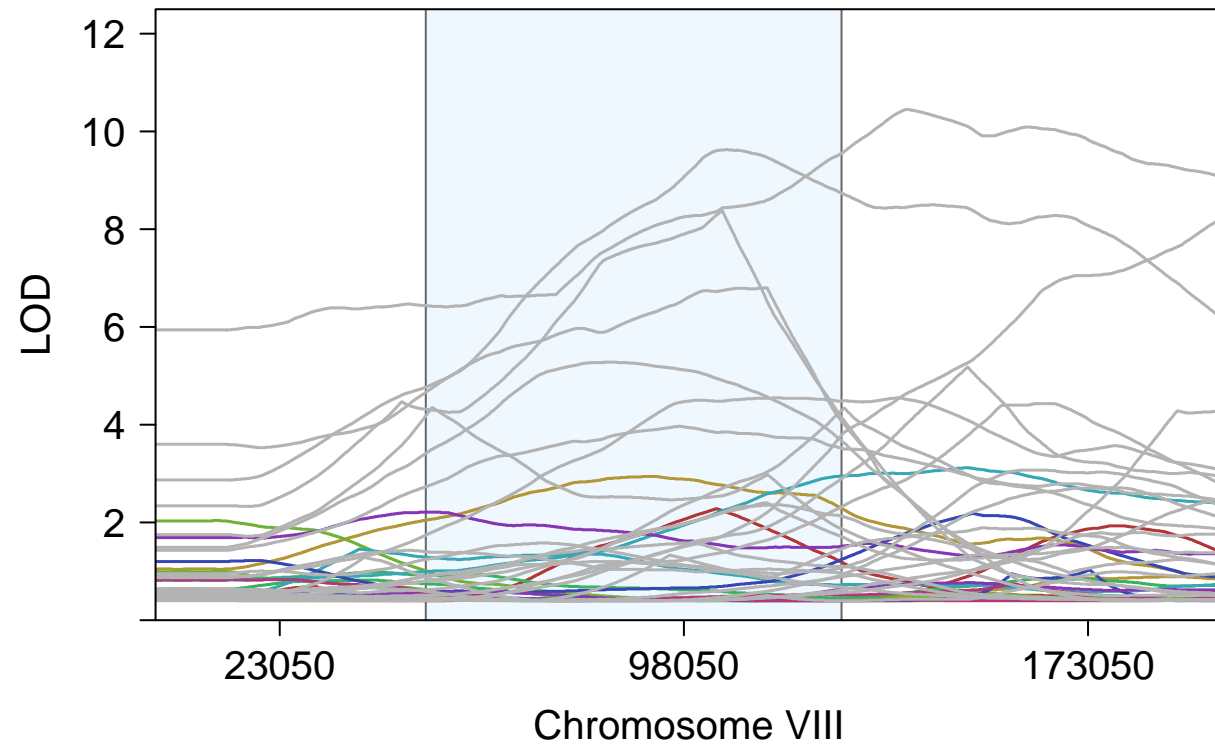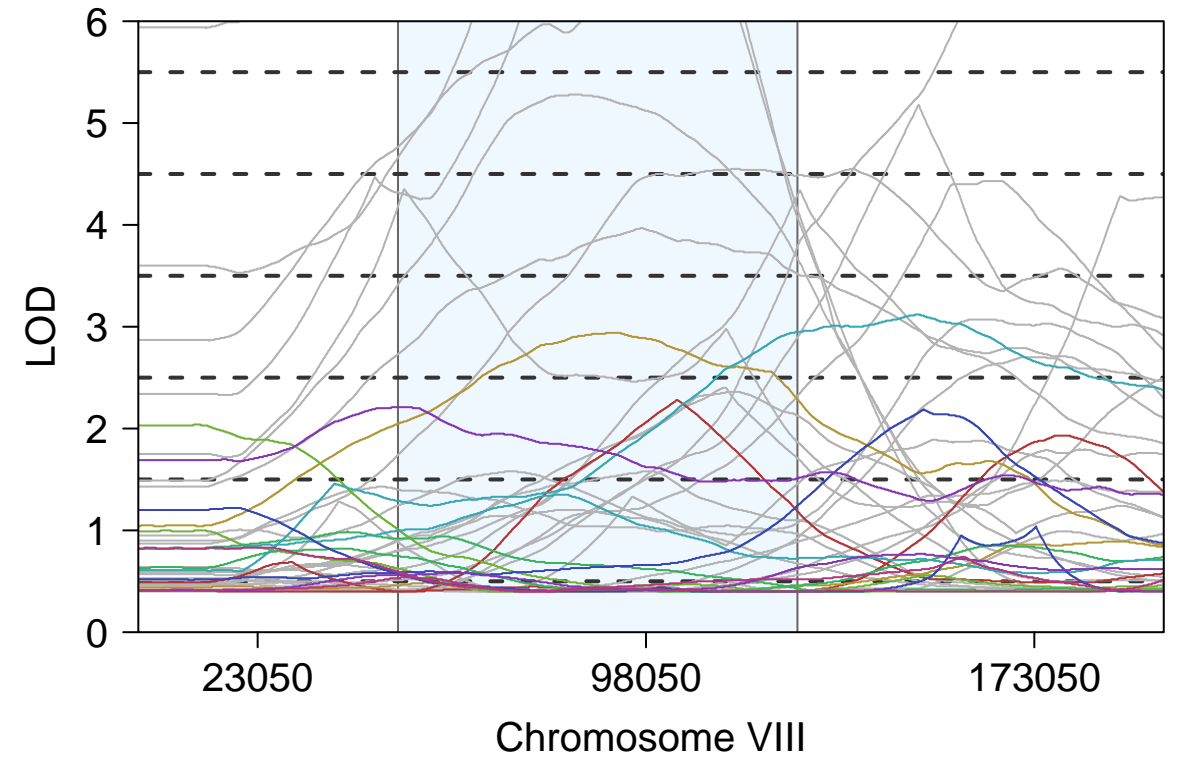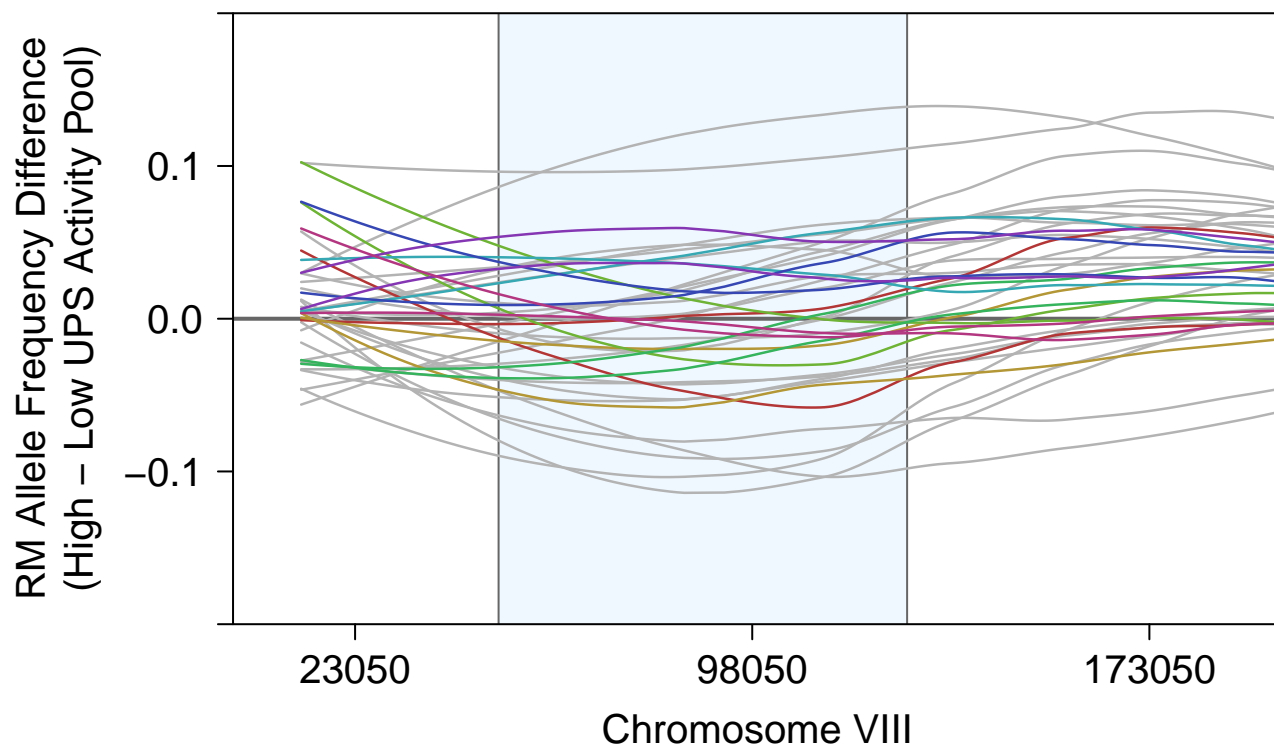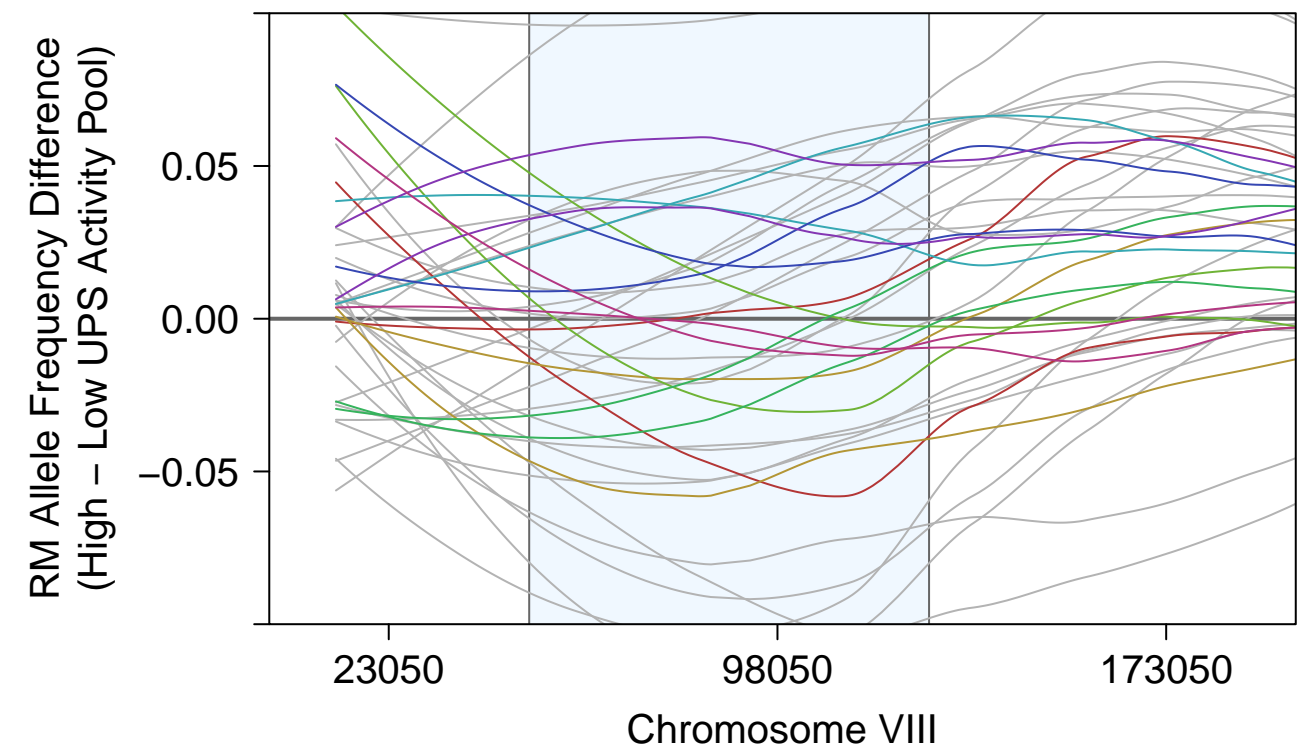

# Chromosome VIIIb 118875..193675 (Arg/N-end specific)

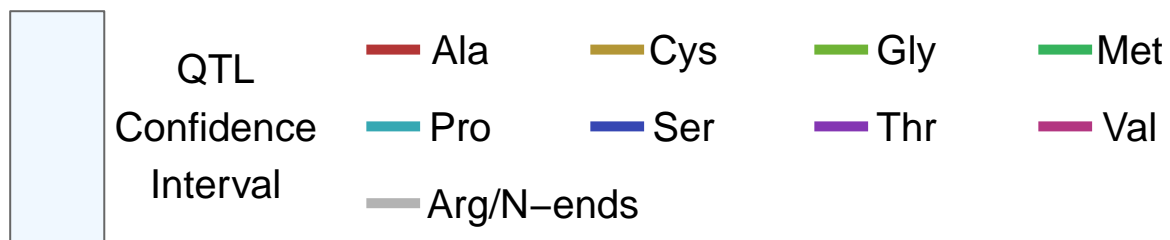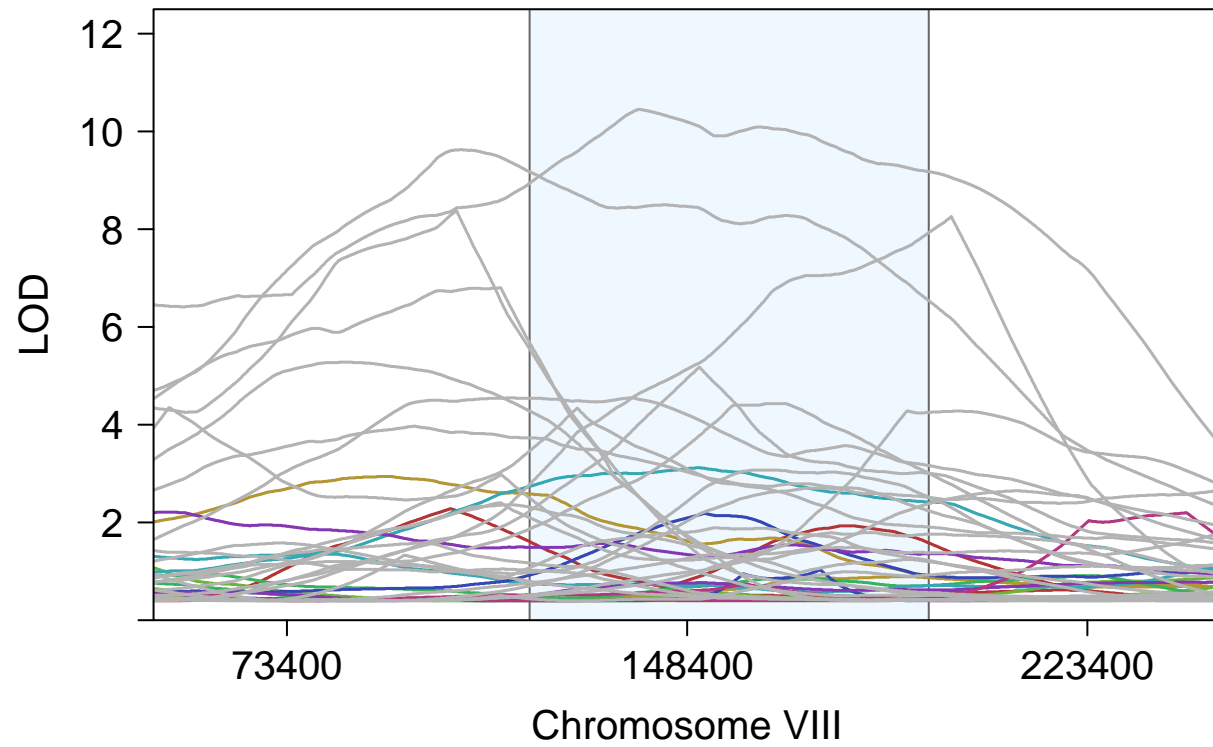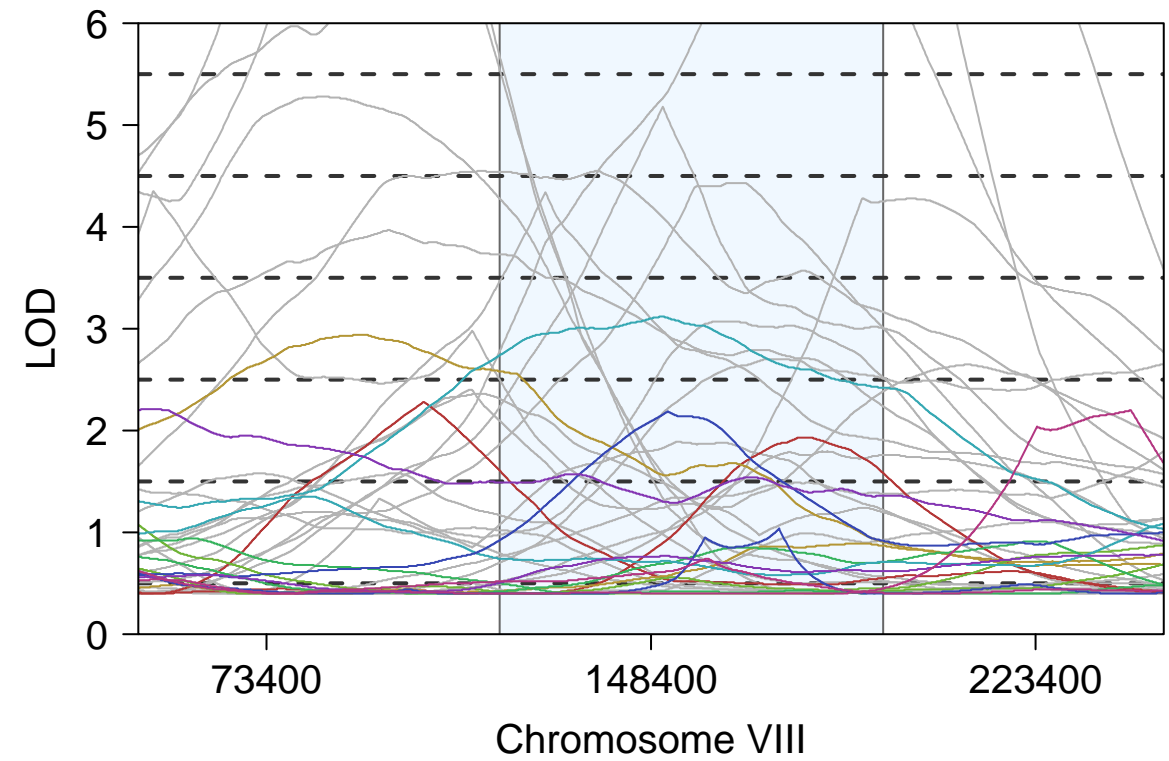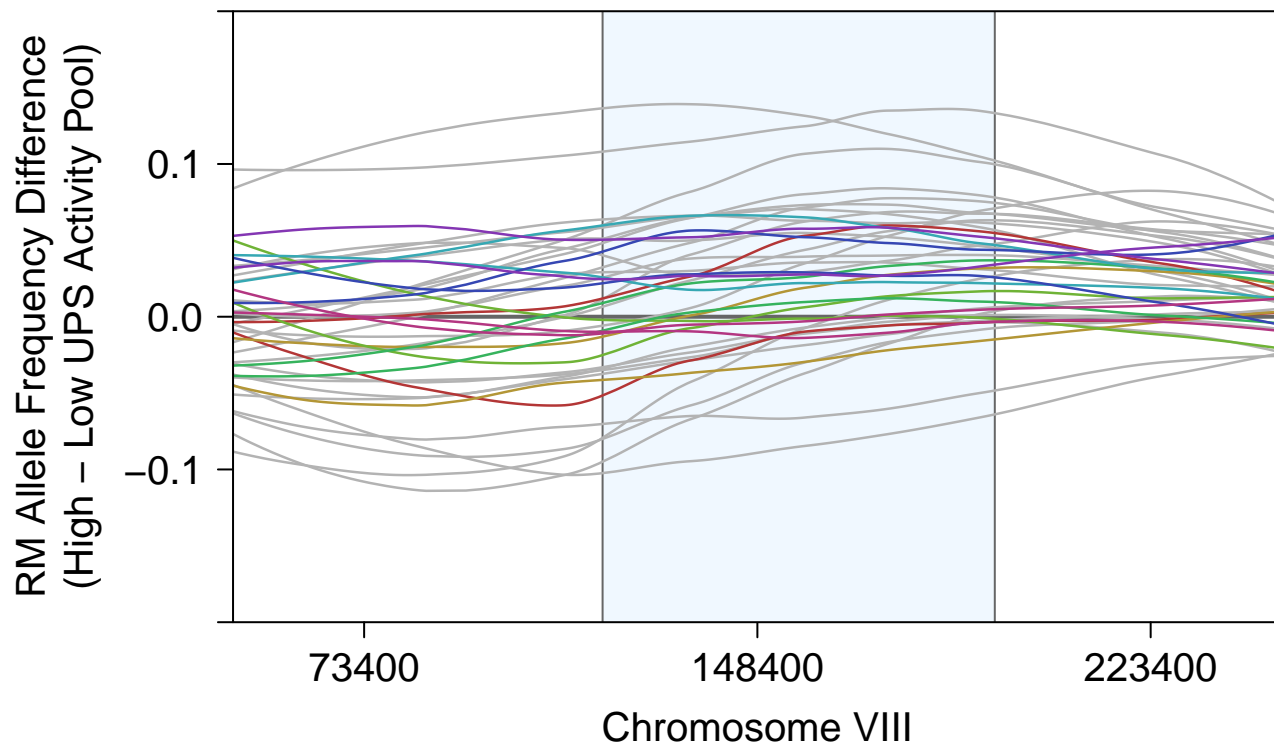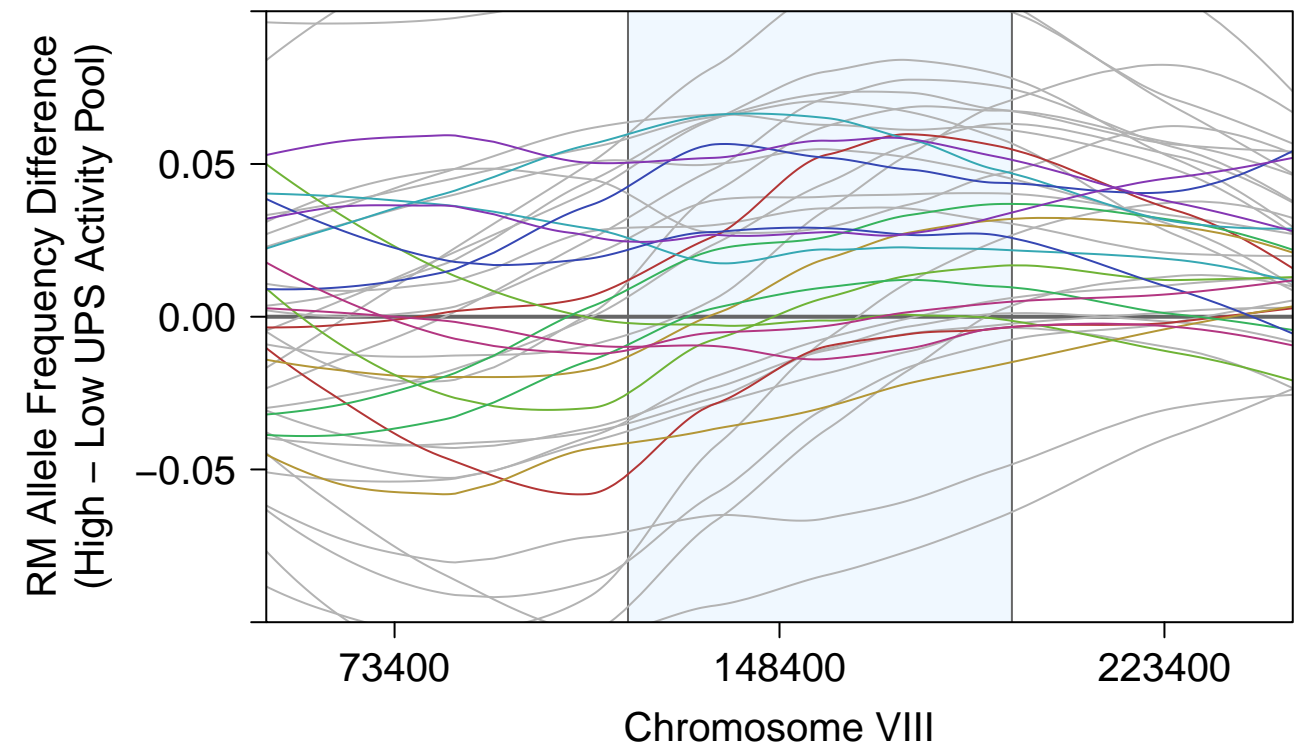

# Chromosome IXa 94550..168000 (Arg/N-end specific)

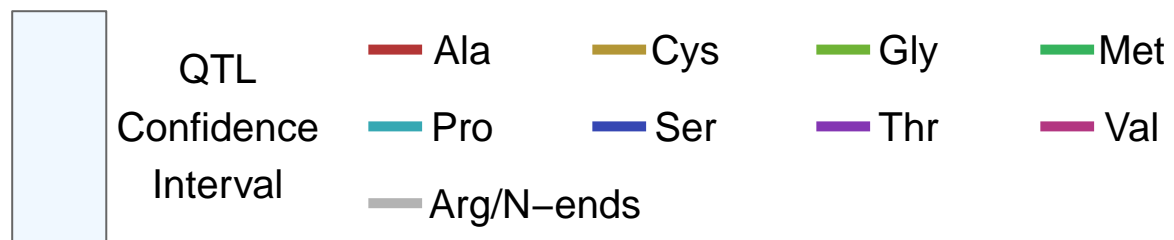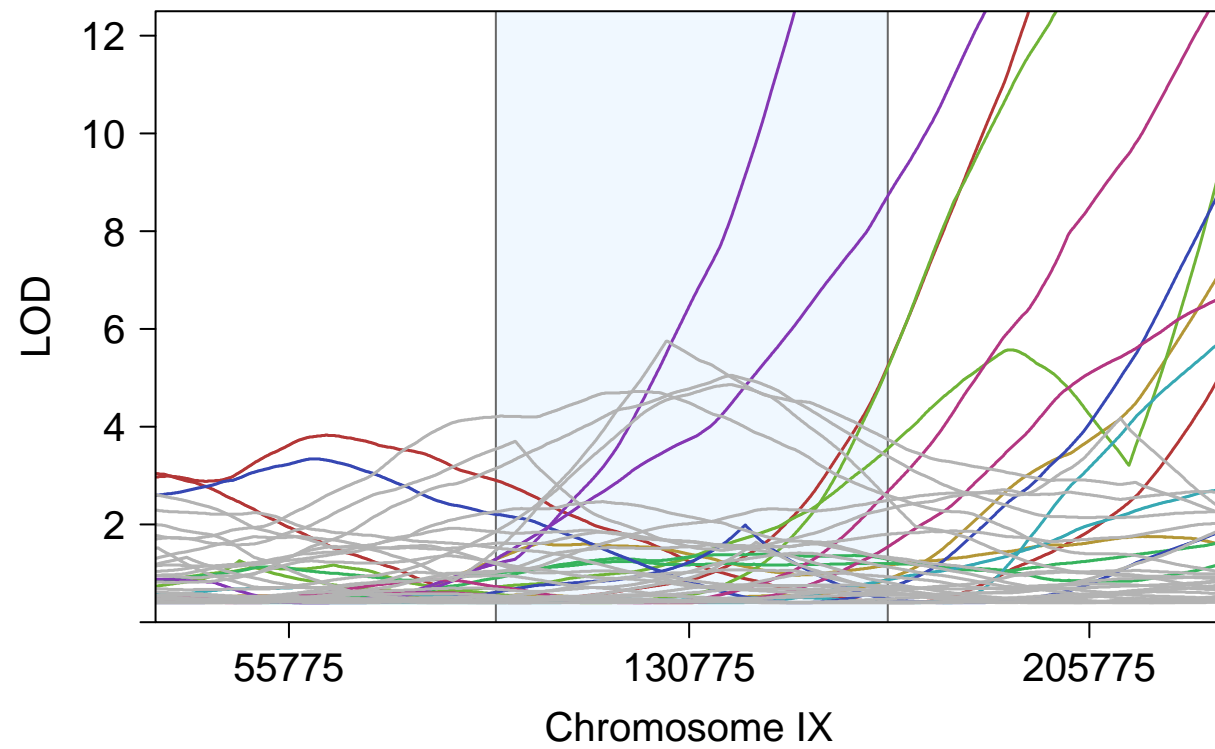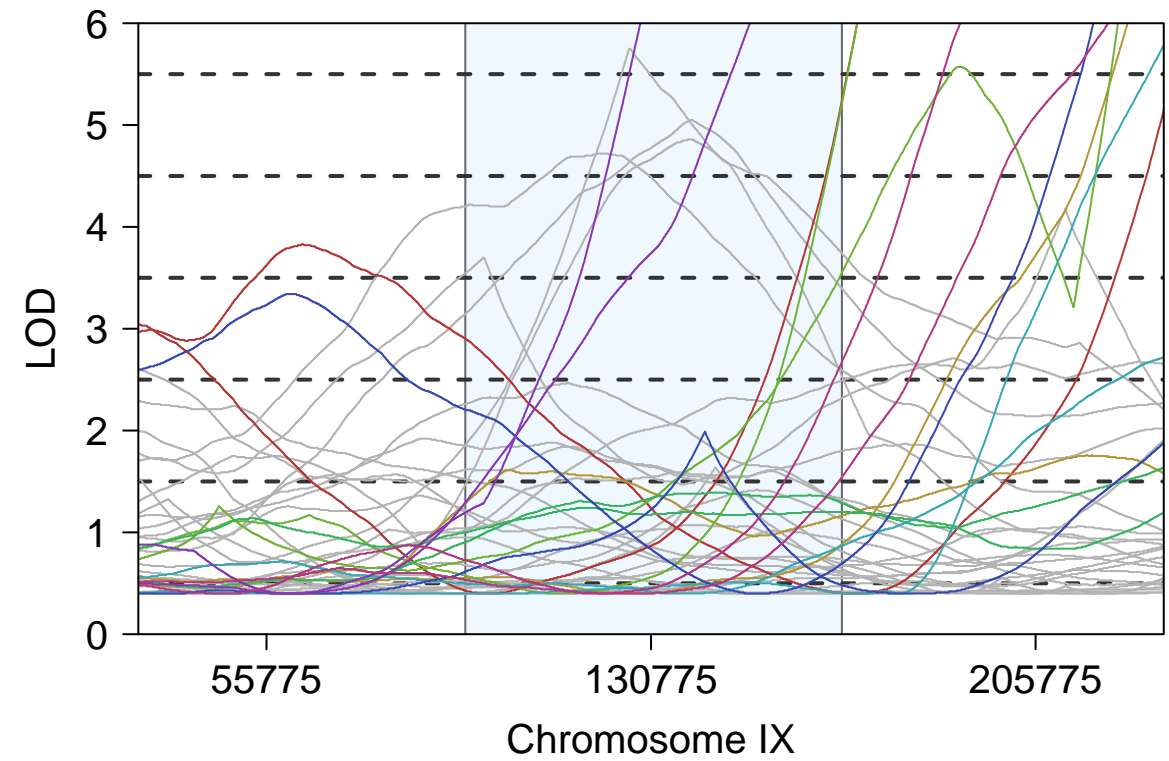

RM Allele Frequency Difference  
(High - Low UPS Activity Pool)

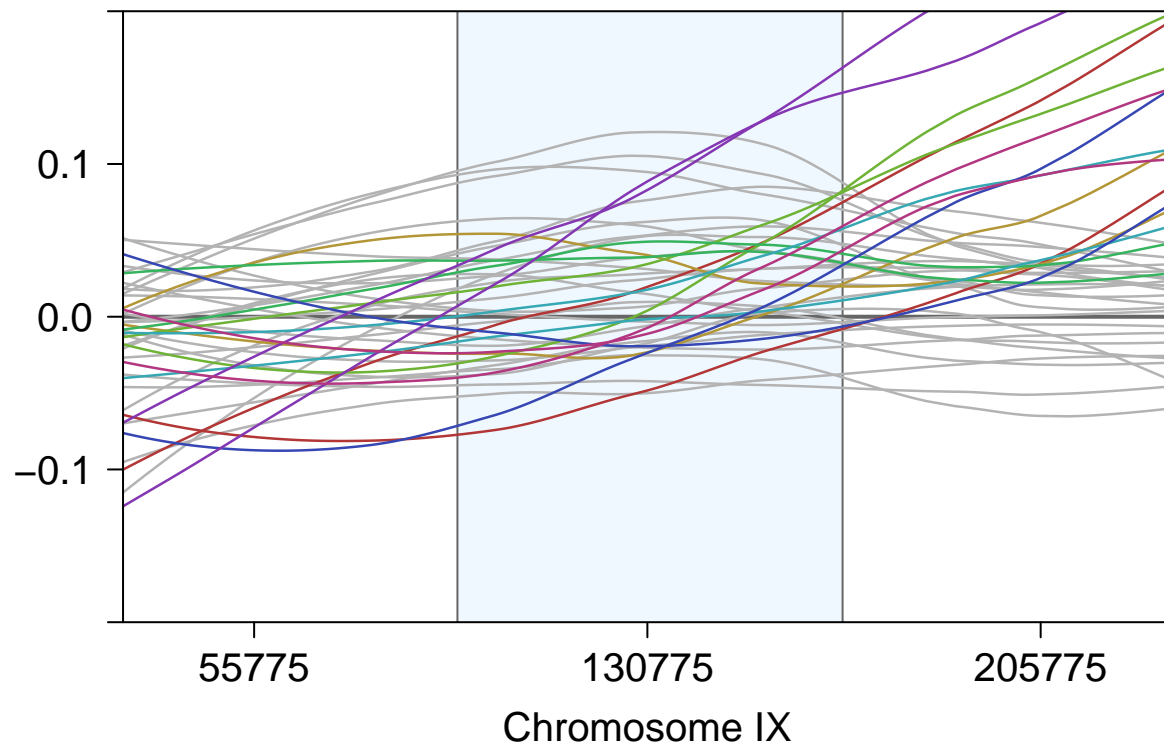

RM Allele Frequency Difference  
(High - Low UPS Activity Pool)

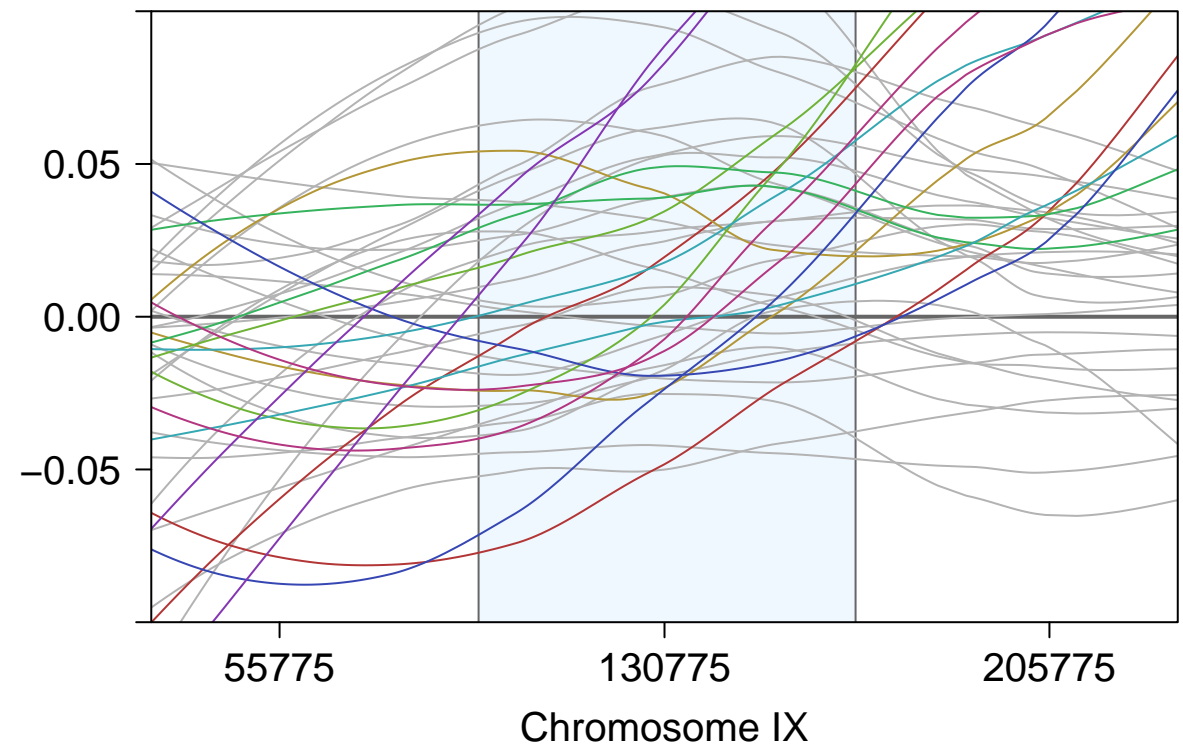

# Chromosome IXb 267641..315417 (Ac/N-end specific)

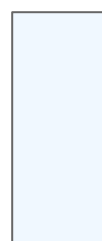

QTL  
Confidence  
Interval

Arg  
Glu  
Lys

Asn  
His  
Phe

Asp  
Ile  
Trp

Gln  
Leu  
Tyr

Ac/N-ends

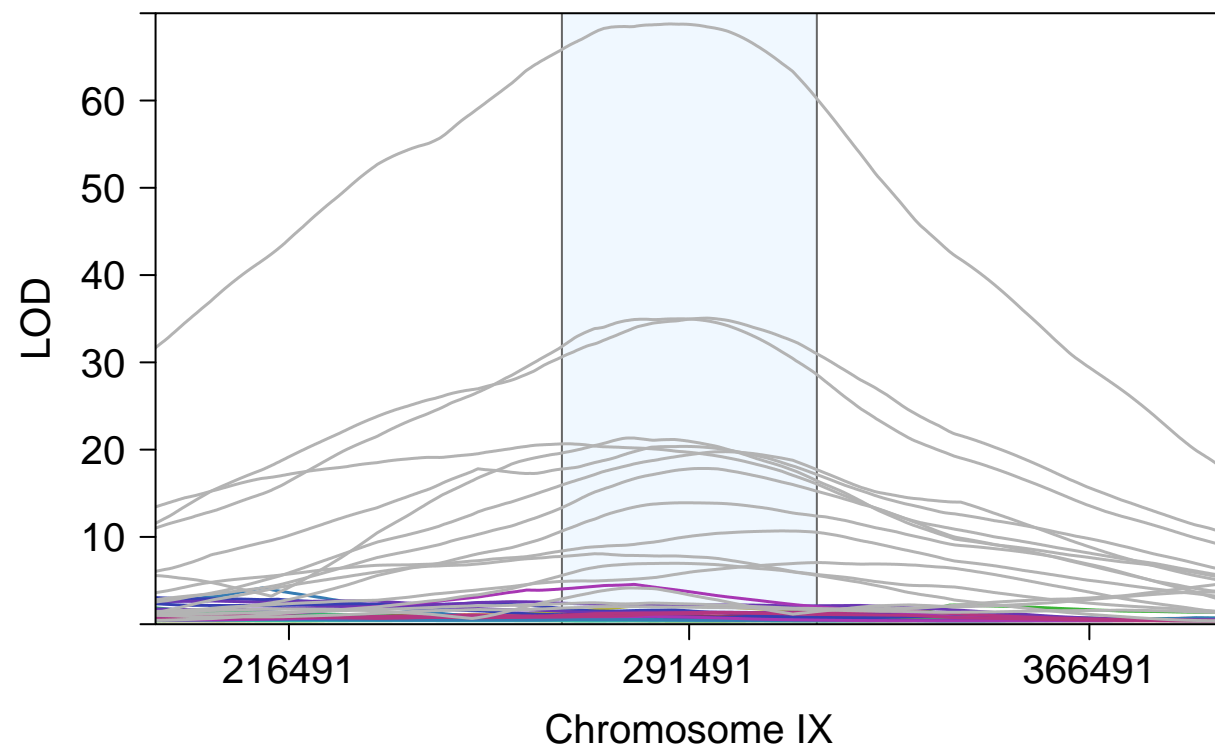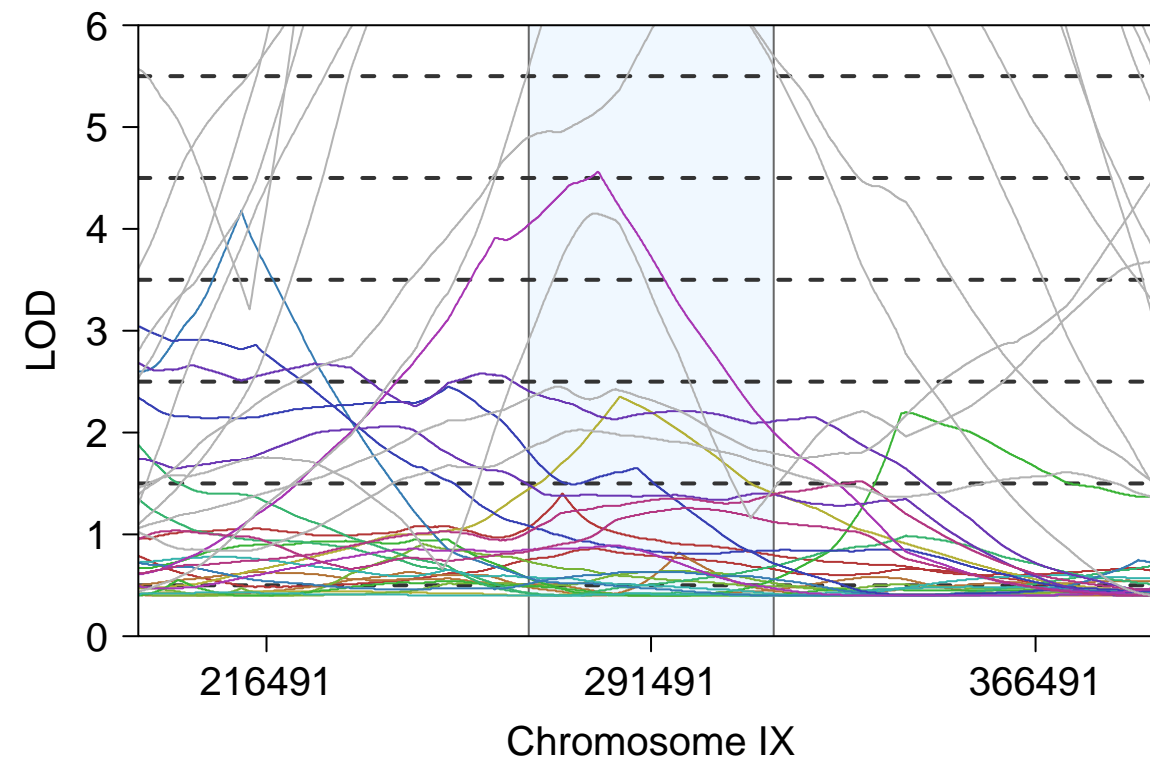

RM Allele Frequency Difference  
(High - Low UPS Activity Pool)

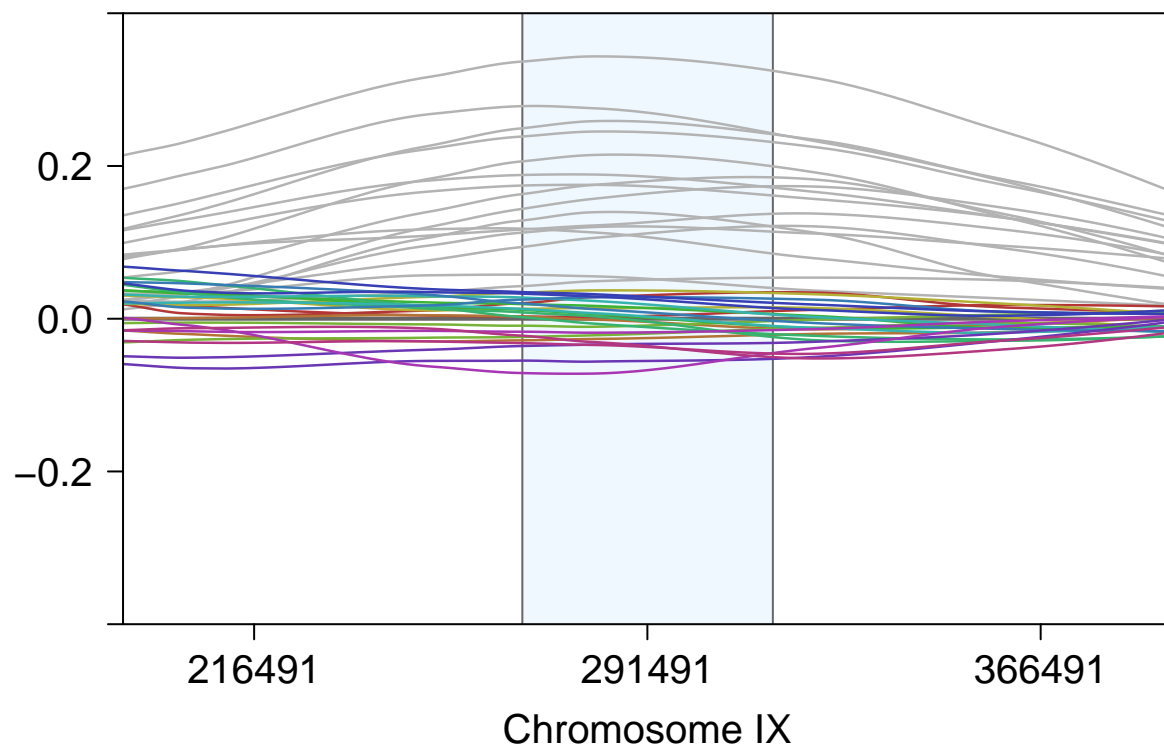

RM Allele Frequency Difference  
(High - Low UPS Activity Pool)

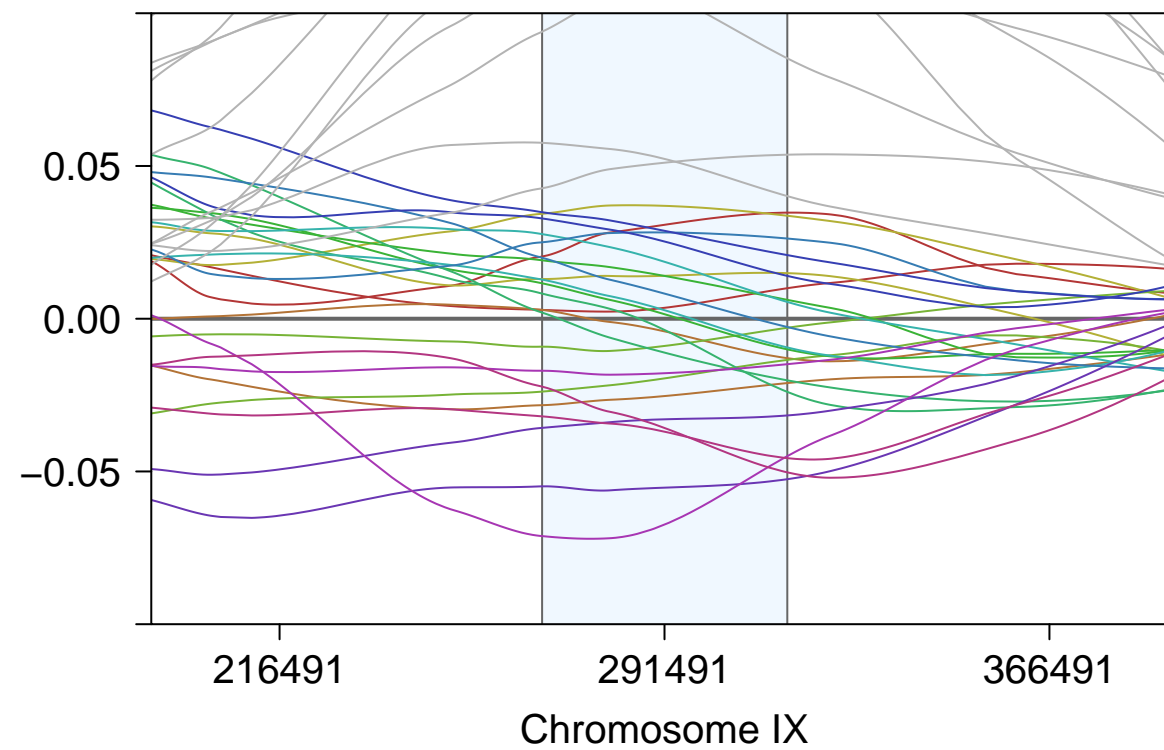

# Chromosome Xla 118750..173600 (Arg/N-end specific)

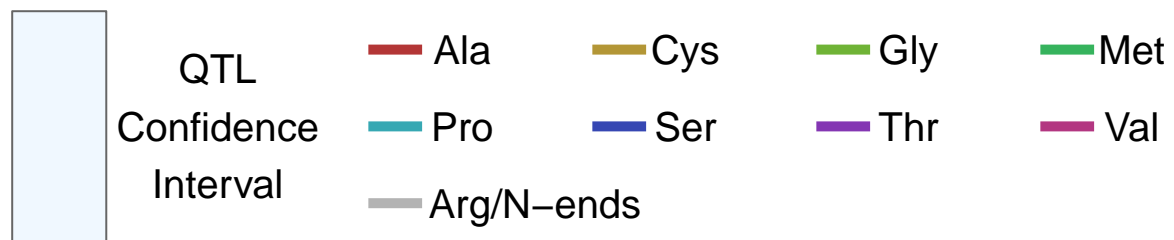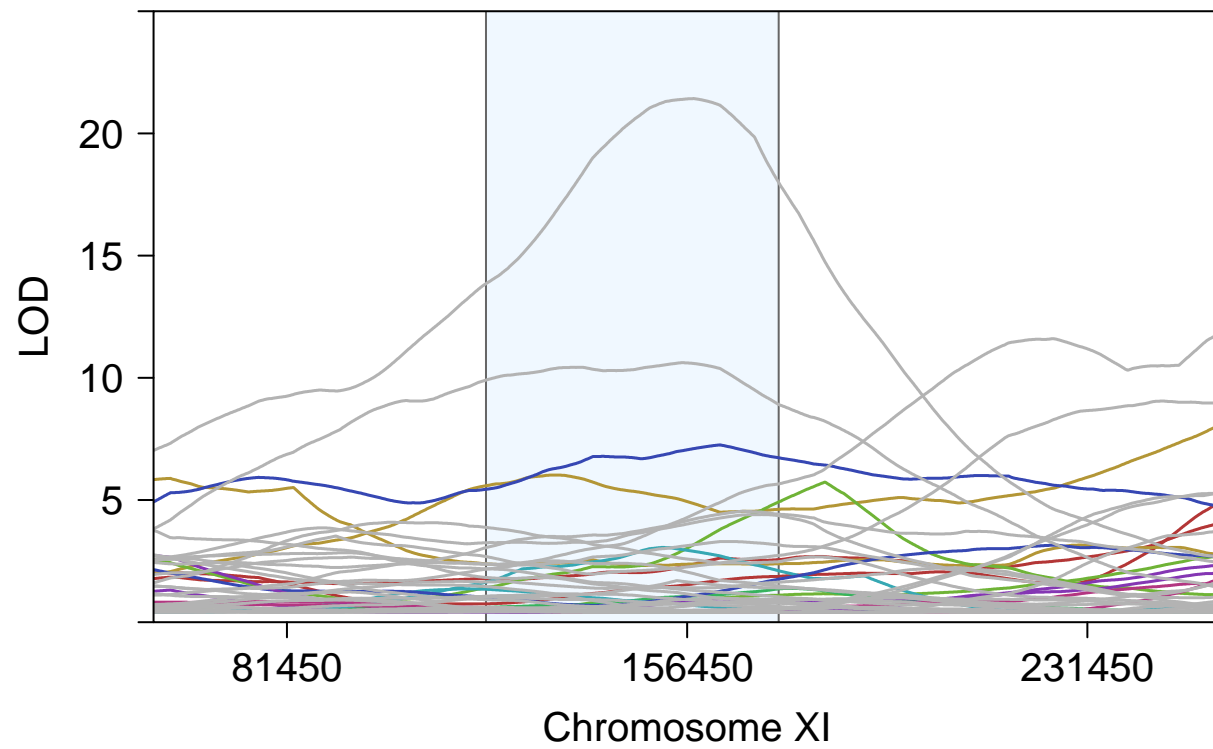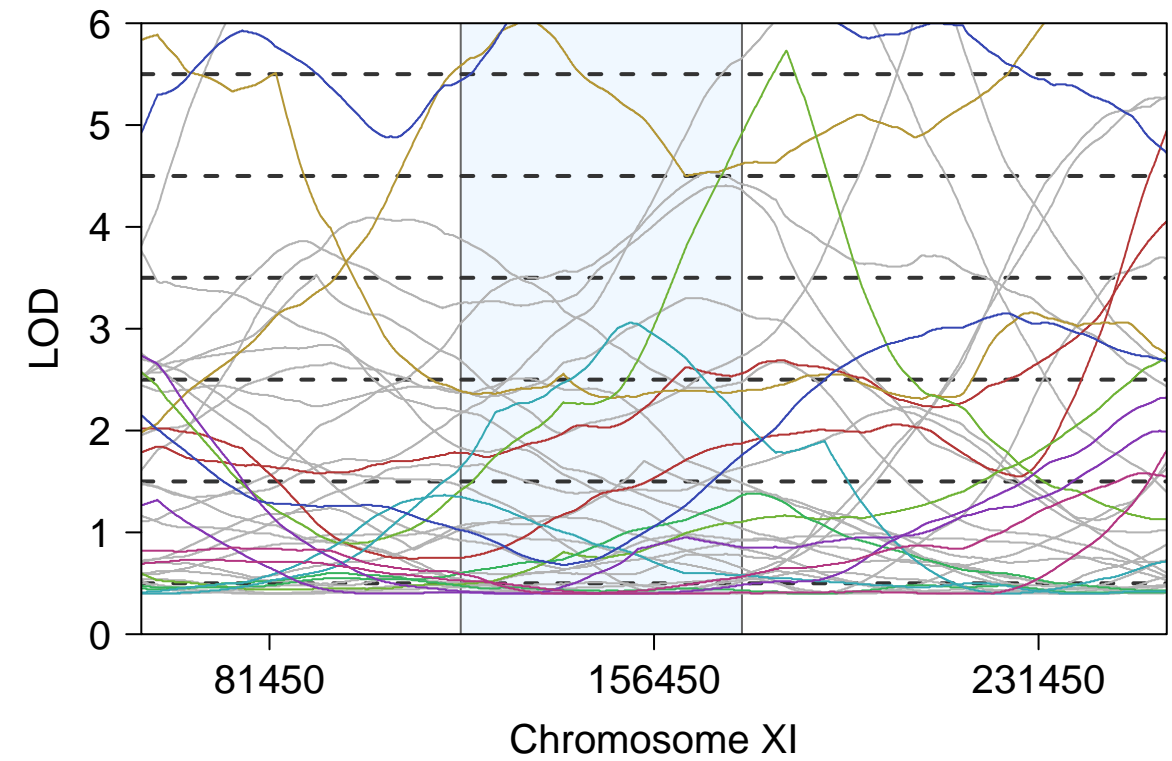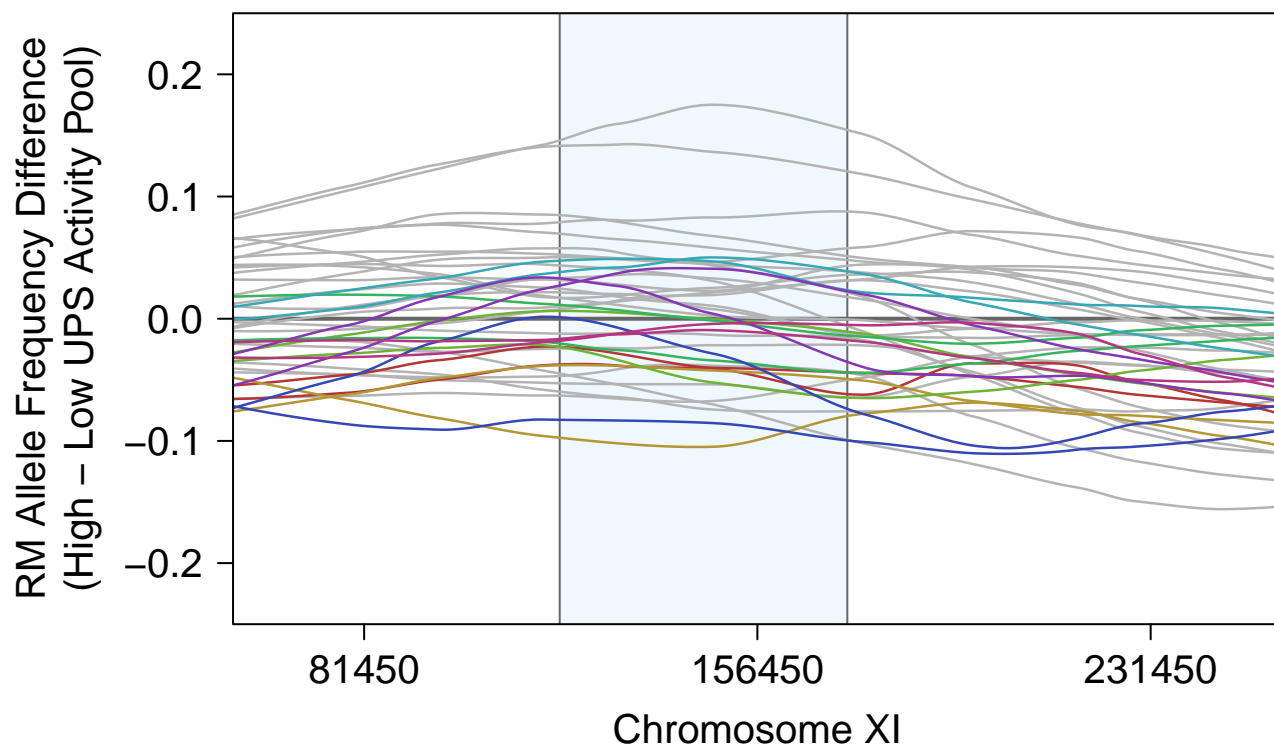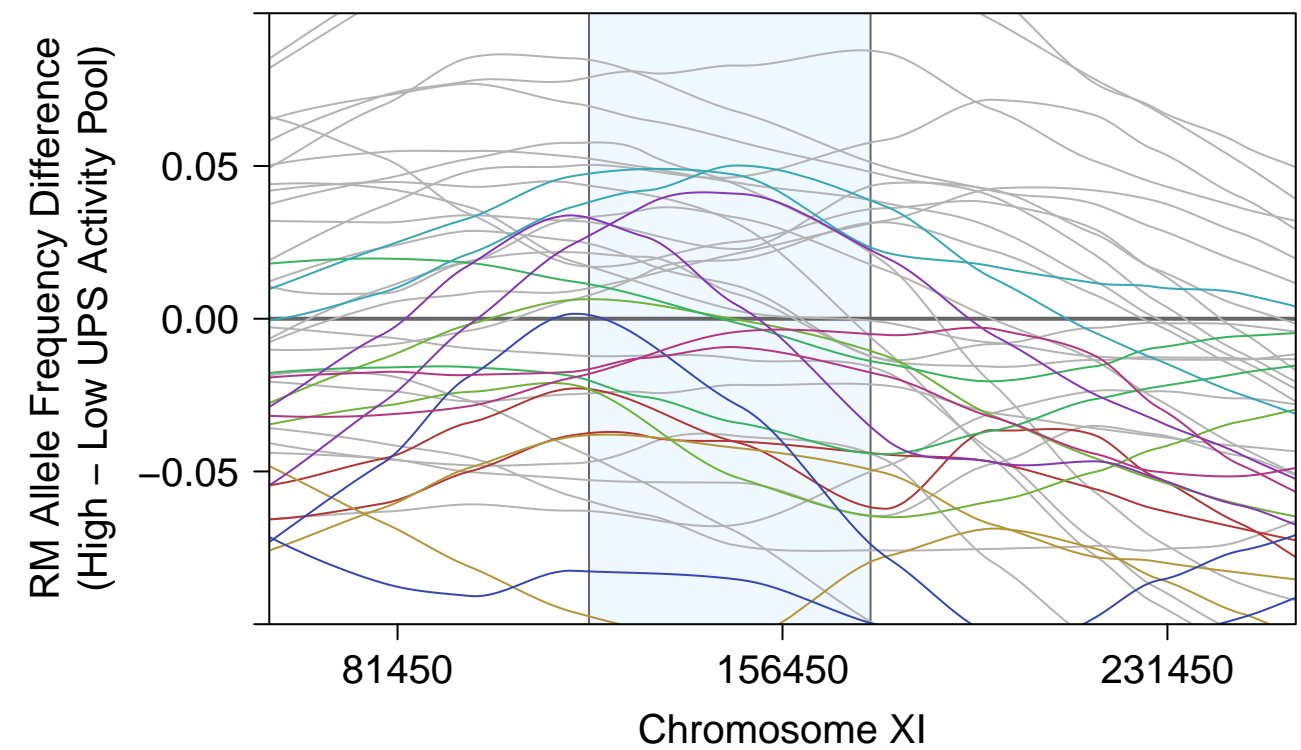

# Chromosome XIIa 157200..226850 (Ac/N-end specific)

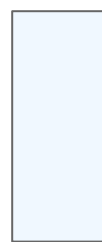

QTL  
Confidence  
Interval

Arg  
Glu  
Lys

Asn  
His  
Phe

Asp  
Ile  
Trp

Gln  
Leu  
Tyr

Ac/N-ends

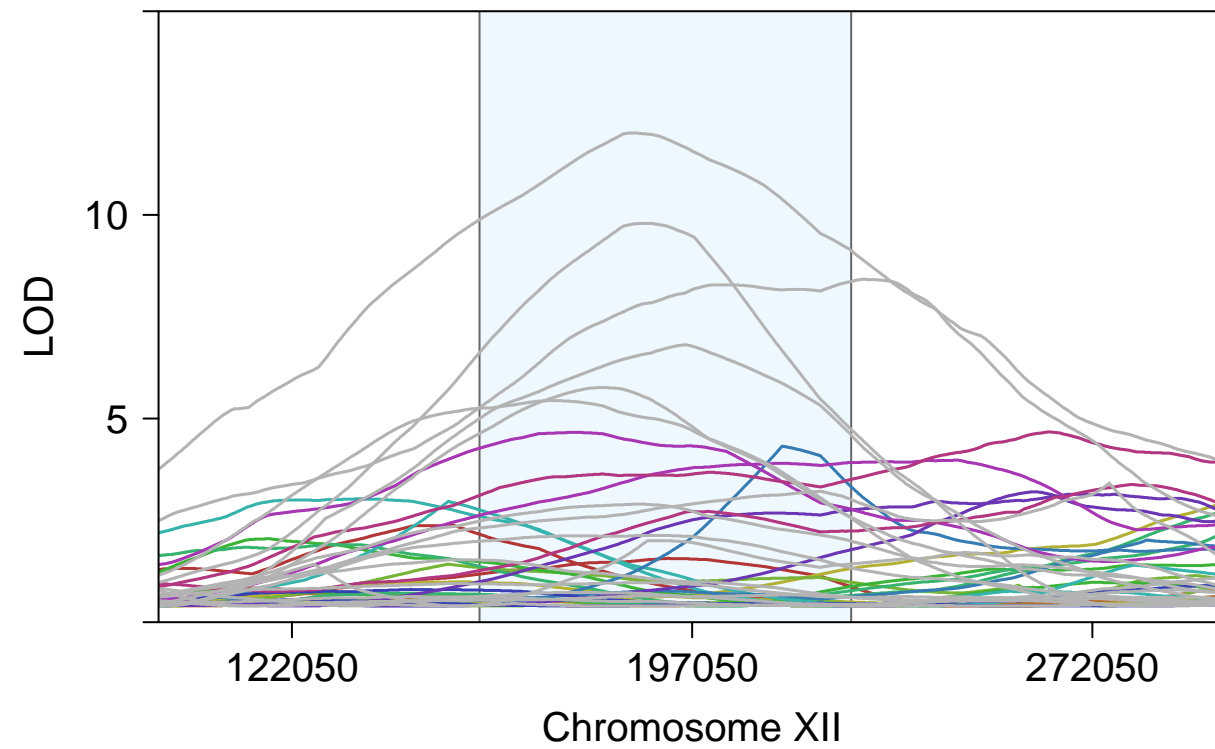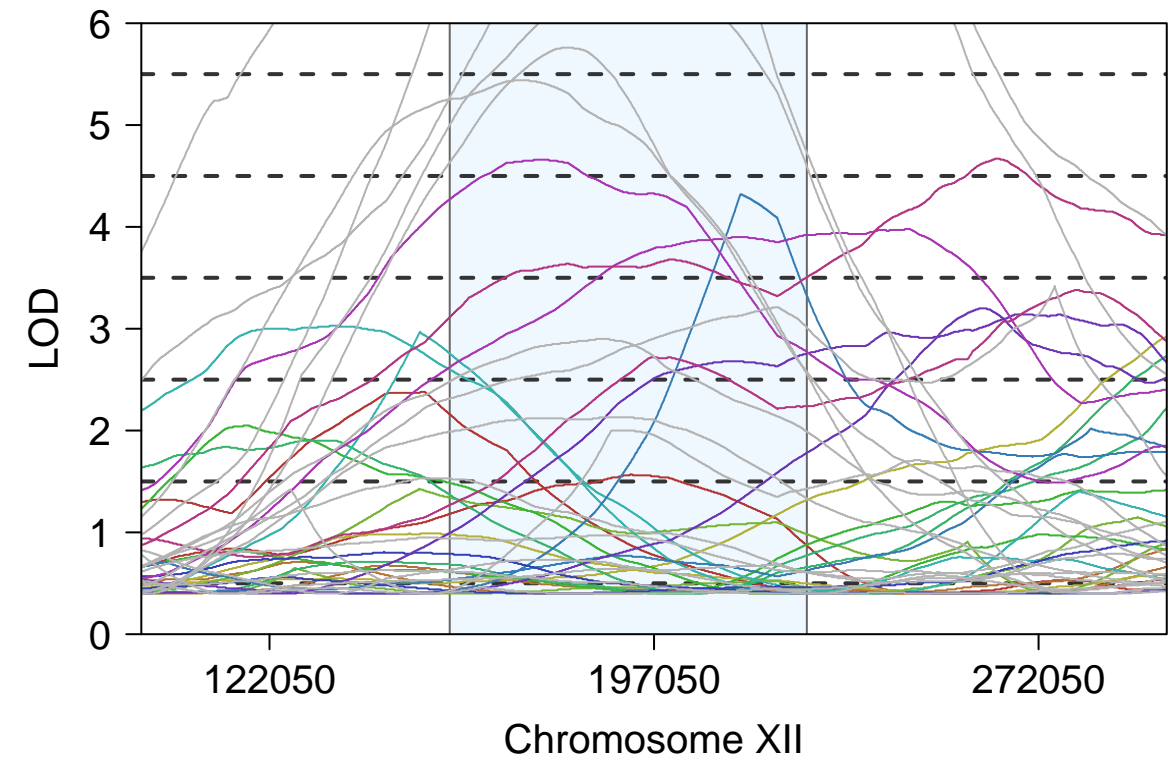

RM Allele Frequency Difference  
(High - Low UPS Activity Pool)

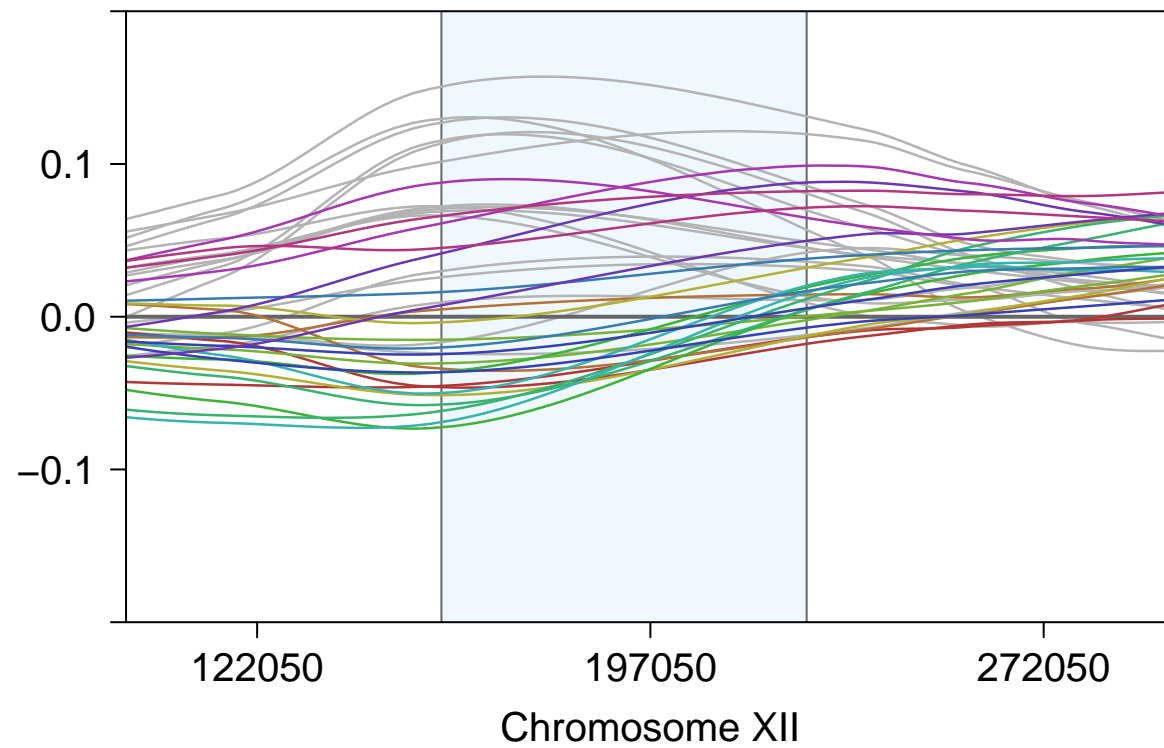

RM Allele Frequency Difference  
(High - Low UPS Activity Pool)

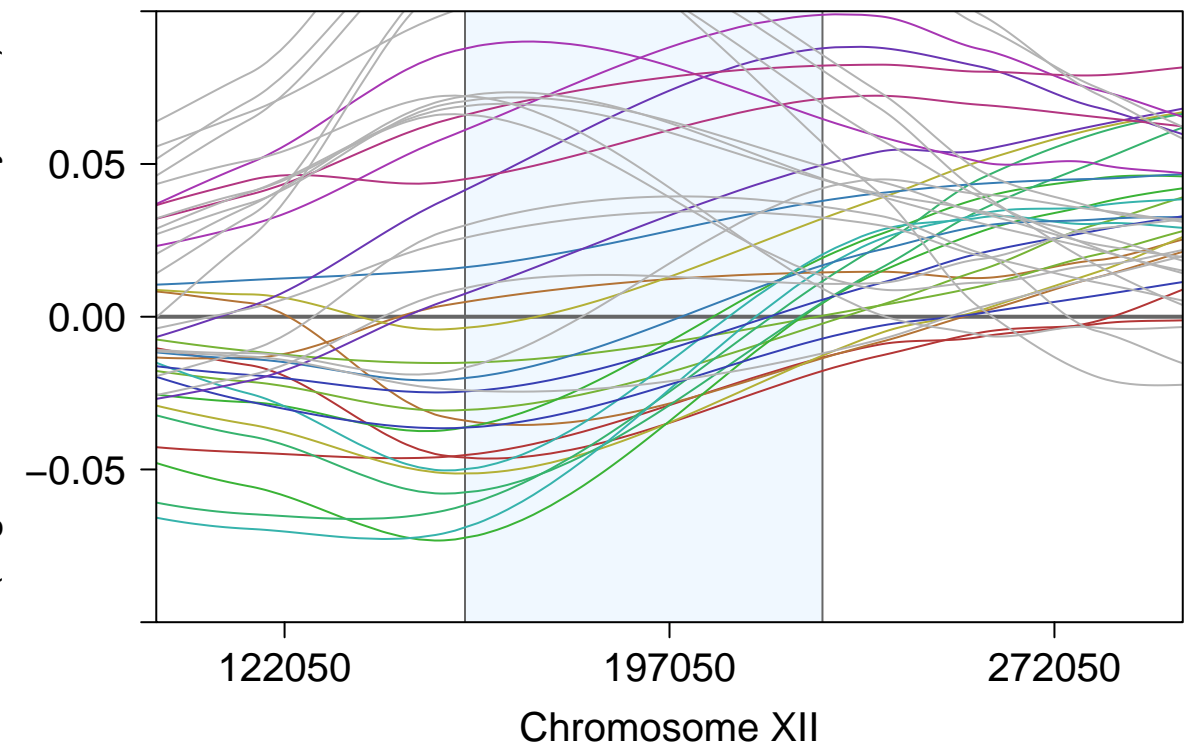

# Chromosome XIIc 639637..702650 (Arg/N-end specific)

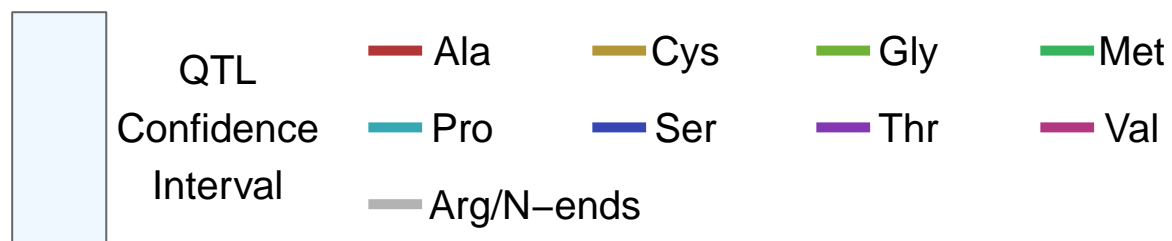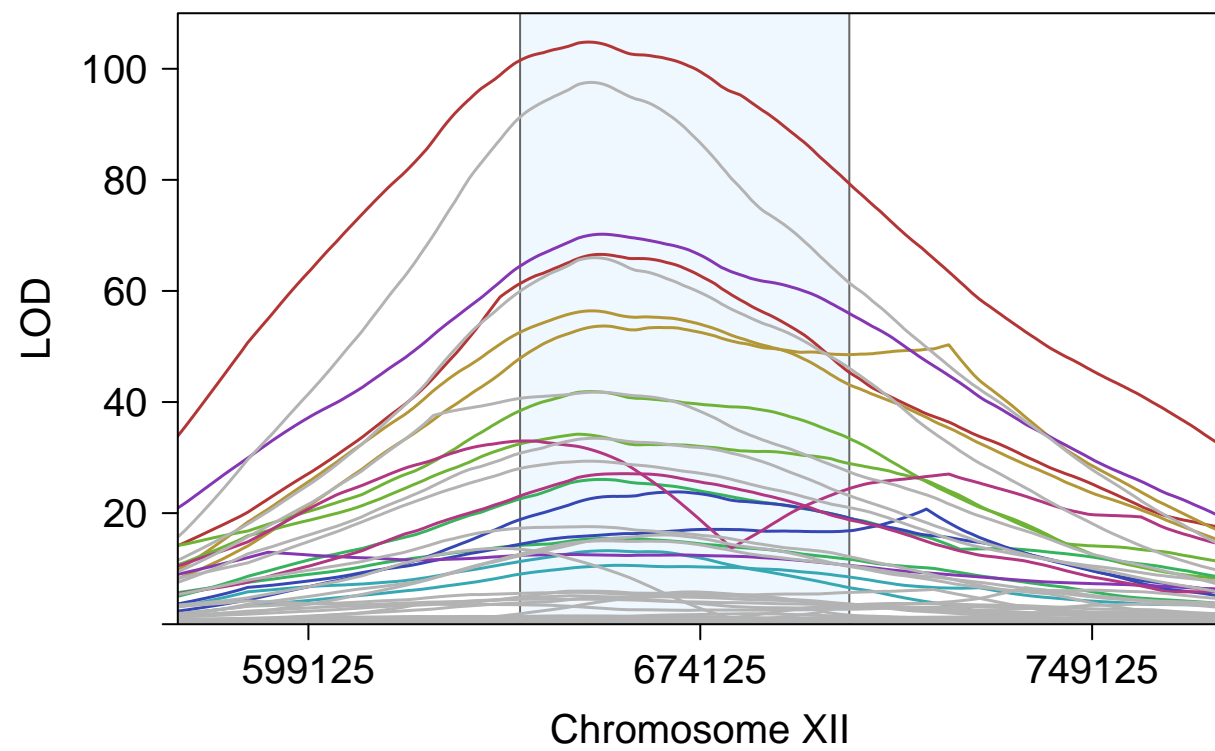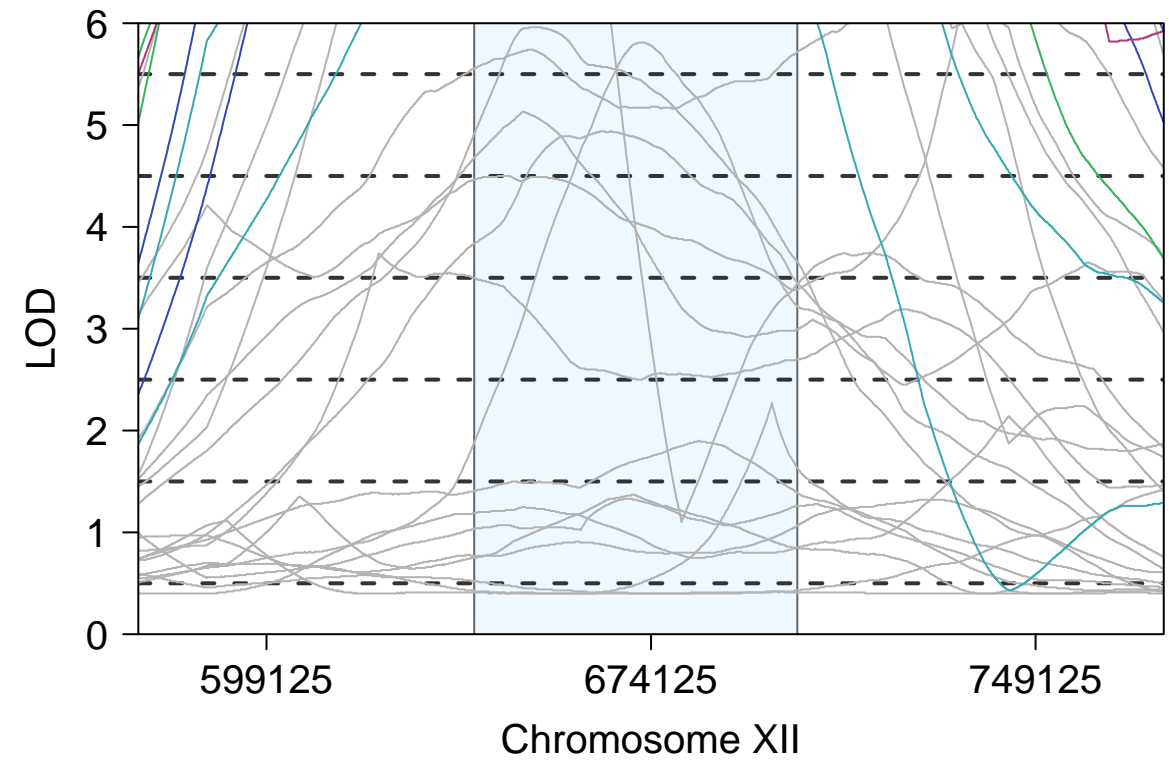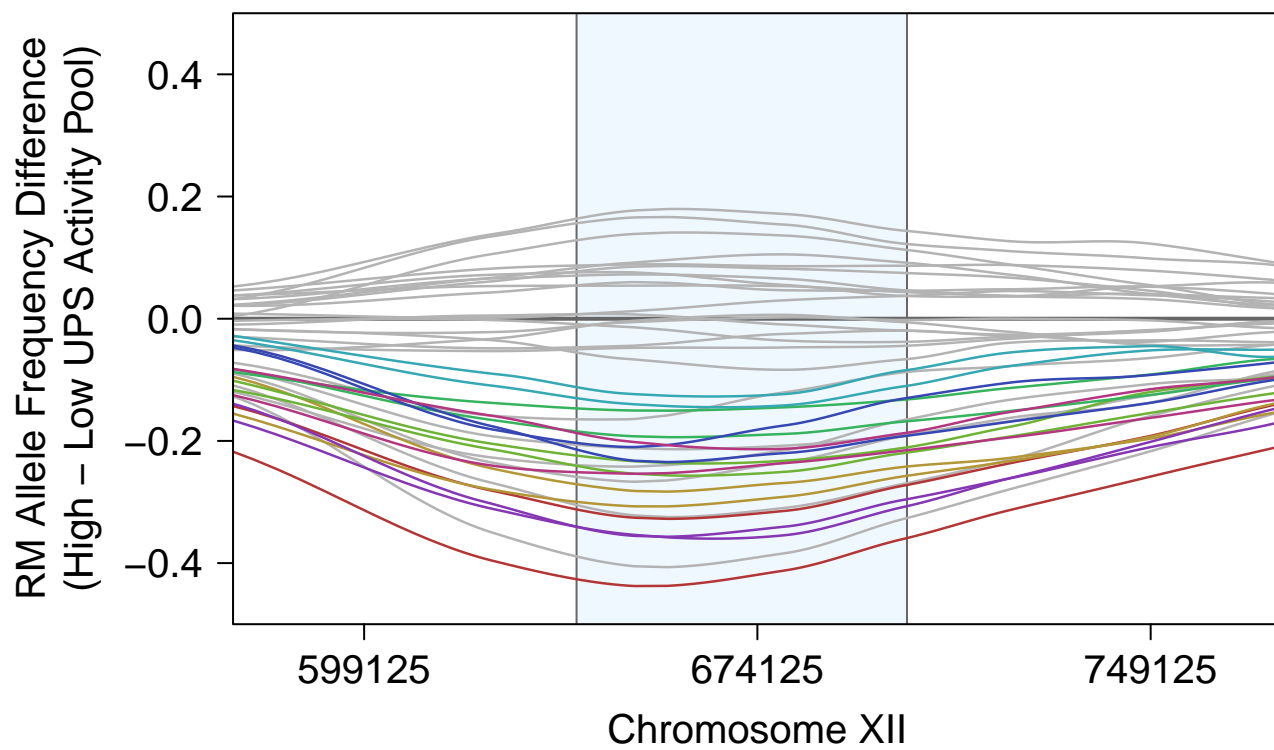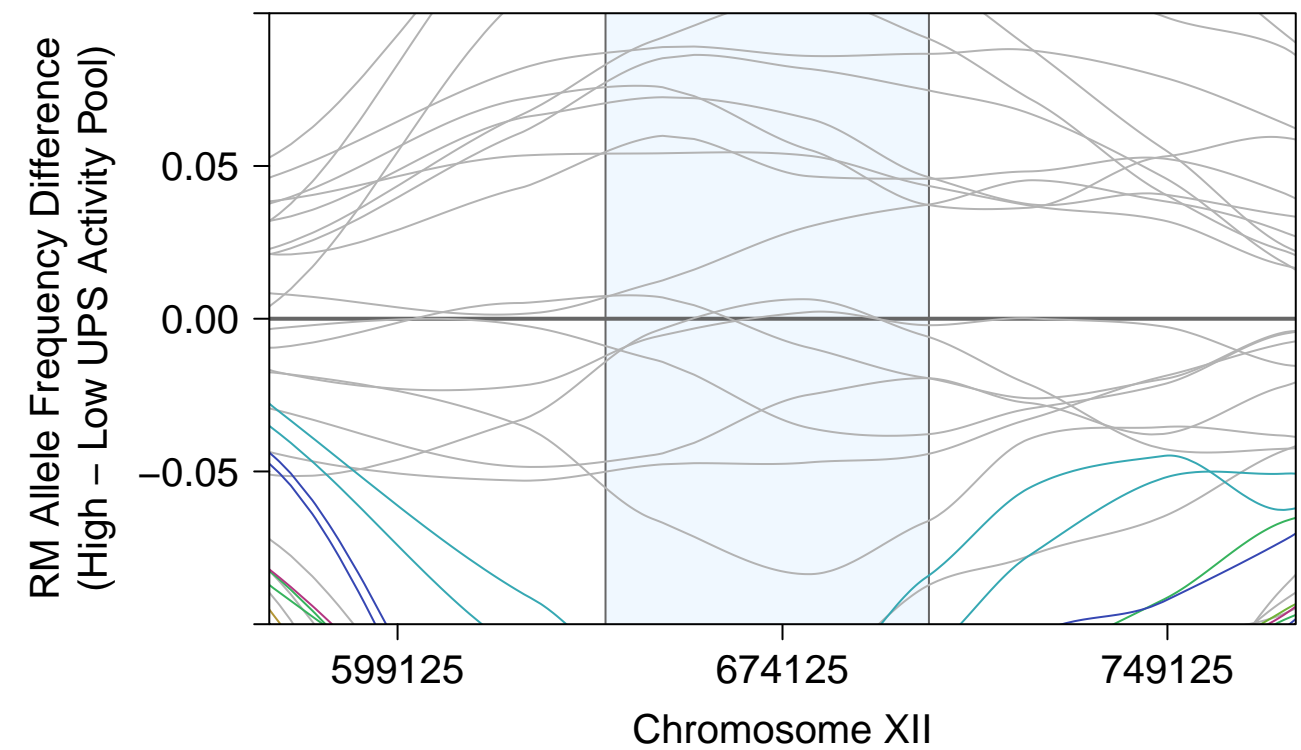

# Chromosome XIIIa 0..58950 (Ac/N-end specific)

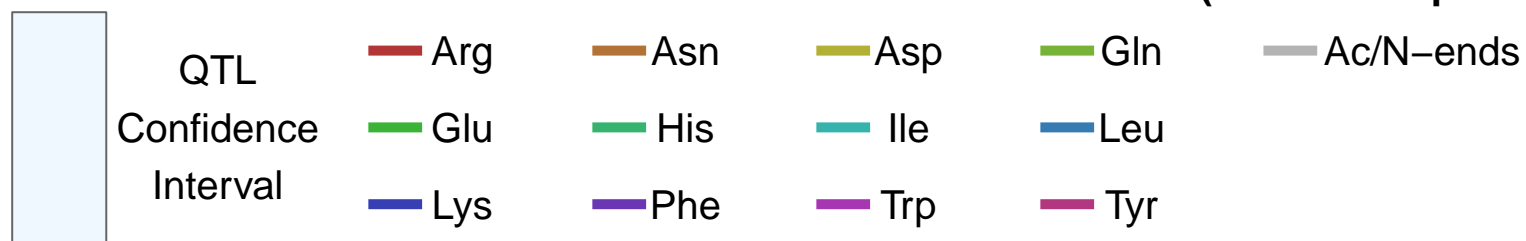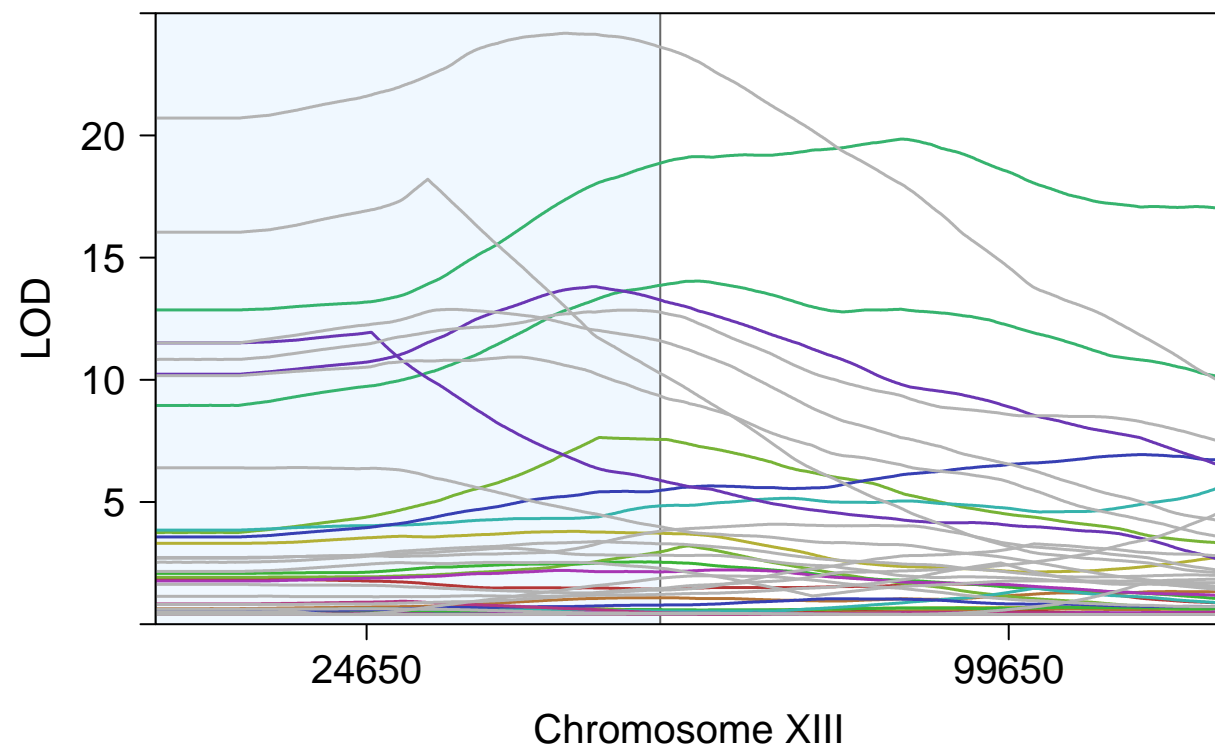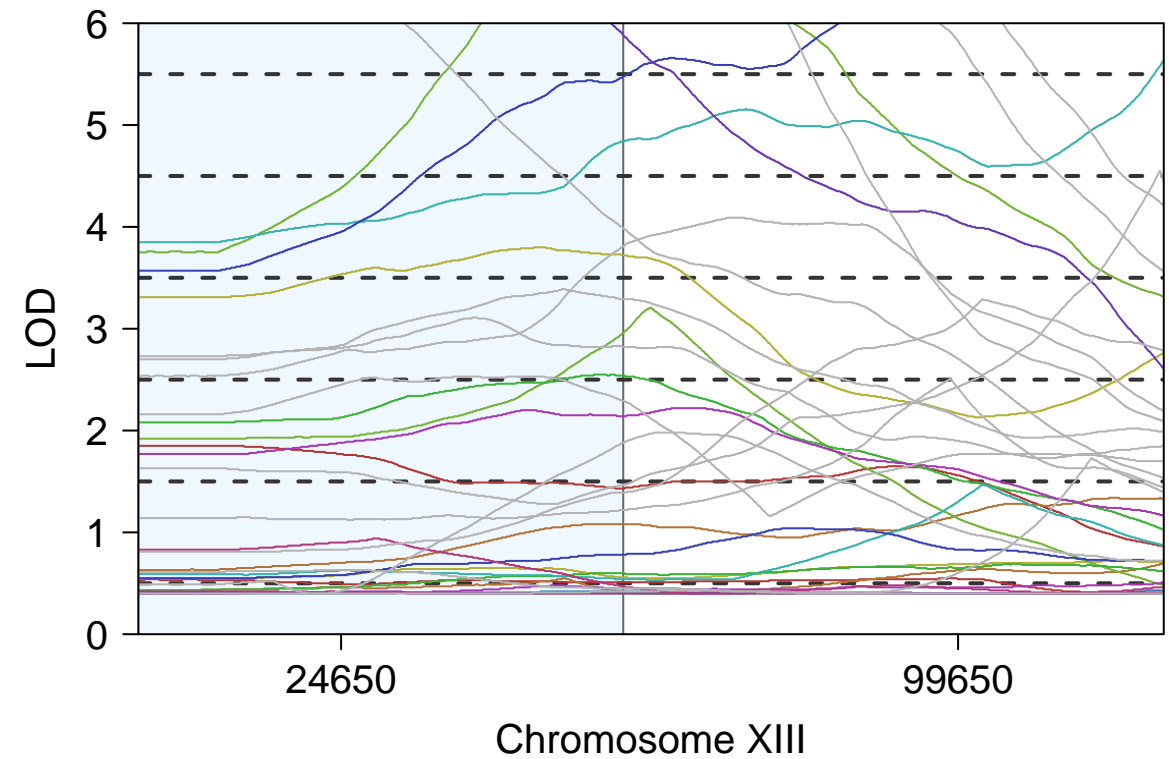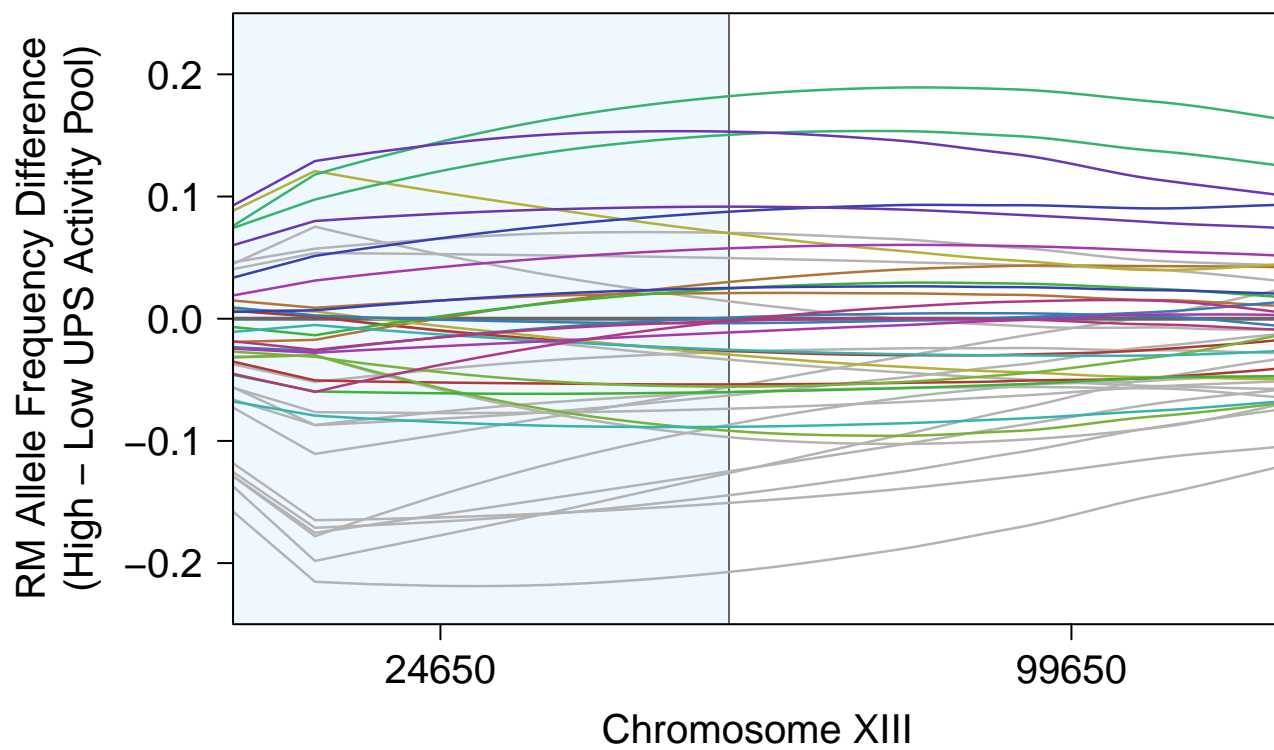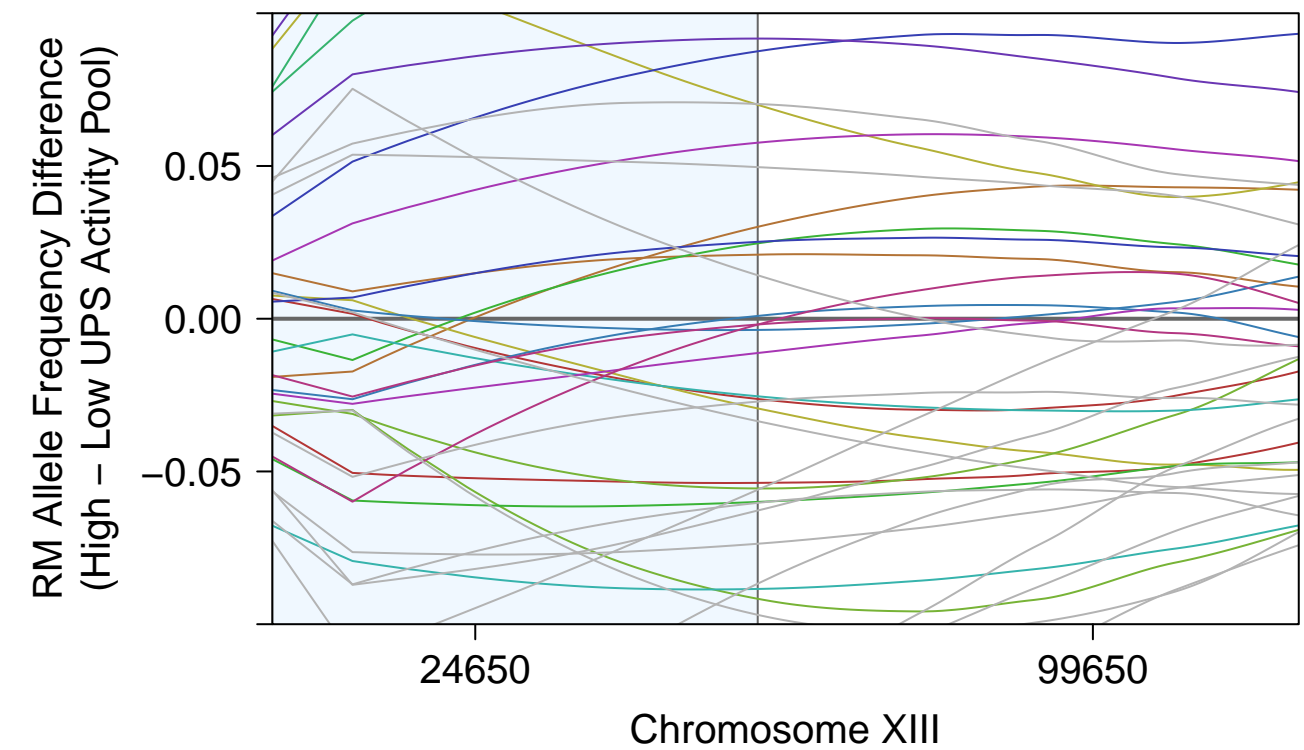

# Chromosome XIIIb 31800..77675 (Arg/N-end specific)

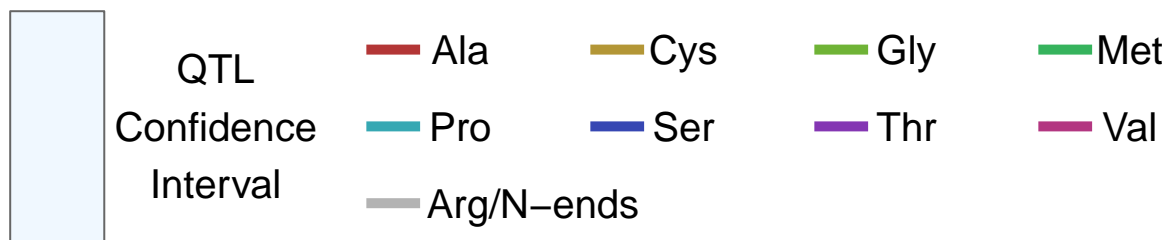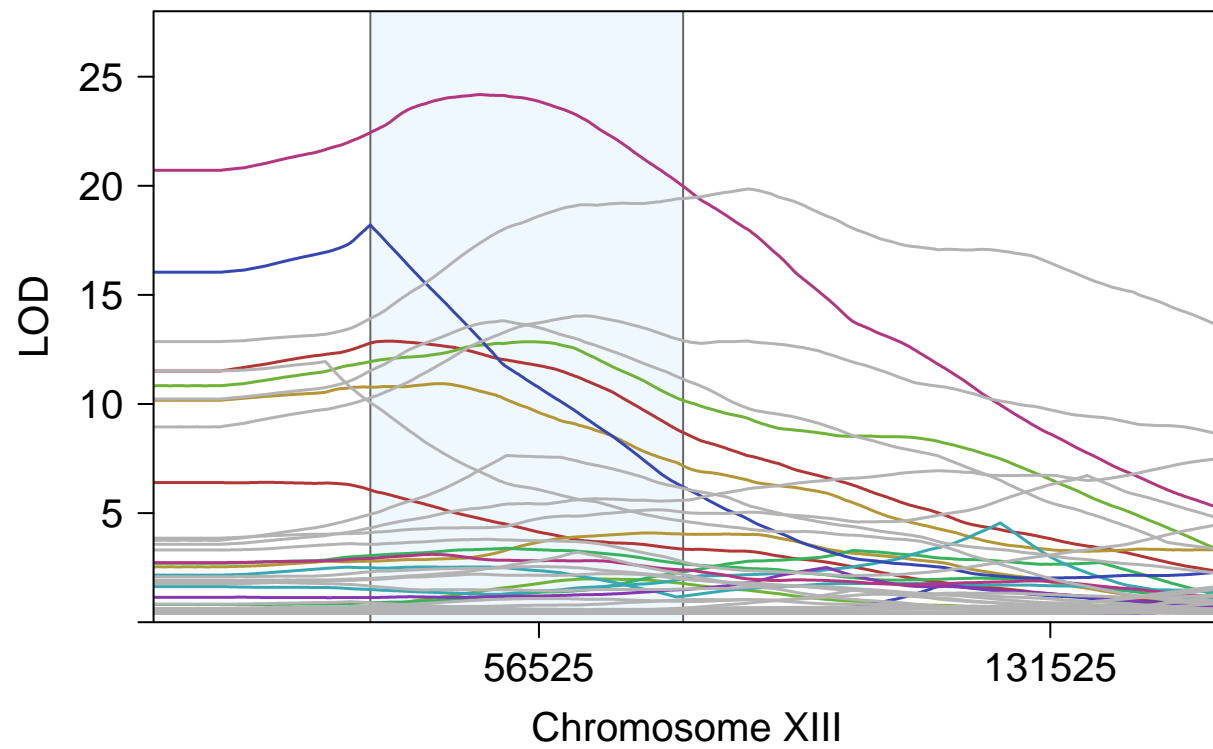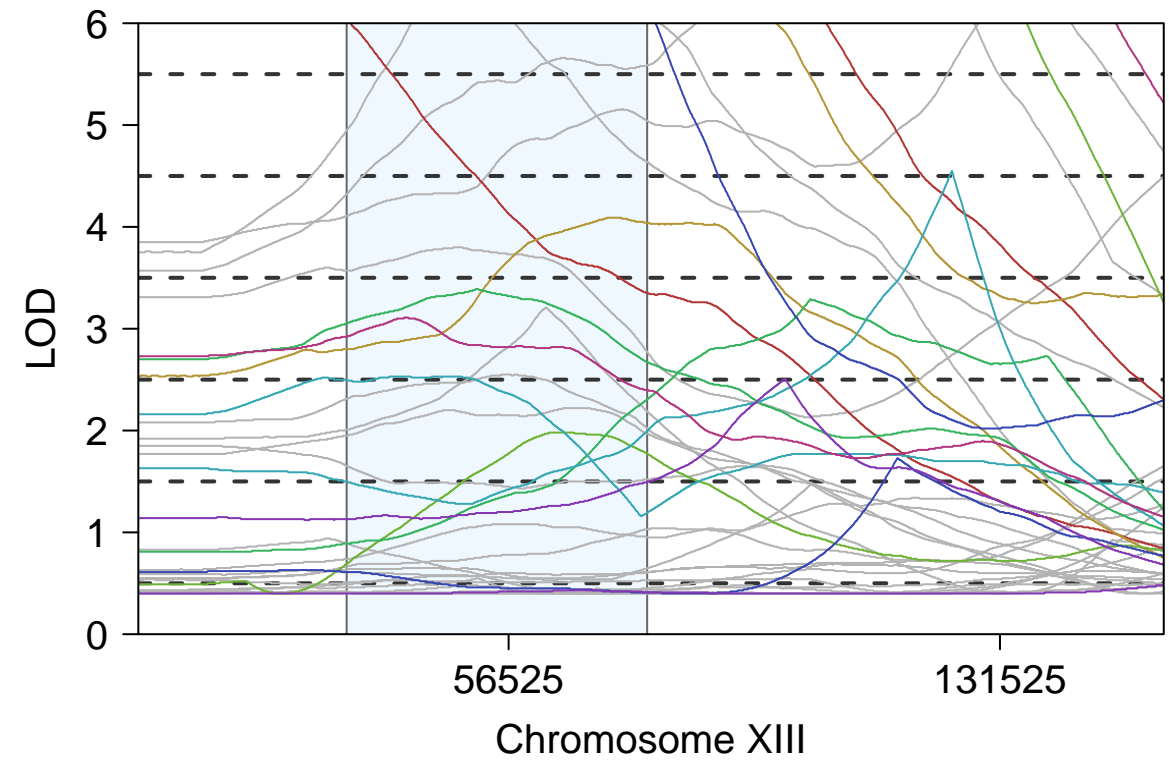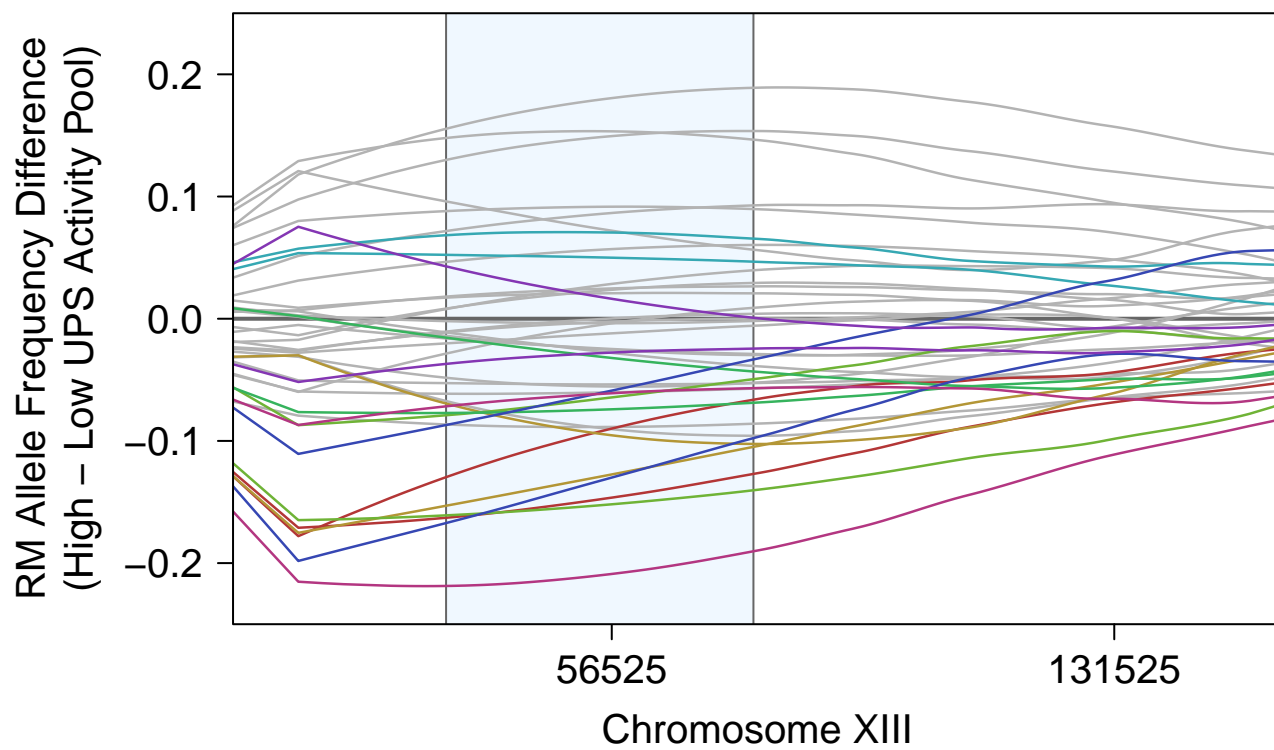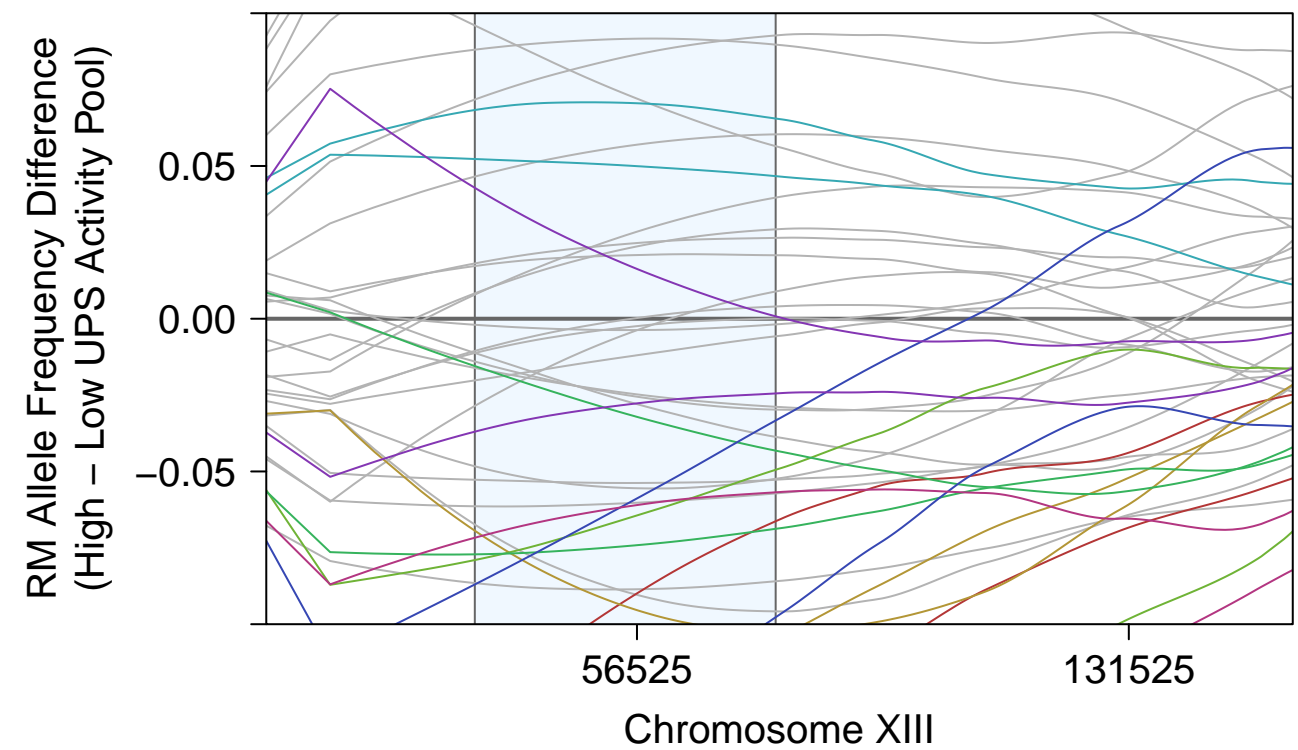

# Chromosome XIIIc 265350..331584 (Arg/N-end specific)

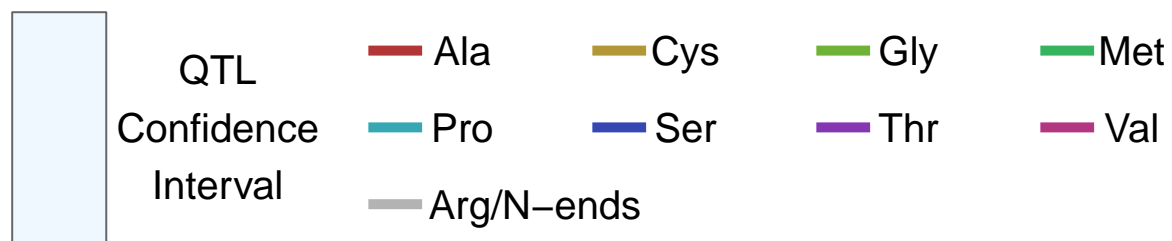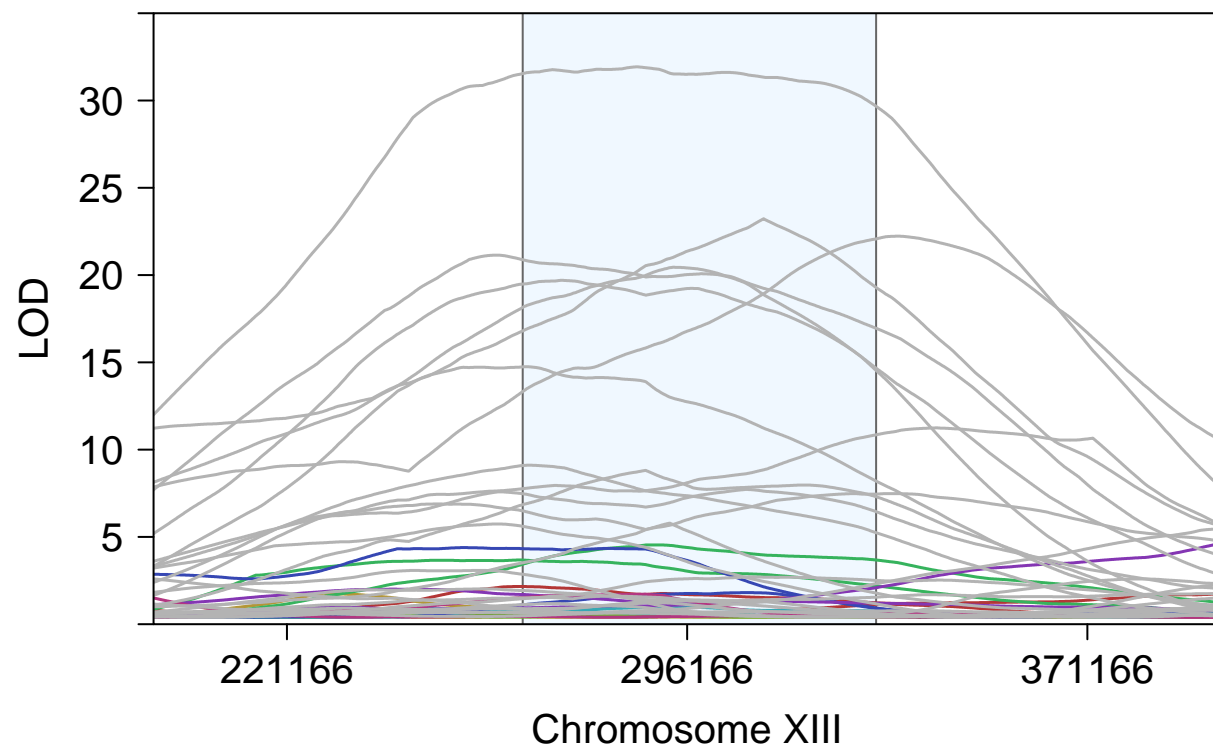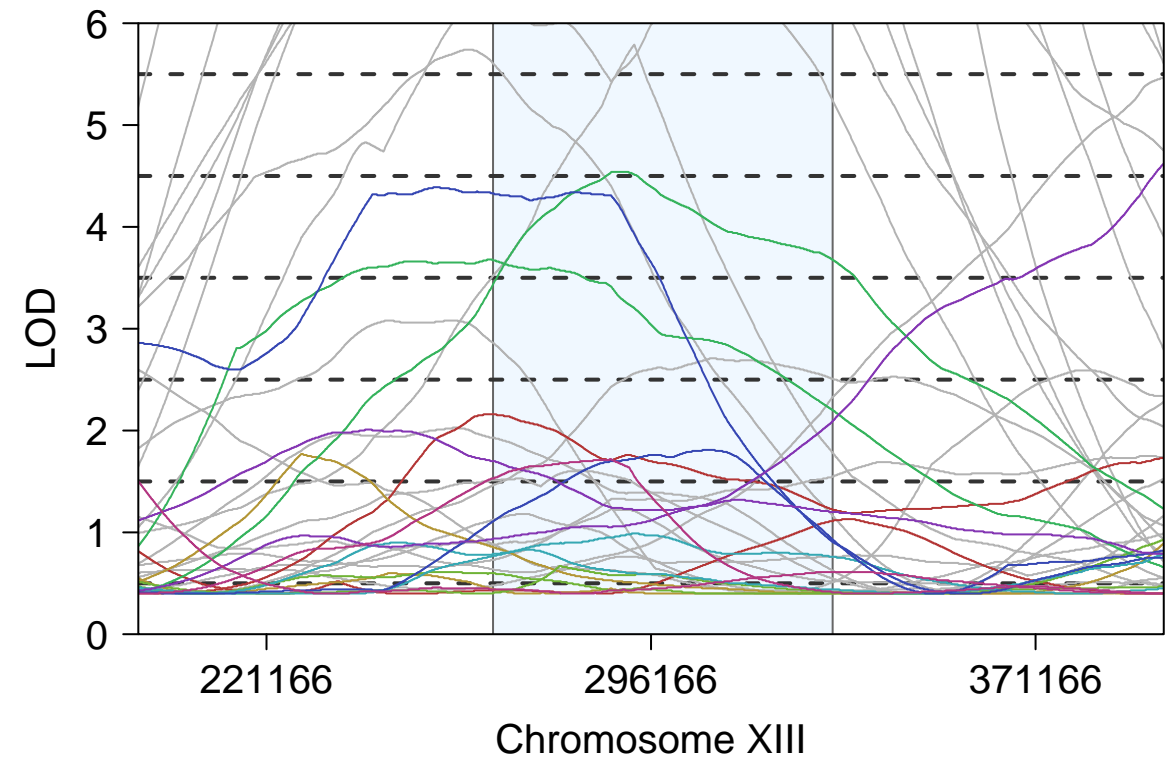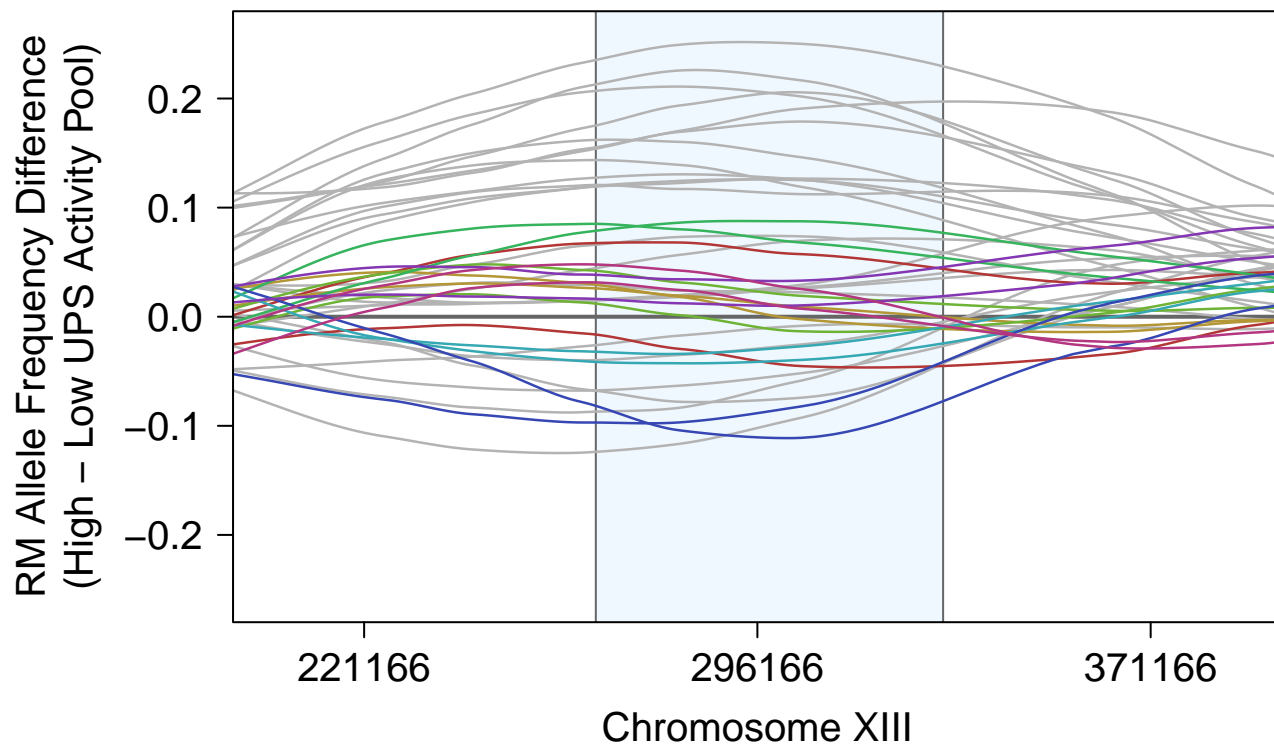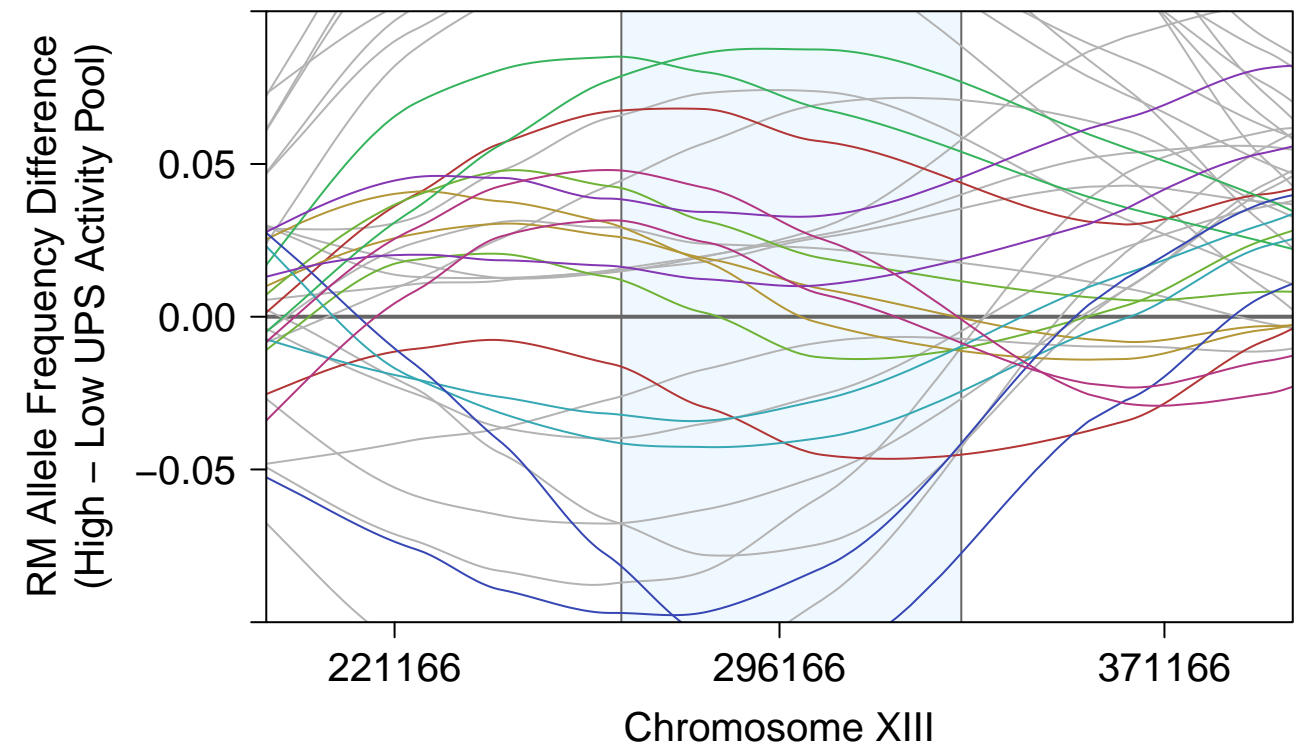

# Chromosome XVb 342850..431300 (Ac/N-end specific)

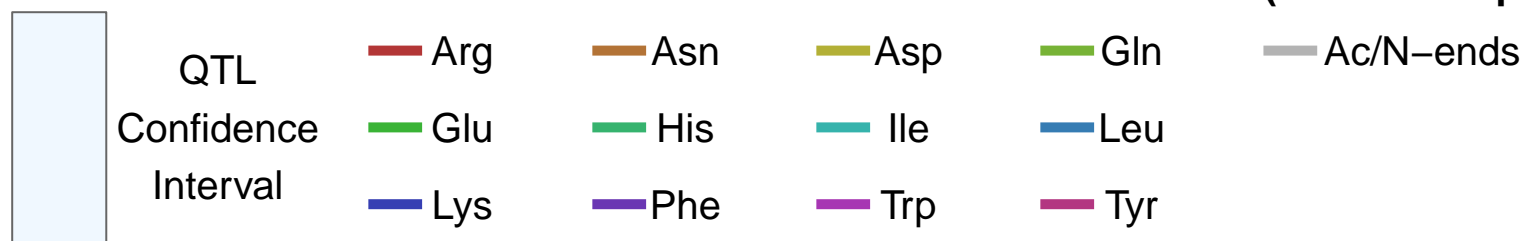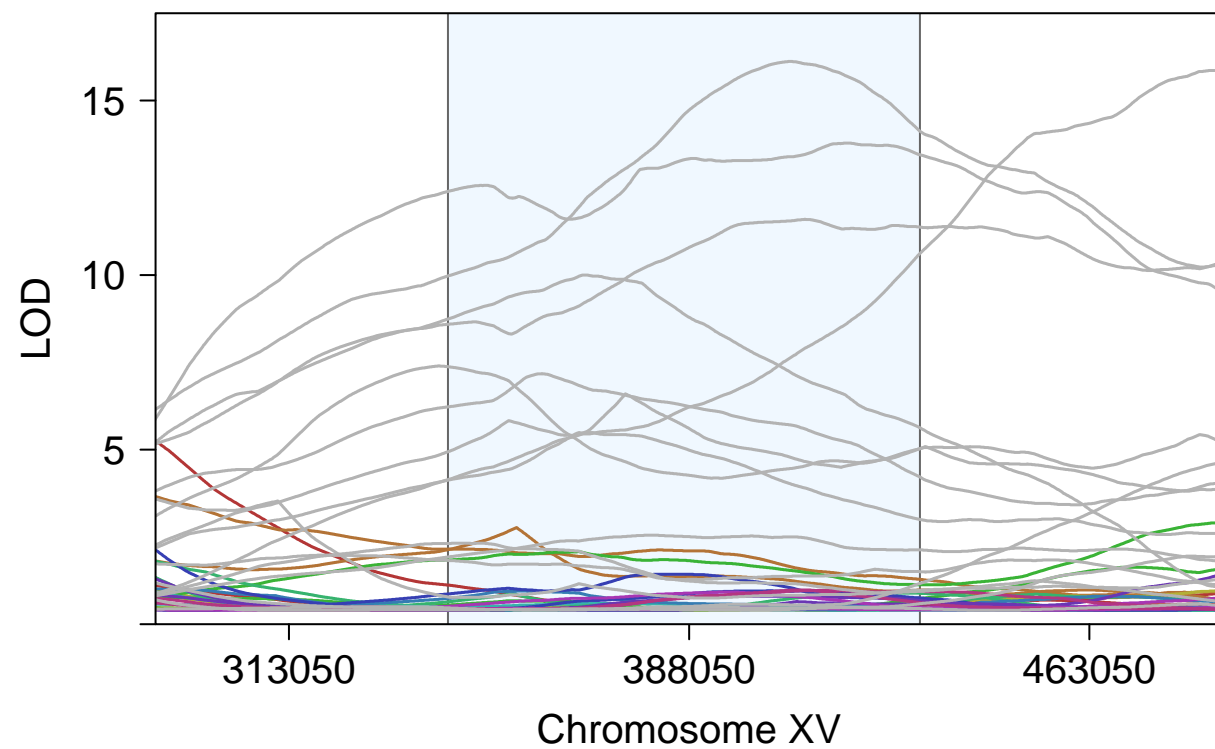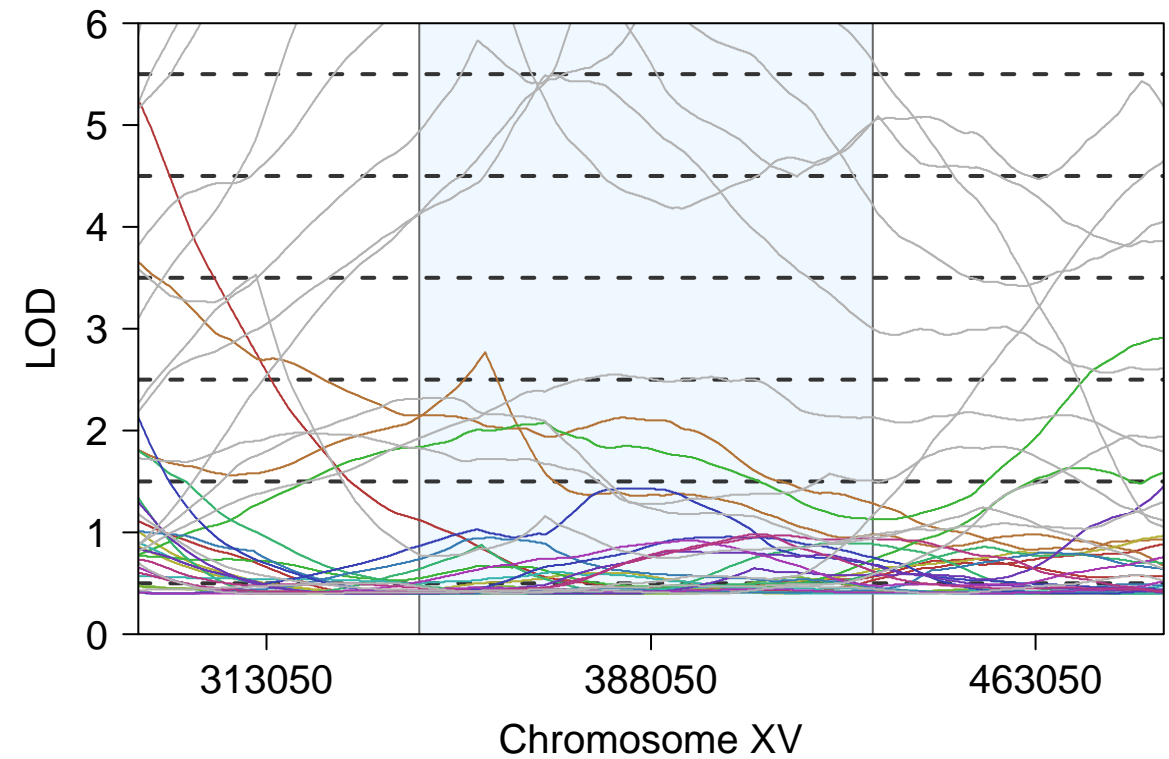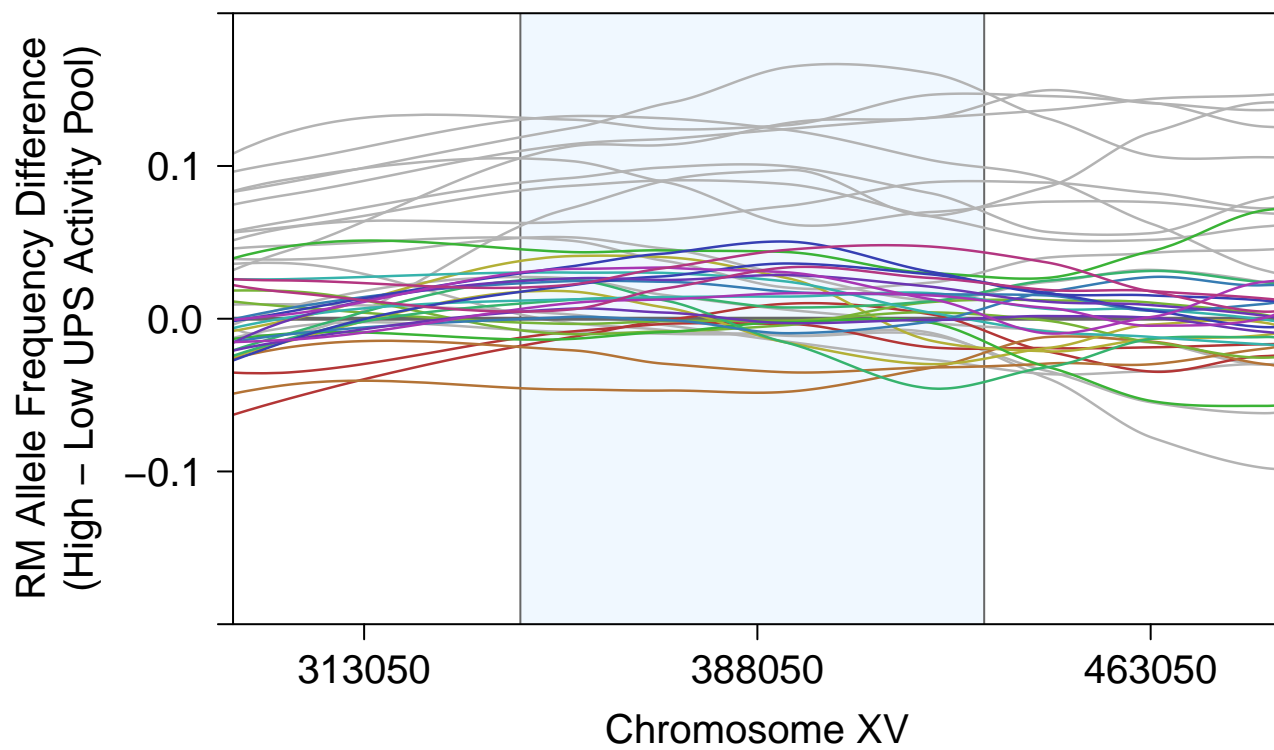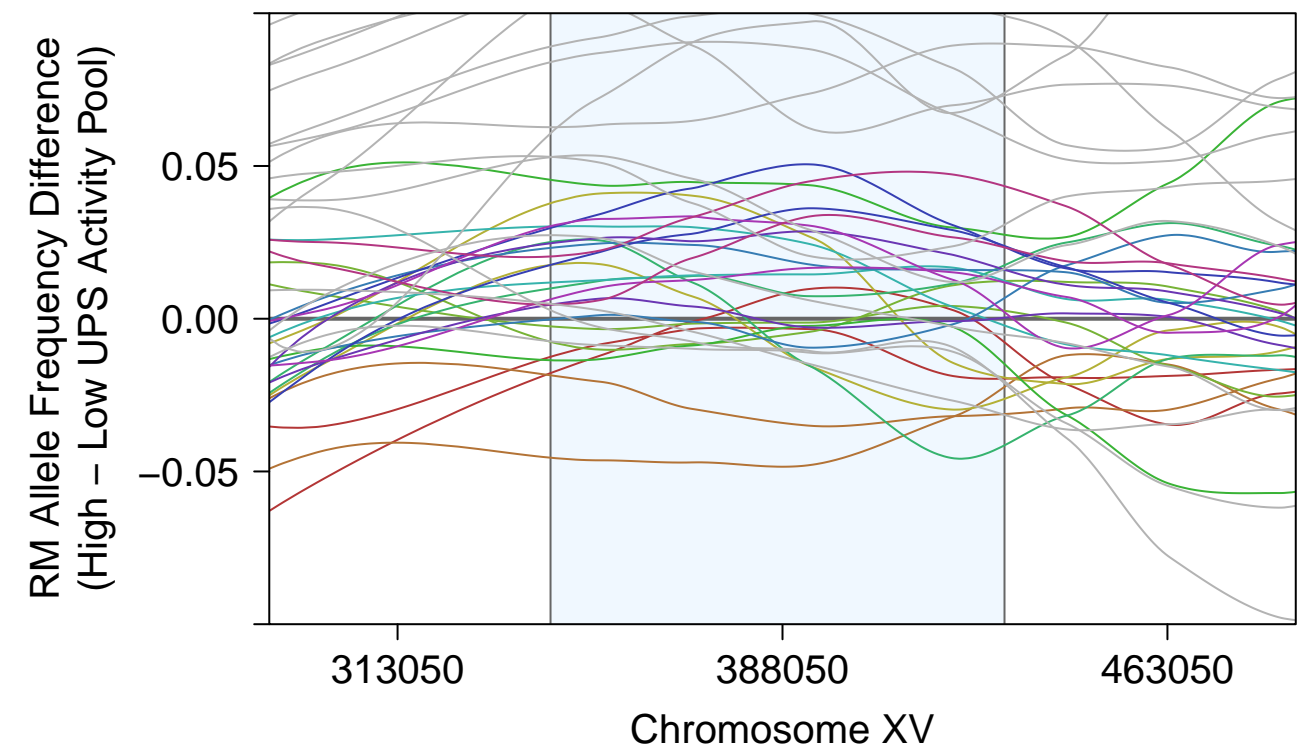

# Chromosome XVc 525200..591775 (Ac/N-end specific)

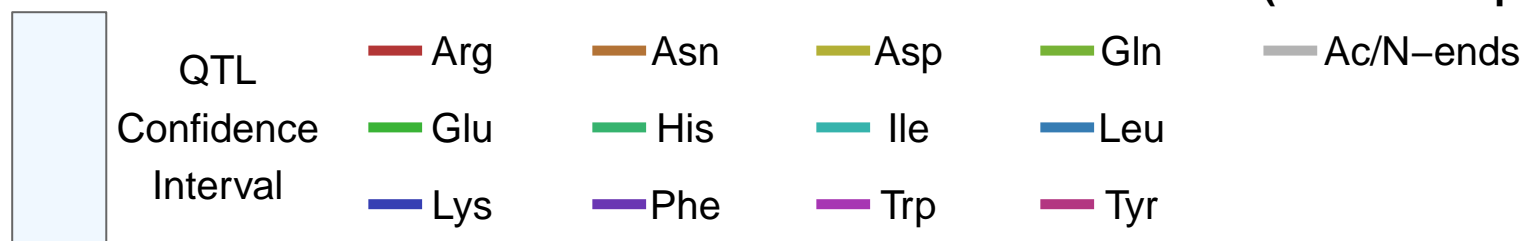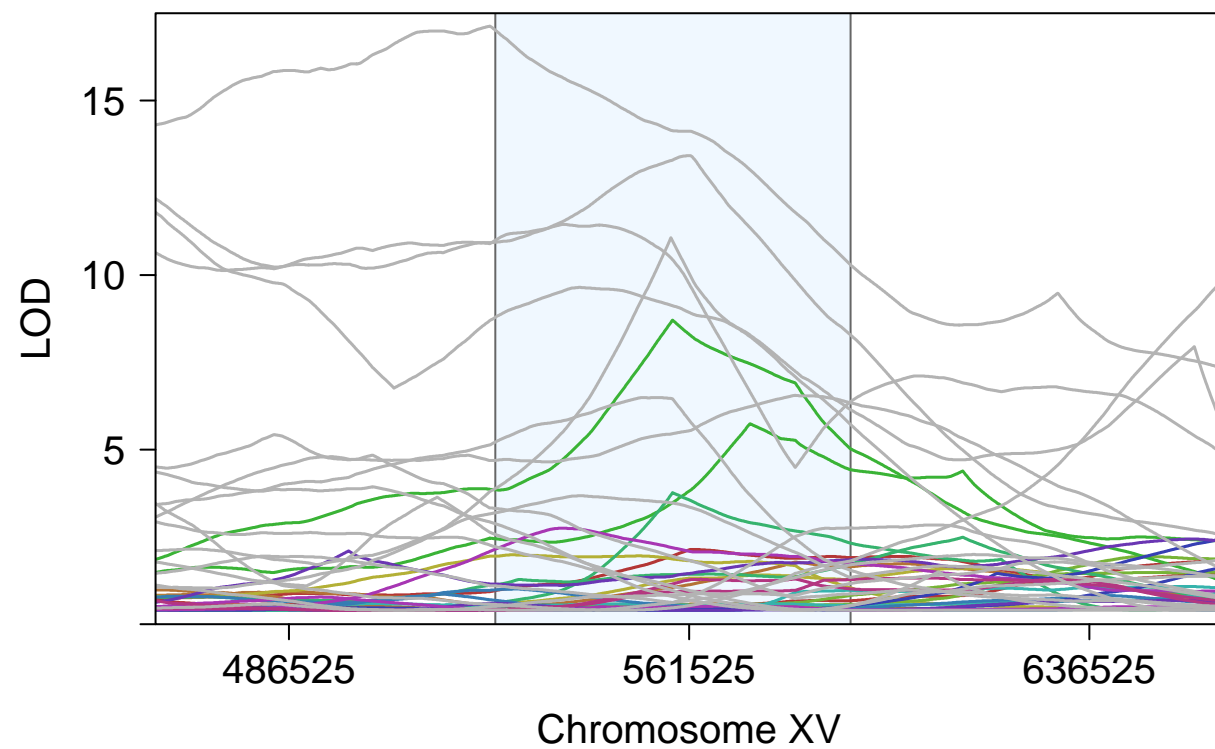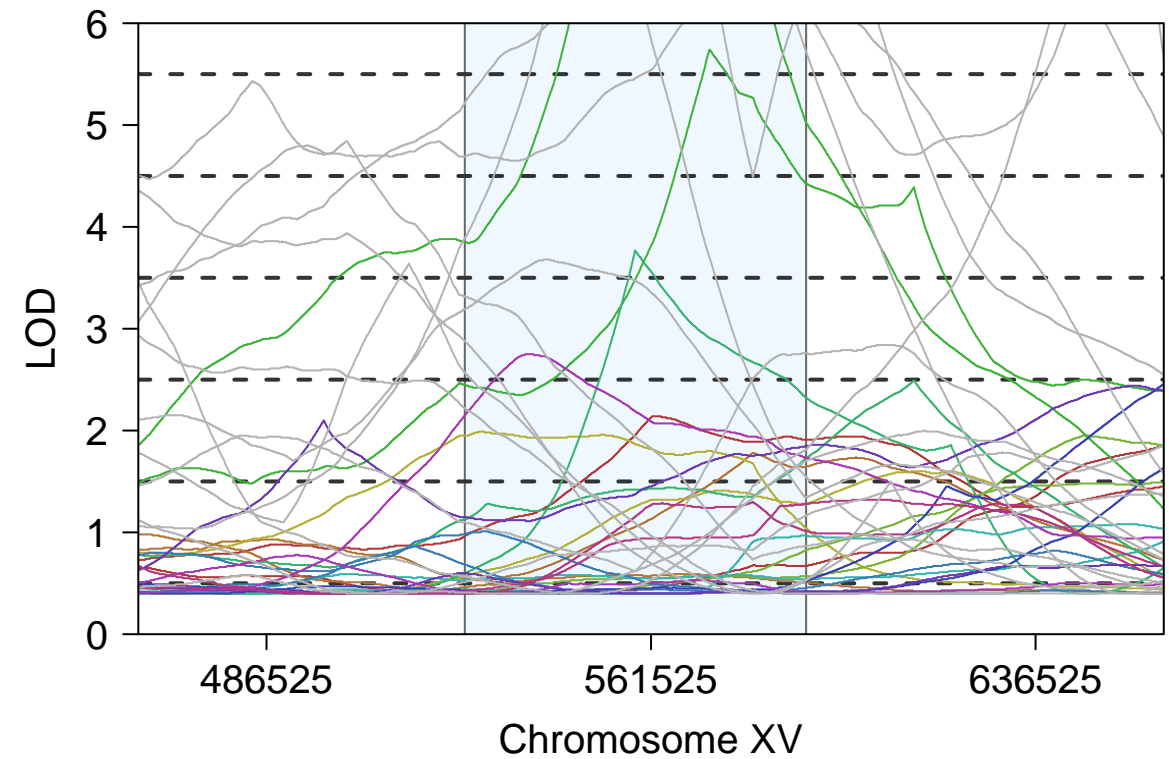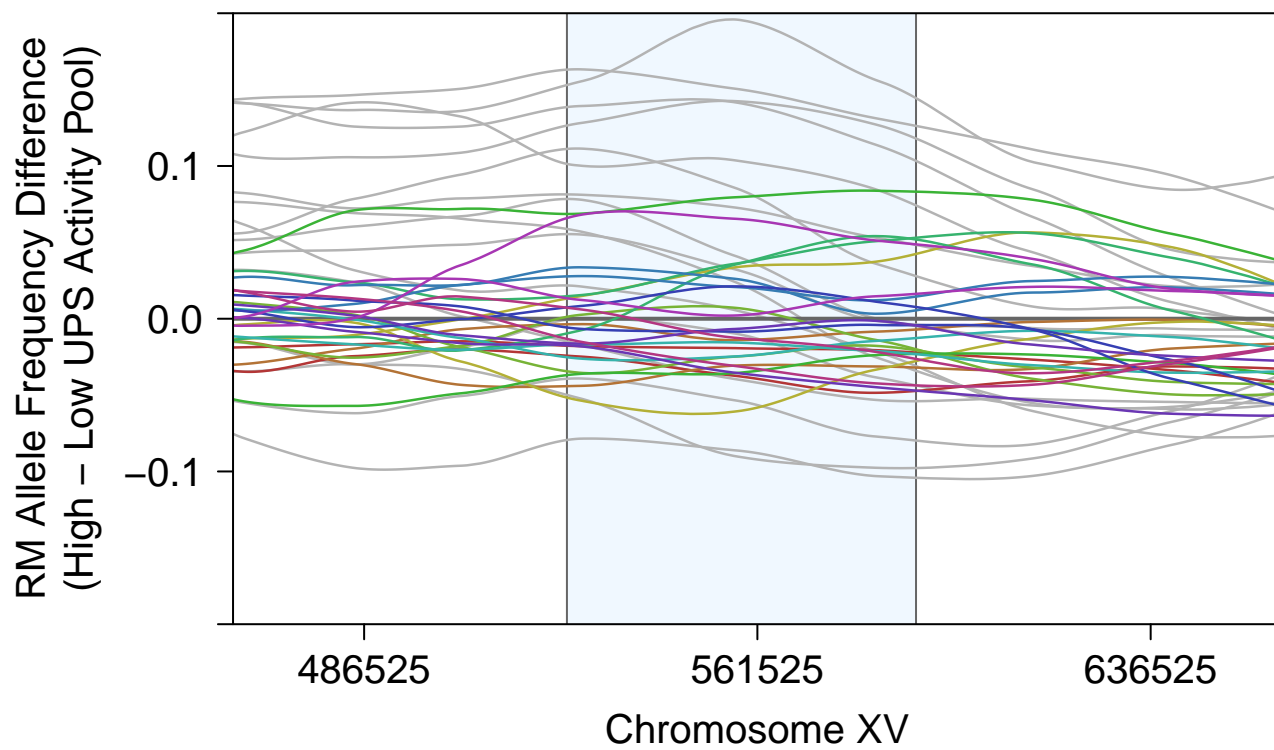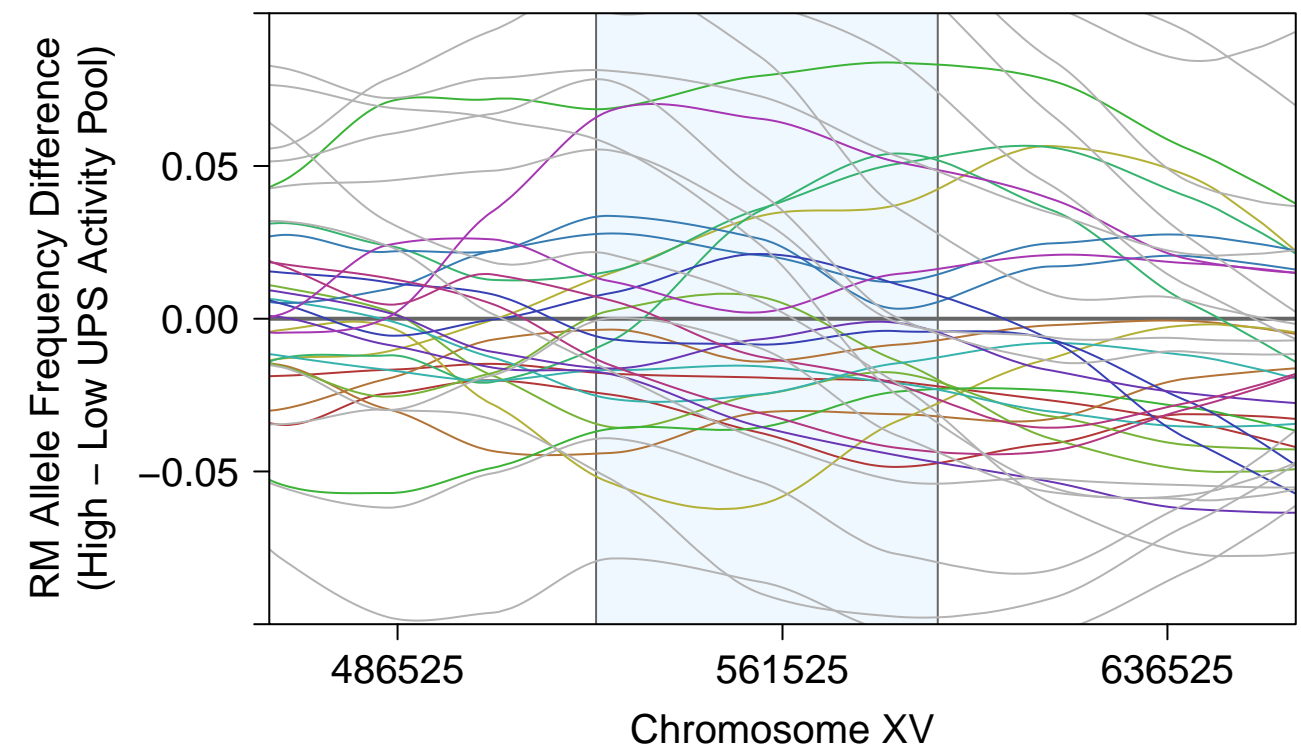

# Chromosome XVd 518550..594650 (Ac/N-end specific)

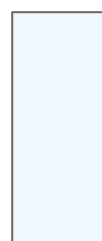

QTL  
Confidence  
Interval

Arg

Glu

Lys

Asn

His

Phe

Asp

Ile

Trp

Gln

Leu

Tyr

Ac/N-ends

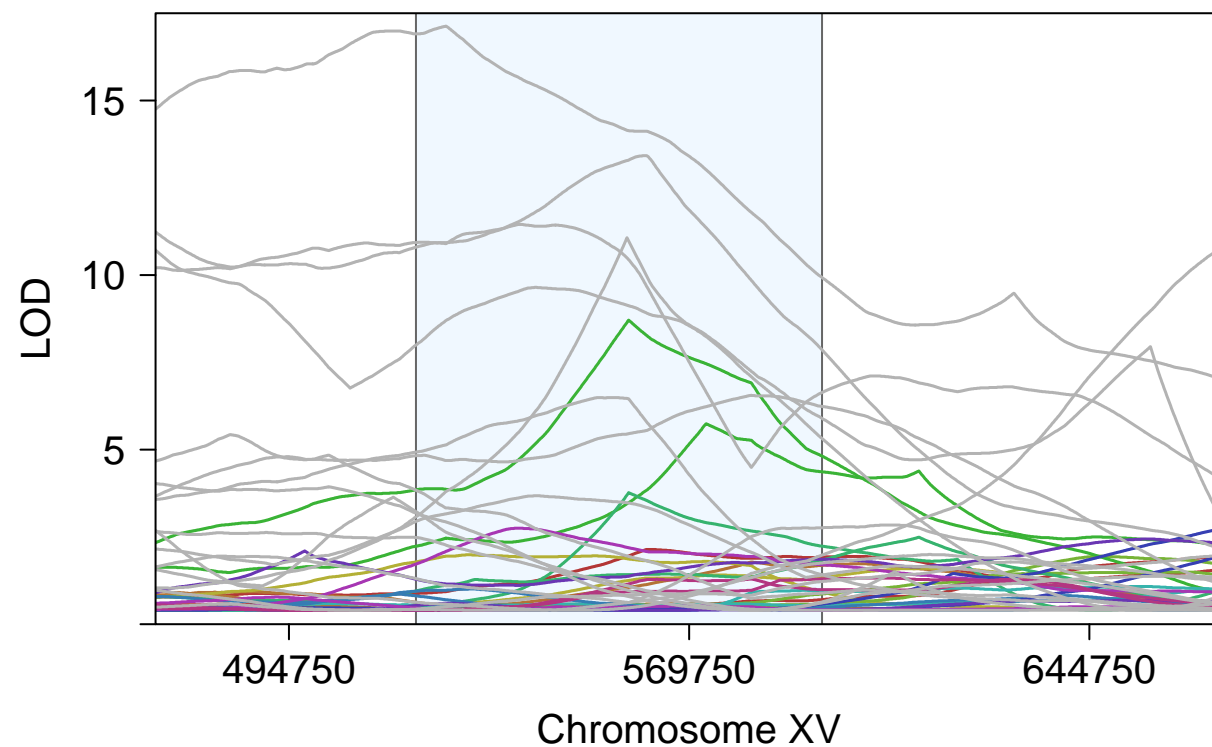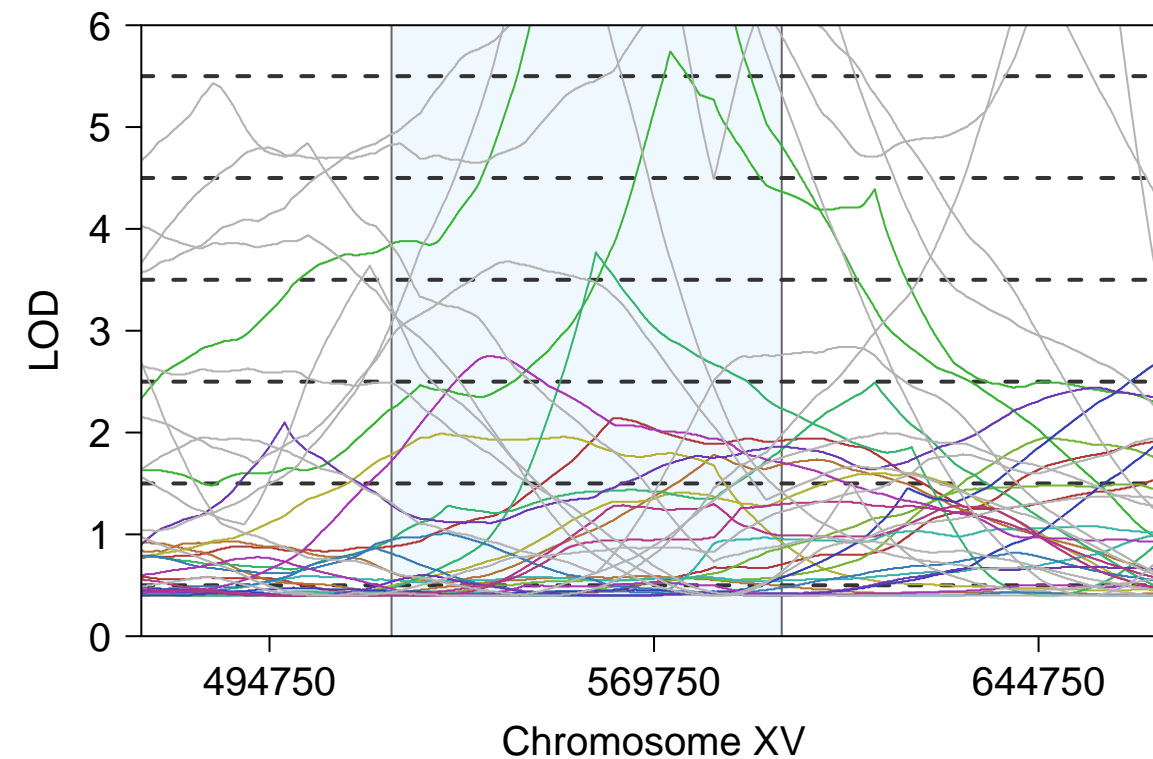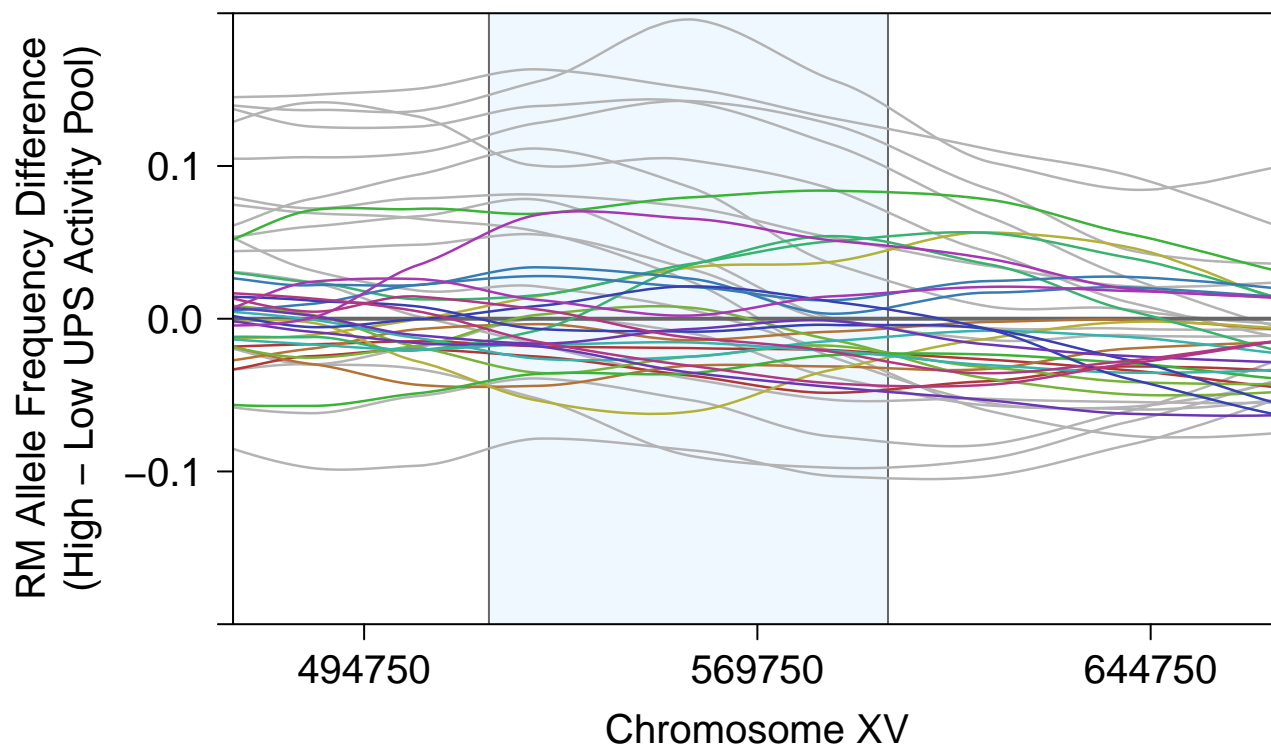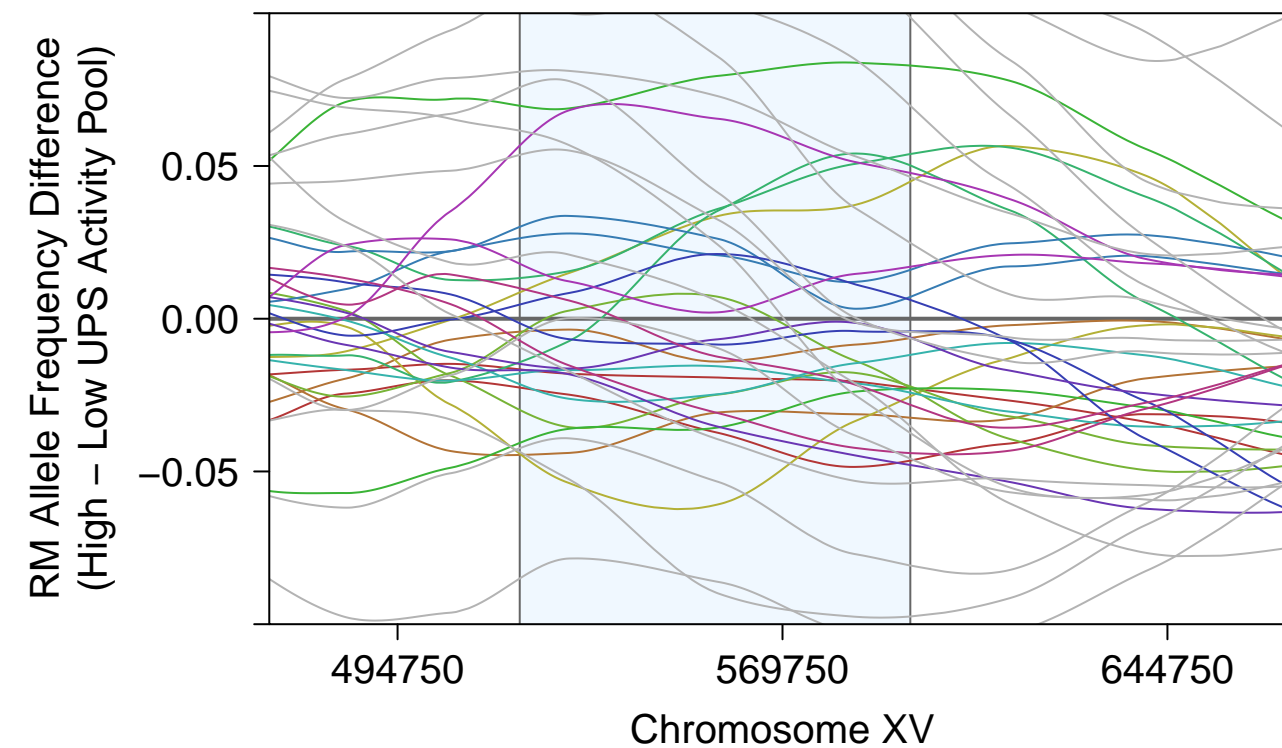

# Chromosome XVIa 166030..222070 (Ac/N-end specific)

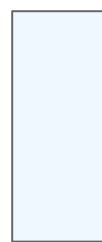

QTL  
Confidence  
Interval

Arg

Glu

Lys

Asn

His

Phe

Asp

Ile

Trp

Gln

Leu

Tyr

Ac/N-ends

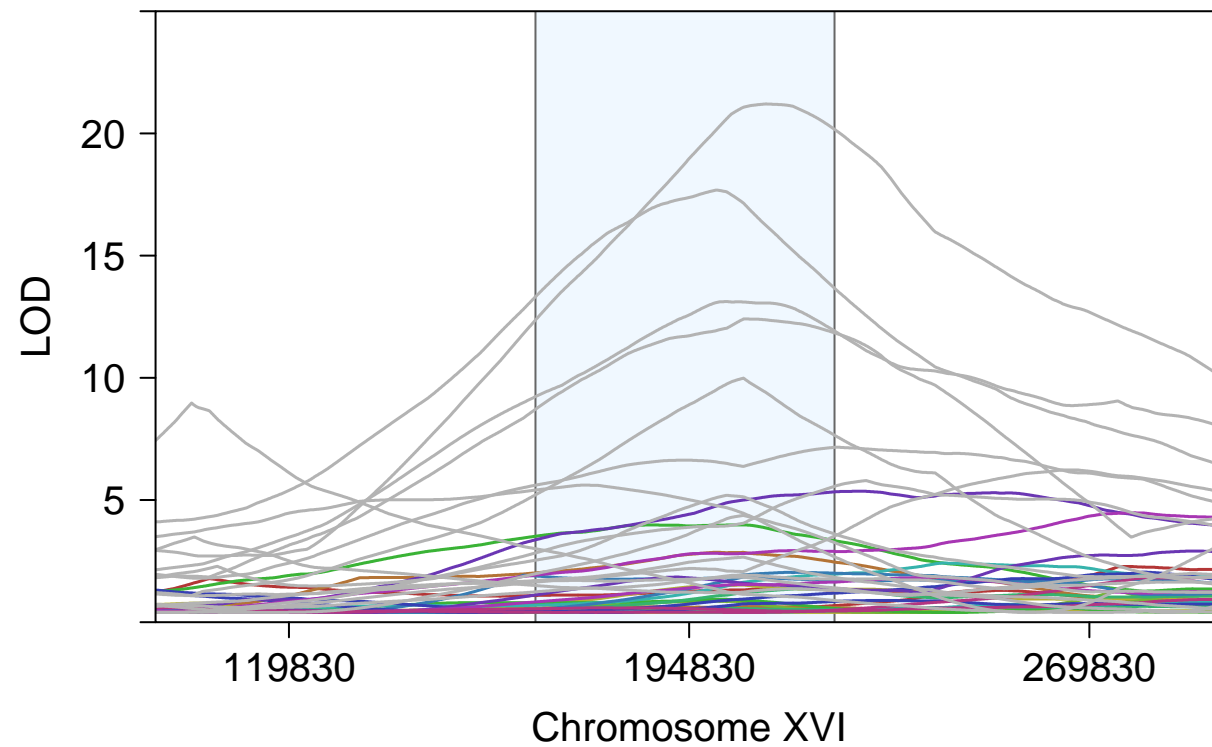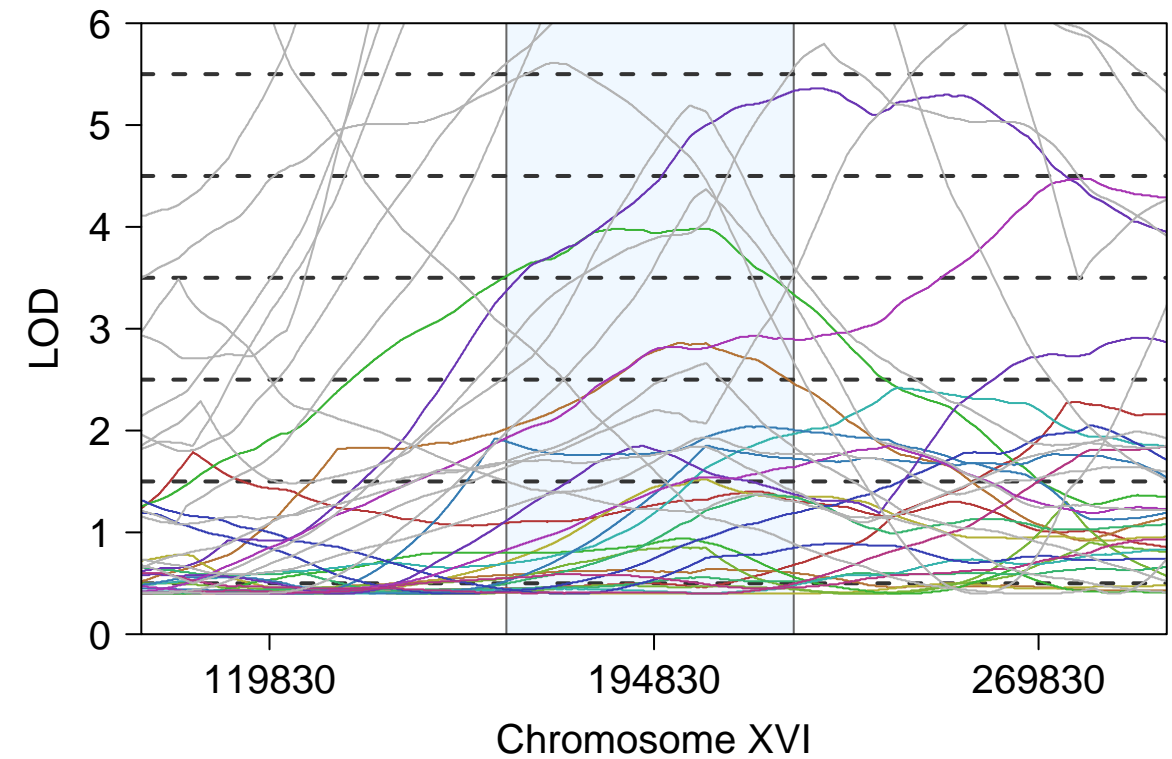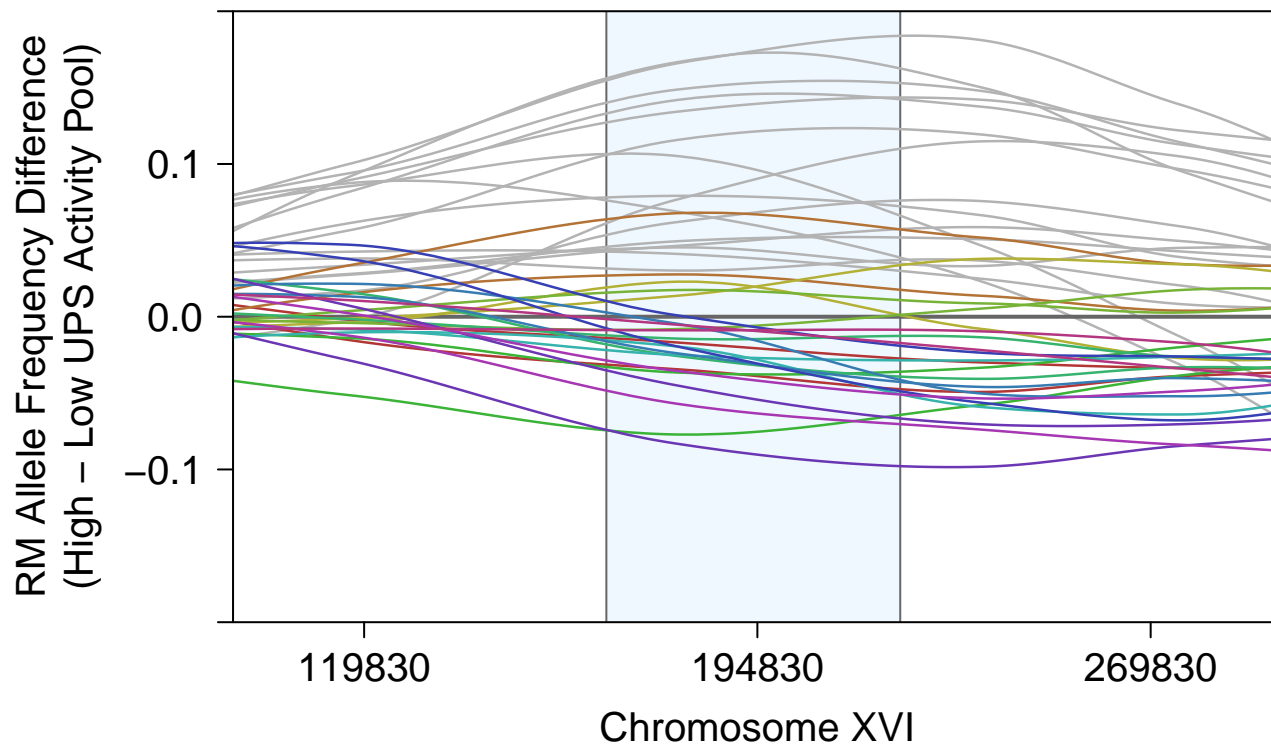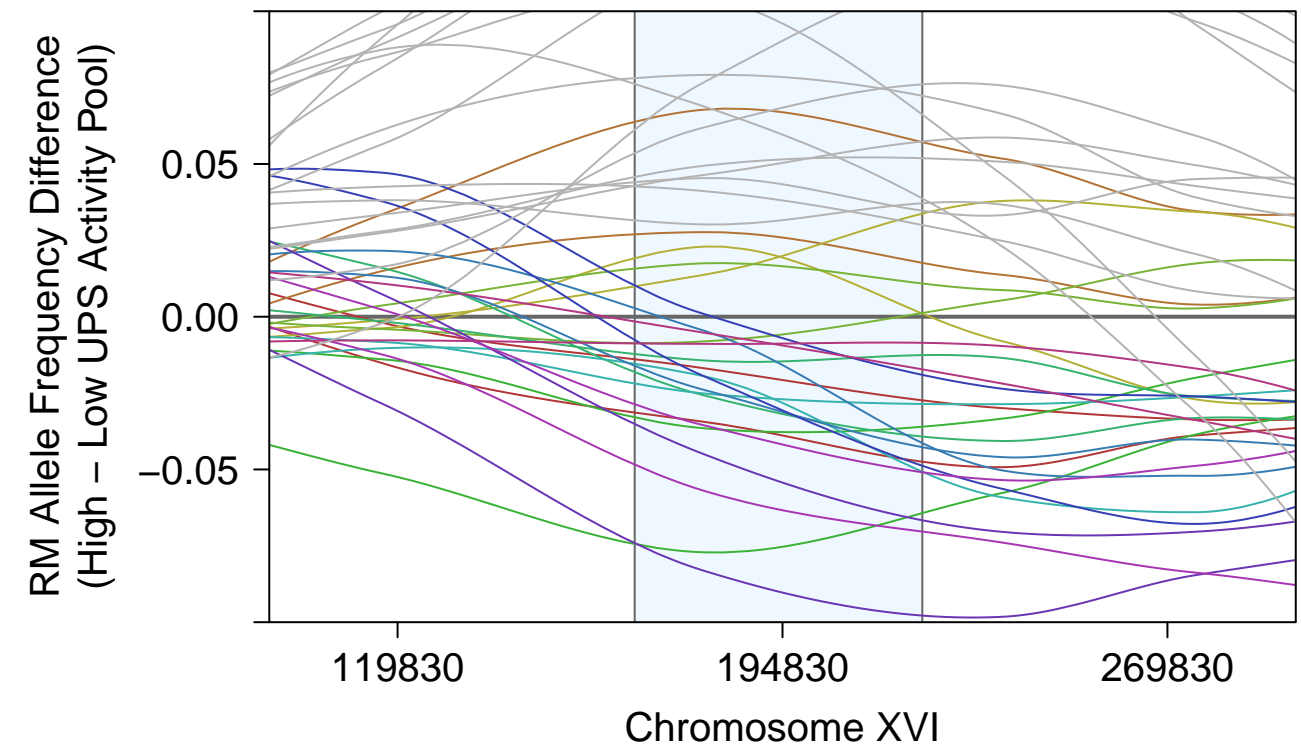

# Chromosome XVIb 375050..428950 (Ac/N-end specific)

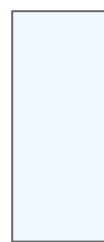

QTL  
Confidence  
Interval

Arg  
Glu  
Lys

Asn  
His  
Phe

Asp  
Ile  
Trp

Gln  
Leu  
Tyr

Ac/N-ends

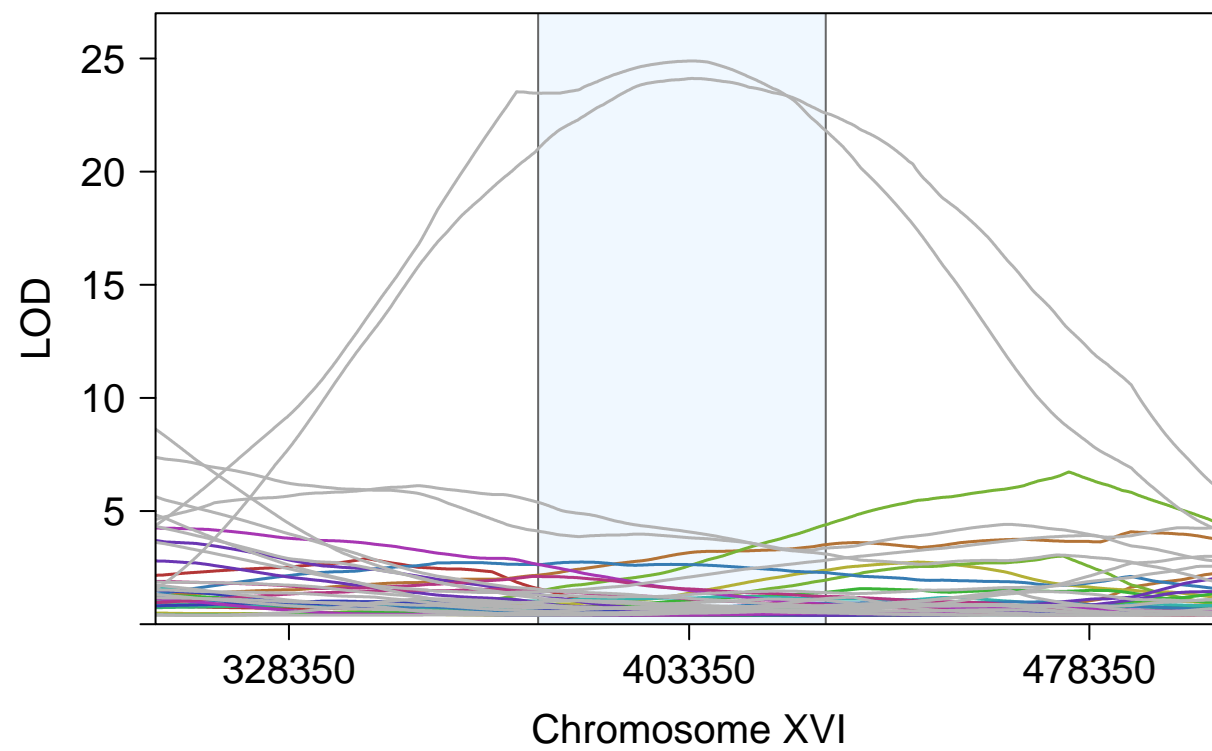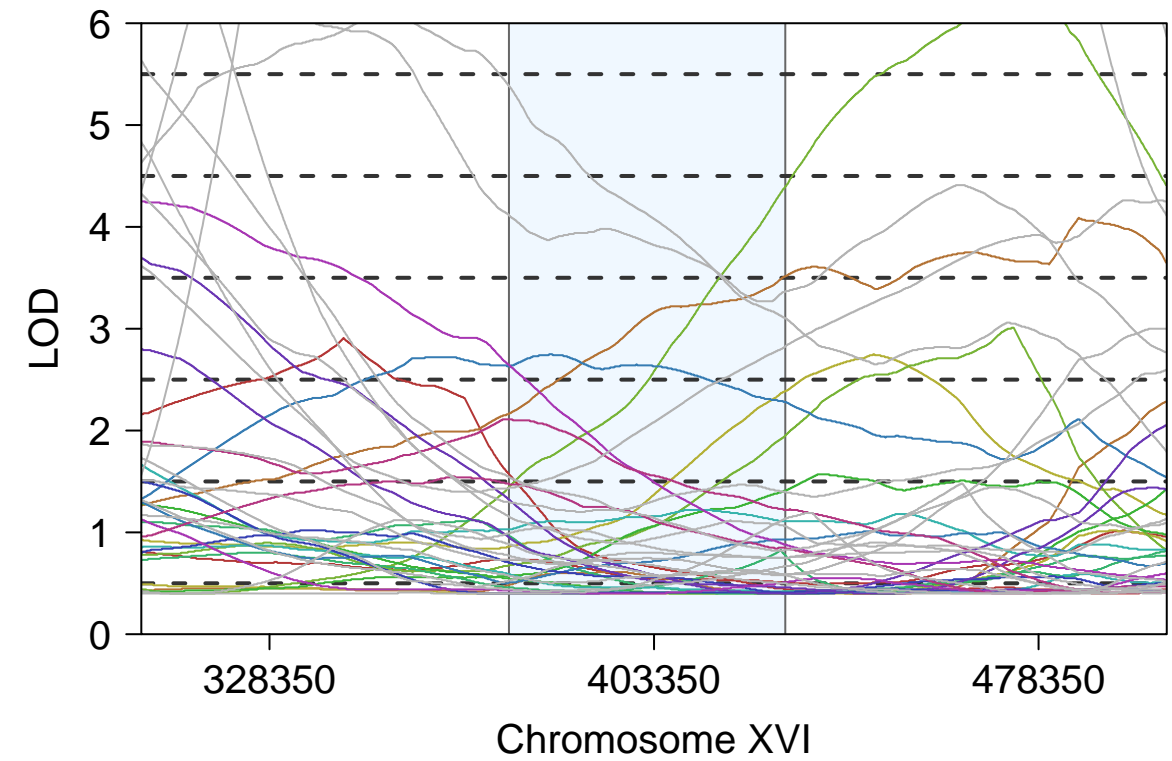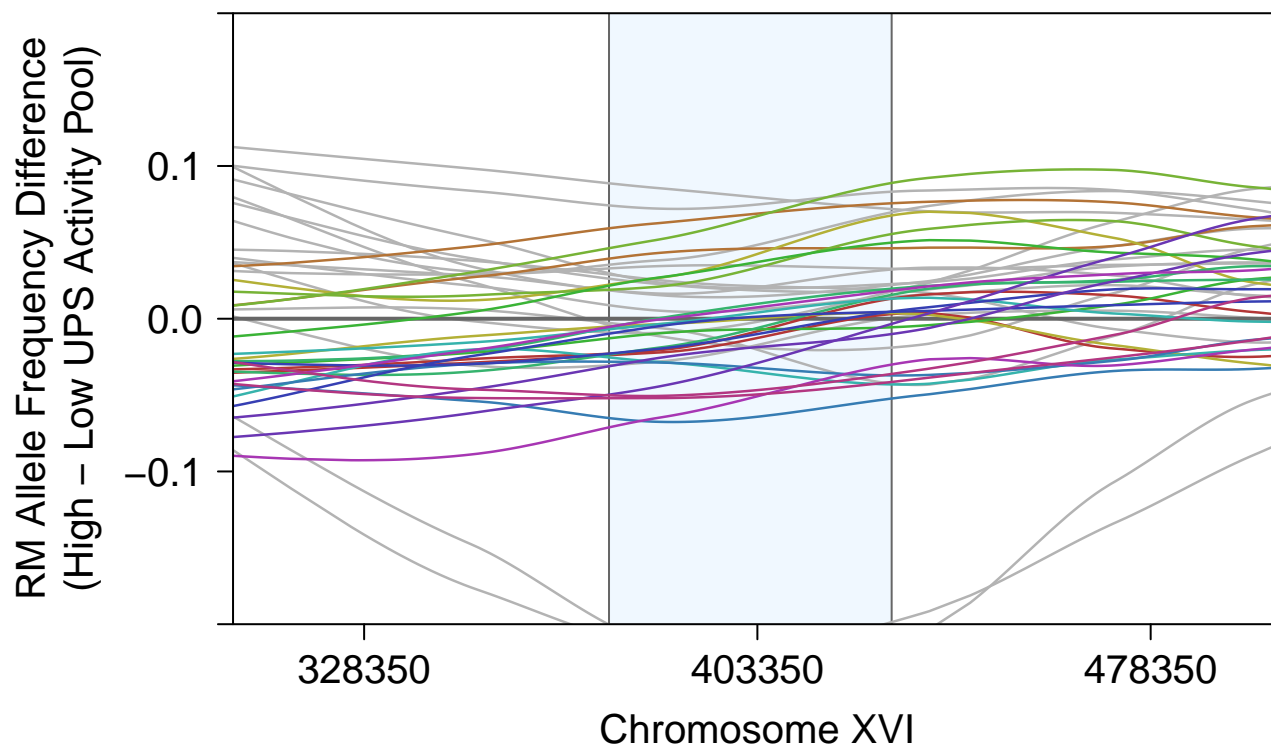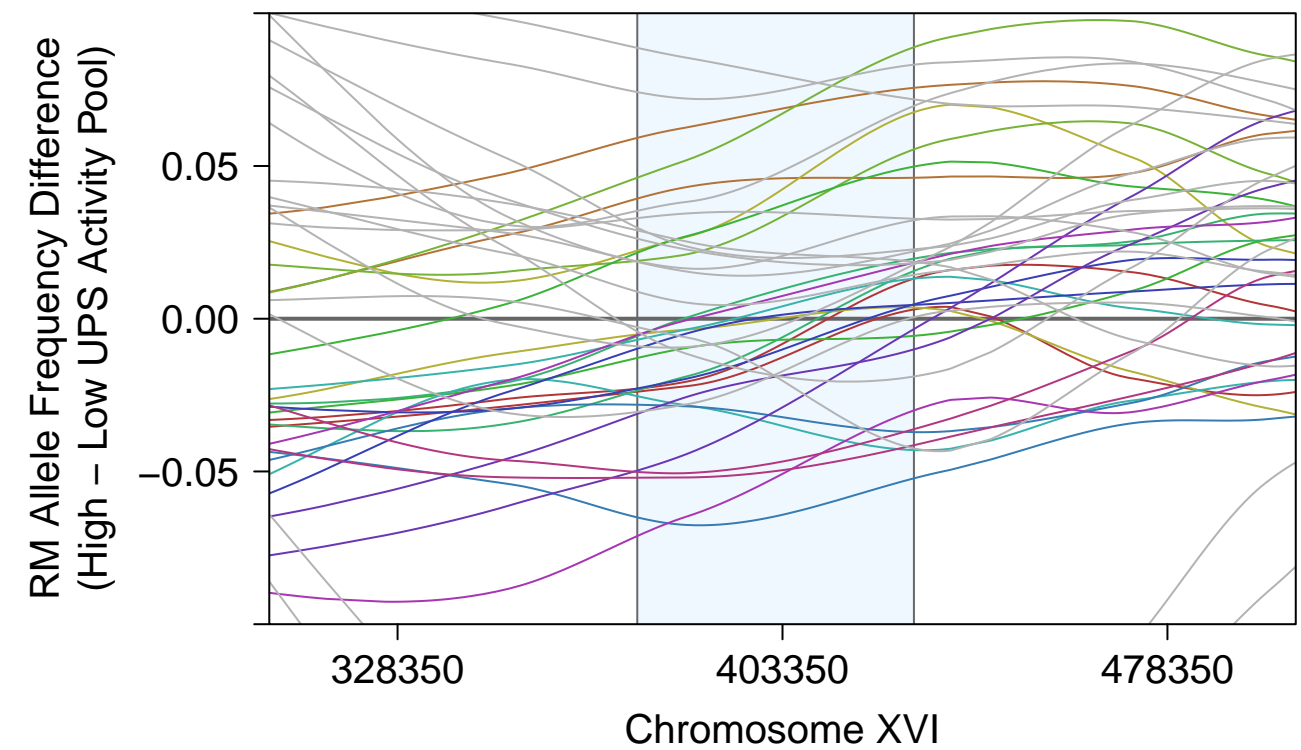

**Supplement:** Supplementary file 2. — The LOD score and RM allele frequency difference (QTL effect direction) traces for two independent biological replicates of each N-degron are shown for each of 23 pathway-specific QTL regions. Dashed lines at distinct LOD scores illustrate how changing the significance threshold changes the pathway-specificity of a given QTL region.

# Supplementary material for: Variation in ubiquitin system genes creates substrate-specific effects on proteasomal protein degradation
**Source:** eLife. 2022 Oct 11;11:e79570. doi: 10.7554/eLife.79570
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see EQUATOR Network), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | “Materials Availability” section |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | “Methods” section |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary Table 6 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | x |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | x |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | x |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | x |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | x |
| Microbes: provide species and strain, unique accession number if available, and source. | “Methods” section, heading “Yeast Strains and Handling” and Supplementary Table 7 |  |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **x** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | x |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | “Methods” section |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | “Methods” section |  |
| Randomisation |  | **x** |
| Blinding |  | x |
| Inclusion/exclusion criteria | “Methods” section, heading “Data and Statistical Analysis” |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | “Methods” and “Results” sections, legends of Figures 1-5 and Supplementary Figures 1, 4, 6-8 |  |
| Define whether data describe technical or biological replicates. | “Methods” and “Results” sections, legends of Figures 1-5 and Supplementary Figures 1, 4, 6-8 |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | x |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | x |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | x |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | x |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | “Methods” section, heading “Data and Statistical Analysis” |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | “Methods” and “Results” sections, legends of Figures 1-5 and Supplementary Figures 1, 4, 6-9 |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | “Data Availability” section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | “Data Availability” section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | x |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | “Data Availability” section |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | “Data Availability” section |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | x |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | x |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

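RNA from 10 yeast cultures was analysed, 5 of BY and 5 of BY *UBR1* –469A>T, grouped by the sample labels, which name the genotype and a replicate number and match the paper's methods. The labels and the key resources table name the strain BY4741, while the paper's strain table gives it as deleted for *HIS3* and *HO*.

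For each library, the authors deposited Kallisto's table of transcripts with an estimated count, a TPM value and an effective length. These came from reads that they had trimmed and filtered with fastp and pseudoaligned to the transcripts of Ensembl release 96, whose assembly the paper's text does not name. The deposited estimated counts are not normalized and need not be whole, so they were rounded before any test. The TPM values that the authors deposited are scaled within each library, keep no depth and entered no test. Of the transcripts in the tables, 5929 matched a gene of the R64 reference annotation, 95.1% of these with the same length, and coordinates come from R64.

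Depth ranged from 71103539 to 97644549 estimated counts per library, so that counting error was small beside the differences between cultures. No pair of replicates of one strain differed by as little as the counting error: chi-square per degree of freedom between replicates ran from 67.5 to 544, and all 10 libraries were used as separate samples.

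Transcripts with at least 10 estimated counts in every library and an effective length of at least 1 were kept, which are the paper's filters apart from the transcript integrity number. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization and 2 surrogate variables (svaseq of sva 3.50.0), and Benjamini-Hochberg adjusted p under 0.1. The paper's model was DESeq2 with extraction batch, optical density and 2 surrogate variables. DESeq2 (version 1.42.0) was an alternative, and batch and optical density per sample were not used here. Standard errors are the log2 fold change divided by the square root of edgeR's F statistic. Gene sets were tested on log2 CPM with camera at a correlation of 0.01, with fry, and with camera at an estimated correlation (limma 3.58.1). Adjusted p values of sets are over 5 sets: chaperone, proteasome, ribosomal protein, PHO regulon and glucose-repressed genes. Single transcripts were also compared with exact permutation tests of log2 CPM.

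Genes named in the text were fixed by a rule. They are the genes the paper names for RNA or labels in Figure 5B, the 5 other largest rises and 5 other largest falls among called transcripts whose libraries separate by strain, *PTR2*, *CUP9*, *NTA1*, *DOA10*, *UBC6*, *RPN4*, and strain marker genes. The text says where a gene outside the rule is named.

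The procedure was tested on simulated counts for 5987 transcripts, 200 of them changed. It called 96.9% of the changed ones with 2 surrogate variables and 84.7% without, with a median of 21 and 1 false calls. The simulated counts follow the fitted model, so these false calls do not bound those in the real libraries. Alternatives covered the test, the number of surrogate variables (0, 1 and 3), a replicate block, the minimum count, the normalization, the threshold, the set test and leaving out each library in turn. Another 5 fits were chosen after seeing the data. The paper's tables of RNA and protein results were read only in part, 1994 of 5671 rows and 1997 of 3044 rows. The paper's text gives 5676 genes and 3046 proteins. No overlap was therefore tested, and no correlation was computed over a whole table. The correlation given for RNA covers only the 78 transcripts with an adjusted p under 0.1 in the paper's table.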

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

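All tests named in this part were chosen after the results were seen. In 84 groups of 5 libraries (each named transcript and the library totals, in each strain), 5 had a library set apart from the other 4, with a gap over the critical share of 0.710 of the group's range, and about 1 group in 20 is set apart by chance, so that 5 is near what chance gives. *MAL33* in BY replicate 5 had 28.8 normalized CPM against 43.4 to 48.5 in the other BY libraries (gap share 0.786). BY replicate 5 is also the BY library farthest up the axis of variation between replicates, and *MAL33* falls along that axis in BY *UBR1* –469A>T as well, from 33.3 CPM in replicate 1 to 12.2 in replicate 5. *ERR3* in BY *UBR1* –469A>T replicate 3 had 0.118 CPM against 0.243 to 0.311 (gap share 0.747), and YLR462W in BY *UBR1* –469A>T replicate 2 had 0.278 CPM against 0.494 to 0.602 (gap share 0.743). These libraries held 11.3 and 24.4 estimated counts of them, and both transcripts belong to families whose reads can be split. *DOA10*, listed as *SSM4*, had 157 CPM in BY replicate 1 against 145 to 148 in the other BY libraries (gap share 0.718), and *URA3* had 148 CPM in BY replicate 3 against 131 to 135 (gap share 0.739). No technical or biological explanation was tested for these 5.

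*HIS3* and *HO* transcripts were counted in all 10 libraries, although the paper's strain table describes the BY parent as deleted for both. The lowest estimated count in any library was 4876 for *HIS3* and 2398 for *HO*, far above the few counts that stray reads would give, and the medians were 7348 and 3373.5. Reads shared with similar sequence do not explain them, since 0 of the 2364 words of 31 bases in the 2 genes occur elsewhere in the R64 genome. Both strains have them alike, with log2 fold changes of -0.10 for *HIS3* and 0.07 for *HO*, neither called. *HIS3* is also the marker on the plasmid that the paper used to make its allele swap strains. Whether that plasmid was still present in both strains was not tested, and it would leave *HO* unexplained. Whether the deletions leave part of each gene transcribed, or the sequenced strain differs from the one listed, stays open, because the counts are given per transcript and not per position. The design names no biological explanation for them.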

How the results depend on the processing

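Alternatives were listed before the data were examined, apart from 5 fits that were chosen after seeing the data and are named as such. The chaperone and glucose-repressed sets kept their direction and stayed past the threshold in all 23 alternatives for each, with medians from -0.19 to -0.09 and from 0.23 to 0.52. *UBR1* was lower in BY in all 21 of its alternatives, from -0.34 to -0.17, and its adjusted p ranged from 0.00066 to 0.20, under 0.1 in 17 of them. It was over 0.1 without surrogate variables (-0.22), with 1 surrogate variable (-0.22), with the replicate block and 2 surrogate variables (-0.34), and without BY replicate 5 (-0.19). The causes of the changes below were not tested, except where an alternative tests other genes, fewer libraries or another threshold by its construction.

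The number of differentially expressed transcripts, 1269 with edgeR and 2 surrogate variables, changed most. It was 0 without surrogate variables, with 1400 transcripts at an unadjusted p under 0.05, 43 with 1 surrogate variable, 1841 with 3 (the 1269 all among them), 708 with DESeq2 without surrogate variables and 756 at an adjusted p under 0.05. It stayed within 1.5 times with DESeq2 and 2 surrogate variables (1430, of which 1224 shared), DESeq2's size factors (1263), upper-quartile normalization (1236), no minimum count (927) and at least 100 counts in every library (1700). It ranged from 246 to 1289 across the 10 fits that each left out one library, with the lowest numbers without BY replicate 5 (246) and without BY *UBR1* –469A>T replicate 2 (329). Across the same 10 fits the share lower in BY ranged from 54.9% to 58.7%, the median of all transcripts from -0.0061 to 0.00075, the median of called transcripts from -0.21 to -0.10, the called transcripts among the 39 proteins' from 3 to 11, and the *UBR1* log2 fold change from -0.25 to -0.17.

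The share lower in BY fell under 50%, to 46.8%, with upper-quartile normalization (579 lower, 657 higher), which also moved the median of all transcripts to 0.012 and of called transcripts to 0.10. DESeq2 without surrogate variables moved the median of all transcripts to 0.0062. With 1 surrogate variable, the median of called transcripts was -0.25. Transcripts of the 39 proteins, 12 of which were called, numbered 0 without surrogate variables (9 at an unadjusted p under 0.05), 0 with 1 surrogate variable (5 at an unadjusted p under 0.05), 6 with DESeq2 without surrogate variables and 8 with no minimum count.

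The sign of the proteasome set was not stable. Its median was 0.017 and not past the threshold. It was 0.080 and past it without surrogate variables, 0.080 with DESeq2 without them, -0.022 with 1 surrogate variable, and from -0.020 to 0.025 across the fits that left out one library. Ribosomal protein genes were lower in BY at a median of -0.12, but with an estimated correlation the camera p-value was 0.11. Across the fits that left out one library the median stayed between -0.13 and -0.11. PHO regulon genes, at a median of 0.095, lost significance under fry (p-value 0.062) and with an estimated correlation (0.25). *PTR2*, at 0.16, was -0.022 with 1 surrogate variable and from 0.012 to 0.22 with one library left out.

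The correlations across genes of the deviations of samples with the same replicate number were 0.29, 0.54, -0.0096, 0.49 and 0.69 for replicates 1 to 5. With 4 of them positive and that of replicate 3 near 0, the numbers are not taken to pair the samples. With the replicate block and no surrogate variables, 2373 transcripts were called, the share lower was 53.4%, 18 of the 39 proteins' transcripts were called, 9 of them in the direction of the protein, the proteasome median was 0.078 and past the threshold, the PHO regulon median was 0.073 and no longer past it, and *PTR2* was 0.58 with an adjusted p of 0.054. With the replicate block added to the 2 surrogate variables, 43 transcripts were called, 65.1% lower in BY (binomial p-value 0.066), with a median of -0.46, 2 of the 39 proteins' transcripts, both in the direction of the protein, a ribosomal protein median of 0.031, *PTR2* at -0.37, *ERR3* at -0.25, *DDI3* at 0.12 and *NTA1* at -0.038.

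Of the other named transcripts, 26 were called, and all 26 lost their call without surrogate variables, 21 with 1 surrogate variable and 8 without BY replicate 5. With the replicate block and 2 surrogate variables 13 were no longer called, besides *ERR3* and *DDI3*, whose sign changed. Signs changed only for transcripts near 0, apart from those under the block. *UBC6* was -0.024 without surrogate variables, -0.024 with DESeq2 without them, -0.024 with the replicate block alone, -0.0019 with 3 surrogate variables and -0.00097 with at least 100 counts. *NTA1* was -0.014 with 1 surrogate variable, -0.0078 with 3 and -0.00072 with no minimum count. With one library left out, *UBC6* ran from -0.0096 to 0.013, *NTA1* from -0.035 to 0.017 and *DOA10* (*SSM4*) from -0.035 to 0.0019.

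Of the 5 fits chosen after seeing the data, replicate number as a linear term without surrogate variables called 2607 transcripts with edgeR and 2665 with DESeq2, 51.9% of the latter lower in BY (binomial p-value 0.058). DESeq2 with a prior on the fold changes called 1487 with 2 surrogate variables, 706 without, and 1078 with replicate number and 2 surrogate variables. Depth does not limit the *UBR1* result, with at least 11544 counts in each library. It limits *ERR3*, *DDI3*, YLR462W and YAR073W, whose lowest libraries held 11.3, 18.4, 24.4 and 29.0 estimated counts.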

Differences from the paper's values

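With edgeR and 2 surrogate variables, 1269 transcripts were differentially expressed, against the paper's 78, and 711 of them were lower in BY, against the paper's 67. No alternative set before the data were examined, and none of the 5 fits added later, came within 1.5 times of 78. Those nearest, with 43, had 1 surrogate variable or the replicate block with 2 surrogate variables. In the paper's source table 60 of the 78 are lower in BY, a smaller share than the 86% of its text. The 86% is the value compared here, and a comparison with the source table would be closer. The share of calls lower in BY was 56.0% against that 86%. It was within 1.5 times of the paper's share with 1 surrogate variable (69.8%), the replicate block with 2 surrogate variables (65.1%), no minimum count (58.7%), and without BY replicate 3 (58.1%), BY replicate 4 (58.6%) or BY *UBR1* –469A>T replicate 5 (58.7%), and not with the other alternatives. Of fits made as tests after seeing the values, it was so without the 100 genes with the most counts (57.6%) and with the position on the axis between replicates as covariate, in edgeR with the second surrogate variable (58.7%) and in DESeq2 (63.9%). These last 2 fits called 288 and 158 transcripts, and axis position alone in edgeR called 0 (716 at an unadjusted p under 0.05). The median log2 fold change of all transcripts was -0.0012 against the paper's 0.0024, a difference smaller than the spread between replicates of 0.0069 but with the other sign. It was positive and within that spread with DESeq2 and 2 surrogate variables (0.00045), no surrogate variables (0.0054), DESeq2 without surrogate variables (0.0062), both fits with the replicate block (0.0020 and 0.0050), at least 100 counts (0.00047), DESeq2's size factors (0.00070) and without BY replicate 4 (0.00075), and, among the fits chosen after seeing the values, with replicate number as a linear term in edgeR (0.0054) and DESeq2 (0.0062) and with the prior on the fold changes, with surrogate variables (0.0016) and without (0.0057), after removal of GC and length trends (0.0067), in thinned libraries (0.00028) and with axis position in DESeq2 (0.00031). The median of differentially expressed transcripts was -0.12 against the paper's -0.20 (the value in its text and the median of the 78 in its source table). It was, with 1 surrogate variable (-0.25), no minimum count (-0.15), an adjusted p under 0.05 (-0.15), and without BY replicate 5 (-0.21) or BY *UBR1* –469A>T replicate 1 (-0.16) or 2 (-0.19) within the spread between replicates of 0.058. The 2 fits with axis position that called any transcript, chosen after seeing the values, gave -0.17 and -0.18.

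The log2 fold changes in the paper's source table have the sign found here for all 78 transcripts that it lists with an adjusted p under 0.1, and are mostly smaller in size. The table is cut to 1994 rows, and these 78 are as many as the paper counts. The ratio of the values found here to the paper's was 2.40 at the median, with quartiles of 1.90 and 2.89, so that no change of log base brings them together (Pearson r = 0.95 across these 78 transcripts, which are not independent). *HSP26* was -0.76 against the paper's -0.30, *TMA10* 0.53 against 0.24, *HSP30* -2.15 against -0.49, *HSP31* -0.41 against -0.23 and *HSP82* -0.55 against -0.23. *TPO2* was -1.69 against the paper's -0.60, *PHO89* 1.79 against 0.67, *BTN2* -1.28 against -0.54, *YRO2* -1.17 against -0.43 and YDR222W -1.35 against -0.39. *ICY2* (listed as *ATG41*) was -1.11 against the paper's -0.39, YJL144W (listed as *ROQ1*) -0.73 against -0.31, YOL014W -1.12 against -0.30, *SSA4* -0.52 against -0.28 and *MAL33* 0.80 against 0.29. Of the alternatives set before the data were examined, *SSA4* came within its standard error of the paper's value without surrogate variables, with DESeq2 without them and with the replicate block alone (-0.29 in the last), and *BTN2* with 1 surrogate variable (-0.91, standard error 0.41). No such alternative did so for the others. The 5 fits added later were chosen after seeing the values, and some came within the standard error of the edgeR value with 2 surrogate variables. DESeq2 with a prior on the fold changes and 2 surrogate variables did so for *HSP26* (-0.35), *HSP30* (-0.71) and *PHO89* (0.68), with a median ratio of 1.96 over the 78. With the prior and no surrogate variables this held for *HSP30* (-0.33), *HSP31* (-0.32), *PHO89* (0.86), YDR222W (-0.36) and *SSA4* (-0.21), and with the prior, replicate number and 2 surrogate variables for *HSP26* (-0.30), *HSP30* (-0.65), *HSP31* (-0.30) and *PHO89* (0.62). Replicate number as a linear term without surrogate variables did so for *SSA4*, at -0.26 in edgeR and in DESeq2.

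The mean estimated count per library was 87216350, against the paper's mean of 136725207 reads per sample. The former counts only what Kallisto assigned to transcripts.

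The paper states that 3 genes changed significantly and concordantly at the RNA and protein levels, where 7 did here. The number was 3 with DESeq2 without surrogate variables, with no minimum count, without BY replicate 4, and without BY *UBR1* –469A>T replicate 2 or 5, and, in fits chosen after seeing the values, with DESeq2 with a prior and no surrogate variables and with axis position and the second surrogate variable in edgeR. Of the paper's 78 transcripts, 73 were called here. *SAM3* (adjusted p = 0.42 from edgeR) was called only by DESeq2 with a prior, replicate number and 2 surrogate variables, and *PET9* (adjusted p = 0.96) only with replicate number as a linear term without surrogate variables, in edgeR and in DESeq2, all of these chosen after seeing the data. *ATP1* (adjusted p = 0.28) was called with 3 surrogate variables, without BY replicate 1, and, chosen after seeing the values, with axis position and the second surrogate variable in edgeR. *FMP16* (adjusted p = 0.10) was called with 3 surrogate variables, no minimum count, at least 100 counts, and without BY replicate 1 or 3 or BY *UBR1* –469A>T replicate 4 or 5, and, in tests chosen after seeing the values, after removal of GC and length trends and in thinned libraries. YDR433W (adjusted p = 0.12) was called with 3 surrogate variables, with DESeq2 and 2 surrogate variables, with the prior added to that, and without BY replicate 1 or 4 or BY *UBR1* –469A>T replicate 5. These 5 are named for their values. The paper's text counts 67 of its 78 transcripts as lower in BY, while its source table lists 60 with a negative log2 fold change.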

Other observations

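Tests of growth rate, *PTR2*, the proteasome, the PHO regulon, glucose repression, the *PHO89* region and other splits were set before the counts were seen. All others in this part were chosen after. The PHO regulon and glucose-repressed sets, however, were chosen from genes in the paper's own results, which come from these same cultures. Their p-values are therefore not independent of those results.

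Differential expression and other splits of the samples. Of 100 splits of the 10 libraries into 5 and 5 (drawn from the 126 possible, the real one included, with surrogate variables estimated again), 4 gave 1269 calls or more. In 87 of the other 99 no transcript was called, and the largest count was 1782. One of the splits with more calls (1309) put BY replicates 1, 2 and 3 and BY *UBR1* –469A>T replicates 1 and 2 against the rest, which parts low from high replicate numbers, and it called 2918 transcripts without surrogate variables, where the real split called 0 (1400 at an unadjusted p under 0.05). The others put BY replicates 1, 4 and 5 and BY *UBR1* –469A>T replicates 4 and 5 (1317), or BY replicates 1 and 5 and BY *UBR1* –469A>T replicates 3, 4 and 5 (1782), against the rest. The real split thus stands out among splits at 4 of 100, but a split by replicate number is larger.

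Order of the replicates. Positions on the main axis of variation between replicates followed the replicate number within both strains (exact permutation of the numbers within strains, p = 0.00042 over 14400 orders). All 5 BY *UBR1* –469A>T libraries lay higher on it than the BY library of the same number. Across genes, the strain difference and the axis loading had a Pearson r of -0.83 (genes are not independent), and 9 of the 13 transcripts labelled in Figure 5B were among the tenth of transcripts with the largest loadings. *UBR1* itself was in the lowest 1.05% of loadings by size. That does not make it free of replicate order, since opposite trends in the strains can leave a small loading. From replicate 1 to replicate 5 it went from 156 to 142 normalized CPM in BY and from 162 to 183 in BY *UBR1* –469A>T. The paper states that all cultures were grown and harvested together, and what the numbers stand for is not given. With replicate number as a linear term 90.7% of the calls stayed. Each strain holds every number once, so a linear trend shared by both strains adds equally to both. By this design such a trend cannot by itself produce a strain difference, whatever share of calls stays. The term does change the error of each test. In edgeR without surrogate variables, 2607 transcripts were called with it and 0 without. The position on the axis was then used as a covariate. With the position in place of the first surrogate variable in edgeR, 288 transcripts were called and 21.1% of the 1269 calls stayed. That variable already follows the axis (absolute Pearson r = 0.98 across libraries), so this loss does not show what the position accounts for. With the position as the only covariate in DESeq2, 115 of the 708 calls made without covariates stayed (16.2%), among 158. *UBR1* was called in both (adjusted p = 0.065 from edgeR and adjusted p = 0.086 from DESeq2). With it as the only covariate in edgeR, 0 transcripts were called (716 at an unadjusted p under 0.05) and *UBR1* had an adjusted p of 0.26, but edgeR without covariates also called 0, so that fit does not show what the position accounts for. DESeq2 thus lost most of the calls it made without covariates, but lost precision is not separated from lost effect. For these calls, a hypothesis is that the strains lie at different points of this axis. Whether the variant or another difference between the cultures placed them there stays open, since part of an effect of the variant would be removed with the position.

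Nitrogen-regulated genes were among those seen at the ends of this axis. In 22 other nitrogen-regulated genes, listed after that, 19 fell with replicate number, and the set's camera p-value was 1.13e-05, with 0.00015 under fry and 0.083 with an estimated correlation. Between strains the set was higher in BY, by a median of 0.15 (camera p-value 4.27e-07). A candidate explanation is that cultures differed in nitrogen supply or in growth stage at harvest, which the estimated correlation leaves open.

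Technical explanations of the calls. Taking out each library's trend with GC content and gene length kept 83.8% of 1249 calls, with a GC value for 95.4% of tested transcripts. After it, 49.2% of 1251 calls were lower in BY, with a median of 0.084, so the direction of the calls as a set depends on this trend. Thinning every library to the smallest total kept 94.6%, and leaving out the 100 genes with the most counts kept 94.5%. No chromosome shifted as a whole, with the median farthest from 0 at -0.028 on chromosome III. These argue against library size, composition, GC content, length and aneuploidy as the whole cause.

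Growth state. Ribosomal protein genes were lower in BY in 132 of 132 cases, by a median of -0.12, or -0.11 with upper-quartile normalization (camera p-value 3.48e-23, fry 0.0076, 0.11 with an estimated correlation). Glucose-repressed genes were higher in BY as a set, by a median of 0.31, with 13 of 25 called higher and none lower (camera p-value 8.3e-10, fry 0.00019, 0.013 with an estimated correlation). Both could arise if BY cultures grew more slowly or were closer to glucose exhaustion than BY *UBR1* –469A>T cultures at harvest, as a hypothesis. Proteins of glucose-repressed genes in the paper went the other way, at -0.59 for *ADH2*, -0.54 for *MLS1* and -0.49 for *IDP2*. Of their transcripts, *IDP2* was called higher in BY (0.33), while *ADH2* (0.084) and *MLS1* (-0.043) were not called. These genes are named for their values, so they weaken the hypothesis without settling it. The optical density of each culture, which would bear on it, was not analysed here, and an effect of the variant on growth stays open.

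Other hypotheses on Ubr1. Ubr1 degrades Cup9, a repressor of *PTR2*, so lower *UBR1* would lower *PTR2*. The *PTR2* log2 fold change was 0.16 (standard error 0.13, adjusted p = 0.44 from edgeR), above 0 and larger than its standard error but not called, and *CUP9* was 0.0070 (adjusted p = 0.93), so the data decide neither way. A shift of the proteasome genes as a set was not found with 2 surrogate variables (camera p-value 0.30, median 0.017) but was without them (median 0.080, camera p-value 0.0033), so it remains undecided. With 2 surrogate variables, 1 of the 33 genes was called higher and none lower, and *RPN4* was -0.14 (adjusted p = 0.13).

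*PHO89* and its neighborhood. The PHO regulon without *PHO89* and *SPL2* was higher in BY by camera (p-value 0.042, 14 of 17 genes higher, median 0.063) but not by fry (0.23) or with an estimated correlation (0.39), so induction of the regulon remains undecided. The 13 other genes within 20 kb of *PHO89* and *MAL33* had a median log2 fold change of -0.015, from -0.23 to 0.63, which argues against a copy number change of the whole window. The 3 called higher were *SUL1* (0.63), *MAL31* (0.25) and *MAL32* (0.44), named for their values, and the last 2 lie next to *MAL33*, so that *PHO89* and these 3 *MAL* genes form a run of called genes. The shifts in the run were unequal, from 0.25 to 1.79. A second copy of the run in a haploid would raise all of it by about 1 on the log2 scale. The median of *MAL31* and *MAL32* was 0.34, below 1 by more than 2 standard errors with 2 surrogate variables, but it was 0.55 without them (larger standard error 0.24), within 2 standard errors of 1, so that a copy number change limited to this run is not excluded in every fit.

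Strain markers. *LEU2*, *MET17* and *URA3* had at least 8639, 14554 and 9225 estimated counts in every library, although strains of the BY4741 background usually lack all 3 genes. *MFA1* had a median of 19846 estimated counts and *MF(ALPHA)1* 36, as in cells of mating type a. *LYP1* had a median of 21543 and *CAN1* of 18292. *CAN1* was called higher in BY (log2 fold change 0.35, adjusted p = 0.026 from edgeR), and *NTA1*, *UBC6* and *DOA10* were not called, at 0.0014, 0.0037 and -0.014.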
